# Characterization and Small RNA Content of Extracellular Vesicles in Follicular Fluid of Developing Bovine Antral Follicles

**DOI:** 10.1038/srep25486

**Published:** 2016-05-09

**Authors:** Raphatphorn Navakanitworakul, Wei-Ting Hung, Sumedha Gunewardena, John S. Davis, Wilaiwan Chotigeat, Lane K. Christenson

## Abstract

Exosomes and microvesicles (i.e., extracellular vesicles: EVs) have been identified within ovarian follicular fluid and recent evidence suggests that EVs are able to elicit profound effects on ovarian cell function. While existence of miRNA within EVs has been reported, whether EV size and concentration as well as their cargos (i.e., proteins and RNA) change during antral follicle growth remains unknown. Extracellular vesicles isolated from follicular fluid of small, medium and large bovine follicles were similar in size, while concentration of EVs decreased progressively as follicle size increased. Electron microscopy indicated a highly purified population of the lipid bilayer enclosed vesicles that were enriched in exosome biomarkers including CD81 and Alix. Small RNA sequencing identified a large number of known and novel miRNAs that changed in the EVs of different size follicles. Ingenuity Pathway Analysis (IPA) indicated that miRNA abundant in small follicle EV preparations were associated with cell proliferation pathways, while those miRNA abundant in large follicle preparations were related to inflammatory response pathways. These studies are the first to demonstrate that EVs change in their levels and makeup during antral follicle development and point to the potential for a unique vesicle-mediated cell-to-cell communication network within the ovarian follicle.

Cell-to-cell communication between somatic cells (theca, granulosa, and cumulus) and germ cells (oocytes) are critical for the process of folliculogenesis^1^,^2^. During folliculogenesis, the coordinated communication and signaling between the different follicular cell types is crucial for growth, maturation, and release of an oocyte that can be fertilized and undergo embryonic development. The endocrine hormones, follicle stimulating hormone (FSH) and luteinizing hormone (LH), play key regulatory roles in all aspects of this developmental progression from a preantral to a periovulatory follicle. Additionally, growth factors within the periovulatory follicle are essential for transmission of these endocrine signals to the deeper residing cumulus cells and oocyte within the follicle^3^,^4^,^5^,^6^. Likewise the oocyte secretes factors (i.e., GDF-9, BMP15) that are able to influence the nearby mural granulosa cells^7^,^8^. The antrum that separates these distinct cells is filled with a complex fluid derived from both blood plasma that arises from increased permeability of the thecal capillaries and release of secretory factors from both types of granulosa cells and oocytes^9^,^10^. Hormones (e.g., FSH, LH, GH, inhibin, activin, estrogens, and androgens), growth factors, proteins, lipoproteins, peptides, amino acids, and nucleotides have been found to be enriched in follicular fluid and provide an important microenvironment for follicle growth and oocyte maturation^11^,^12^,^13^. However, with the exception of several growth factors and steroids, much of the material observed in follicular fluid has not been well characterized and very little is known about the functional role of these molecules.

Recent studies have demonstrated that membrane-enclosed vesicles called microvesicles which are heterogeneous in size (100–1000 nm) contain bioactive molecules such as proteins, messenger RNA (mRNA) and microRNA (miRNA)^14^,^15^ which are released from cells by outward budding and fission of the plasma membrane 16. Similar to microvesicles, exosomes also have a lipid bilayer but are more homogeneous and smaller in size (30–100 nm). Exosomes are derived from intraluminal invagination of the multivesicular bodies (MVBs), followed by fusion of the MVB with the plasma membrane and release of its exosomal cargo into the extracellular space^17^,^18^,^19^,^20^. It should be noted that following cellular release the distinction of exosomes from microvesicles cannot be determined; they will be referred to extracellular vesicles (EVs) from here on. Recent evidence suggests that EVs can play important roles in cell-to-cell communication by transferring proteins, RNA, and miRNA molecules to target cells^14^,^20^. Several studies have now confirmed the existence of EVs in follicular fluid of mares and women at different ages^21^,^22^,^23^,^24^, in women with polycystic ovarian syndrome^25^,^26^, and in cow follicles at a single stage of development^27^. Our recent work has documented that EVs from small and large cow follicles can differentially support cumulus expansion and changes in cumulus-oocyte-complex (COC) gene expression^28^. However, to date no studies have evaluated whether the numbers of vesicles and contents of these vesicles change during ovarian follicular development. The cow was chosen for these studies for several reasons: the cow is a monoovulatory species with a similar temporal follicular growth and regression dynamics to that of the human (endocrine profiles do however differ between these species), the cow follicle provides sufficient levels of readily available fluid from early (small, 3–5 mm) antral follicles, samples that can not be feasibly collected in humans or rodents for comparison to later-staged (medium, 6–9 mm and large >9mm) antral follicles and understanding ovarian physiology in the cow has intrinsic value to the livestock industry.

## Results

### Quantitation and morphological characterization of follicular fluid EV from growing antral follicles

Bovine follicles subdivided by size (small, 3–5 mm; medium, 6–9 mm; and large >9 mm) representing early to late stages of antral follicle growth were pooled by size to ensure enough material for initial EV collection and evaluation. To provide an indication of the relative numbers of healthy follicles versus atretic follicles in each of the 9 pools (i.e., three independent pools at each size), granulosa cells were isolated from a subset (n = 18–20) of individual follicles from each follicle stage. Individual follicles had between 28 and 100% normal intact nuclear staining with the majority (~70%) of the follicles in each group containing less than 25% fragmented nuclei. Compared across the follicular sizes, each pool thus contains between 71% to 81% intact nuclei (Suppl Fig. 1). Analysis of estrogen and progesterone levels in the 9 independent follicular fluid pools indicated that progesterone levels did not vary across the follicle sizes whereas estradiol concentrations increased with size as expected (Suppl Fig. 2).

Total EV concentrations (x 10^12^ particles/ml of follicular fluid) were highest in the smallest diameter (3–5 mm) follicles and the number decreased progressively as follicle diameter increased (Fig. 1A). EV size distributions ranged from ~30 to 300 nm as determined by nanoparticle tracking analysis (NTA) and there was no change in size distribution from the three different sized follicles (Fig. 1B). Additionally, the mode and mean size of EVs was not significantly different in the three different follicle diameter groups (Suppl. Table 1).

Several established exosome markers, tetraspanin CD81 and Alix were used to confirm the presence and enrichment of exosomes in the EV preparations (Fig. 2A). We found that the expression of CD81 was highly expressed in EVs as compared to granulosa cells that were isolated from the initial 800 g centrifugation run in the EV isolation protocol (Fig. 2A). Interestingly, the highest expression of CD81 was found in EVs (10 μg total loaded protein) derived from small follicles and decreased progressively in the EVs as follicle size increased (Fig. 2A). Alix another exosome marker was also abundant in the EV preparations compared to the cell lysates; however it did not show the same decrease in levels as that detected for CD81 as follicle size increased. This later antibody/marker gene exhibited greater variation across samples and was considered less reliable. The endoplasmic reticulum marker GP96 was detected in cell lysates and was not detectable in the EV preparations indicating the absence of other cellular membrane contamination in the EV preparations. Actin was found in both EVs and cells (Fig. 2A). Western blot analysis of CD81 in sucrose gradient fractions of small, medium and large follicle EV preparations indicated that EVs were found in fractions 5–9 of small and medium follicles at densities (1.14 to 1.25 g/cm^3^) that are consistent with extracellular vesicles (i.e, exosomes; Fig. 2B). The tetraspanin CD81 was not readily detectable in the large follicle EV preparations following sucrose gradient analysis; this is likely due the decreased level of CD81 in the starting EV ultracentrifuge pellet “input” which is shown for each preparation (Fig. 2B). Transmission electron microscopy (TEM) revealed that the EV pellets contained a homogeneous population of circular bilayer enclosed vesicles with minimal evidence of protein contamination (very dark staining material that is not enclosed within a lipid bilayer: Fig. 2C). We observed no vesicles >130 nm in diameter by TEM; however because these are cross-sectional views exact sizes are not determinable using this approach.

### Small RNAs within follicular fluid EVs

A representative electropherogram for small, medium and large follicles shows the size distribution of small RNAs derived from the EV RNA isolation in the interval of 6–150 nucleotides (Suppl Fig. 3A). Note that the majority of the small RNA ranged in size between 20 and 40 nucleotides in length consistent with microRNA (miRNA). Moreover, no detectable amounts of the highly abundant 18S and 28S ribosomal RNA (rRNA) were detected in the EV preparations indicating an absence of cellular contamination (data not shown). The percentage of EV RNA that was consistent with the size of miRNA (i.e., 18–24 nucleotides) differed across the follicle size groups with the greatest presence (84%) in the 3–5 mm, slightly lower (75%) amounts in 6–9 mm and the least 58% in the >9 mm diameter follicles (p < 0.0001; Suppl Fig. 3B). The A260/280 and A260/230 values ranged from 1.56–1.74 and 0.13–0.62, respectively. FastQC analysis indicated that all 9 samples had similar high quality sequence data.

Three independent small RNA libraries for each of the small, medium and large follicles were generated from the follicular fluid EVs. 

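Each library was made from the EV RNA of 1 pool of follicular fluid, with 3 pools of small (3–5 mm), 3 of medium (6–9 mm) and 3 of large (>9 mm) follicles. The authors removed adapter sequence, mapped the reads with bwa to the UMD3.1 bovine genome, merged the mapped reads of the 9 samples to define loci, and deposited for each sample the number of reads counted on the effective region of each locus, without normalization. The paper does not state how reads that map to several places were assigned. Abundance was compared in 2 sets of loci, as in Suppl Tables 3 and 4. The first set holds the 249 loci of known and homologous miRNA. The second holds the 455 loci that the paper identified as miRNA from a predicted hairpin, without a match to a known miRNA, and these are called predicted miRNA here. All 6336 raw counts listed in the supplementary tables for these 704 loci were identical to the deposited counts. In each set, the counts of the 9 samples were normalized with the TMM method of edgeR and scaled to the summed count of the set (normalized counts, on the CPM scale). They were then compared between size groups with edgeR's quasi-likelihood test in 1 fit of the 3 groups, with Benjamini-Hochberg adjustment within the set and the comparison (false discovery rate, FDR, under 0.05). The paper used edgeR's exact methods, and edgeR's exact test is an alternative here. A positive log2 fold change means a higher abundance in the first-named group.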

The total number of reads (Mean ± SEM) was 15,144,579 ± 900,792 reads/sample and this ranged from 12,480,394 to 21,361,359 reads/sample. 

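The counts on the deposited loci summed to 11093177 ± 1683800.5 per sample (SD, n = 9), from 8941598 to 14664460. The median sum was 10172365 in small, 11685567 in medium and 10230770 in large follicles, and the sums had no detectable trend with follicle size (exact permutation test, two-sided, p = 0.667). A locus with 3 counts makes up from 2.05e-05% to 3.36e-05% of a sample's counts, which was taken as the smallest share the depth can show. Such limits cover counting error only, since reads amplified by PCR are not independent molecules.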

Of the total reads for the nine independent pools (3 independent pools / size; n = 9) 98.333% ± 0.001% mapped to the bovine genome. Mapping yielded a total of 11,770 different identified loci across all samples with the majority of these loci (8360) being located in unannotated regions (Fig. 3). 

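Among the deposited loci, 11770 had a mean of at least 100 counts in at least 1 of the 3 size groups and 90119 did not. Counts on the loci past this minimum averaged 9629592 per sample. These loci were 16 to 90 bases long with a median of 34 bases, and 3945 of them were 18 to 30 bases long. They include the 704 miRNA loci of the supplementary tables and 11066 other loci. The annotation class of each locus was not analysed here.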

Breakdown of loci falling within an annotated region (3410) indicated that 74.8% of these loci were detected within intronic regions of genes (2552) with the balance being in protein coding (238) and non-protein coding regions (620), which included miRNA (269), snoRNA (67), rRNA (128) and others (Fig. 3 shows complete breakdown of RNA subtypes). The number of read counts associated with each of these annotation types varied widely (Suppl Table 2). 

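Known and homologous miRNA loci took 21.4% ± 6.59 (SD, n = 3) of the counts in small, 6.28% ± 4.27 (SD, n = 3) in medium and 2.89% ± 2.39 (SD, n = 3) in large follicle EVs. The share fell with follicle size (exact permutation test over all arrangements of the 9 samples, two-sided, p = 0.00357; the smallest p this design allows is 0.00119). Between pairs of sizes, the exact permutation p was 0.1 for large versus small, 0.1 for medium versus small and 0.3 for large versus medium, and 3 samples against 3 cannot give a p below 0.1. Predicted miRNA loci took 0.882% ± 0.0467 (SD, n = 3) of the counts in small, 1.61% ± 0.226 (SD, n = 3) in medium and 1.98% ± 0.258 (SD, n = 3) in large follicle EVs, and this share rose with size (exact permutation test, two-sided, p = 0.00238). Over the 9 samples pooled, known and homologous miRNA loci took 10.5% of the counts. The choice of loci in the denominator moved these shares most when only loci of 18 to 30 bases were counted, where known and homologous miRNA took 43.7% of the counts in small, 17.7% in medium and 10.4% in large follicle EVs.

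**Figure D1:**
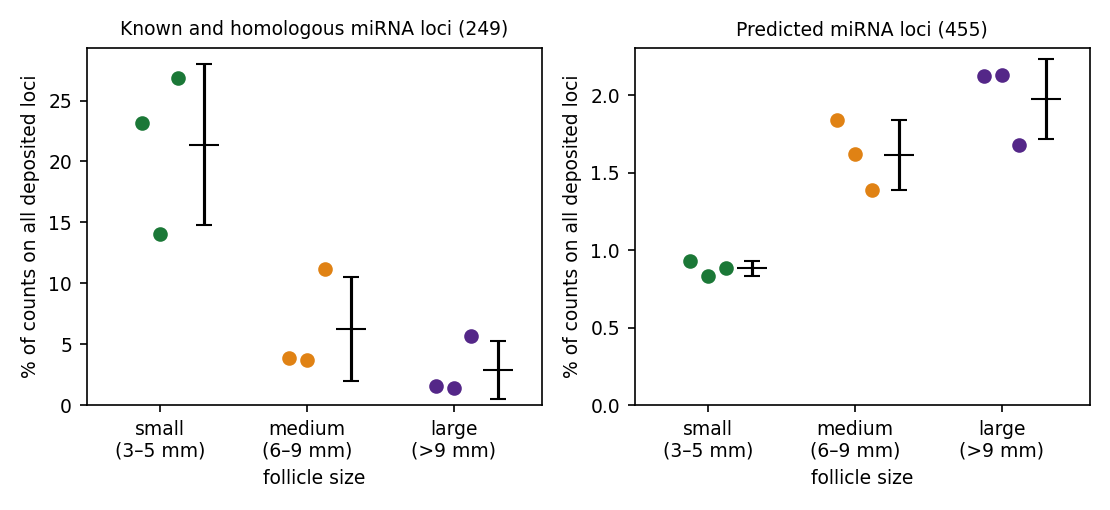
Percent of each sample's counts that fall on known and homologous miRNA loci (left) and on predicted miRNA loci (right), by follicle size. Each point is 1 sample and the bar beside the points is the mean ± SD of the 3 samples; the left-hand share is highest in the small follicle samples and the right-hand share is lowest there.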

While only 269 bovine miRNA annotated loci were identified as present in EV RNA, the mean read count was 4384 counts/loci indicating that known miRNAs make up a large portion (12.2%) of the total number of reads (Suppl Table 2).

Following the general alignment to the bovine annotated sequence where we identified 269 miRNA as present within our samples, we then completed an unbiased approach to independently identify known and unknown miRNA within the bovine follicular fluid EVs. 

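Among the loci of Suppl Tables 3 and 4, the mean count in the size group with the most counts was at least 101 for known, 101.7 for homologous and 102.7 for predicted miRNA. Reads on known and homologous miRNA loci numbered from 146617 to 3394554 per sample, and reads on predicted miRNA loci from 74727 to 221759.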

Using this unbiased approach we identified 704 loci that met our minimum read count requirements of ≥100 reads and the criteria for miRNA annotation within our EV samples (Fig. 4A). 

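The known bovine miRNA loci carry 181 distinct miRNA names. Their total count over the 9 samples ranged from 345 to 967617 per locus with a median of 5989. They were 16 to 26 bases long with a median of 22 bases, and 2 of them were shorter than 18 bases.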

Of these 704 loci, 204 were exact matches for known bovine miRNAs (Ensemble gene annotation file for bovine; release 70). 

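The loci named by homology carry 44 distinct miRNA names. Total counts over the 9 samples ranged from 394 to 161713 per locus, with a median of 1932, and the loci were 21 to 30 bases long.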

Of the remaining 500 miRNAs, 45 were mapped to a known miRNA of bovine or other species with very strong homology in both the mature and hairpin sequence. Of these 45 loci, 43 fell within a miRNA and 2 fell within a miscRNA annotated region in the bovine genome. Those 43 loci that fell within a miRNA annotated region, however, differed significantly from the previously annotated bovine miRNA. For example, the highly expressed region of the mature bta-miR-103 in the current study is 5 bases shorter than the reported bovine miRNA in miRBase v21 (Fig. 4B). 

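In the deposited table, bta-miR-103 has a pair of loci that are 18 bases long, from 51742433 to 51742450 on chromosome 13 and from 189866 to 189883 on chromosome 20 (UMD3.1). Their total counts over the 9 samples were 78378 and 78511, and the authors' counting could have split the same reads between them, so that neither count is certain. The normalized count of the chromosome 20 locus was 8534 ± 801 (SD, n = 3) in small, 6254 ± 882 (SD, n = 3) in medium and 3785 ± 2055 (SD, n = 3) in large follicle EVs. Its log2 fold change was -1.17 in large versus small follicles (standard error 0.38, quasi-likelihood FDR = 0.0289). With each replicate left out in turn, this FDR ranged from 0.00242 to 0.11 and was under 0.05 in 5 of the 9 fits.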

Another example, miRNA-224, was also shown to differ with respect to its 3′ end (the annotated bovine sequence has 23 bases) while the human and murine miR-224 are 21 bases in length (Fig. 4C). Upon closer inspection of the murine sequence (mmu-miR-224) within miRBase, one could easily propose that the mouse sequence is 22 bases in length based on the available data. 

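The deposited table has a single locus for bta-miR-224, which is 24 bases long and lies from 34664640 to 34664663 on chromosome X (UMD3.1). Its total count was 2717, and the counts do not separate reads by length. The normalized count was 235 ± 37.6 (SD, n = 3) in small, 321 ± 103 (SD, n = 3) in medium and 252 ± 54.4 (SD, n = 3) in large follicle EVs. Between large and small follicles the log2 fold change was 0.10 (standard error 0.36, quasi-likelihood FDR = 0.85). It became -2.85 when samples were scaled by the total count of all deposited loci.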

In our study we found that the EVs contained predominantly a 22 base miR-224 and to a lesser extent a 24 base version of miR-224 versus the bovine 23 base annotated sequence. Another example of a miRNA classification issue is found for a loci between bases 14462439 and 14462462 of chromosome 3 where a highly expressed mature miRNA like sequence aligns to bta-mir-9–5p which is currently annotated (miRBase v21) in two different locations within chromosomes 7 and 21, respectively. 

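The deposited table has a locus of 23 bases at this place, from 14462440 to 14462462 on the plus strand of chromosome 3 (UMD3.1). It held 54 counts over the 9 samples, and 97938 other deposited loci had a higher total. The count per sample was 14.7 ± 6.43 (SD, n = 3) in small, 3 ± 2.65 (SD, n = 3) in medium and 0.333 ± 0.577 (SD, n = 3) in large follicle EVs. At most 1 count was found in any large follicle sample, which is under the smallest count the depth can show. In the fit of all deposited loci, with TMM over them, it was at least 14.8-fold lower in large than in small follicle EVs. The quasi-likelihood FDR was 0.000716, and at most 0.00788 under each alternative, replicates left out included. The fall was smaller when samples were scaled by the total count of all deposited loci, so the bound would be lower there.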

While the highly expressed mature sequence in the current study is a single base longer than the reported bta-mir-9–5p sequence, both its mature and stem-loop regions match exactly with the reported miR-9 regions in the four species *tupaia chinensis, canis familiaris, pan troglodytes* and *sus scrofa*. Lastly, the current study identified 455 novel miRNA sequences that met standard criteria as established in detail in the methods. 

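The predicted miRNA loci were 16 to 30 bases long with a median of 27 bases, and 12 of them were shorter than 18 bases. A length of 27 bases was shared by 328 of the 455 loci and a length of 28 bases by 58. Total counts over the 9 samples ranged from 409 to 91933 per locus with a median of 1212.

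**Figure D2:**
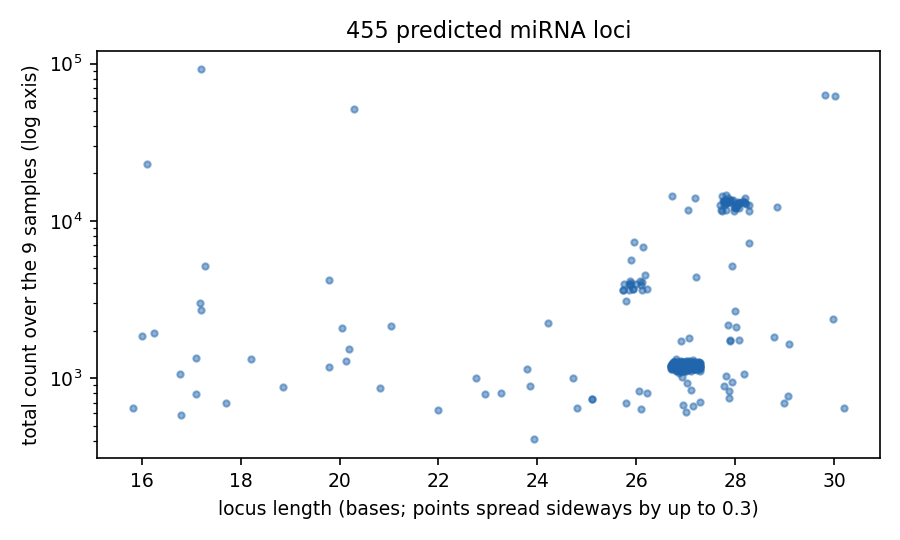
Total count over the 9 samples (log axis) against locus length in bases for the 455 predicted miRNA loci, 1 point per locus. Most points lie at 27 bases in a narrow band of counts near the median of 1212.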

Of these novel miRNA, 115 fell within and 340 fell outside an annotated feature (e.g., exons, etc.). Suppl Fig 4A shows a novel miRNA located in the gene coding for *ADAMTS3* whereas the other novel miRNA in Suppl Fig 4B is located outside any annotated feature. 

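The locus placed in ADAMTS3 lies from 89217312 to 89217341 on the minus strand of chromosome 6 (UMD3.1) and held 62718 counts over the 9 samples. Its log2 fold change in large versus small follicles was -0.25 (standard error 0.28, quasi-likelihood FDR = 0.729). The locus outside any annotated feature lies from 38252 to 38278 on the plus strand of chromosome 19 and held 13947 counts, with a log2 fold change of -0.25 (standard error 0.17, quasi-likelihood FDR = 0.5). Both log2 fold changes became 1.58 when samples were scaled by the total count of all deposited loci.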

We have included the putative hairpin structures for all known bovine miRNA, miRNA previously identified in other species (i.e., homologous) and novel miRNA in Suppl Fig. 5.

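Of the 704 loci in the hairpin list, a position and a total raw count could be read together from the text of the supplement for 613, of which 192 are known, 31 homologous and 390 predicted miRNA. All 613 positions are in the deposited table, and the listed total was identical to the sum of the 9 deposited counts at each of them.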

### Differentially abundant miRNA within EVs of increasing sized follicles

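Of the 249 known and homologous miRNA loci, 105 had an FDR under 0.05 in large versus small follicles, 26 in large versus medium and 0 in medium versus small, where 44 had an unadjusted p under 0.05. Of the 455 predicted miRNA loci, 24 passed this threshold in large versus small, 6 in large versus medium and 10 in medium versus small follicles. A test of any difference among the 3 sizes called 84 known and homologous and 24 predicted miRNA loci. The largest shift in these counts came from scaling by the total count of all deposited loci, under which 443 of the predicted miRNA loci passed in medium versus small follicles (425 higher and 18 lower) and 445 in large versus small follicles (422 higher and 23 lower).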

Comparison of miRNA content within the EVs of small, medium and large follicles showed that the greatest differences were observed in the small versus large follicles (Table 1). 

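In large versus small follicles, 44 loci of known and homologous miRNA were higher in large follicle EVs and 61 were lower. All 24 predicted miRNA loci that passed were lower in large follicle EVs. These directions depend on the scaling: with the total count of the set, 353 predicted loci were higher and 28 lower, and with the total count of all deposited loci, 1 known or homologous locus was higher and 191 were lower. The normalized counts of the 3 large and the 3 small follicle samples did not overlap at 132 (53.0%) of the known and homologous and 88 (19.3%) of the predicted miRNA loci, where chance gives 10%. Among known miRNA, bta-miR-132 on chromosome 19 (23651160 to 23651182, UMD3.1) had a log2 fold change of 4.10 (standard error 0.95, quasi-likelihood FDR = 0.00659). This change was 0.05 when samples were scaled by TMM over all deposited loci. On chromosome 13, bta-miR-1388-3p (54375983 to 54376003) had 0 counts in all large follicle samples and was at least 2.67-fold lower than in small follicle EVs (quasi-likelihood FDR = 0.00513). The largest fall among predicted miRNA was at X 30338371 to 30338390, with a log2 fold change of -6.96 (standard error 0.76, quasi-likelihood FDR = 0.000138). It was followed by the loci at 18 22622903 to 22622918, with -6.65 (standard error 1.34, quasi-likelihood FDR = 0.014), and at 7 64776449 to 64776465, with -6.28 (standard error 0.49, quasi-likelihood FDR = 1.7e-05).

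**Figure D3:**
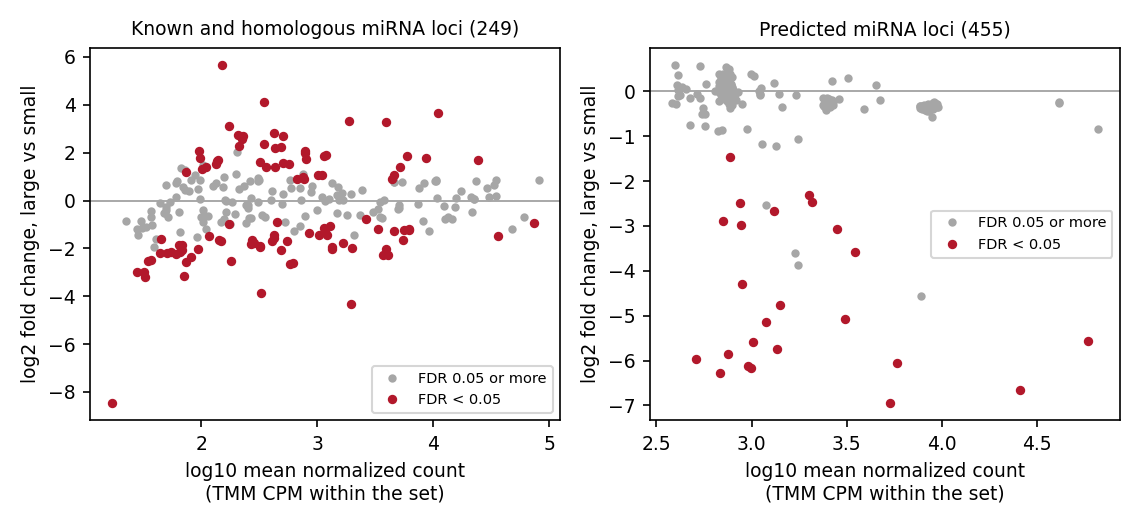
The log2 fold change of large versus small follicle EVs against the log10 mean normalized count of each known and homologous (left) and predicted (right) miRNA locus. Each point is 1 locus and red points have an FDR under 0.05; red points lie on both sides of 0 on the left and only under 0 on the right.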

Small (3–5 mm) follicle EVs contained 83 miRNA that were more abundant in small versus large follicle EVs while 42 miRNA were more abundant in large versus small follicle EVs (Table 1). 

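In large versus medium follicles, 14 of the known and homologous miRNA loci that passed were higher in large follicle EVs and 12 were lower. The largest rises after that of bta-miR-150 were those of bta-miR-486 (27 36261888 to 36261910, log2 fold change 2.52, standard error 0.70, quasi-likelihood FDR = 0.0446) and bta-miR-142-5p (19 9527357 to 9527378, log2 fold change 2.21, standard error 0.46, quasi-likelihood FDR = 0.0297). The largest falls included bta-miR-2284w (X 2676193 to 2676213, log2 fold change -2.10, standard error 0.52, quasi-likelihood FDR = 0.0415) and bta-miR-873 (8 15159569 to 15159590, log2 fold change -1.93, standard error 0.41, quasi-likelihood FDR = 0.0297). Without medium replicate 5, without medium replicate 6 or without large replicate 11, none of these loci passed, and no known or homologous miRNA did. In medium versus small follicles, the largest falls among predicted miRNA were at X 2676228 to 2676250 (log2 fold change -3.72, standard error 0.83, quasi-likelihood FDR = 0.0497) and X 29130246 to 29130269 (log2 fold change -3.55, standard error 0.55, quasi-likelihood FDR = 0.00405). Normalized counts of known and homologous miRNA did not overlap at 71 loci (28.5%) between medium and small and at 90 loci (36.1%) between large and medium follicle samples, where chance gives 10%. For predicted miRNA, the numbers were nearer to chance, with 57 loci (12.5%) and 63 loci (13.8%) in the same comparisons. A group of 308 predicted loci had nearly equal counts and may not be separate loci. These percentages therefore cannot be compared with those of known and homologous miRNA.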

Comparison of small to medium follicles indicated that 28 EV associated miRNA were more abundant in small and 8 more abundant in medium follicle EVs; comparison of medium and large follicles indicated that 42 were greater in medium and 17 more abundant in large follicles (Table 1). The breakdown of known bovine miRNA, homologous miRNA and novel miRNA are shown in (Table 1). 

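Counted by miRNA name, the quasi-likelihood test called 32 known, 7 homologous and 0 predicted miRNA higher in large versus small follicles, and 44 known, 8 homologous and 24 predicted miRNA lower. In large versus medium follicles, it called 11 known and 1 homologous miRNA higher, and 11 known, 1 homologous and 6 predicted miRNA lower. In medium versus small follicles, the only calls were 10 predicted miRNA that were lower in medium follicle EVs. Among predicted miRNA, 57 loci had an unadjusted p under 0.05 in large versus small follicles.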

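Over the known, homologous and predicted miRNA names, the numbers called higher and lower were 39 and 76 in large versus small, 0 and 10 in medium versus small, and 12 and 18 in large versus medium follicles. The smallest expected number was 3.29, so homogeneity was tested with Fisher's exact test on randomly permuted calls, which gave p = 0.0447. A chi-square test of the same numbers gave p = 0.0596, so the side of 0.05 depends on the test. With the calls of edgeR's exact test in place of the quasi-likelihood test, a chi-square test gave p = 0.522. No Yates correction was applied to these tests, whereas the paper gives a Yates' p-value.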

The Chi-square test of homogeneity indicates that there is no significant difference in the proportion of up-regulated to down-regulated miRNA in the three comparisons (Yates’ p-value = 0.533). The relative fold changes in miRNA content across these different comparisons for individual miRNA ranged from 1.9 to 419.9.

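Across the 3 comparisons, 171 locus-level differences had an FDR under 0.05 in the quasi-likelihood test. Leaving out the fall of bta-miR-1388-3p, whose counts in large follicles were 0, fold changes ranged from 1.69 to 124 with a median of 4.03.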

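The supplementary tables mark 124 known and homologous and 35 predicted miRNA loci as differing between large and small follicles. These marks are taken here as the paper's calls, although Table 1 gives fewer, 42 higher and 83 lower over all miRNA. The marks count loci, whereas the paper's list of known miRNA gives most names once, so part of this gap may lie in the unit. The paper states an FDR under 0.05 for its Tables 2 and 3 and under 0.1 for function prediction. Which of these the marks follow was not settled. All 105 known and homologous loci and all 24 predicted loci called by the quasi-likelihood test were among these, each in the direction the paper gives. In large versus medium follicles, all 26 known and homologous and all 6 predicted loci called were among the paper's 69 and 17, and in medium versus small follicles all 10 predicted loci called were among the paper's 25.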

As the greatest number of miRNA and the biggest differences were observed for the small versus large follicle EV comparison, we have depicted all 80 known differentially detected miRNA for this comparison in Table 2 and all 45 homologous and novel miRNA in Table 3. For a complete breakdown of each of known and homologous miRNA and the novel miRNA that were observed in the different size follicles (see Suppl Table 3 and 4). Of the differentially present miRNA across follicle sizes, only 8 known miRNA exhibited changes across all three classification groups. 

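Under the quasi-likelihood test, 0 known or homologous miRNA loci had an FDR under 0.05 in each of the 3 comparisons. With an FDR under 0.1, 8 loci changed in each comparison and in the same direction, of which 5 rose and 3 fell with follicle size. With edgeR's exact test and an FDR under 0.05, 9 loci did so. These are not the same miRNA as the paper names. Both sets hold bta-miR-1343-3p and bta-miR-130a, which it does not name as progressive, and lack bta-miR-204. The set with an FDR under 0.1 also lacks bta-miR-92b.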

Five miRNA (miR-204, miR-92b, miR-328a-3p, miR-424–3p and miR-450a) exhibited a significant progressive increase in read counts as follicle size increased (Suppl Table 3). 

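The normalized count of bta-miR-204 (8 47259589 to 47259612, UMD3.1) was 410.0 ± 205 (SD, n = 3) in small, 1062 ± 386 (SD, n = 3) in medium and 4117 ± 1124 (SD, n = 3) in large follicle EVs. Its log2 fold change was 3.33 in large versus small (standard error 0.49, quasi-likelihood FDR = 0.000598) and 1.38 in medium versus small follicles (standard error 0.45, quasi-likelihood FDR = 0.117). The corresponding log2 fold changes of bta-miR-328 (18 34957619 to 34957641) were 3.11 (standard error 0.44, quasi-likelihood FDR = 0.000598) and 1.49 (standard error 0.42, quasi-likelihood FDR = 0.0714). Those of bta-miR-424-3p (X 18185457 to 18185477) were 2.80 (standard error 0.40, quasi-likelihood FDR = 0.000598) and 1.40 (standard error 0.38, quasi-likelihood FDR = 0.068). The pair of bta-miR-450a loci, at X 18179125 to 18179146 and X 18179270 to 18179291, had log2 fold changes of 2.70 and 2.58 in large versus small (quasi-likelihood FDR = 0.000598 for both) and of 1.37 and 1.34 in medium versus small follicles (quasi-likelihood FDR = 0.0676 for both). Their total counts were 1264 and 1310, and the authors' counting could have split the same reads between them. In large versus medium follicles, these 5 loci had an FDR from 0.0415 to 0.0446 and log2 fold changes from 1.24 to 1.95. The normalized counts of the 3 sizes did not overlap at any of the 5 loci. When samples were scaled by the total count of all deposited loci, the log2 fold changes of the bta-miR-450a loci in large versus small follicles became -0.39 and -0.46 and that of bta-miR-424-3p became -0.20, while bta-miR-204 had 0.52 and bta-miR-328 had 0.20, and none of the 5 loci had an FDR under 0.05 (from 0.561 to 0.837).

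**Figure D4:**
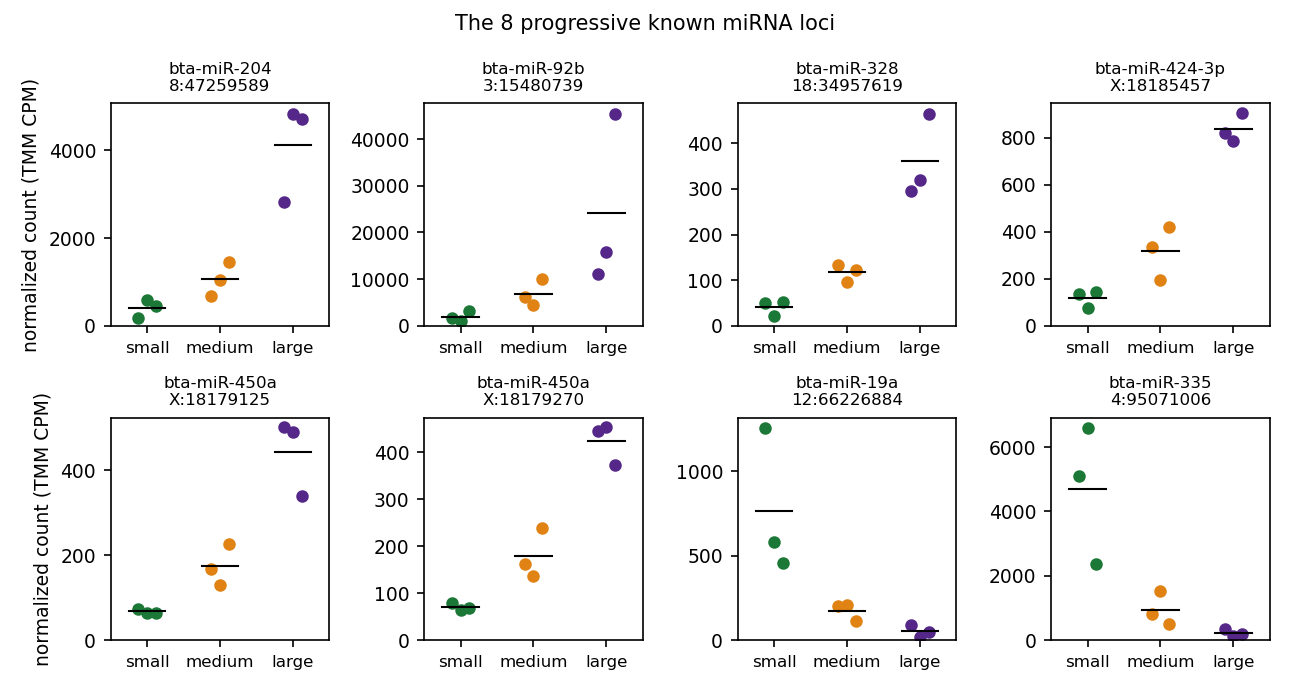
Normalized counts (TMM within the set, CPM scale) of 8 known miRNA loci in small, medium and large follicle EVs, each panel on its own scale from 0. Each point is 1 sample and each line is the mean of 3 samples; the loci of bta-miR-19a and bta-miR-335 fall with follicle size and the other 6 rise.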

Two miRNA (miR-19a-3p and miR-335) exhibited a progressive decrease in read counts as follicle size increased (Suppl Table 3). 

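The normalized count of bta-miR-19a (12 66226884 to 66226906, UMD3.1) was 764 ± 432 (SD, n = 3) in small, 175 ± 54.4 (SD, n = 3) in medium and 52.2 ± 34.4 (SD, n = 3) in large follicle EVs. Its log2 fold change was -3.86 in large versus small (standard error 0.58, quasi-likelihood FDR = 0.000598), -2.13 in medium versus small (standard error 0.51, quasi-likelihood FDR = 0.0676) and -1.73 in large versus medium follicles (standard error 0.55, quasi-likelihood FDR = 0.0555). For bta-miR-335 (4 95071006 to 95071028), the normalized count was 4689 ± 2149 (SD, n = 3) in small, 938 ± 521 (SD, n = 3) in medium and 231 ± 110.2 (SD, n = 3) in large follicle EVs. Its log2 fold changes in the same comparisons were -4.34 (standard error 0.58, quasi-likelihood FDR = 0.000598), -2.32 (standard error 0.52, quasi-likelihood FDR = 0.0676) and -2.02 (standard error 0.53, quasi-likelihood FDR = 0.0444). The normalized counts of the 3 sizes did not overlap at either locus.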

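Among the predicted miRNA loci, 6 had an FDR under 0.05 in each of the 3 comparisons, and all 6 fell from small to medium and from medium to large follicles. Their log2 fold changes ranged from -3.39 to -2.65 in medium versus small and from -3.57 to -2.03 in large versus medium follicles. The mean count of the locus at 8 89663122 fell from 649.7 per sample in small to 194 in medium and 60.7 in large follicle EVs, and that of the locus at X 30338371 from 1133 to 233 and 29.7. With each replicate left out in turn, from 0 to 8 predicted miRNA loci changed in this way. The number was 9 with edgeR's exact test and 7 with DESeq2, all falling.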

Additionally, 9 novel miRNA were shown to progressively decrease in abundance from small to large follicles and none were observed to progressively increase (Suppl Table 4).

### Pathway analysis of miRNAs that differed between large and small follicle sizes

Because the greatest differences existed for the small versus large follicles, we then focused our Ingenuity Pathway Analysis (IPA) upon those miRNA. Because of the nature of IPA, only miRNA (211) which are annotated in human were used. MicroRNA that were more abundant in small and large follicle EVs were both highly linked to the associated Network functions IPA classification called Cancer, Organismal Injury and Abnormalies, Reproductive System Disease, which includes miRNA associated with reproductive tumors, endometriosis, preeclampsia, and azoospermia (Suppl Table 5). Molecular and cellular function predictions identified cellular development, cellular proliferation, cell death and survival and cell cycle as common among those miRNA that differed between these follicle sizes (Suppl Table 5). MicroRNA that are more abundant in large versus small follicles were predicted to be involved in inflammatory responses (Suppl Table 5).

## Discussion

In this study we show for the first time that EVs within follicular fluid change in number and in their small RNA content when examined across different sizes of follicles. Previous work has indicated that small non-coding RNA (i.e., miRNA) exhibit dynamic changes during ovarian follicle development^29^; we discuss several miRNA previously shown to be involved in ovarian function in the context of our new observation that they are now also known to be present in follicular fluid EVs. Our study points to the possibility that like hormones, cytokines and numerous other factors located within the follicular fluid, EVs also change dynamically over time and now must also be considered as a potential mechanism for cell-to-cell communication across the antral fluid barrier that spatially separates the cumulus oocyte complex from the mural granulosa cells. Indeed, we have recently shown that EVs from small and large follicles can elicit differential effects on cumulus-oocyte-complexes^28^.

In order to fully appreciate whether EVs undergo dynamic changes in the developing follicle, the current study took a robust approach to quantify and characterize EVs within the follicular fluid of growing bovine follicles. To confirm the proportion of viable healthy to atretic follicles within the pools, an analysis of 20 individually isolated follicles from each size group indicated that a similar proportion of viable healthy to non-viable atretic follicles (~70 and 30%, respectively). Moreover, analysis of estrogen and progesterone levels in the pools of follicular fluid indicated an increase in estrogen levels as the follicle size increased which is typical of healthy growing follicles. Nanoparticle tracking analysis (NTA) indicated that the size of EVs is consistent with that attributed to the exosomes and small microvesicles. Interestingly, we observed no change in the distribution of particle sizes originating from the different sized follicles. Importantly, it must be pointed out though that our procedure effectively eliminates larger microvesicles (>220 um). Thus, we cannot be absolute in our statement that a population of larger microvesicles does not dynamically change during follicular growth. Analysis of the EV pellets by electron microscopy further indicated that a relatively homogenous population of small vesicles (<130 nm in diameter) was isolated from the follicular fluid. Moreover, and consistent with the NTA, the size and morphology of vesicles by as evaluated by electron microscopy were also not different across the three follicle sizes. These observations might suggest that EVs are not dynamically changing during follicle development. However, the differential enrichment of CD81 within the EV preparations of the small, medium and large follicles suggests that changes within the EV pool are occurring. Conversely, the internal exosomal protein (Alix) was not found to vary in a similar pattern as that of the transmembrane protein CD81 in the EV preps suggesting that either the levels of CD81 vary on individual EVs or that different populations of EVs exist in different size follicles. Furthermore, following differential ultracentrifugation, the EV pellets were subjected to sucrose gradient centrifugation/fractionation and western blot analysis for CD81. Consistent with an exosomal origin as evident by CD81 expression^19^,^20^,^30^, we found those fractions with a density of 1.14–1.22 g/ml to be enriched in CD81 and this was also differentially detected within the three different sizes of follicles. The absence of endoplasmic reticular protein GP96 within the EV prep was further evidence of the purity of these preparations^31^. Ultimately, this detailed characterization of the EVs in the current study is reassuring that the subsequent next generation sequencing results are originating from a population of EVs within the follicular fluid. The importance of this observation is highlighted by the recent observation that serum levels of miRNA are more highly enriched in the non-vesicle fractions of serum following ultracentrifugation^32^. In previous analyses of human and bovine follicular fluid miRNA content, Sang *et al.*^25^ and Sohel *et al.*^27^ both detected miRNA within the pelleted extracellular vesicle component and in the remaining supernatant. In both cases the numbers of miRNA identified were greater in vesicular fraction and in the case of the bovine study, Sohel *et al.*^27^, suggested that the vesicle-mediated pathway may be the predominant mechanism of miRNA transport with the follicle. This clearly differs from observations in other bodily fluids (i.e., serum, urine, salvia) where it appears that non-vesicular miRNA maybe the predominant form^32^. Our current study did not address this issue and additional studies will be required to determine the relative physiologic importance of these two different sources of miRNA within the follicular fluid.

Our study also shows for the first time that the tetraspanin CD81 exhibits differences in levels within the EV preparations of small, medium and large follicles. This protein belongs to a large family of tetraspanin proteins that are found in numerous cell types^33^ and are enriched in exosomes^19^,^20^. Previous studies demonstrated that CD81 was highly expressed by murine cumulus cells which surround oocytes^34^ and by periovulatory bovine mural granulosa cells^35^ before and after the LH surge. Immunohistochemistry indicated that the zona pellucida surrounding mouse oocytes was highly enriched in CD81^36^. A role for CD81 in murine ovarian function was demonstrated when targeted deletion of the gene caused female mice to exhibit a 40% reduction in fertility^37^. Further studies showed that this loss in fertility was due to the inability of oocyte to fuse with sperm^37^. Interestingly, the source of the zona pellucida CD81 does not appear to be of oocyte origin as CD81 was not detected in the oocyte and furthermore oocytes microinjected with exogenous CD81 mRNA failed to produce CD81 or reverse the sperm fusion defect^36^. In our study, the highest level of CD81 was found in EVs derived from 3–5 mm diameter follicles while the level of CD81 decreased in EVs from 6–9 mm and >9 mm follicles. The biological meaning of this change in CD81 within the EVs isolated from the different size follicles as well as the source of the CD81, i.e., whether it is of serum or granulosa/cumulus derivation requires further investigation.

In our evaluation of RNA within the EVs, the preponderance of small RNA species ranged in size from 20 to 40 nucleotides in length, consistent with these small RNA species being of a size consistent with miRNA. Our sequencing results indicated that 12.2% of small RNAs were of miRNA origin which is consistent with that observed (15.4%) in the only other small RNAseq results for follicular fluid^25^. In addition to the overall abundance of miRNA (43.3% of the total of non-protein coding loci), several other small RNA species were identified within EVs including snRNA (8.3%), snoRNA (10.8%), rRNA (20.6%), miscRNA (9.2%). 

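When the share was taken only of loci with a mean of at least 100 counts in at least 1 size group, known and homologous miRNA took 12.1% of the counts of the 9 samples pooled. On these loci the share was 22.8% ± 6.77 (SD, n = 3) in small, 7.20% ± 4.31 (SD, n = 3) in medium and 3.44% ± 2.71 (SD, n = 3) in large follicle EVs.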

The presence of miRNA within EVs was previously documented in equine^21^, bovine^27^, and human^23^,^24^,^25^ follicular fluid. In the bovine and equine studies, EVs were isolated using the ExoQuick precipitation method followed by qPCR arrays to identify miRNA. Recently it was shown that the Exoquick precipitation method generates a greater range of vesicle sizes and increased protein contamination when compared to the standard differential ultracentrifugation method used here^23^. Additionally, these studies evaluated miRNA abundance using qPCR arrays designed for detection of human miRNA, which limits their observations to those miRNA with 100% homology to the human sequence. It should be noted though that many miRNA are 100% homologus with respect to the mature miRNA sequence across a large number of species^38^. However, consistent with our observation of a large number of miRNA within the bovine follicular fluid, Sohel *et al.*^27^, observed 509 different miRNA in bovine follicular fluid isolated from 4–8 mm follicles. Using our unbiased small RNAseq approach, we detected the presence of 249 previously known miRNA (bovine or other species annotated) and the presence of 455 previously unknown miRNA in bovine EVs. The large number (455) of novel miRNA found within bovine follicular fluid could indicate that this bodily fluid is exceptionally enriched in miRNA or could be a reflection of the incomplete annotation of miRNA species within the bovine. Currently, the bovine has 682 unique annotated miRNA and of these 36.5% were identified within our follicular fluid EVs. In addition to large numbers of novel miRNA, a number of miRNA (45) identified in the bovine EVs, not yet annotated in the bovine genome, were consistent with previously identified miRNA in other species. Recently, Maalouf *et al.*^39^, in a small RNAseq analysis of bovine corpora lutea, identified 590 miRNA of which 46 were novel miRNA. This large difference in numbers of novel miRNA between our study and theirs is likely due to their restriction of identification of novel miRNAs to only regions within introns or antisense exon regions, a criteria we chose not to employ in our current study. 

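In the deposited counts, 406 of the 455 predicted miRNA loci fell into 21 groups of 2 or more loci, in which the 9 counts of each locus did not differ from the group's mean by more than sampling noise (p above 0.001 for each locus). With each remaining locus counted alone, there were 70 groups. The largest group held 308 loci of 27 bases on 28 chromosomes, with total counts from 1073 to 1291 and a mean of 1200.04 ± 36.9 (SD, n = 308), against an SD of 34.6 from counting error alone. These loci made up 67.7% of the predicted miRNA loci and 25.0% of their counts. Another group held 21 loci of 28 bases with total counts from 12856 to 13591 (SD 209, n = 21, against 115 from counting error), and the next 14 loci of 26 bases with total counts from 3622 to 4121 (SD 176, n = 14, against 61.8). Taken as a whole, the loci of these smaller groups differed by more than sampling noise (chi-square per degree of freedom 1.41 and 1.86). Because the authors' counting could have divided reads among copies with the same or nearly the same sequence, the count of any single locus in these groups is uncertain. With the counts of each group summed before the test, 26 of the 70 groups, single loci included (9 higher and 17 lower), had an FDR under 0.05 in large versus small follicles, an alternative chosen after these counts were seen.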

Additionally, several novel miRNA structures identified in the current study were found replicated identically or nearly identically in both stem-loop and mature sequence in different locations across the genome; we considered each as a different putative novel miRNA. Recent analysis of miRNA sequences in 13 different human cell lines indicated the presence of a substantial number (3707) of previously unidentified microRNA^40^. Follicular fluid EVs appear to be a rich source of miRNA.

This study is the first to examine the differential abundance of miRNA within EVs across different stages of follicular growth. Previous studies have evaluated follicular fluid derived EVs isolated from follicles of young and old mares^21^, women with and without polycystic ovarian syndrome^25^, IVF patients^23^, and in young (age 31) versus old (age 38) IVF patients. In the previous bovine experiment, follicles within a single range of size 4–8 mm were classified based on oocyte brilliant cresyl blue staining which can define the oocyte as growing or fully grown^27^. Unfortunately, comparisons across these two studies are not possible based on the divergent experimental designs, methods of exosome isolation and miRNA identification methods. Not surprisingly, comparison of the miRNAs within the EVs of large (>9 mm) versus small (3–5 mm) follicles showed the greatest difference in number of differentially present miRNA, with 42 increased and 83 decreased. Changes in miRNA from small to medium and medium to large follicle EVs were intermediate as might also be expected. 

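The 3 comparisons differed in the number of known and homologous miRNA loci with an unadjusted p under 0.05, which was 125 in large versus small, 80 in large versus medium and 44 in medium versus small follicles. The order of the last 2 depends on the scaling. In the same order, the numbers were 218, 103 and 149 with TMM over the 704 loci. They were 196, 76 and 128 with the total count of all deposited loci, and 233, 57 and 173 with TMM over all deposited loci. From the number of differing miRNA in the 3 comparisons (Table 1), the paper states that the largest and smallest follicles differ most and that the changes between neighbouring sizes are intermediate, and it concludes that the miRNA content of EVs changes with follicle size.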

Five miRNAs exhibited significantly progressive increases in read counts as follicle size increased including miR-204, miR-92b, and miR-328a-3p, miR-424-3p and miR-450a. Mir-204 has been addressed as a cell proliferation inhibitor in several cell types^41^,^42^,^43^,^44^,^45^,^46^,^47^, this could be possibly linked to the decrease in cell proliferation that occurs with increasing follicle size. MiR-92b was more abundant in large follicle than small follicle EVs. 

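The bta-miR-92b locus lies from 15480739 to 15480760 on chromosome 3 (UMD3.1). Its normalized count was 1932 ± 1074 (SD, n = 3) in small, 6879 ± 2799 (SD, n = 3) in medium and 24175 ± 18544 (SD, n = 3) in large follicle EVs. The log2 fold change in large versus small follicles was 3.65 (standard error 0.62, quasi-likelihood FDR = 0.00114), and it ranged from 2.81 to 4.28 with each replicate left out in turn. Scaled by TMM over all deposited loci, it was -0.69. In medium versus small follicles the log2 fold change was 1.83 (standard error 0.57, quasi-likelihood FDR = 0.109).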

Significant changes in miR-92b expression levels have also been noted in the process of neointimal formation in a rat model of vascular injury^48^, in individuals with a cardiac rehabilitation following surgical coronary revascularization^49^ and in individuals with heart failure^50^, indicating that miR-92 is also involved in neovascularization. However, the function of miR-92b in reproduction is still unknown. DNA methyltransferase 3a (Dnmt3a) is known as a target of miR-450a and ectopic miR-450a expression in HepG2 cells decreased Dnmt3a and blocked inhibition of cell proliferation^51^. The roles of miR-328a-3p and miR-424-3p are currently poorly described. Conversely, levels of miR-19a-3p and miR-335 exhibited significant progressive decreases as follicle size increased. Mir-19a-3p has been reported to inhibit breast cancer progression^52^. Deletion of miR-335 is a common event in human breast cancer and also correlates with ovarian cancer recurrence^53^. Others showed that the level of miR-335 is highly elevated in astrocytoma cells and human malignant astrocytoma suggesting that miR-335 might be a tumor promoter by promoting tumorigenic features such as growth and invasion of malignant astrocytoma^54^. Our bioinformatics analyses of pathways also pointed to the changes in vascularization, as evident by the significant association of the different miRNA observed in the small versus large follicle EVs and the inflammatory pathway. Interestingly, miR-150 which exhibited the most profound difference in small versus large follicles (Table 2) was previously reported as an oncomiR because of its promotional effect on vascular endothelial growth factor (VEGF)^55^. During tumor development, tumor-associated macrophages (TAMs) secrete VEGF and other factors to promote angiogenesis. MiR-150 targets TAMs to up-regulate their secretion of VEGF *in vitro*. Angiogenesis is known to increase dramatically during development of follicle with a pronounced increase following selection of the dominant follicle^56^. Human follicular fluid contains elevated VEGF production following induction by the surge of LH in *in vitro* fertilization patients^57^. Thus, miR-150, which was more abundant in the large follicle, might also be involved in the vascular development, follicle growth, and the ovulation of an oocyte through its regulation of VEGF.

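The bta-miR-150 locus lies from 56407900 to 56407922 on chromosome 18 (UMD3.1) and held 673 counts over the 9 samples. Its normalized count was 8.07 ± 1.16 (SD, n = 3) in small, 31.4 ± 25.5 (SD, n = 3) in medium and 416 ± 389.6 (SD, n = 3) in large follicle EVs. The log2 fold change in large versus small follicles was 5.68 (standard error 0.99, quasi-likelihood FDR = 0.00132), the largest rise among the known and homologous miRNA that passed. It ranged from 4.64 to 6.19 with each replicate left out in turn, and was 1.56 when samples were scaled by TMM over all deposited loci.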

The importance of miRNA in the ovary has been illustrated in clinical studies and studies where key elements of the miRNA biogenetic pathway or where specific miRNA have been genetically deleted. Loss of Dicer, the key enzyme of miRNA biogenesis, results in decreased fertility and ovulation rate^58^,^59^,^60^. The change of follicular extracellular associated miRNA was also demonstrated in polycystic ovarian syndrome^25^,^26^. MiR-224 which was discussed above is known to be expressed higher in preantral follicle and is able to regulate estradiol production^61^. MiR-378 which decreased 2.4 fold from small to large antral follicle was also reported to decrease during antral follicle growth^67^ and has the ability to regulate Cyp19A1^68^, critical gene for estradiol production.

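The pair of bta-miR-378 loci lie from 10715305 to 10715327 on chromosome 4 and from 63067343 to 63067364 on chromosome 7 (UMD3.1). At the chromosome 4 locus, the normalized count was 6715 ± 2258 (SD, n = 3) in small, 4255 ± 879 (SD, n = 3) in medium and 2783 ± 347 (SD, n = 3) in large follicle EVs, and the log2 fold change in large versus small follicles was -1.27 (standard error 0.34, quasi-likelihood FDR = 0.0109). At the chromosome 7 locus, the log2 fold change was -1.19 (standard error 0.34, quasi-likelihood FDR = 0.0162). With each replicate left out in turn, the FDR was under 0.05 in 7 of the 9 fits at either locus.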

Taken together, the results of the present study demonstrate for the first time that EVs differ in number, presence of protein markers and miRNA contents as follicle size changes. Specifically, CD81, one of three major marker proteins used for exosome identification, exhibited decreased abundance as follicle size increased suggesting that changes in EV biogenesis or uptake is occurring during follicle maturation/development. Functional analyses of individual miRNA that are associated with changes in follicle development also await further study, yet the current study provides clear and robust data regarding which miRNA might be first to be evaluated. This in combination with the recent observations that follicular fluid EVs are biologically functional (induce cumulus expansion and gene expression) and differ in their functional activity based on the size of follicle they were derived from is consistent with our current observations. Cumulatively, the observations point to the potential for a unique EV signaling mechanism existing within the ovarian antral follicle.

## Materials and Methods

### Follicular fluid collection

Bovine ovaries were from a local abattoir: because the animals were not used specifically for research purposes our Institutional Animal Care and Use Committee ruled that the collection of ovaries from the abattoir does not constitute animal research and is exempt from further review. Ovaries (~150 ovaries / collection) were placed immediately into PBS and then transported 2.5 h to the University of Kansas Medical Center at 20–24 C temperature in preparation for ovarian follicular fluid aspiration. Follicular diameters were determined by individually measuring follicle diameters; follicles were designated into three different groups based on diameter (3–5 mm - small, 6–9 mm–medium and > 9 mm–large). Follicular fluid was aspirated using a tuberculin syringe (28 gauge needle) for small follicles and a 5 ml syringe with a 20-gauge needle for medium and large follicles. The volume aspirated was used to confirm classification status (small < 50 μl, medium ~100 μl to 350 μl and large > 400 μl). Three independent collections of follicular fluid were conducted over a two-month period for the RNAseq analysis. Each collection provided the approximate volumes of follicular fluid: 20 ml from small, 15 ml from medium and 40 ml from large follicles. To determine relative follicle quality within the small, medium and large pools, 18–20 single follicles at each size were dissected free from the ovaries of a fourth collection of ovaries. The granulosa cells were then isolated by bisecting each follicle and scraping the cells into PBS. Cells were then fixed in 4% PFA, and stained with the DNA dye, Hoechst 33342 (Life Technologies, NY). The nuclei of a hundred granulosa cells from each follicle were then classified as healthy (i.e., intact nucleus) or as apoptotic/atretic (i.e., fragmentized nucleus). Additionally, RIA conducted at the University of Virginia Center for Research in Reproduction Ligand Assay and Analysis Core determined estradiol and progesterone levels for each of the pools. Each follicular fluid sample was diluted 1:15 fold in PBS for estradiol and 1:20 for progesterone prior to RIA. The sensitivity of estradiol assay is 10 pg/ml with intra-assay CV of 6.3% and inter-assay CV of 8.1%. The sensitivity of progesterone assay is 0.15 ng/ml with intra-assay CV of 5.7% and inter-assay CV of 7.1%.

### Isolation of extracellular vesicles

Extracellular vesicles were isolated using a differential ultracentrifugation method developed for serum isolation of exosomes^62^. Follicular fluid (15 ml) was diluted 1:1 with PBS and then spun at 800 g and 2000 g for 10 and 20 min each in an Optima^TM^ L-100XP to pellet all granulosa cells and the oocytes (the cell pellets were snap frozen at −80 C or placed in Trizol). The follicular fluid was then centrifuged at 12000 g for 45 min to remove cellular debris and other large particles (large microvesicles and apoptotic blebs). Samples were then filtered through a 0.22 μm pore filter to further remove vesicles bigger than 220 nm. Ultracentrifugation of the 1:1 mix follicular fluid:PBS was performed at 110000 g for 3 h in an Optima^TM^ L-100XP ultracentrifuge, using a swinging bucket SW32Ti rotor. The resulting EV pellets were then resuspended in 4 ml PBS and spun again for 1 h at 110000 g in a TLA 100.4 fixed angle rotor. A final wash with 1 ml of PBS was then performed and spun at 110000 g for 1 h using a TLA 55 fixed angle rotor. All centrifugations were performed at 4 °C. The obtained pellets were re-suspended in PBS for further analysis.

### Separation of extracellular vesicles on sucrose gradient

Extracellular vesicles isolated from follicular fluid using differential centrifugation were re-suspended in 100 μl of PBS and overlaid on the top of a continuous sucrose gradient (0.2 to 2.5 M sucrose in 20 mM HEPES, pH 7.4) which was made using a Hoefer SG30 gradient marker (GE Healthcare, Piscataway, NJ). The gradient tubes were centrifuged at 210,000 g for 16 h at 4 °C in an SW41Ti swinging bucket rotor with an Optima-Max ultracentrifuge (Beckman Coulter). Eleven 1 ml fractions were collected from the top to bottom of the gradient and the refractive index of each collected fraction was measured using a VEE GEE refractometer (VEE GEE Scientific, Washington, USA). The sucrose density was converted from refractive index to density (g/cm3). Each fraction was washed in 3 ml of PBS by ultracentrifugation at 110,000 g for 1.5 h at 4 C using a TLA-100 rotor in an Optima-Max ultracentrifuge and the pellets were re-suspended in PBS and loaded onto 12% SDS-PAGE for Western blot analysis.

### Western blot Analysis

EV samples (10 μg protein) were lysed in SDS sample buffer with 50 mM DTT, heated for 5 min at 95 °C and subjected to electrophoresis using 12% SDS-PAGE in running buffer at constant 120 V for 1.5 hrs. Proteins were then electrotransferred onto polyvinylidenedifluoride membranes, and the membranes were blocked with 5% (w/v) skim milk powder in Tris-buffered saline with 0.05% (v/v) Tween-20 (TTBS) for 1 h at RT. Membranes were then probed with primary anti-CD81 (sc-166029), anti-Alix (sc49267), anti-GP96 (sc-11402) and anti-Actin (sc-1616) antibodies for 1 h in TTBS (50 mM Tris, 150 mM NaCl, 0.05% Tween20) followed by incubation with the secondary anti-mouse IgG or anti-sheep goat antibodies for 1 h. All primary antibodies were purchased from Santa Cruz Biotechnology Inc. Membranes were washed three times in TTBS for 10 min after each incubation step and detected by enhanced chemiluminescence (ECL) (GE Healthcare Bio-science, PA) per manufacturer’s instructions.

### Nanoparticle tracking analysis

To determine particle size and concentration, nanoparticle-tracking analysis (NTA) was performed with a Nanosight LM10 instrument (Nanosight, Salisbury, UK) outfitted with a LM14C laser. Each EV preparation was sampled three times to generate 3 independent dilutions. These dilutions range from ~1:1000 to 1:10,000 for each sample (the dilution is determined empirically for each sample) and then each of the three dilutions is analyzed 5 times (5–60 video tracks/dilution). The overall average of these three dilutions was used as the experimental result for each sample. If large discrepancies in counts were observed for a set of dilutions or if the range of particle concentrations were outside the optimum range, another dilution was then created from the stock and analyzed. From validation studies using dilution series, we determined that NTA is most accurate between particle concentrations in the range of 2 × 10^8^/ml to 2 × 10^9^/ml. Thus samples were diluted to this level and absolute concentrations were then back calculated according to the dilution factor.

### Transmission electron microscopy

An aliquot of the EV sample was pelleted and the PBS was replaced with 2% gluteraldehyde fixative in 0.1 M cacodylate buffer. Following overnight fixation, the fixative was carefully removed and replaced with 0.1 M sodium cacodylate buffer 2 times for 5 min each. The pellet was then post-fixed in a solution of 1% osmium tetroxide plus with 1% potassium ferric cyanide buffered in 0.1 M cacodylate buffer for 1 h. Osmicated pellets were dehydrated through a series of graded ethanols, rinsed in propylene oxide 2 times for 10 minutes each and then embedded in fresh EMbed 812 resin and cured in a 60 °C oven overnight. Sections were cut at 80 nm using a Leica UC-7 ultramicrotome, mounted on copper thin bar 300 mesh grids, and contrasted with 4% uranyl acetate and Sato’s lead stain. All samples are examined in a JEOL-JEM-1400 transmission electron microscope at an 80 kV with 25,000x magnification.

### RNA preparation

Total RNA was isolated from EVs (20 μl) with Trizol (Invitrogen) according to the manufacturer’s protocol. Briefly, EVs were disrupted and homogenized in 200 μl of Trizol reagent and incubated for 5 min at room temperature. Samples were then spun in a microcentrifuge at 12000 g for 15 min at 4 °C following addition of 40 μl of chloroform. Subsequently, the aqueous solution was mixed with 100 μl of isopropanol. In order to extract small RNA, 1 μl glycogen (20 μg/μl) was added together with RNA-isopropanol mixture solution and incubated at −80 °C for 30 min and spun at 12000 g for 15 min at 4 °C. The pellet was washed with 100 μl of 70% ethanol followed by centrifugation at 7500 g for 5 min at 4 °C. The RNA pellet was dried at room temperature and dissolved in 10 μl of RNase free water. The RNA solution was then stored at −80 °C. RNA quality, yield, and sizes were assessed with the Agilent 2100 Bioanalyzer (Agilent Technologies, Foster City, CA) using the Agilent Small RNA chip. To confirm the absence of 18S and 28S ribosomal RNA we also ran the RNA of the Agilent RNA 6000 Nano chips. Briefly, 1 μl of RNA was analyzed on either the Agilent RNA 6000 Nano or Small RNA chips according to manufacturer’s protocol. Electropherograms were analyzed using the Agilent 2100 Expert B.02.07 software that includes data collection, presentation and interpretation functions. The EV RNA purity was also evaluated using Nanodrop spectrophotometer ND-1000 (Thermo Scientific, Wilmington, DE) at the absorbance 230, 260 and 280 nm. The average A260/230 and A260/280 ratios were used to assess the presence of peptides, phenols, aromatic compounds, or carbohydrates and proteins.

### Next generation sequencing

Small RNA sequencing was performed using the Illumina HiSeq2500 Sequencing System at the University of Kansas Medical Center–Genomics Core (Kansas City, KS). Extracellular vesicle RNA (ranging from 1.8 ng–100 ng) was used to initiate the TruSeq Small RNA library preparation protocol (Illumina #RS200-0012 kit A). The EV RNA was ligated with 3′ and 5′ RNA adapters followed by a modified reverse transcription reaction and modified PCR amplification. Due to low starting RNA quantities, the reverse transcription of the RNA adapter ligated samples was modified by performing two duplicate reactions containing 6 μl of the 3′/5′ RNA ligated RNA. The 12.5 μl yield of each duplicate reverse transcription reaction was then pooled to obtain 25 μl of homogeneous cDNA. The subsequent PCR amplification, with index adapter incorporation, was modified by replacing 8.5 μl of ultra-pure water in the PCR master mix with 8.5 μl of the reverse transcribed and pooled cDNA (21 μl cDNA total). The modified PCR reaction was performed with 15 cycles of amplification. Size selection and purification of the cDNA library construct was conducted using 3% marker H gel cassettes on the Pippin Prep size fractionation system (Sage Science). The Agilent 2100 Bioanalyzer was used with the High Sensitivity DNA kit (Agilent #5067-4626) or the DNA1000 kit (Agilent #5067-1504) to validate the purified libraries. Libraries were quantified on the Illumina ECO Real Time PCR System using KAPA SYBR Universal Library Quant kit–Illumina (KAPA Biosystems KK4824). Following quantification, libraries were adjusted to a 2 nM concentration and pooled for multiplexed sequencing. Libraries are denatured and diluted to the appropriate pM concentration (based on qPCR results) followed by clonal clustering onto the sequencing flow cell using the TruSeq Rapid Single Read (SR) Cluster Kit-HS (Illumina GD402–4001). The clonal clustering procedure was performed using the automated Illumina cBOT Cluster Station. The clustered flow cell was sequenced on the Illumina HiSeq 2500 Sequencing System in Rapid Read mode with a 1×50 cycle read and index read using the TruSeq Rapid SBS kit-HS (Illumina FC402-4002). Following collection, sequence data was converted from .bcl file format to FASTQ files and de-multiplexed into individual sequences for further downstream analysis. FastQC analysis (www.bioinformatics.babraham.ac.uk/projects/fastqc/) was completed to ensure quality of small RNAseq data.

### Bioinformatics

The three groups of EVs (small, medium and large) were analyzed in biological triplicates giving nine samples in total. After 3′ adapter removal, the read sequences were mapped using the bwa software (v 0.7.5a^63^), to the bovine genome (assembly UMD3.1) and annotated for overlapped regions with the Ensemble gene annotation file for bovine (release 70) and miRBase (release 21).

Mapped reads from all 9 samples were merged and loci with an average read count per base (sum of the number of reads mapped at each base of the locus divided by its length) less than 45 were filtered out. These loci were then scanned for high-density regions defined as a contiguous region whose read count at each base is not less than 20% of the highest base read count for the locus. These high-density regions formed the effective region of the locus and its length defined as its effective length. The number of reads mapped to the effective region of each sample formed the effective read counts that were used for down-stream analysis. To further limit the number of loci identified to a more conservative “biologically relevant” number; loci with an average read count (over the three replicate samples) of 100 or greater in at least one of the three conditions (small, medium or large) were included for further analysis.

Known and novel miRNA’s were identified from these loci through a systematic filtering process beginning with a length filter that filtered loci to those with an effective length between 18 and 30 bases. Effective regions that mapped to mature miRNA were first identified, while the remaining effective regions were compared to known miRNA from both bovine and other species found in miRBase (release 21). A region was labeled as a miRNA by homology if it passed the following criteria; a gapless alignment of the effective region to the mature reference miRNA with at most 2 mismatches in the core and at most 1 gap/mismatch at the 5 and 3 prime ends and less than 10% mismatches in the alignment of the reference hair-pin sequence to the locus. Novel miRNAs were identified based on the criteria that the extended effective region should have a predicted pre-miRNA like hairpin structure^64^ with the effective region falling in the stem region with at least 80% pairing. The hybridization free energy cutoff was set at −15 kcal/mol. The raw sequence data available as GEO (GSE74879) has been uploaded to miRBase for annonation, a sortable Excel file format depicting all of the identified loci is available upon request.

Exact statistical methods developed for multi-group experiments available from the edgeR software package^65^ were used to determine significantly differently expressed miRNAs between the different conditions. The edgeR package employs advance empirical Bayes methods to estimate miRNA-specific biological variation under minimal levels of biological replication. The associated p-values were corrected for multiple-hypothesis testing by the Benjamini and Hochberg method^66^.

### MiRNA function prediction

Differentially expressed miRNAs (p < 0.05 and false discovery rate, FDR < 0.1) between two different sizes of follicle groups (large versus small, medium versus small and large versus medium) were used. Selected miRNAs were used to predict potential function through the use of QIAGEN’s Ingenuity^®^ Pathway Analysis (IPA^®^, QIAGEN Redwood City, www.qiagen.com/ingenuity).

### Statistical Analysis

All of the quantitative experiments (concentration of particles, steroid hormones concentrations, ratio of miRNA in total small RNA) were repeated with at least three independent biological replicates. These results were analyzed by one-way ANOVA and Newman-Kuels multiple comparison tests were performed to determine differences amongst the means. The GraphPad Prism version 5.00 for Windows, GraphPad Software, San Diego California USA was used for these analyses. A p < 0.05 was considered statistically significant. The Chi-square test of homogeneity was used to determine if differences in proportions of miRNA significantly up and down regulated differed across the three comparisons of follicular fluid pools. The statistical analysis details for the next generation sequencing results are explained in detail in that section.

## Additional Information

**How to cite this article**: Navakanitworakul, R. *et al.* Characterization and Small RNA Content of Extracellular Vesicles in Follicular Fluid of Developing Bovine Antral Follicles. *Sci. Rep.* **6**, 25486; doi: 10.1038/srep25486 (2016).

## Supplementary Material

Supplementary Table 3

Supplementary Table 4

Supplementary Table and Figures

## Figures and Tables

**Figure 1:**
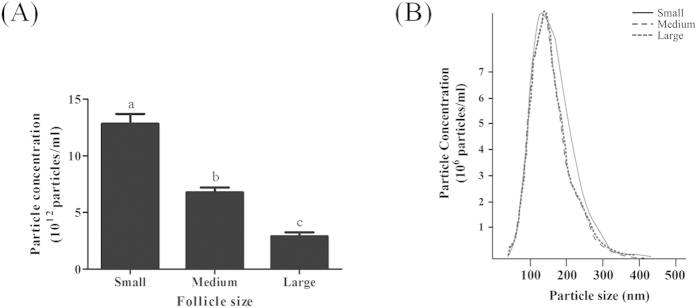
Particle concentrations and size distributions in EV preparations (n = 3) from small, medium and large follicles. (**A**) Mean concentration of particles (x 10^12^ particles per ml of follicular fluid). ^a,b,c^Means ± SEM with different superscripts were statistically different (P < 0.0001). (**B**) Nanoparticle tracking analysis predicted concentration and size distribution of particles in three representative EV preparations from follicular fluid of small, medium and large follicles.

**Figure 2:**
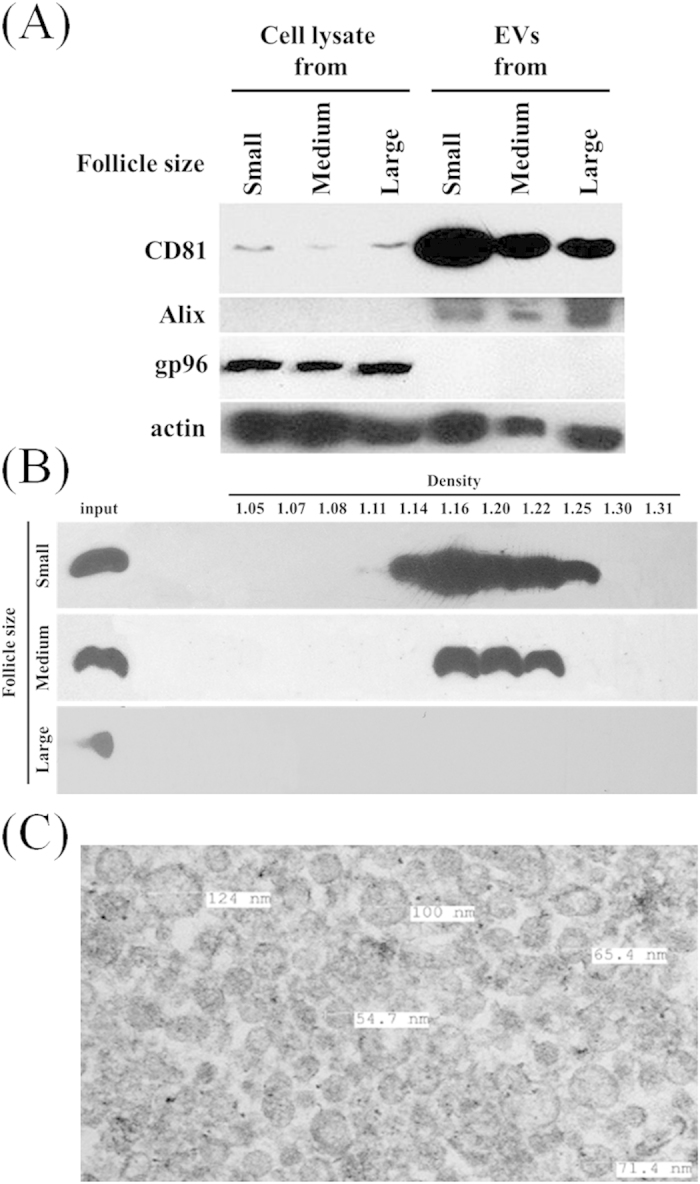
Quantitative and qualitative analysis of the EVs from small, medium and large follicles. (**A**) Western blot analysis of extracellular vesicle (CD81 and Alix), endoplasmic reticulum (GP96) and cellular (actin) markers in EV and cellular lysates. Equal amounts of total protein (10 μg) were loaded into each lane. (**B**) Representative CD81 protein in sucrose gradient fractions of small, medium and large follicles. Each fraction density was determined by refractometry and an equal volume of the resulting resuspended pellets was loaded for western blot analysis (n = 3). Input represents an aliquot of the EV sample that was applied to the sucrose gradient. (**C**) Representative transmission electron microscopy image of a thin section through an EV pellet isolated from a small follicle–several vesicles diameters (nm) are labeled.

**Figure 3:**
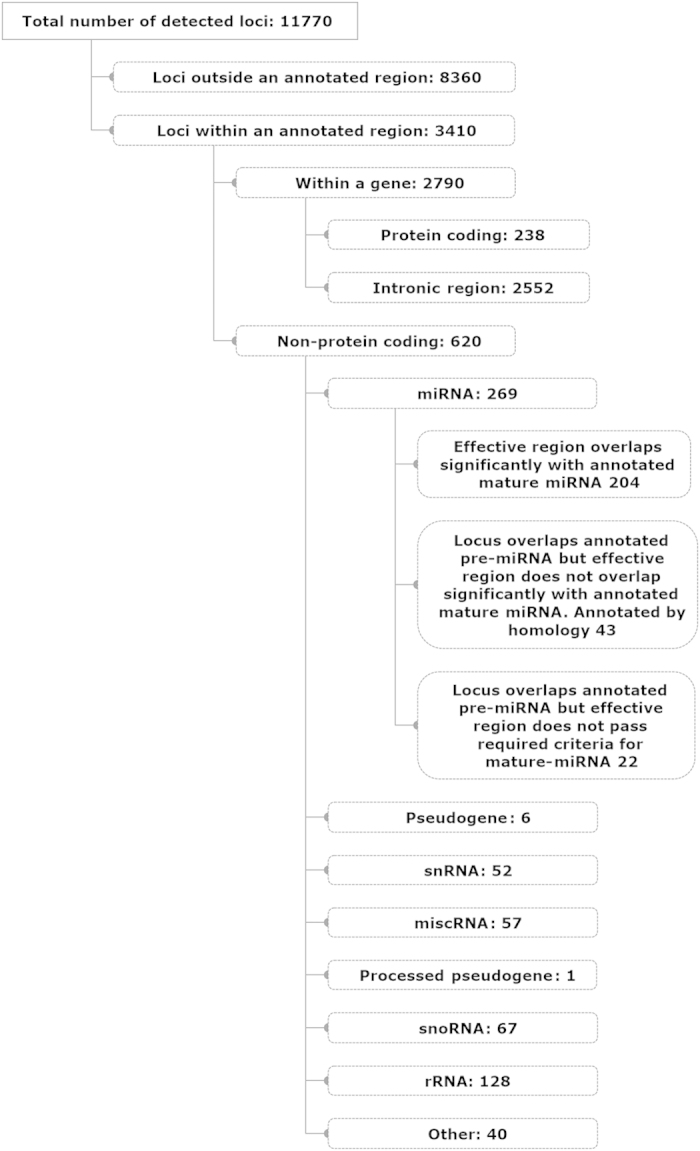
Composite annotation and breakdown of small RNA generated from all small, medium and large EV preparations (n = 9) following comparison to the annotated bovine genome (assembly UMD3.1, release 70).

**Figure 4:**
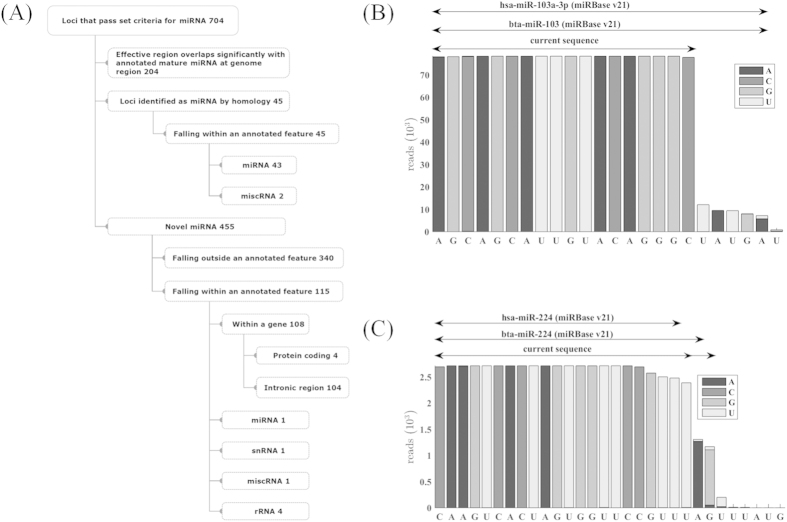
Annotation breakdown and description of miRNA within the EVs using a comprehensive and unbiased approach. (**A**) The flow chart shows the total number of loci and the classification of derivation (i.e., known, homologous to other species, and novel) that were associated with sequence loci with >100 read average within a follicle size group that met the Sanger requirements to be considered a miRNA (see detailed description in Methods). (**B**,**C**) show two representative miRNA sequences derived from EVs and compares them to the established human and bovine annotated sequences. (**B**) The current miR-103 sequence is 5 bases shorter than the previous annotated bovine and human miR-103 transcripts. (**C**) The current miR-224 sequences were of two lengths 22 and 24 bases (denoted by two overlapping arrows) this differs from the previous annotated bovine sequence which was 23 bases.

**Table 1:** Distribution of miRNA that differed between small, medium, and large follicles*.

Comparison		S vs L		S vs M		M vs L	
Increased in		Small	Large	Small	Medium	Medium	Large
miR annotation	Bovine	47	33	5	7	24	15
	Other species (homologous)	5	8	2	1	3	2
	Novel	31	1	21	0	15	0
	All	83	42	28	8	42	17

*The Chi-square test of homogeneity indicates there is no significant difference in the proportion of up-regulated to down-regulated miRNA in the three comparisons (Yates’ p-value = 0.533).

**Table 2:** Normalized read count and fold change of annotated bovine miRNA which differed between small and large follicles*.

Mir name	Normalized read count (Average)		Large vs small	Mir name	Normalized read count (Average)		Large vs small	Mir name	Normalized read count (Average)		Large vs small
	Small	Large	Fold change		Small	Large	Fold change		Small	Large	Fold change
bta-miR-150	**8**	**416**	51.0	bta-miR-542-5p	**42**	**98**	2.3	bta-miR-146b	**946**	**302**	−3.2
bta-miR-132	**51**	**878**	17.1	bta-miR-425-5p	**699**	**1479**	2.1	bta-miR-210	**2438**	**714**	−3.4
bta-miR-92b	**1932**	**24175**	12.5	bta-miR-30b-5p	**735**	**1553**	2.1	bta-miR-20a	**416**	**121**	−3.5
bta-miR-204	**410**	**4117**	10.1	bta-miR-151-5p	**3218**	**6717**	2.1	bta-miR-2284z	**84**	**23**	−3.6
bta-miR-486	**949**	**9245**	9.7	bta-miR-342	**570**	**1124**	2.0	bta-miR-215	**534**	**143**	−3.7
bta-miR-328	**41**	**360**	8.6	bta-miR-450b	**2946**	**5497**	1.9	bta-miR-21-3p	**527**	**133**	−3.9
bta-miR-424-3p	**120**	**838**	7.0	bta-miR-10b	**108030**	**56151**	−1.9	bta-miR-101	**2356**	**611**	−3.9
bta-miR-1343-3p	**60**	**398**	6.6	bta-miR-532	**1867**	**885**	−2.1	bta-miR-1839	**3281**	**818**	−4.0
bta-miR-30f	**155**	**1015**	6.6	bta-miR-27a-3p	**1072**	**504**	−2.1	bta-miR-29a	**6079**	**1506**	−4.0
bta-miR-450a-1	**68**	**444**	6.5	bta-miR-15a	**1534**	**686**	−2.2	bta-miR-1388-5p	**171**	**41**	−4.1
bta-miR-450a-2	**71**	**425**	6.0	bta-miR-103	**8534**	**3785**	−2.3	bta-miR-106b	**752**	**180**	−4.2
bta-miR-222	**140**	**719**	5.2	bta-miR-378	**4819**	**2115**	−2.3	bta-miR-17-3p	**107**	**27**	−4.3
bta-miR-1307	**81**	**389**	4.8	bta-miR-660	**8723**	**3729**	−2.3	bta-miR-2284w	**62**	**12**	−4.5
bta-miR-142-5p	**215**	**1018**	4.8	bta-miR-143	**15992**	**6642**	−2.4	bta-miR-378c	**100**	**20**	−4.7
bta-miR-125b	**335**	**1398**	4.2	bta-miR-152	**972**	**378**	−2.6	bta-miR-192	**6690**	**1393**	−4.8
bta-miR-451	**94**	**378**	4.1	bta-miR-199a-3p	**686**	**252**	−2.7	bta-miR-130a	**6823**	**1411**	−4.8
bta-miR-339a	**517**	**1873**	3.6	bta-miR-17-5p	**1317**	**484**	−2.7	bta-miR-429	**131**	**24**	−5.1
bta-miR-125a	**4165**	**14287**	3.4	bta-miR-23a	**2591**	**949**	−2.7	bta-miR-1271	**56**	**14**	−5.4
bta-miR-2904	**50**	**173**	3.4	bta-miR-873	**1319**	**482**	−2.7	bta-miR-29c	**319**	**54**	−5.8
bta-miR-1468	**416**	**1364**	3.3	bta-miR-452	**150**	**54**	−2.8	bta-miR-19b	**1271**	**212**	−6.1
bta-miR-331-3p	**64**	**210**	3.3	bta-miR-148a	**48363**	**17154**	−2.8	bta-miR-190b	**136**	**18**	−6.2
bta-miR-30d	**12377**	**39580**	3.2	bta-miR-2285k	**68**	**21**	−3.1	bta-miR-193a-3p	**51**	**5**	−7.9
bta-miR-744	**268**	**796**	3.0	bta-miR-18a	**65**	**19**	−3.1	bta-miR-449a	**126**	**17**	−8.7
bta-miR-484	**285**	**828**	2.9	bta-miR-592	**233**	**72**	−3.1	bta-miR-19a	**764**	**52**	−14.6
bta-miR-30c	**2993**	**8015**	2.7	bta-miR-107	**8028**	**2543**	−3.1	bta-miR-335	**4689**	**231**	−20.3
bta-149-5p	**68**	**176**	2.6	bta-miR-130b	**246**	**75**	−3.2	bta-miR-1388-3p	**39**	**0**	−419.9
bta-mIR-182	**287**	**755**	2.6	bta-miR-32	**464**	**147**	−3.2				

*All of the following genes were adjusted for multiple tests by the Benjamini and Hochberg method and had false discovery rates <0.05. Additional details including raw counts, exact FDR values, as well as comparisons to medium sized follicles are present in Supplemental Table 3.

**Table 3:** Normalized read count and fold change of novel and homologous bovine miRNA which differed between small and large follicles*.

Novel miRNA Locus	Normalized read count (Average)		Large vs small
Locus ID (Chromosome:start-end; Strand)	Small	Large	Fold change
22:37936196–37936222 (−)	**600**	**892**	1.5
9:72616256–72616283 (+)	**821**	**453**	−1.8
14:4412105–4412134 (+)	**2352**	**1134**	−2.1
4:46639567–46639595 (−)	**1853**	**802**	−2.3
12:89782137–89782164 (+)	**1115**	**428**	−2.6
X:62079641–62079660 (−)	**4088**	**823**	−5.0
X:62078661–62078681 (−)	**4286**	**779**	−5.5
X:144087437–144087455 (+)	**1817**	**320**	−5.7
X:62080685–62080704 (−)	**2556**	**442**	−5.8
X:62081821–62081840 (−)	**2820**	**444**	−6.3
4:113198367–113198384 (−)	**1558**	**209**	−7.4
18:58243447–58243467 (+)	**1837**	**230**	−8.0
13:13589076–13589092 (−)	**5226**	**621**	−8.4
3:63639301–63639326 (−)	**8378**	**696**	−12.0
7:44900586–44900601 (−)	**2416**	**197**	−12.2
11:72567808–72567823 (+)	**2415**	**163**	−14.7
9:103492721–103492748 (−)	**2209**	**118**	−18.7
10:26814520–26814545 (+)	**16477**	**700**	−23.5
16:71150568–71150591 (+)	**3630**	**133**	−27.3
8:89663122–89663138 (−)	**8049**	**238**	−33.8
X:2676228–2676250 (+)	**3251**	**91**	−35.3
21:60864954–60864973 (+)	**152167**	**3229**	−47.1
28:25631928–25631956 (+)	**2787**	**57**	−48.0
20:55442871–55442887 (−)	**3718**	**69**	−53.2
7:20756731–20756752 (+)	**1908**	**32**	−58.3
X:29130246–29130269 (+)	**1394**	**22**	−62.1
9:94314513–94314529 (−)	**15284**	**232**	−65.9
27:27255989–27256011 (+)	**2563**	**37**	−69.2
8:111841867–111841889 (−)	**2674**	**36**	−71.4
7:64776449–64776465 (+)	**1825**	**23**	−77.7
18:22622903–22622918 (+)	**67609**	**671**	−100.6
X:30338371–30338390 (−)	**14428**	**116**	−123.8

**Homologous miRNA**	**Normalized read count (Average)**		**Large vs small**
**MiRNA name (bovine chromosome:start-end: Strand)**	**Small**	**Large**	**Fold change**
efu-miR-181f	**181**	**826**	4.57
11:95709487-95709508			
chi-let-7b-3p	**41**	**178**	4.24
5:117120245-117120266			
chi-let-7d-3p	**545**	**2010**	3.69
8:86887492-86887513			
chi-miR-28-3p	**2839**	**10157**	3.58
1:79250541-79250563			
ssc-miR-1285	**72**	**231**	3.18
10:42863853-42863882			
chi-miR-361-3p	**167**	**509**	3.05
X:74328465-74328489			
chi-miR-195-3p	**193**	**509**	2.64
19:27441353-27441377			
chi-miR-1307-5p	**1281**	**522**	−2.44
26:24230159-24230179			
eca-miR-199b-3p	**693**	**211**	−3.24
11:98867681-98867702			
chi-miR-335-3p	**530**	**154**	−3.38
4:95071042-95071063			
chi-miR-145-3p	**145**	**36**	−3.69
7:62810788-62810808			
mml-miR-452-3p	**113**	**25**	−4.13
X:34665635-34665656			
chi-miR-708-3p 29:16686296-16686318	**52**	**7**	−5.91

*All of the following genes were adjusted for multiple tests by the Benjamini and Hochberg method and had false discovery rates <0.05. Additional details including raw counts, exact FDR values, as well as comparisons to medium sized follicles are present in Supplemental Table 4.

# Supplementary material for: Characterization and Small RNA Content of Extracellular Vesicles in Follicular Fluid of Developing Bovine Antral Follicles
**Source:** Sci Rep. 2016 May 9;6:25486. doi: 10.1038/srep25486

# **Characterization and Small RNA Content of Extracellular Vesicles in Follicular Fluid of Developing Bovine**

## **Antral Follicles.**

Raphatphorn Navakanitworakul, Wei-Ting Hung, Sumedha Gunewardena, John S. Davis, Wilaiwan Chotigeat, and

Lane K. Christenson

Supplement table 1 The mode and mean size of EVs from different sized follicles were determined by NTA.

Supplement table 2. The number of read counts associated with each of annotation types

Supplement table 3 and 4: See uploaded data set

Supplement Table 5. Ingenuity Pathway Analysis predicted functional networks for miRNA enriched in EVs isolated

from small or large follicles.\*

**More in small follicles**

Molecular and cellular function

Top networks

**More in large follicles**

Molecular and cellular function

Top networks

\*Predicted molecular and cellular functions and top networks are depicted.

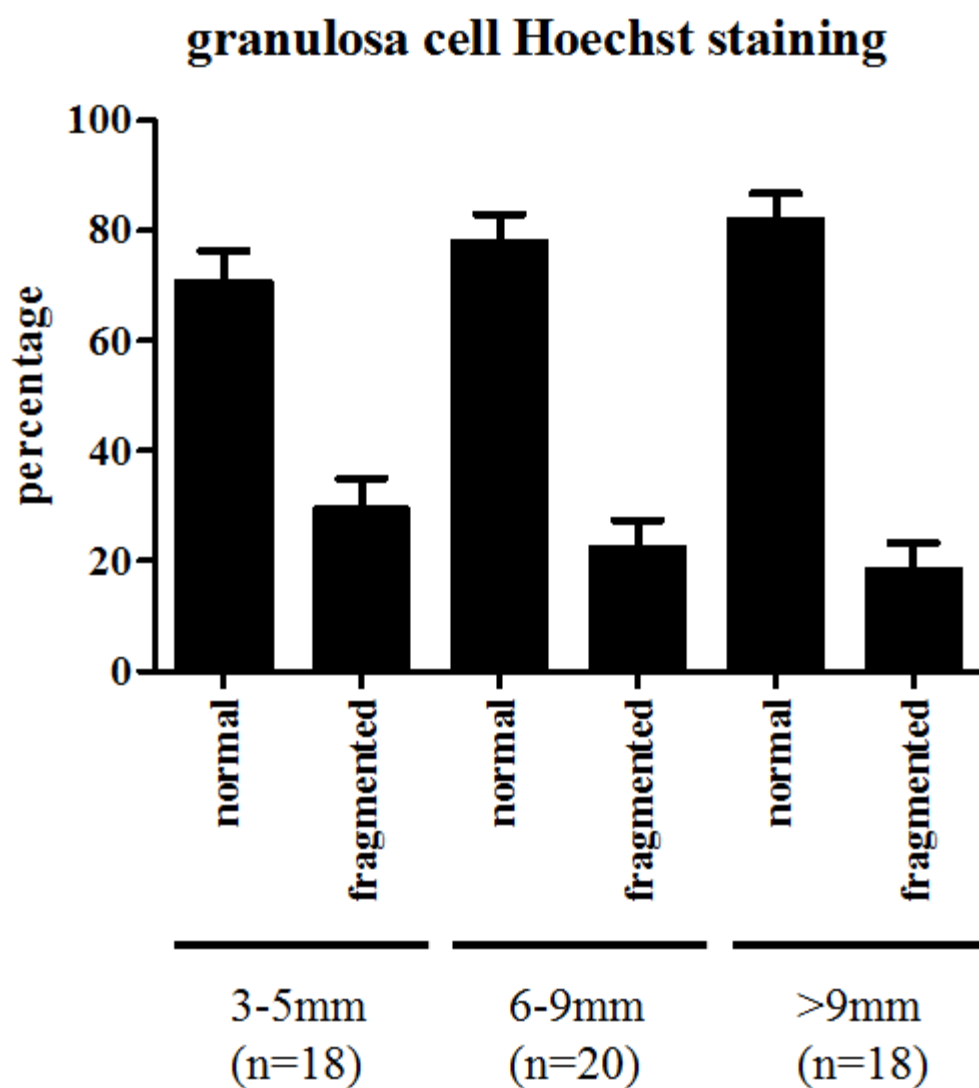

Supplement Figure 1. Percentage of non-apoptotic (normal) and apoptotic (fragmented DNA) granulosa cells from different size follicles. A hundred cells were counted for each follicle. n=follicle numbers analyzed.

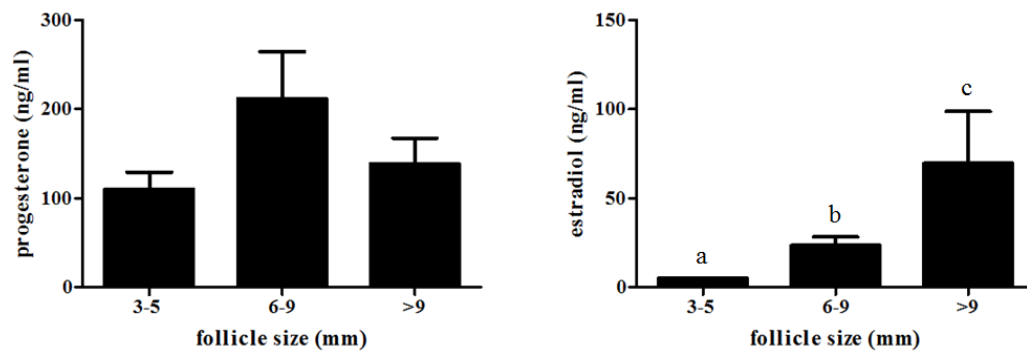

Supplement Figure 2. Progesterone and estradiol concentrations in follicular fluid from different size follicles.

<sup>a,b,c</sup>Means  $\pm$  SEM with different superscripts were statistically different ( $P < 0.05$ ).

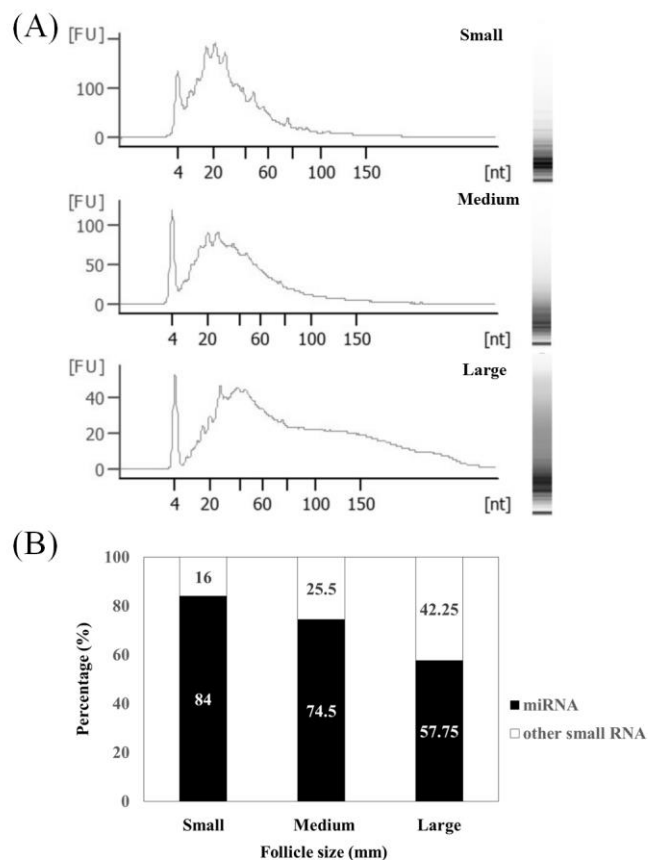

Supplement Figure 3. RNA quality and miRNA percentage using the Agilent Small RNA analysis protocol. A) Isolated RNA from different sized follicles were analyzed using the Agilent Small RNA chip. Distribution of different size of RNA was presented as intensity. The peak at 4 nucleotide represents the spiked in loading control. B) Small RNA with the length from 18-24 nt were considered as potential miRNA (Agilent protocol) and the percentage of miRNA in EVs from different sized follicles were plotted (n=3,  $p<0.0001$ ).

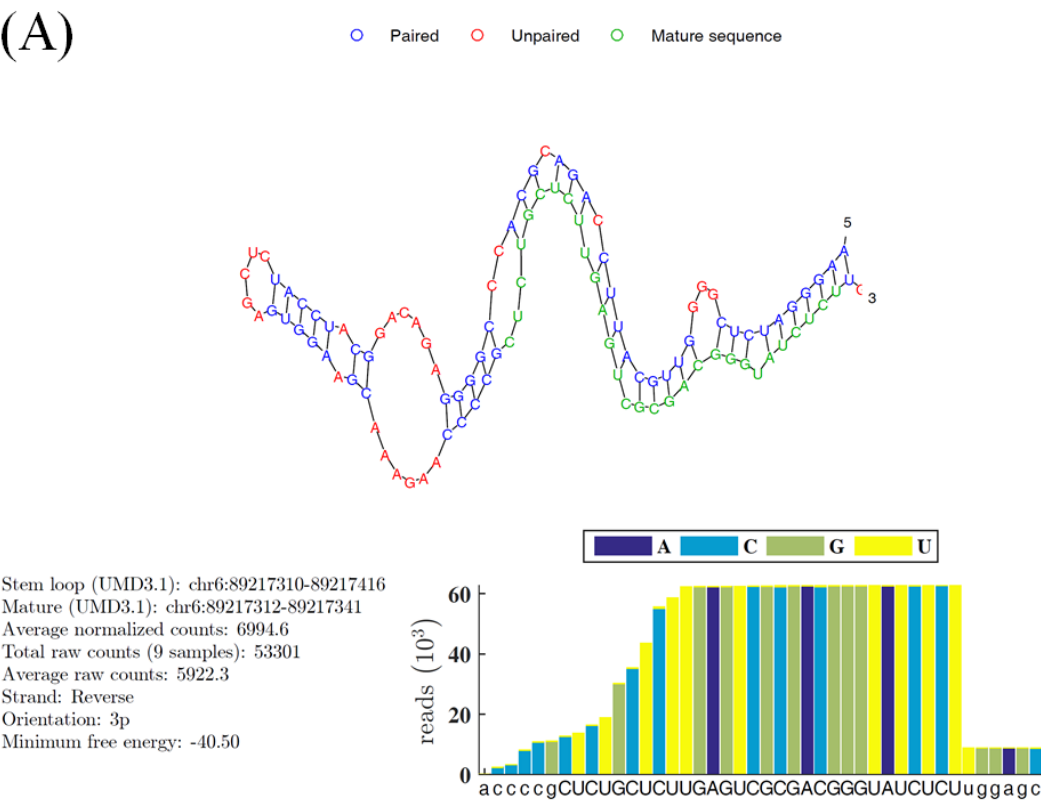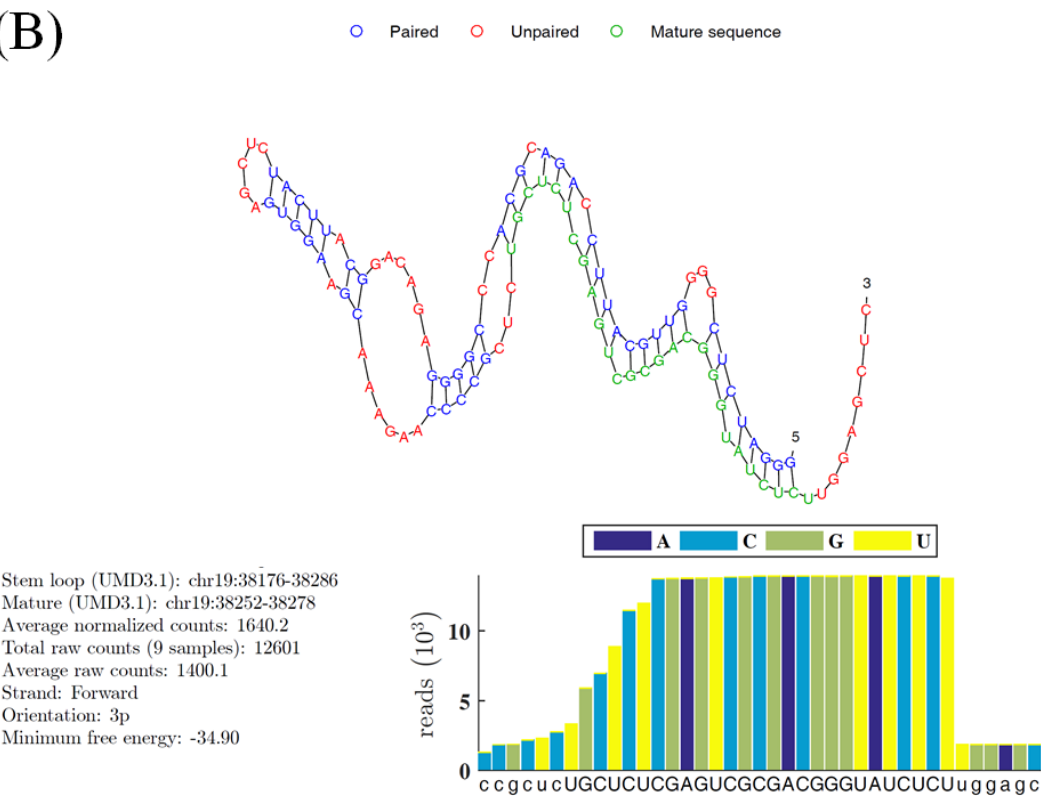

Supplement Figure 4. Stem loop structure for two novel miRNA. Location, read counts, predicted structure, and read intensity of two novel miRNA, A) one located in an annotated region A (ADAMTS3) and B) the other located outside an annotated feature.

Supplement Figure 5. The 204 known bovine miRNA are followed by 45 (homologous miRNA) and then the list of 455 novel loci that are predicted to encode a miRNA.

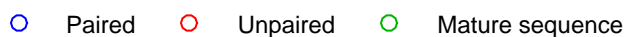

Bar chart showing the number of reads (10<sup>3</sup>) for each 3-nucleotide sequence. The y-axis ranges from 0 to 10. The x-axis lists 27 sequences: UUA, UAA, AUG, CUA, AUA, AUC, GUG, GAU, AGG, GGU, UUU, uu, uu, uu, uu, aa, cc. A legend indicates the color for each nucleotide: A (dark blue), C (light blue), G (green), U (yellow).

○ Paired    ○ Unpaired    ○ Mature sequence

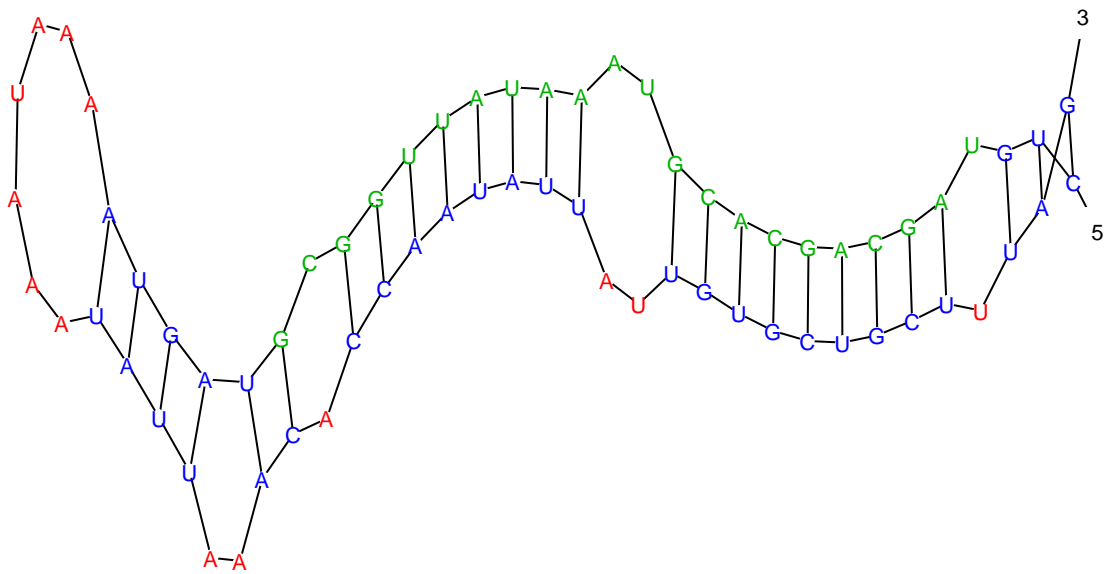

miRNA: bta-miR-16b  
 Stem loop (UMD3.1): chr1:107923247-107923315  
 Mature (UMD3.1): chr1:107923291-107923312  
 Mature seq len: 22  
 Total raw counts (9 samples): 82716  
 Average raw counts: 9191  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -23.70

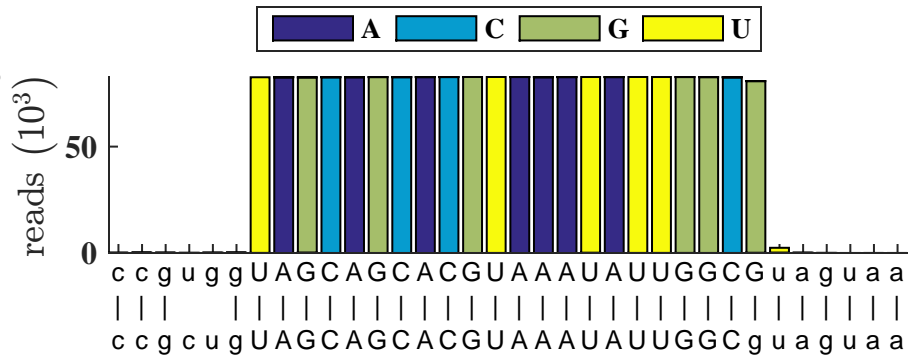

○ Paired    ○ Unpaired    ○ Mature sequence

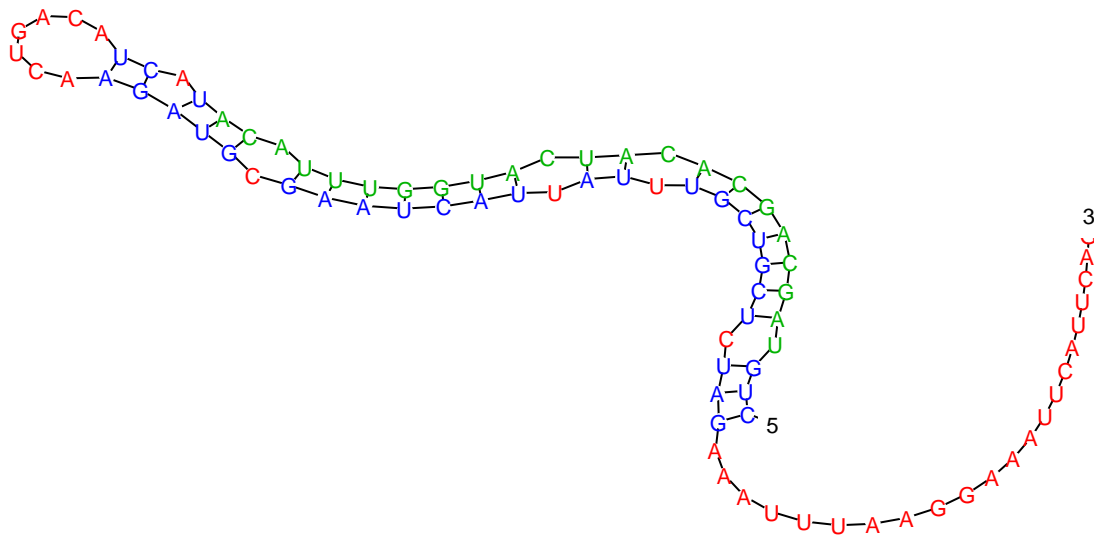

miRNA: bta-miR-15b  
 Stem loop (UMD3.1): chr1:107923375-107923460  
 Mature (UMD3.1): chr1:107923436-107923457  
 Mature seq len: 22  
 Total raw counts (9 samples): 4916  
 Average raw counts: 547  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -20.30

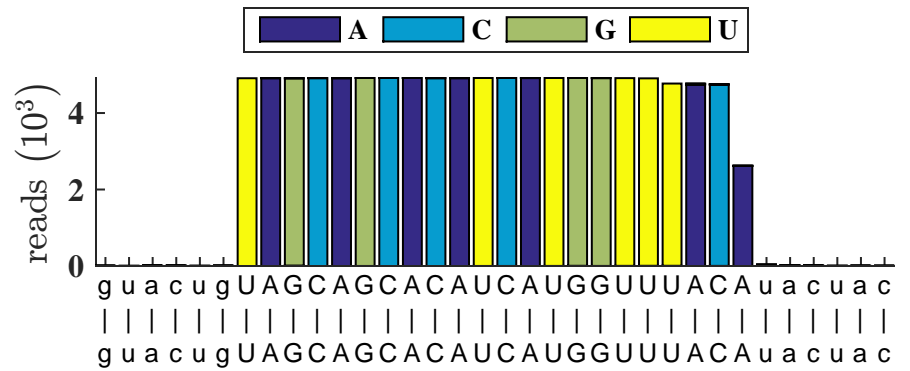

○ Paired    ○ Unpaired    ○ Mature sequence

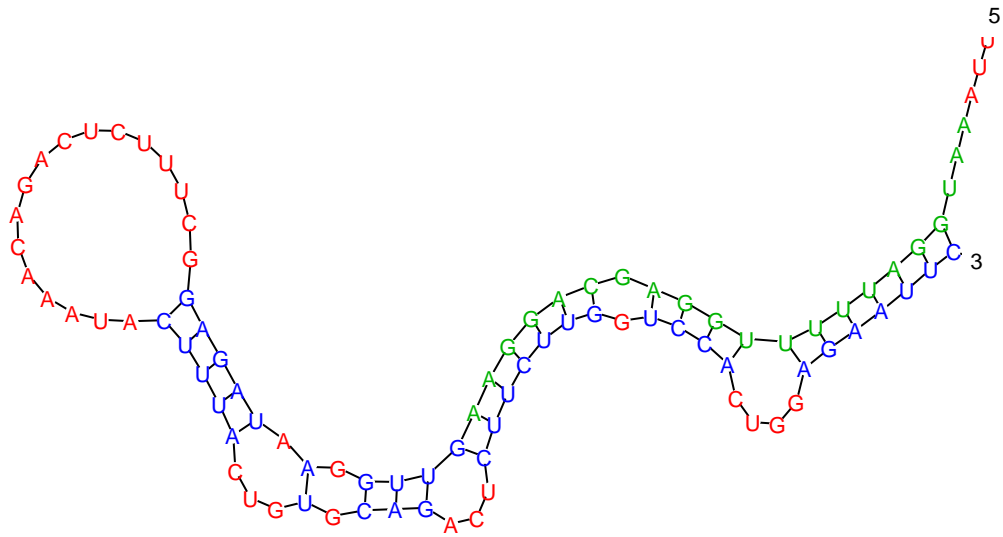

miRNA: bta-miR-1246  
 Stem loop (UMD3.1): chr1:116822076-116822167  
 Mature (UMD3.1): chr1:116822079-116822099  
 Mature seq len: 21  
 Total raw counts (9 samples): 607  
 Average raw counts: 68  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -18.90

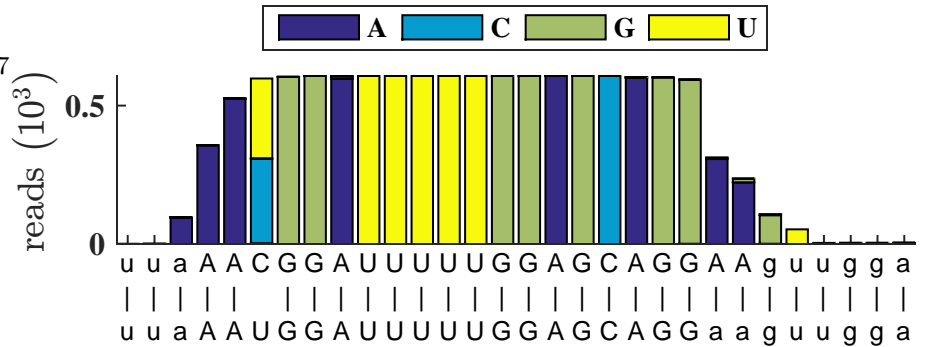

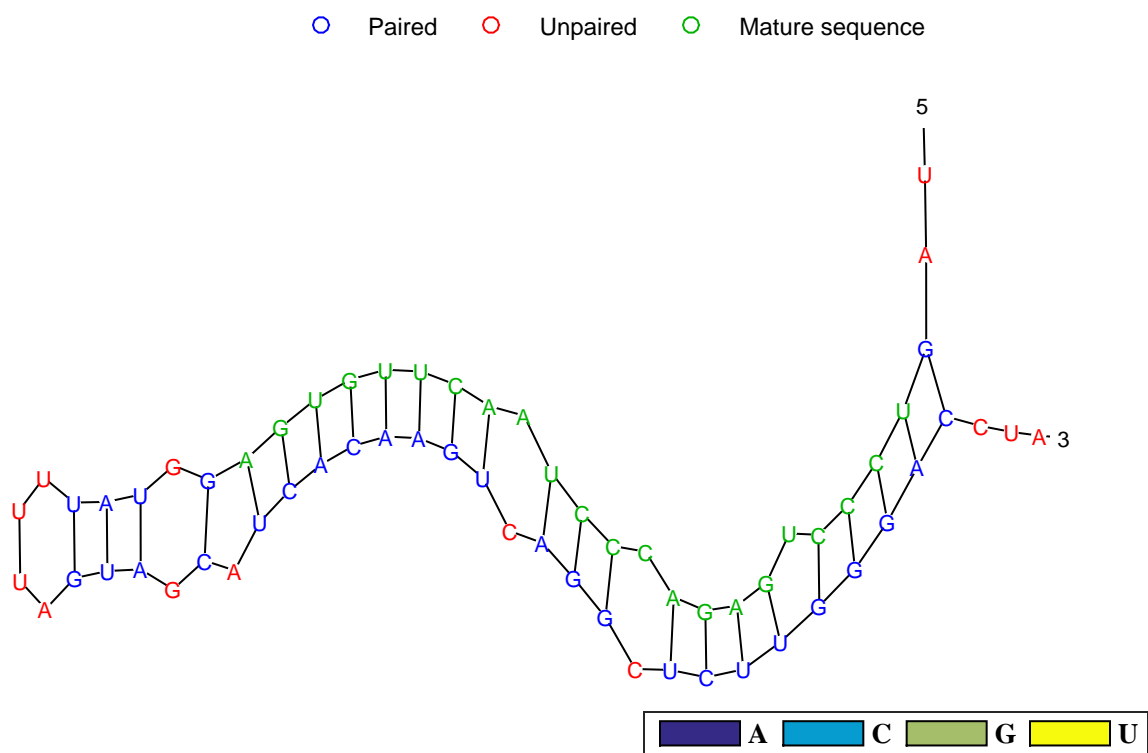

miRNA: bta-miR-125b  
 Stem loop (UMD3.1): chr1:19881358-19881422  
 Mature (UMD3.1): chr1:19881398-19881419  
 Mature seq len: 22  
 Total raw counts (9 samples): 5085  
 Average raw counts: 565  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -28.90

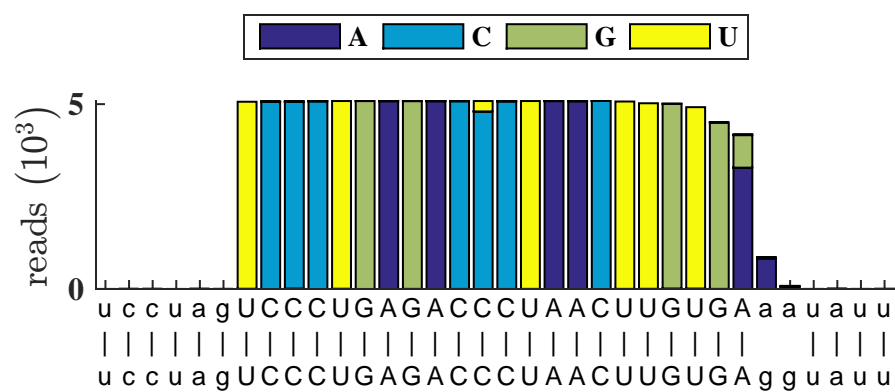

○ Paired    ○ Unpaired    ○ Mature sequence

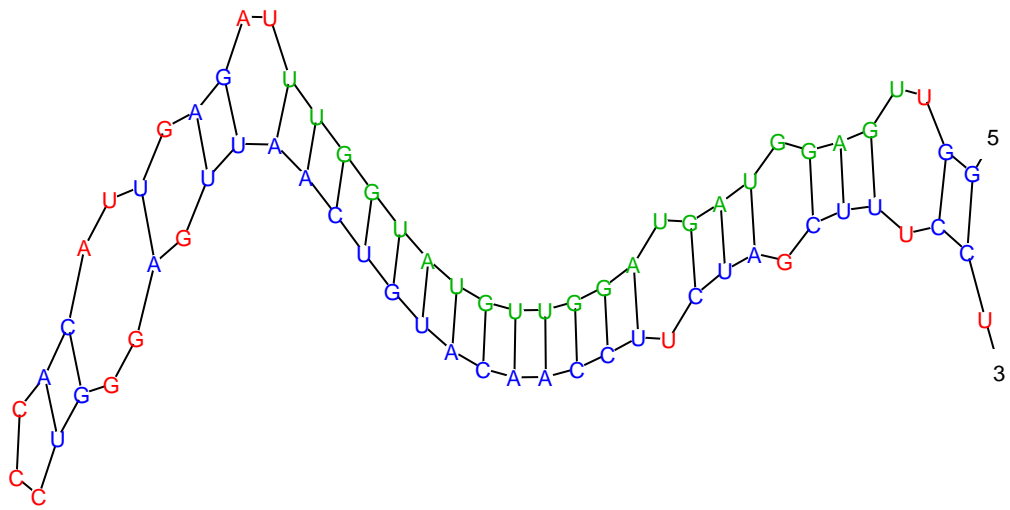

miRNA: bta-let-7c  
 Stem loop (UMD3.1): chr1:19930465-19930535  
 Mature (UMD3.1): chr1:19930511-19930532  
 Mature seq len: 22  
 Total raw counts (9 samples): 176699  
 Average raw counts: 19634  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -24.40

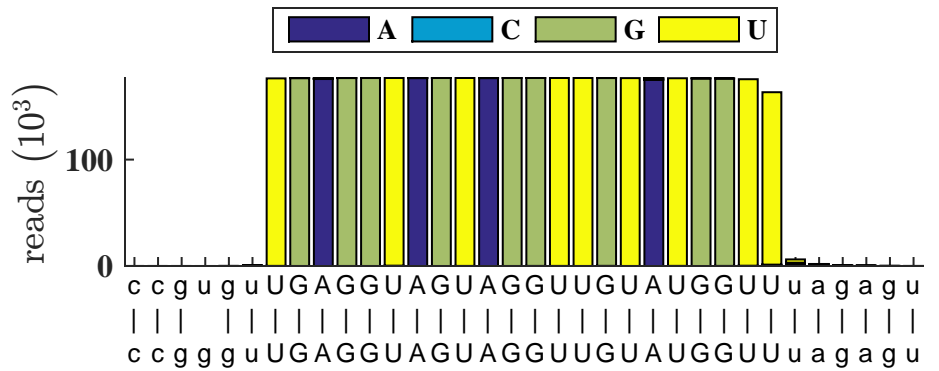

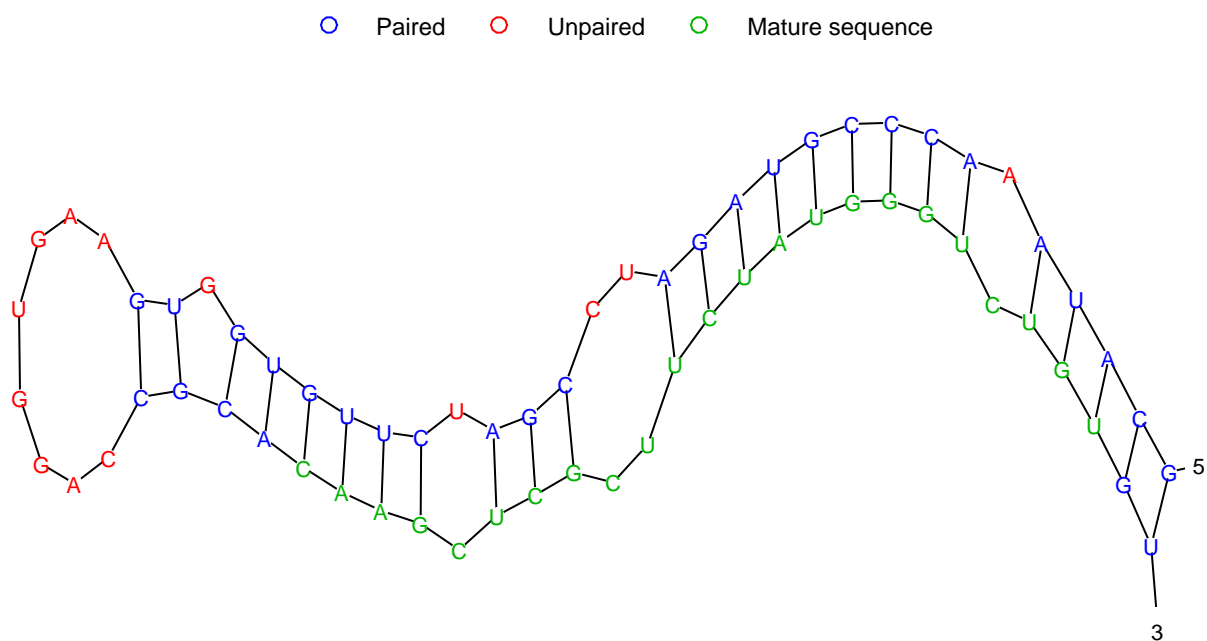

miRNA: bta-miR-99a-3p  
 Stem loop (UMD3.1): chr1:19931192-19931258  
 Mature (UMD3.1): chr1:19931194-19931216  
 Mature seq len: 23  
 Total raw counts (9 samples): 1761  
 Average raw counts: 196  
 Strand: Reverse  
 Orientation: 3p  
 Minimum free energy: -30.30

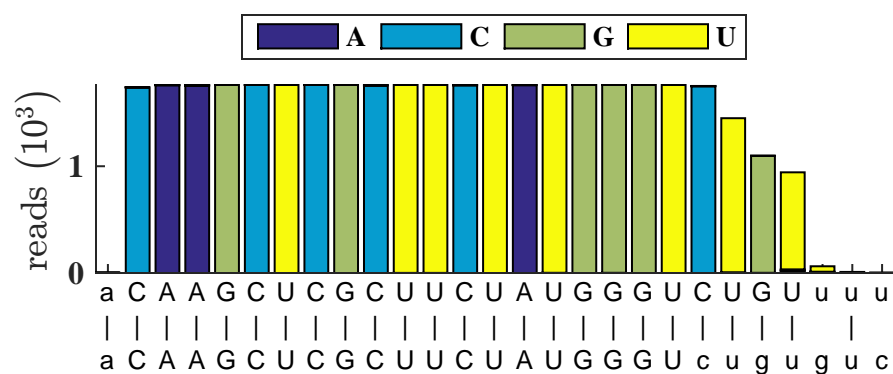

○ Paired    ○ Unpaired    ○ Mature sequence

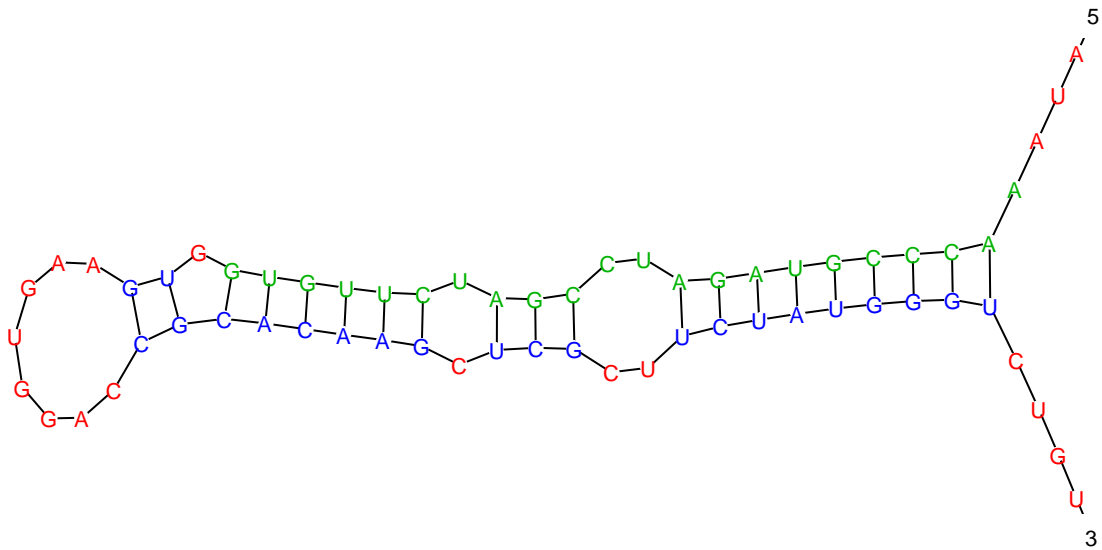

miRNA: bta-miR-99a-5p  
 Stem loop (UMD3.1): chr1:19931194-19931256  
 Mature (UMD3.1): chr1:19931232-19931253  
 Mature seq len: 22  
 Total raw counts (9 samples): 13472  
 Average raw counts: 1497  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -25.90

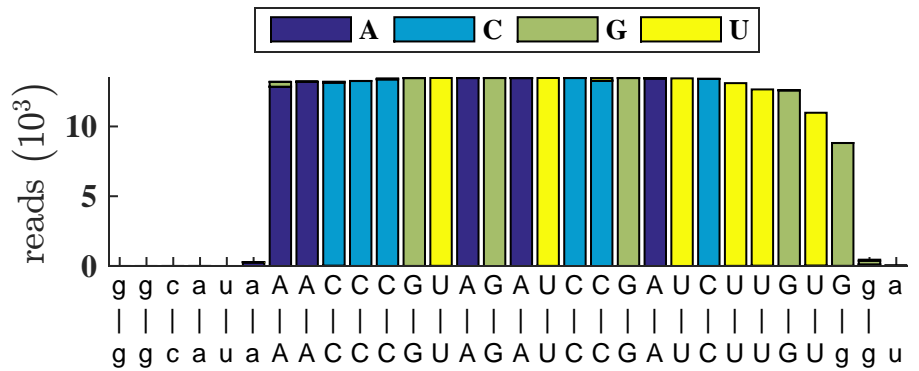

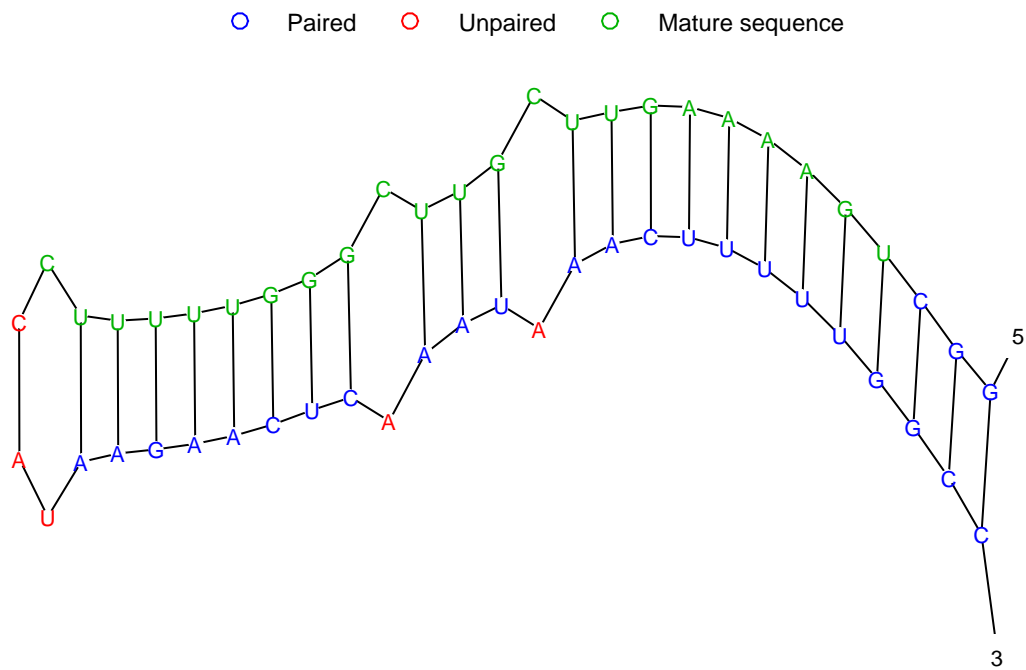

miRNA: bta-miR-2284x  
 Stem loop (UMD3.1): chr1:3607772-3607825  
 Mature (UMD3.1): chr1:3607800-3607822  
 Mature seq len: 23  
 Total raw counts (9 samples): 55259  
 Average raw counts: 6140  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -20.80

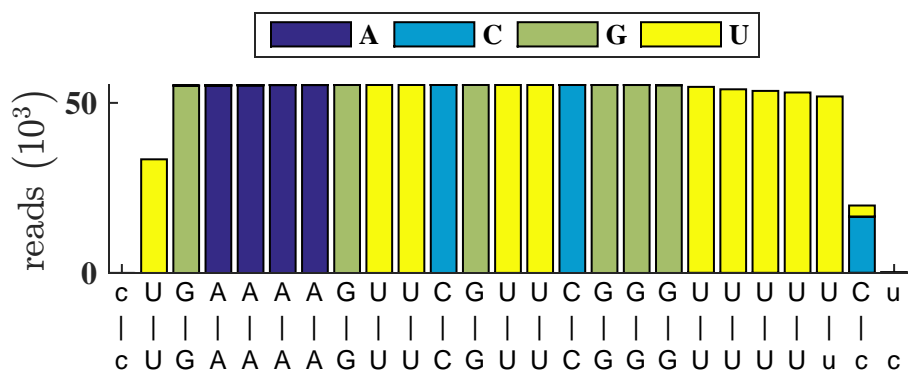

○ Paired    ○ Unpaired    ○ Mature sequence

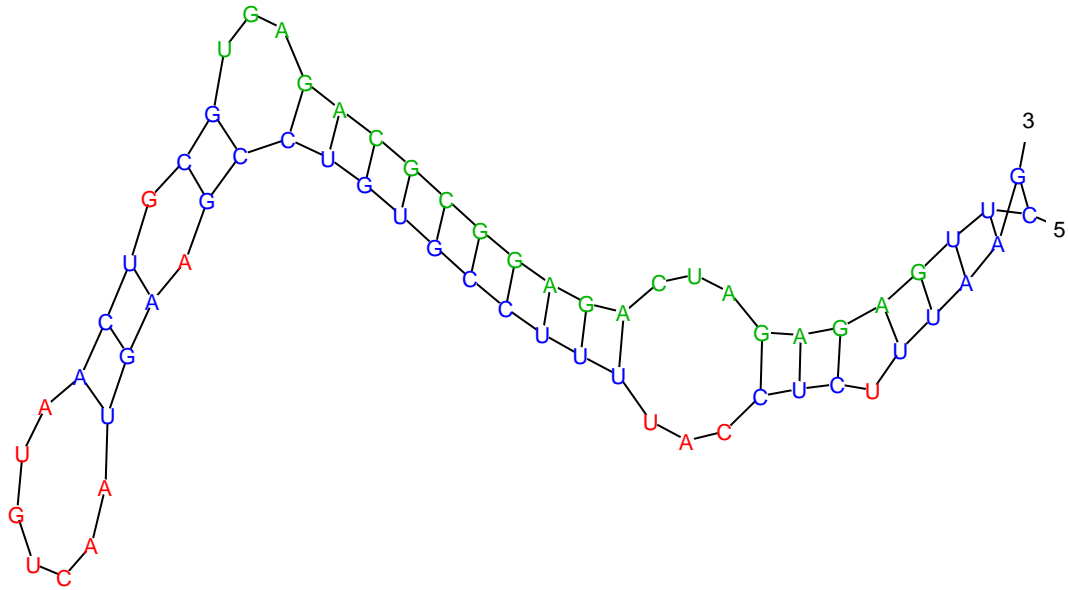

miRNA: bta-miR-6529a  
 Stem loop (UMD3.1): chr1:65453356-65453420  
 Mature (UMD3.1): chr1:65453397-65453417  
 Mature seq len: 21  
 Total raw counts (9 samples): 22300  
 Average raw counts: 2478  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -22.00

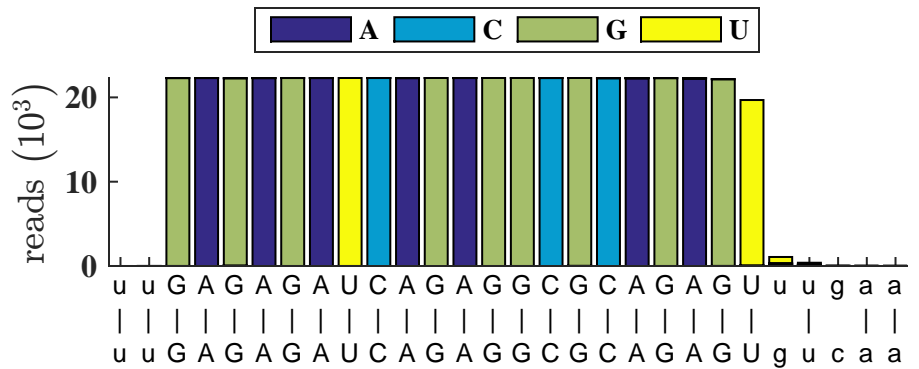

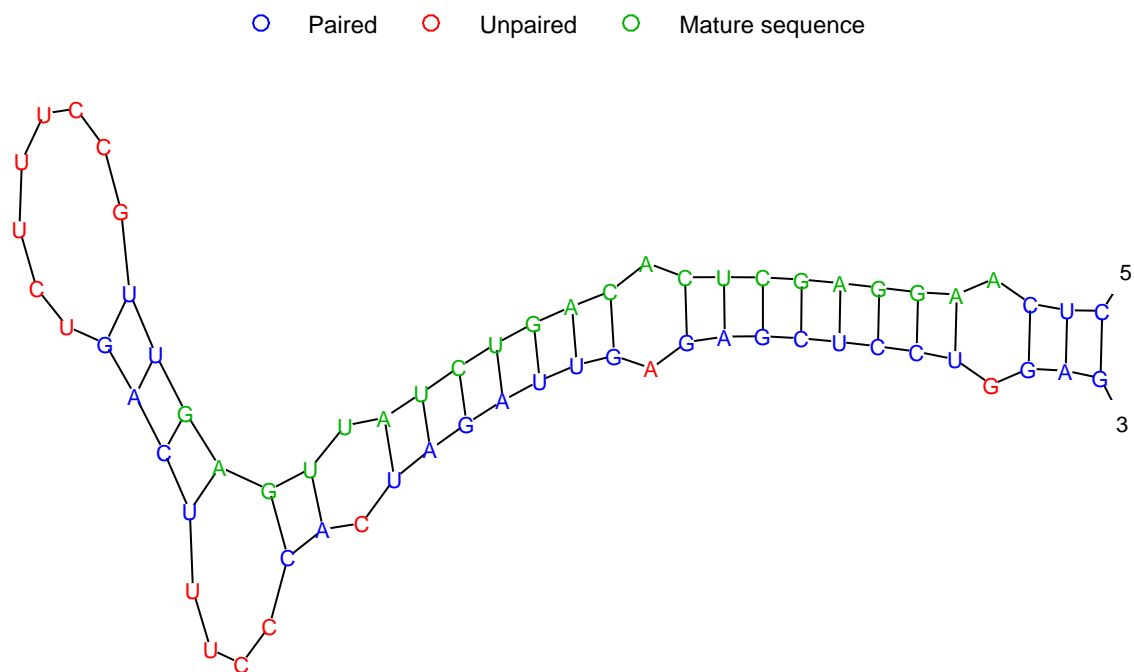

miRNA: bta-miR-28  
 Stem loop (UMD3.1): chr1:79250541-79250606  
 Mature (UMD3.1): chr1:79250582-79250603  
 Mature seq len: 22  
 Total raw counts (9 samples): 3877  
 Average raw counts: 431  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -26.60

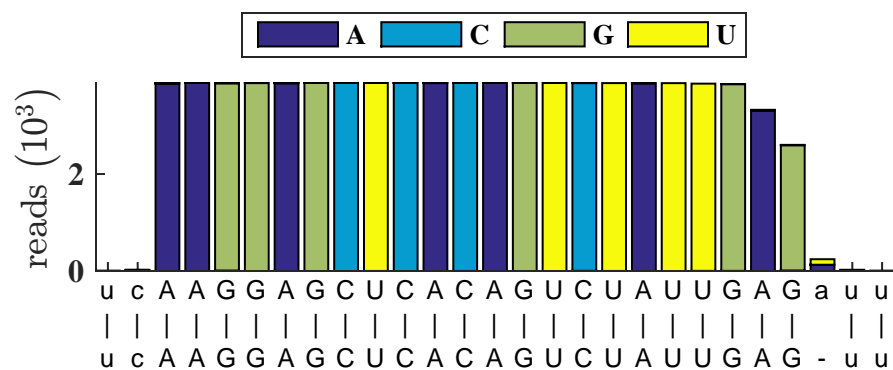

○ Paired    ○ Unpaired    ○ Mature sequence

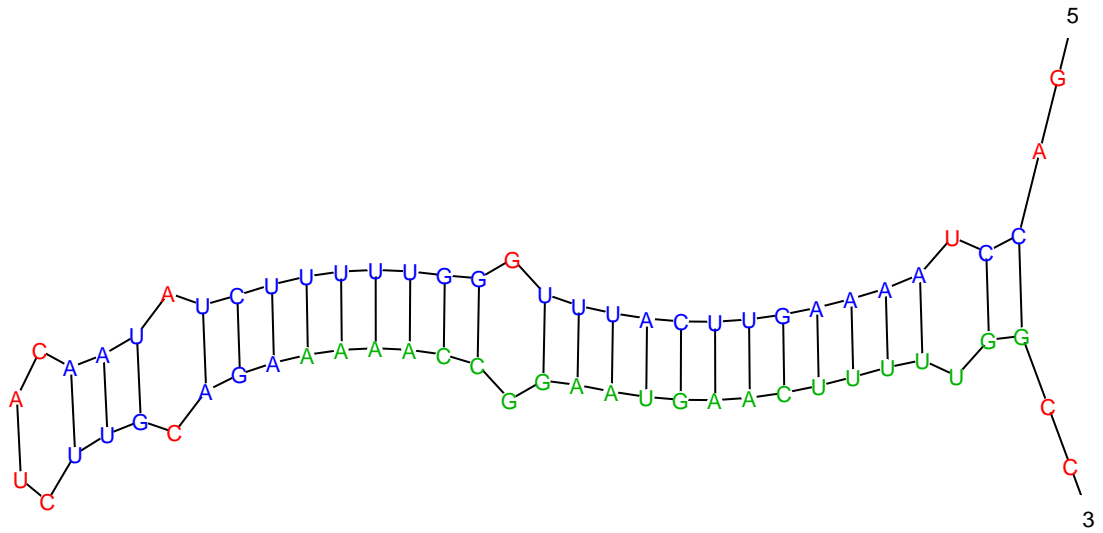

miRNA: bta-miR-2285k  
 Stem loop (UMD3.1): chr1:80871208-80871273  
 Mature (UMD3.1): chr1:80871210-80871231  
 Mature seq len: 22  
 Total raw counts (9 samples): 570  
 Average raw counts: 64  
 Strand: Reverse  
 Orientation: 3p  
 Minimum free energy: -28.50

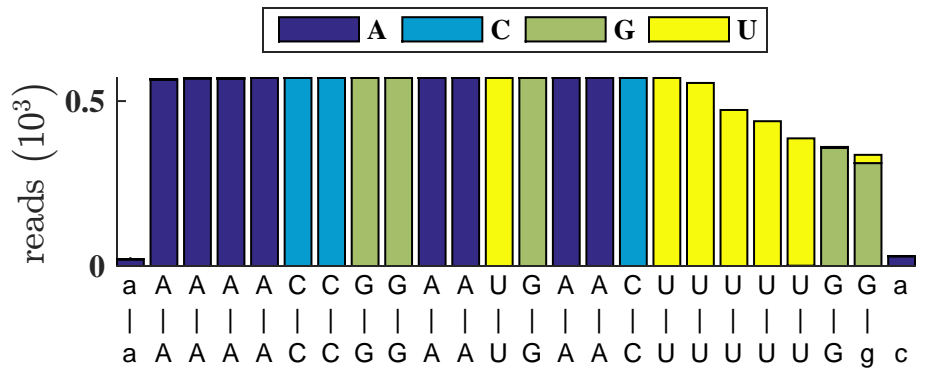

○ Paired    ○ Unpaired    ○ Mature sequence

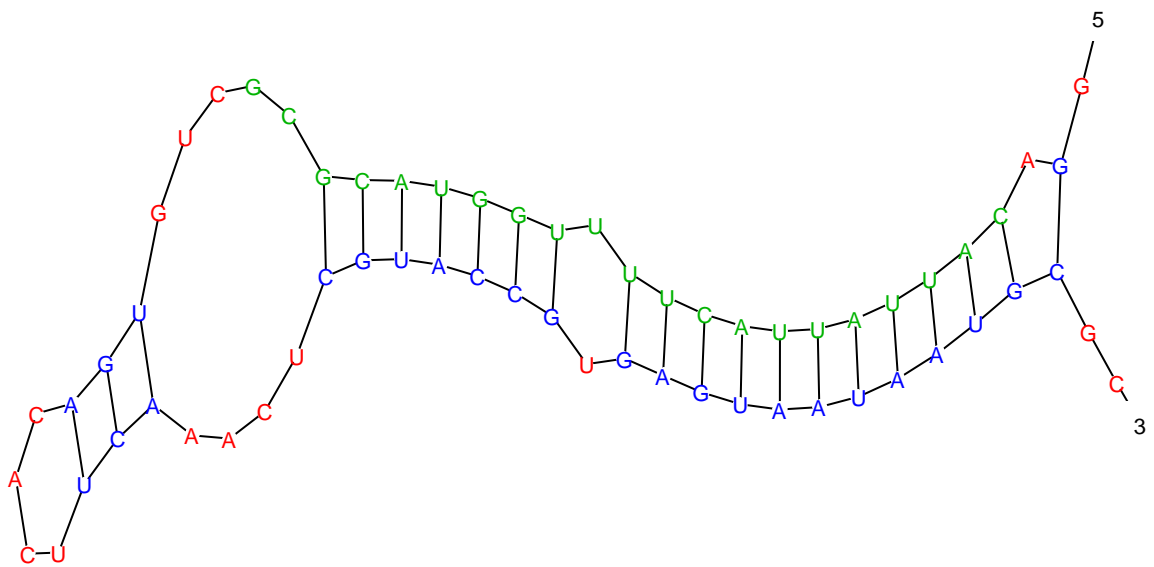

miRNA: bta-miR-126-5p

Stem loop (UMD3.1): chr11:104131414-104131476

Mature (UMD3.1): chr11:104131417-104131437

Mature seq len: 21

Total raw counts (9 samples): 1753

Average raw counts: 195

Strand: Forward

Orientation: 5p

Minimum free energy: -22.90

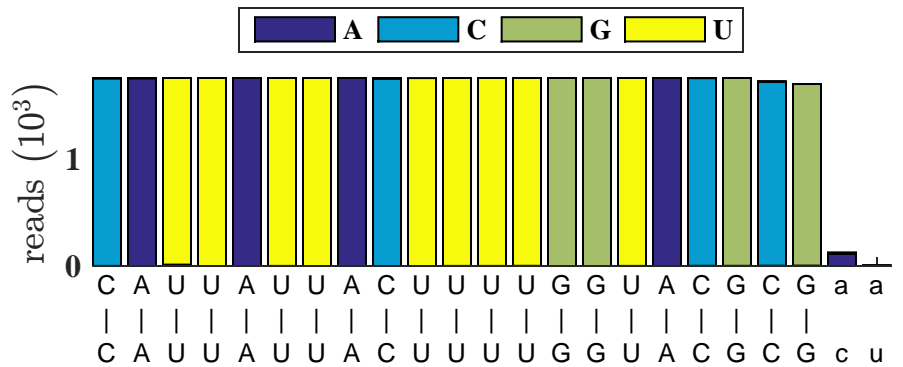

reads ( $10^3$ )

40  
20  
0

c c a a g c A A C A U U C A A C G C U G U C G G U G A G U U u u u g g a

c c a a g g A A C A U U C A A C G C U G U C G G U G A G U U u g g a

A C G U

○ Paired    ○ Unpaired    ○ Mature sequence

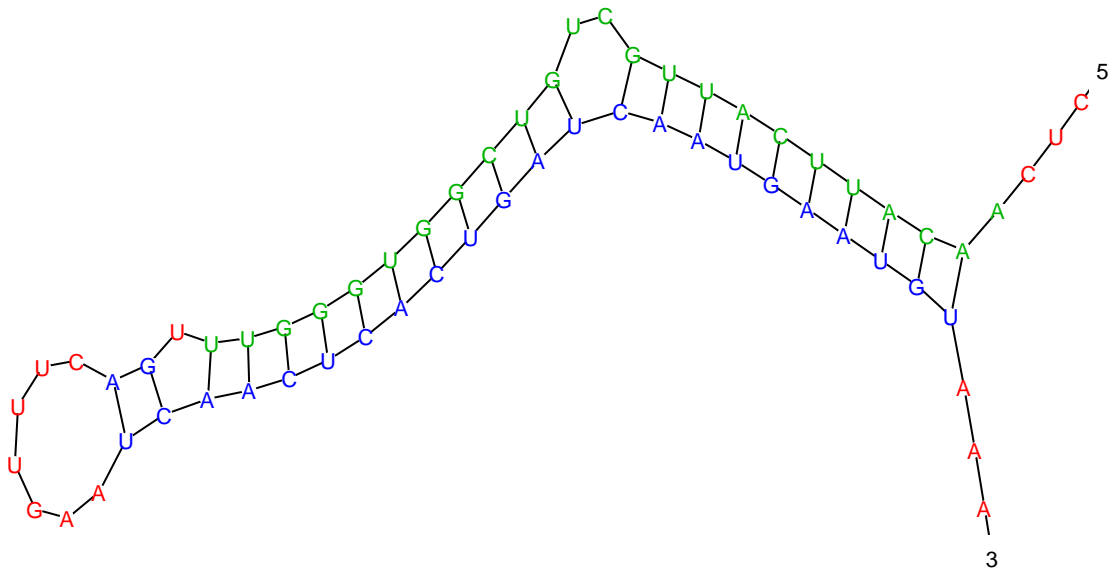

miRNA: bta-miR-181b  
 Stem loop (UMD3.1): chr11:95710638-95710700  
 Mature (UMD3.1): chr11:95710641-95710664  
 Mature seq len: 24  
 Total raw counts (9 samples): 6787  
 Average raw counts: 755  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -25.20

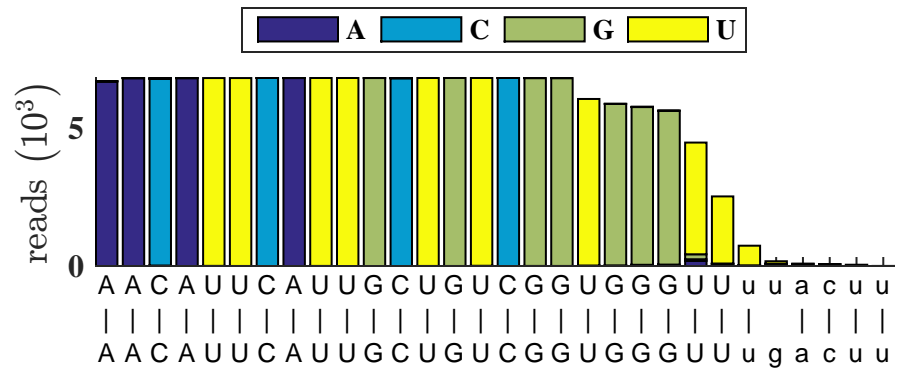

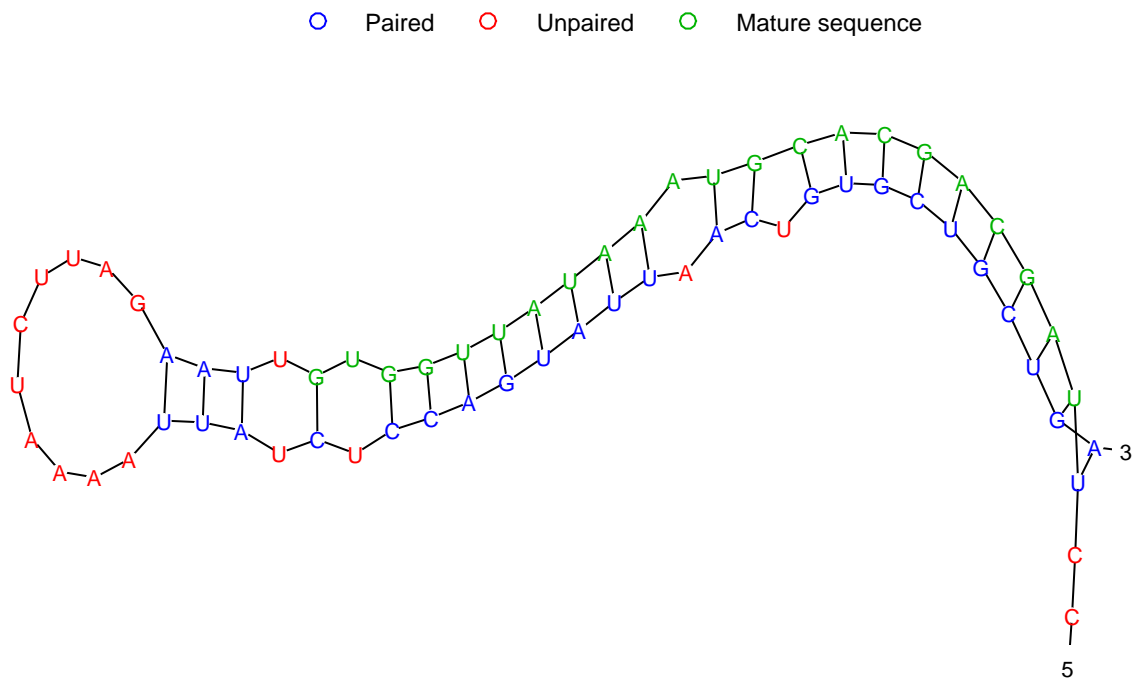

miRNA: bta-miR-16a  
 Stem loop (UMD3.1): chr12:19596212-19596278  
 Mature (UMD3.1): chr12:19596254-19596275  
 Mature seq len: 22  
 Total raw counts (9 samples): 31840  
 Average raw counts: 3538  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -25.10

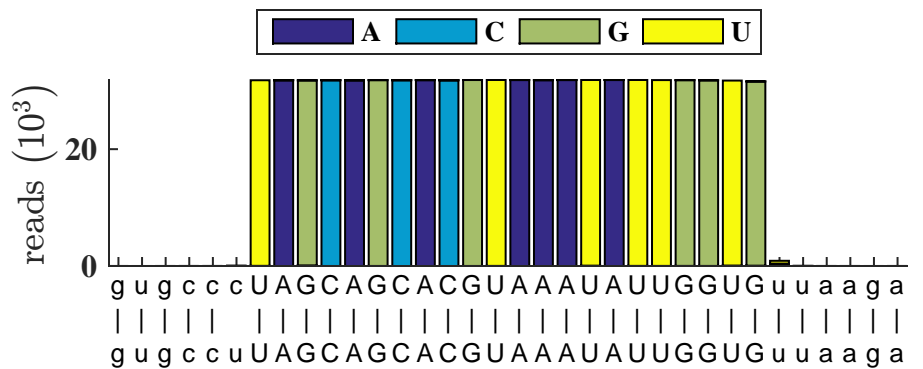

○ Paired    ○ Unpaired    ○ Mature sequence

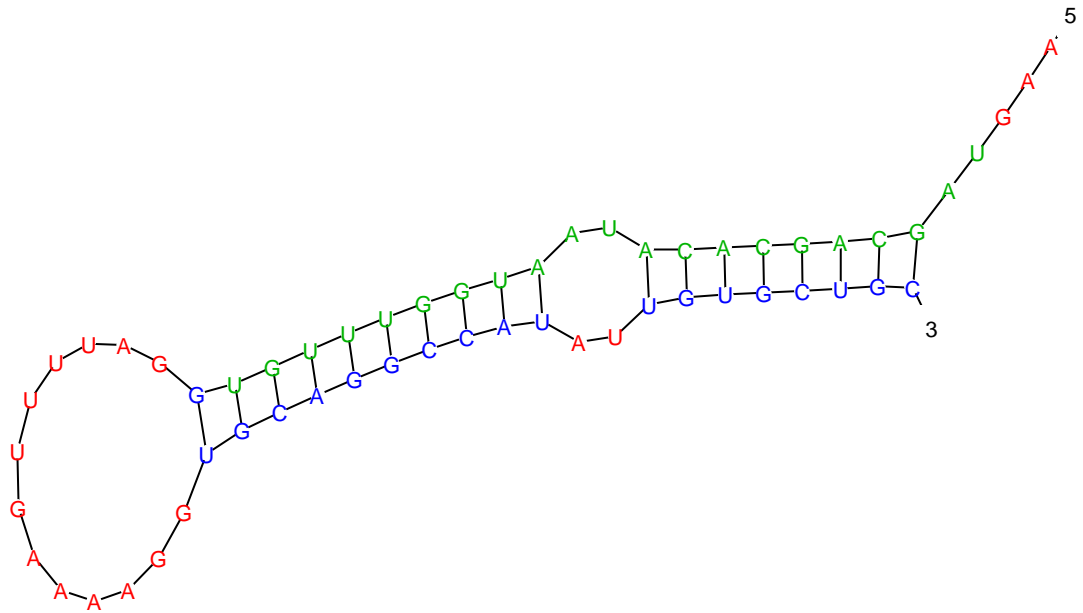

miRNA: bta-miR-15a  
 Stem loop (UMD3.1): chr12:19596361-19596418  
 Mature (UMD3.1): chr12:19596395-19596415  
 Mature seq len: 21  
 Total raw counts (9 samples): 14669  
 Average raw counts: 1630  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -24.00

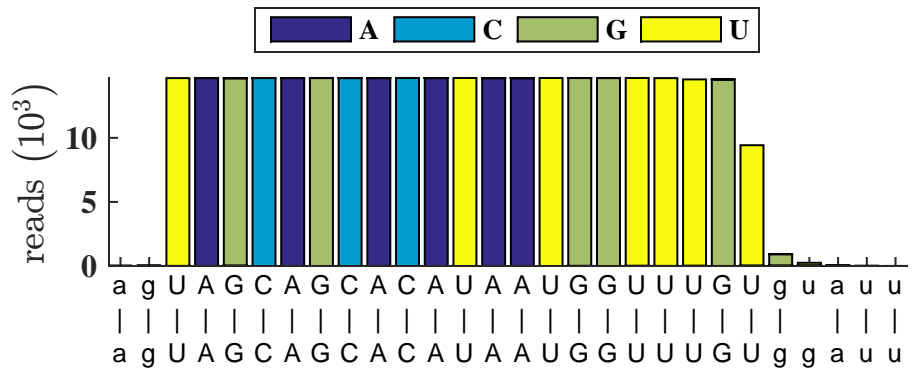

○ Paired    ○ Unpaired    ○ Mature sequence

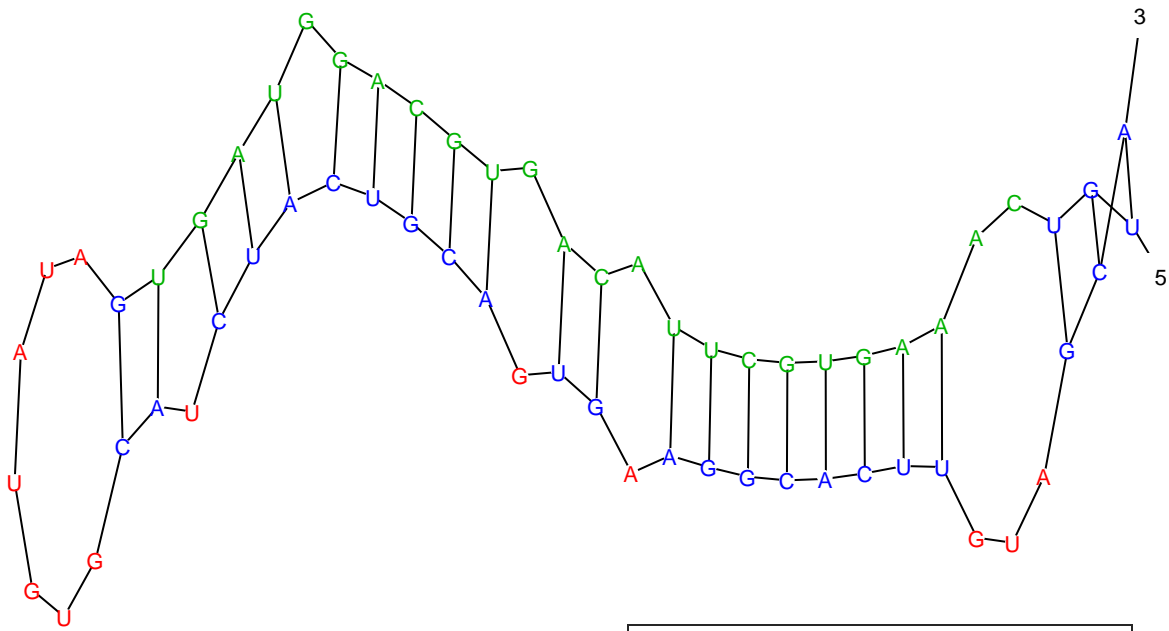

miRNA: bta-miR-17-5p  
 Stem loop (UMD3.1): chr12:66226564-66226627  
 Mature (UMD3.1): chr12:66226567-66226590  
 Mature seq len: 24  
 Total raw counts (9 samples): 12221  
 Average raw counts: 1358  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -23.50

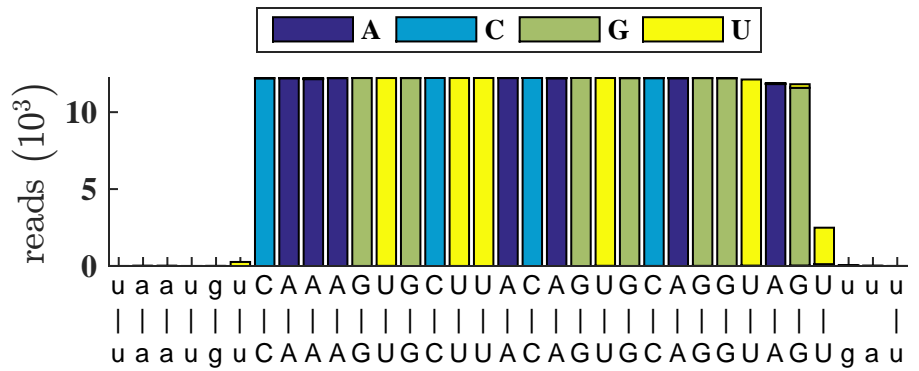

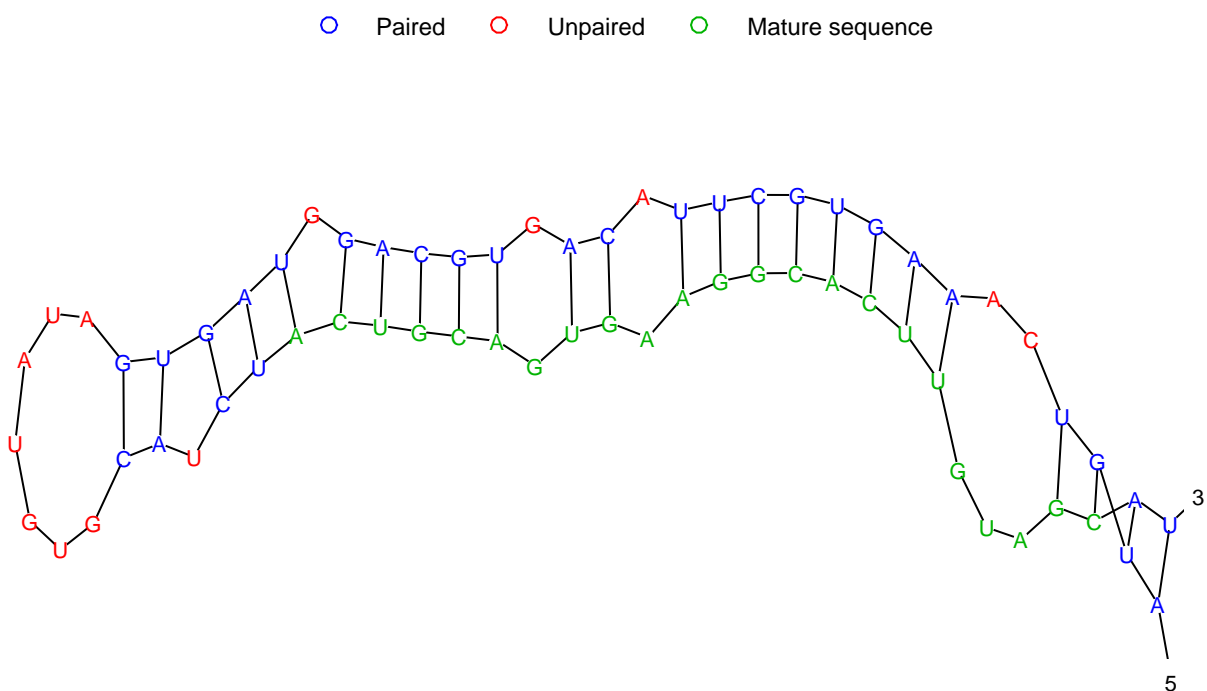

miRNA: bta-miR-17-3p  
 Stem loop (UMD3.1): chr12:66226563-66226628  
 Mature (UMD3.1): chr12:66226604-66226626  
 Mature seq len: 23  
 Total raw counts (9 samples): 777  
 Average raw counts: 87  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -24.60

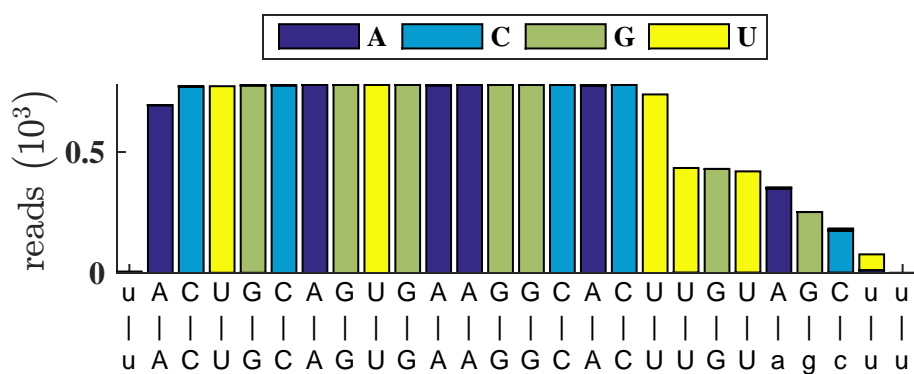

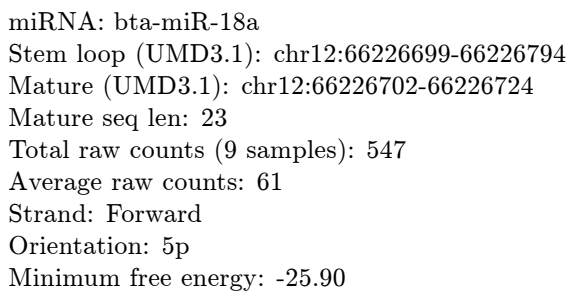○ Paired    ○ Unpaired    ○ Mature sequence

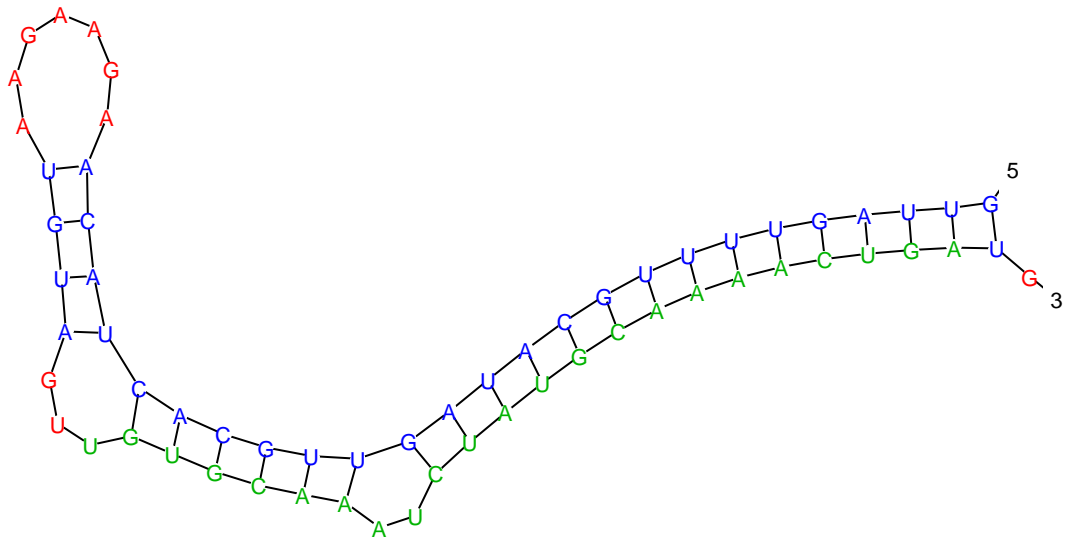

miRNA: bta-miR-19a  
 Stem loop (UMD3.1): chr12:66226846-66226908  
 Mature (UMD3.1): chr12:66226884-66226906  
 Mature seq len: 23  
 Total raw counts (9 samples): 6400  
 Average raw counts: 712  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -26.60

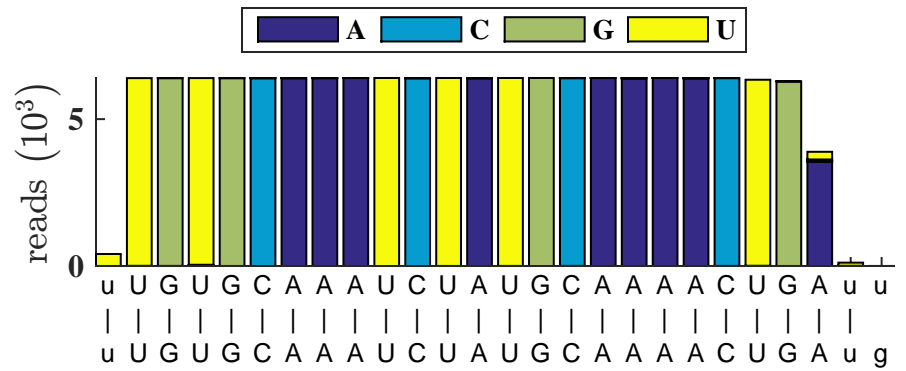

○ Paired    ○ Unpaired    ○ Mature sequence

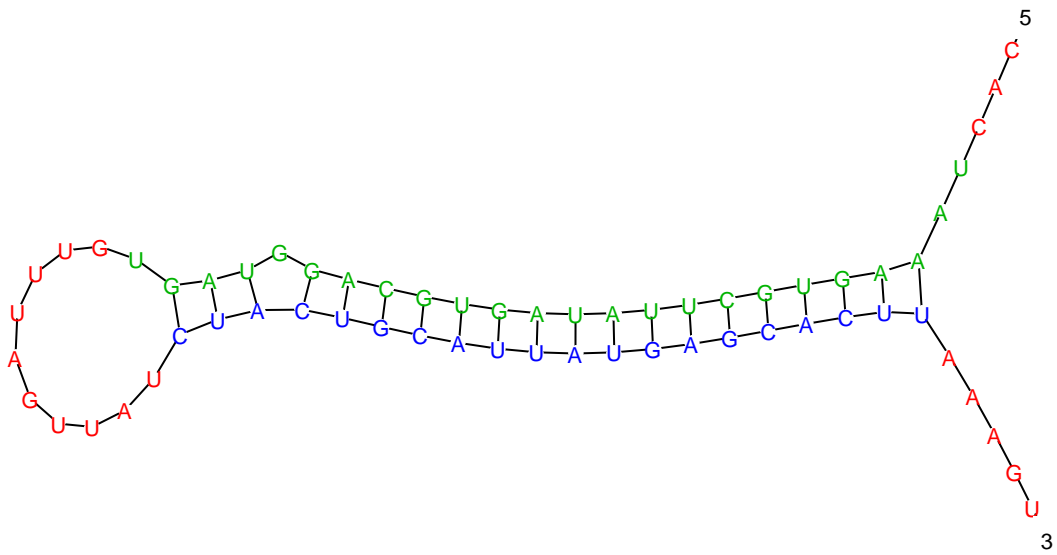

miRNA: bta-miR-20a  
 Stem loop (UMD3.1): chr12:66227009-66227070  
 Mature (UMD3.1): chr12:66227012-66227035  
 Mature seq len: 24  
 Total raw counts (9 samples): 3426  
 Average raw counts: 381  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -26.50

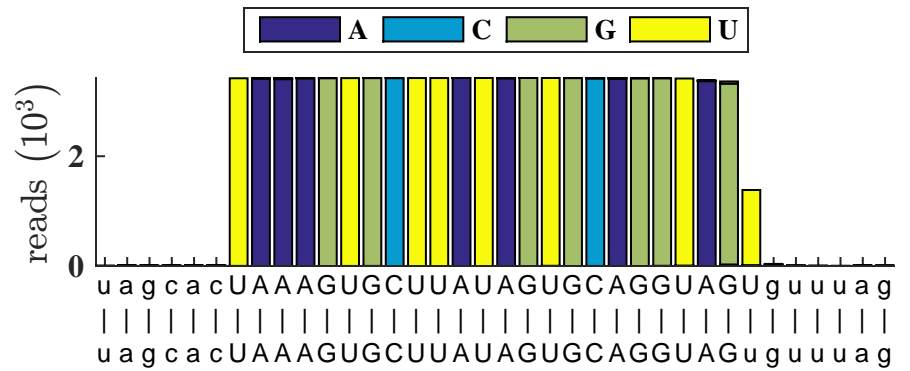

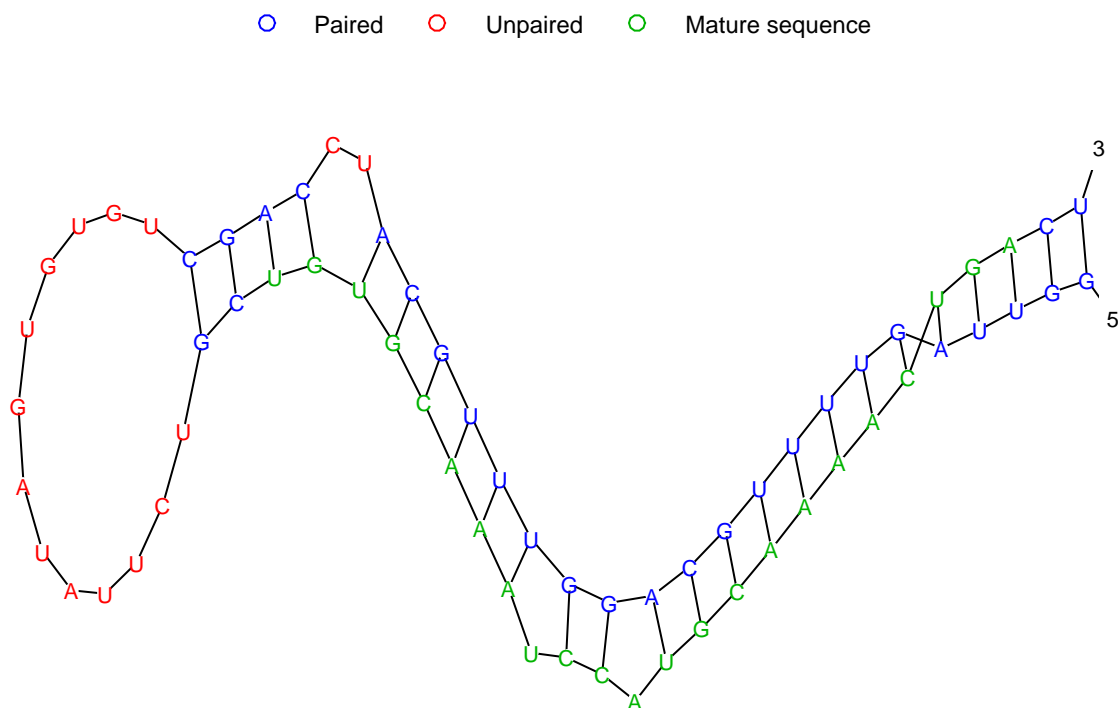

miRNA: bta-miR-19b  
 Stem loop (UMD3.1): chr12:66227144-66227210  
 Mature (UMD3.1): chr12:66227186-66227208  
 Mature seq len: 23  
 Total raw counts (9 samples): 10432  
 Average raw counts: 1160  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -29.70

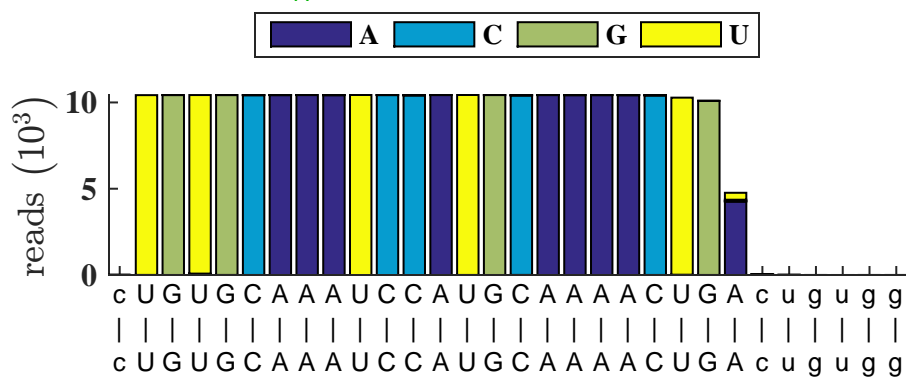

○ Paired    ○ Unpaired    ○ Mature sequence

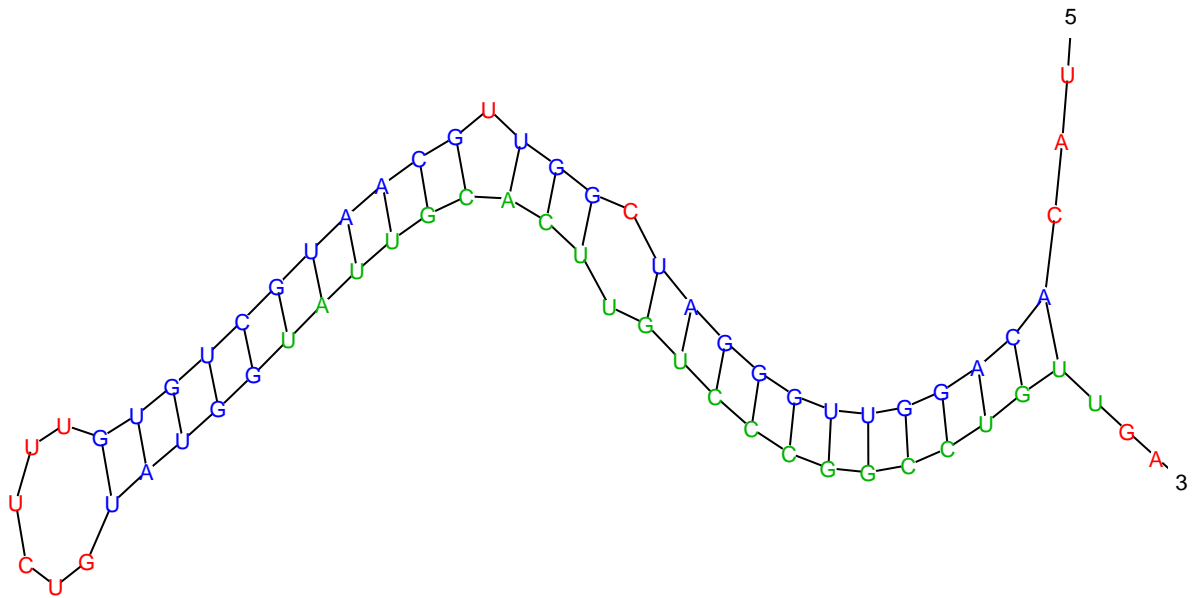

miRNA: bta-miR-92a  
 Stem loop (UMD3.1): chr12:66227260-66227326  
 Mature (UMD3.1): chr12:66227302-66227324  
 Mature seq len: 23  
 Total raw counts (9 samples): 321784  
 Average raw counts: 35754  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -35.20

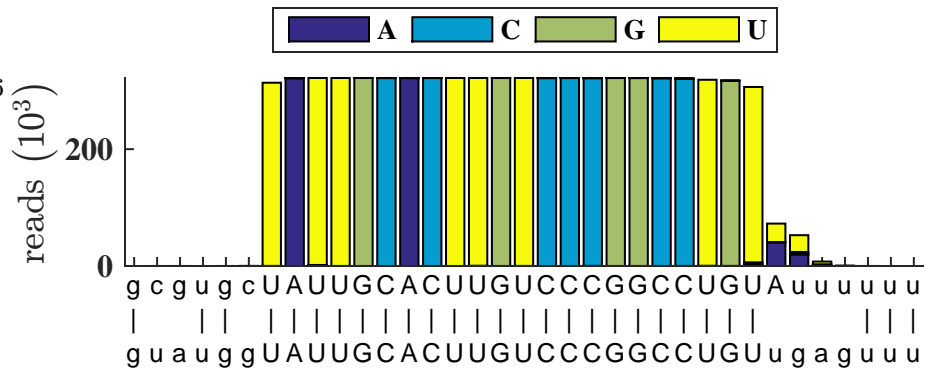

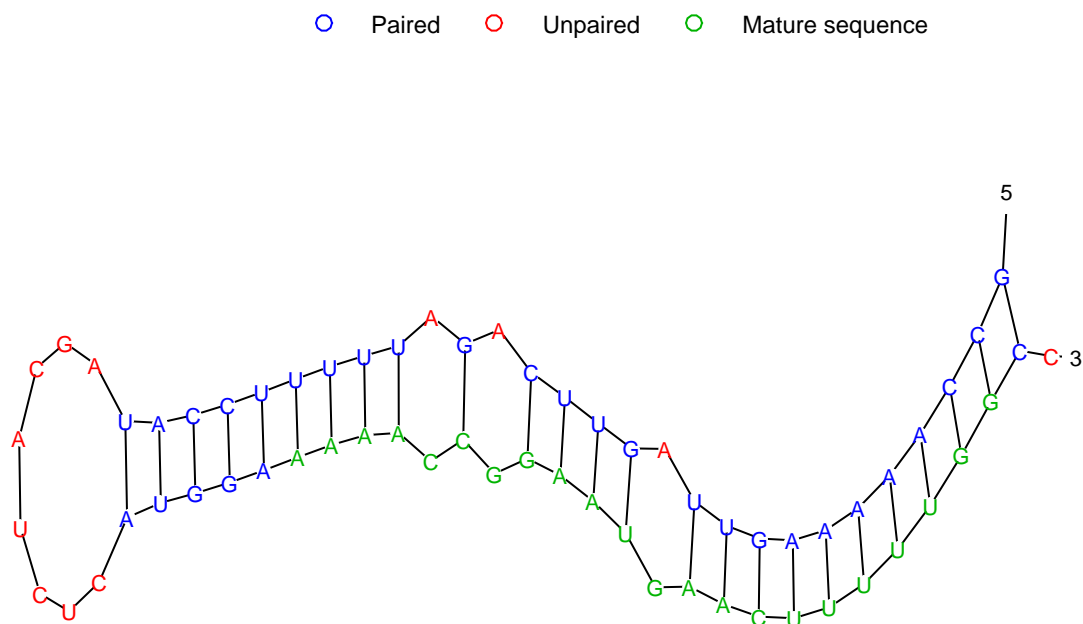

miRNA: bta-miR-2285k  
 Stem loop (UMD3.1): chr13:23904425-23904489  
 Mature (UMD3.1): chr13:23904427-23904448  
 Mature seq len: 22  
 Total raw counts (9 samples): 616  
 Average raw counts: 69  
 Strand: Reverse  
 Orientation: 3p  
 Minimum free energy: -26.80

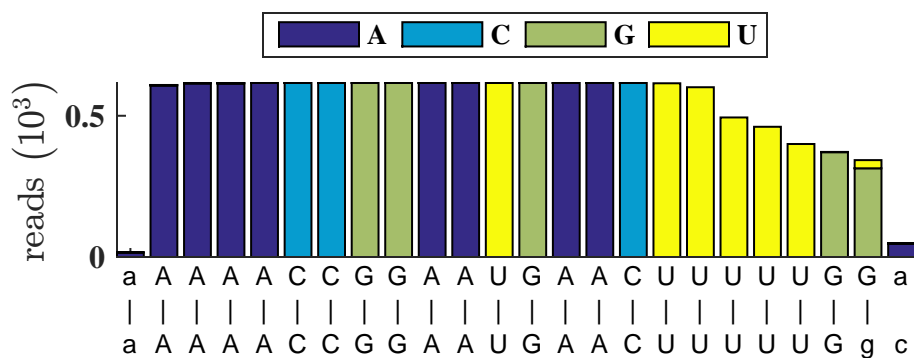

○ Paired ○ Unpaired ○ Mature sequence

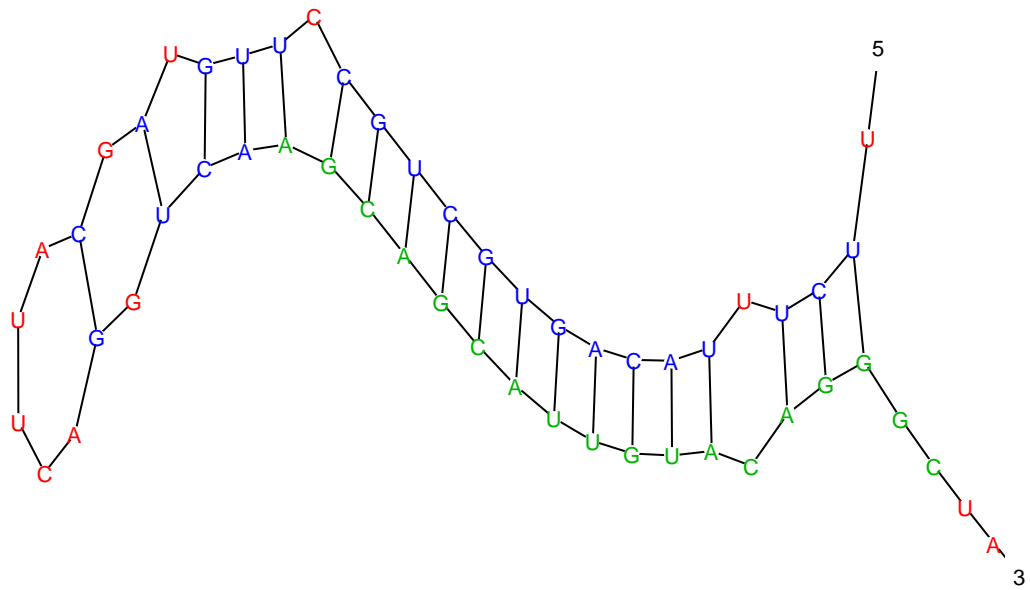

miRNA: bta-miR-103  
 Stem loop (UMD3.1): chr13:51742431-51742484  
 Mature (UMD3.1): chr13:51742433-51742450  
 Mature seq len: 18  
 Total raw counts (9 samples): 78378  
 Average raw counts: 8709  
 Strand: Reverse  
 Orientation: 3p  
 Minimum free energy: -20.00

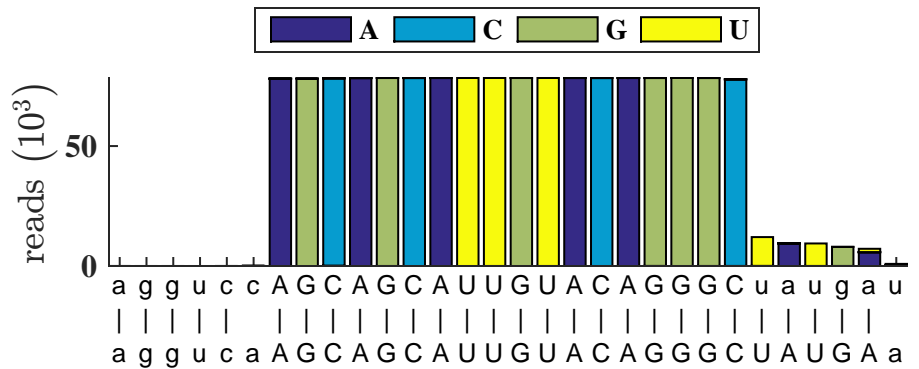

○ Paired    ○ Unpaired    ○ Mature sequence

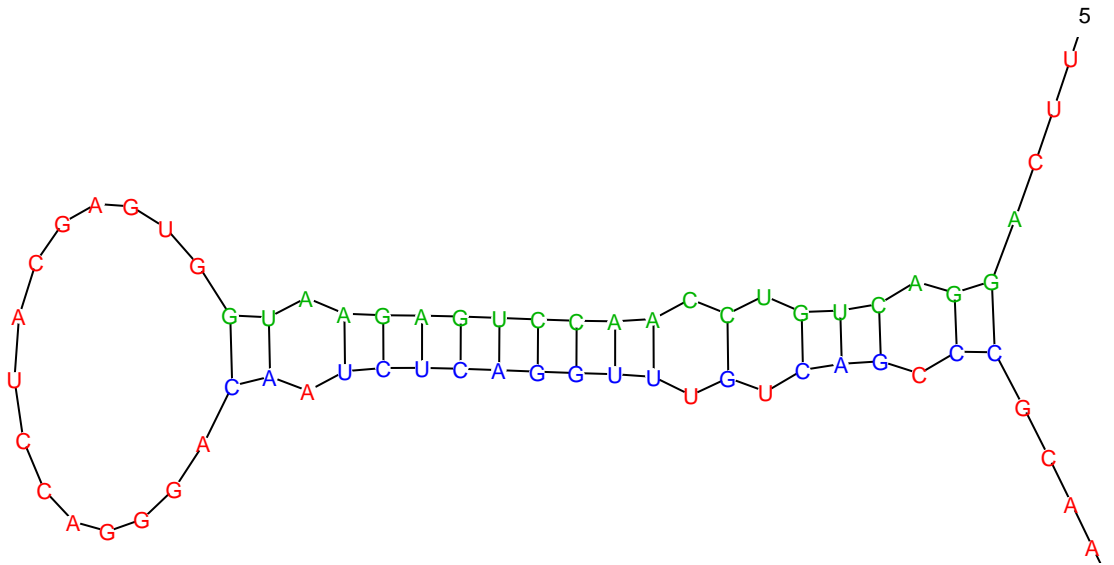

miRNA: bta-miR-1388-5p  
 Stem loop (UMD3.1): chr13:54375941-54376005  
 Mature (UMD3.1): chr13:54375944-54375965  
 Mature seq len: 22  
 Total raw counts (9 samples): 1493  
 Average raw counts: 166  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -21.10

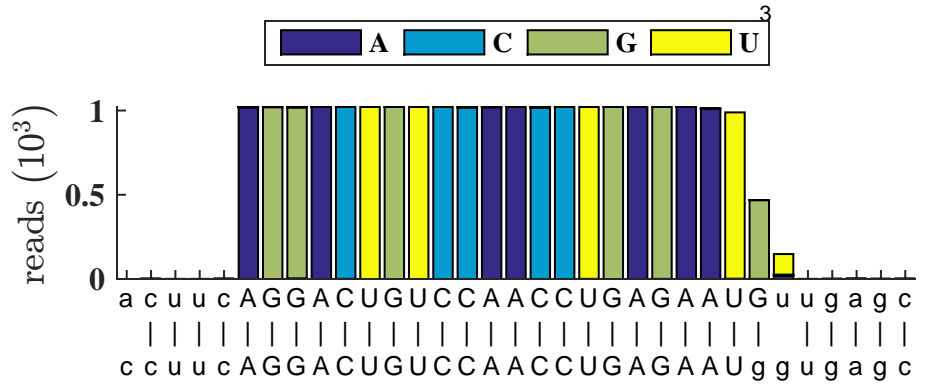

○ Paired    ○ Unpaired    ○ Mature sequence

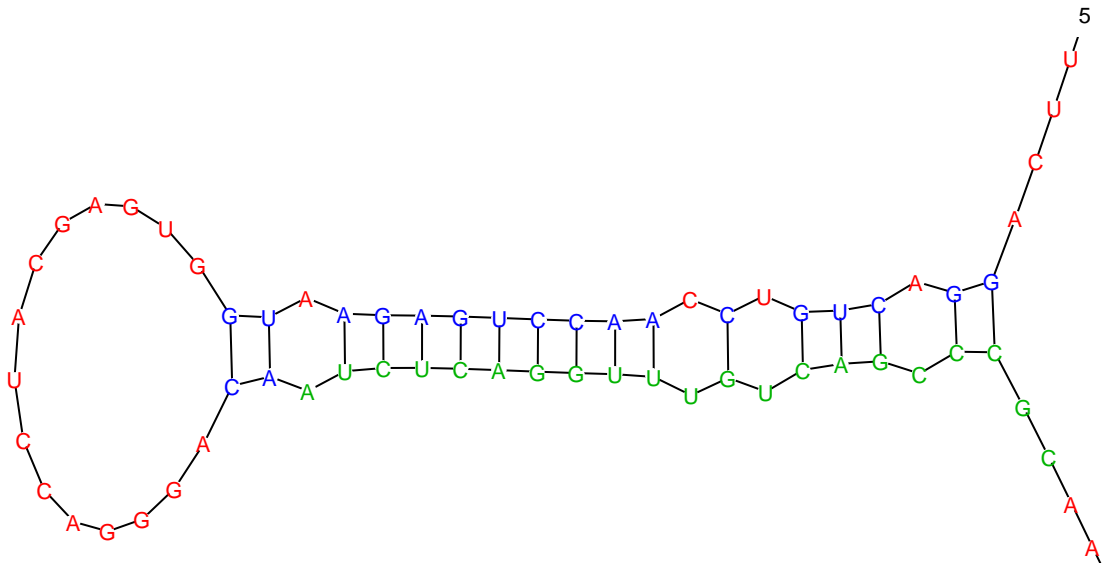

miRNA: bta-miR-1388-3p  
 Stem loop (UMD3.1): chr13:54375941-54376005  
 Mature (UMD3.1): chr13:54375983-54376003  
 Mature seq len: 21  
 Total raw counts (9 samples): 345  
 Average raw counts: 39  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -21.10

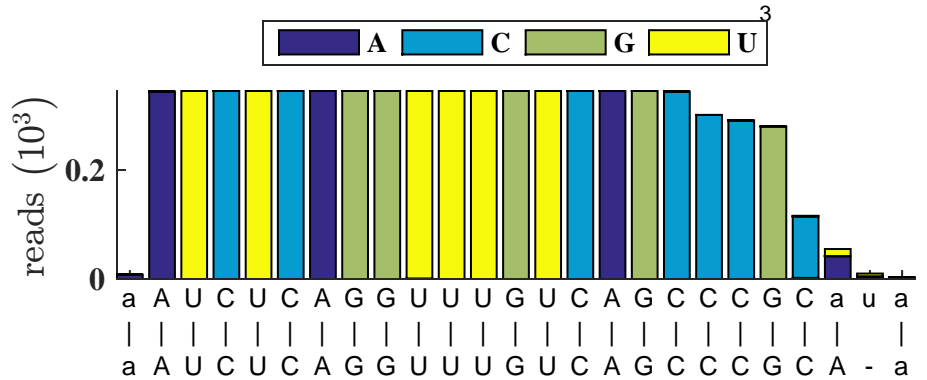

○ Paired    ○ Unpaired    ○ Mature sequence

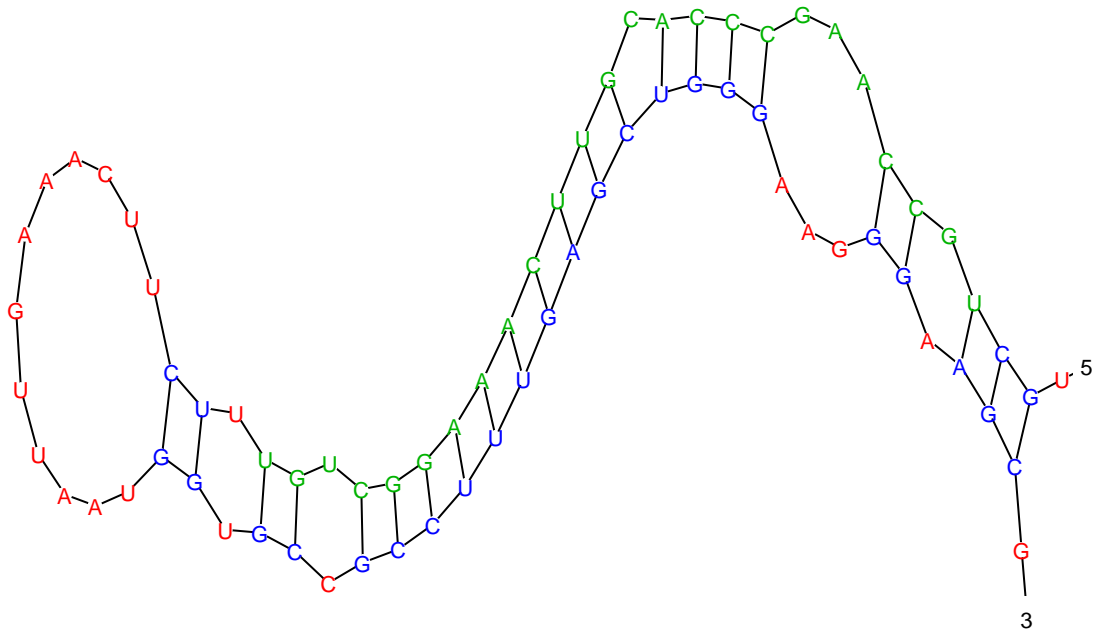

miRNA: bta-miR-6123  
 Stem loop (UMD3.1): chr13:58091682-58091754  
 Mature (UMD3.1): chr13:58091685-58091709  
 Mature seq len: 25  
 Total raw counts (9 samples): 453  
 Average raw counts: 51  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -31.20

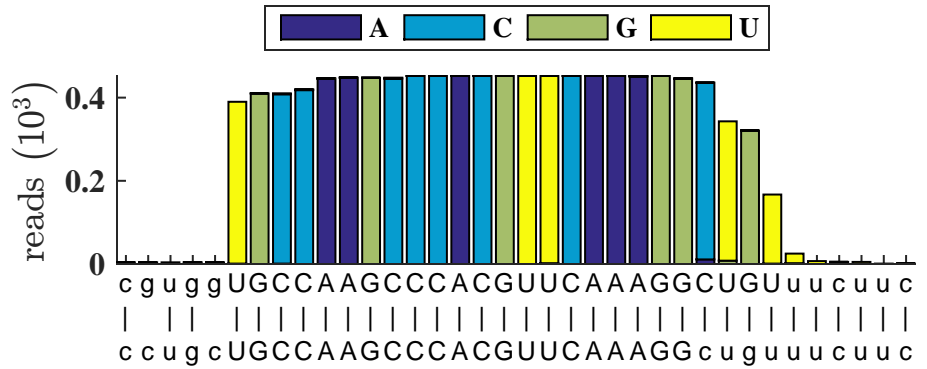

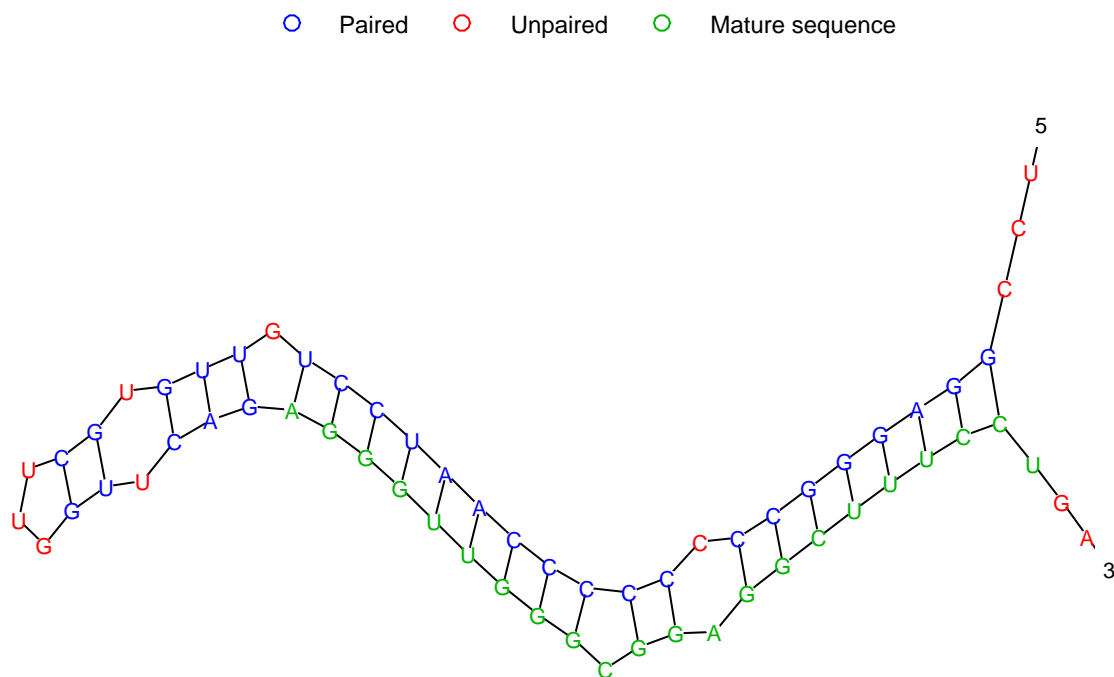

miRNA: bta-miR-296-3p  
 Stem loop (UMD3.1): chr13:58091944-58092006  
 Mature (UMD3.1): chr13:58091983-58092004  
 Mature seq len: 22  
 Total raw counts (9 samples): 15320  
 Average raw counts: 1703  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -34.00

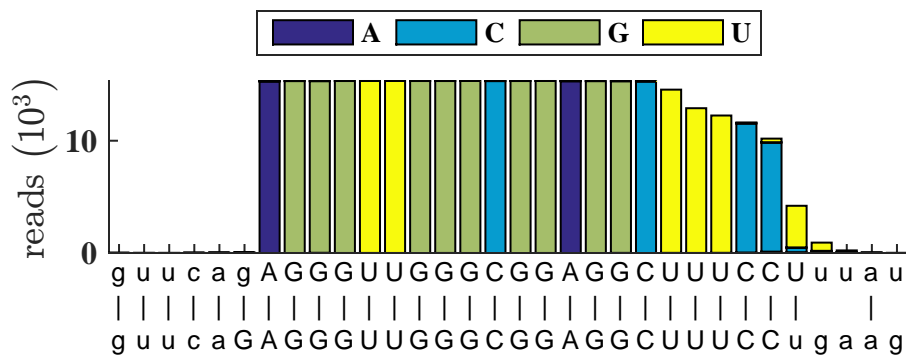

○ Paired    ○ Unpaired    ○ Mature sequence

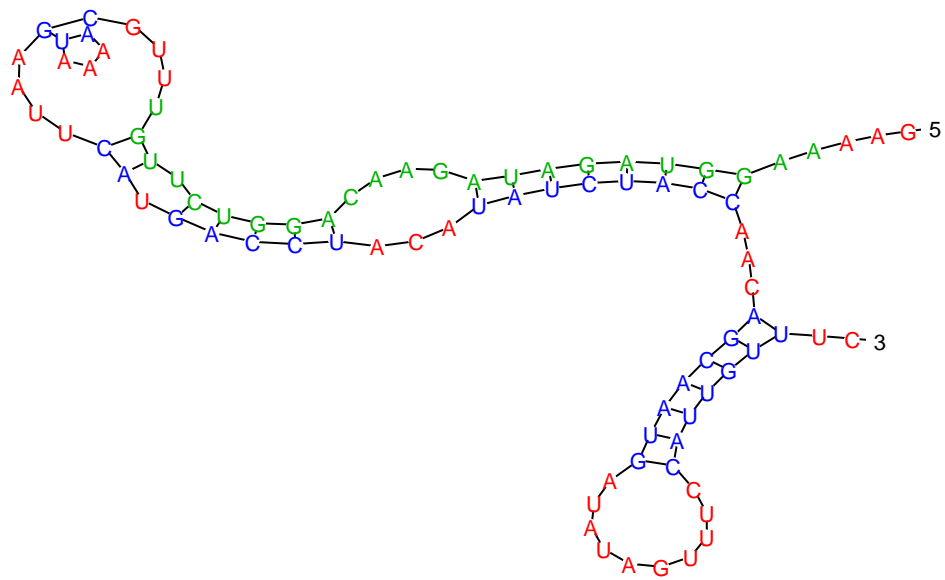

miRNA: bta-miR-1839  
 Stem loop (UMD3.1): chr14:1883827-1883914  
 Mature (UMD3.1): chr14:1883889-1883911  
 Mature seq len: 23  
 Total raw counts (9 samples): 27379  
 Average raw counts: 3043  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -23.10

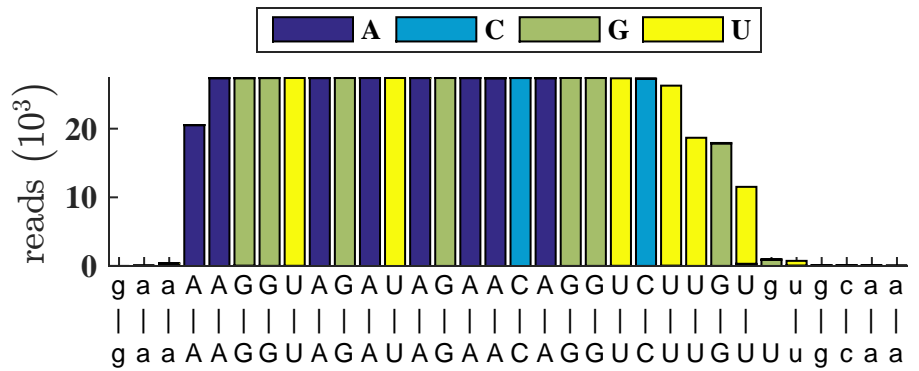

○ Paired    ○ Unpaired    ○ Mature sequence

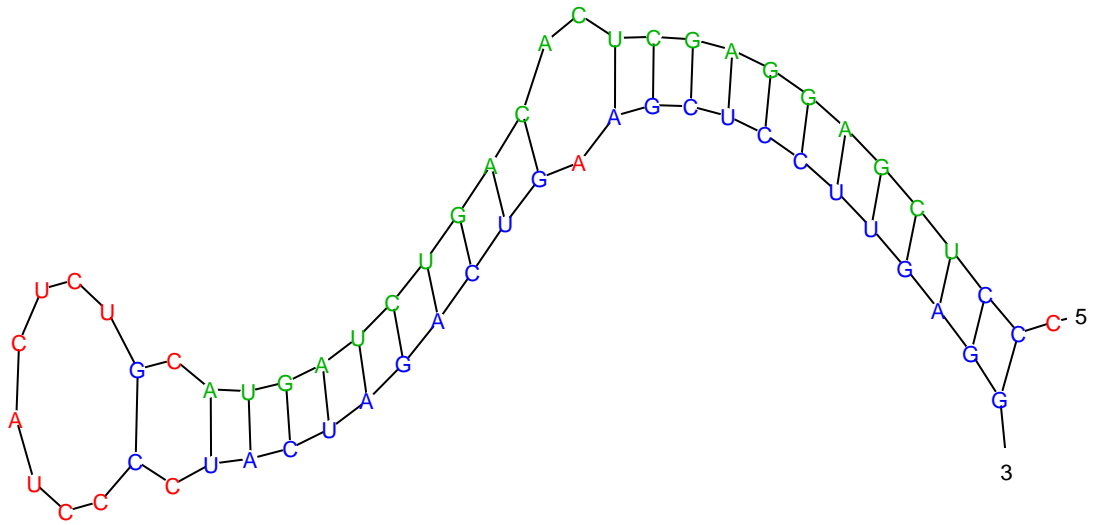

miRNA: bta-miR-151-5p  
 Stem loop (UMD3.1): chr14:4030323-4030382  
 Mature (UMD3.1): chr14:4030326-4030347  
 Mature seq len: 22  
 Total raw counts (9 samples): 34244  
 Average raw counts: 3805  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -35.30

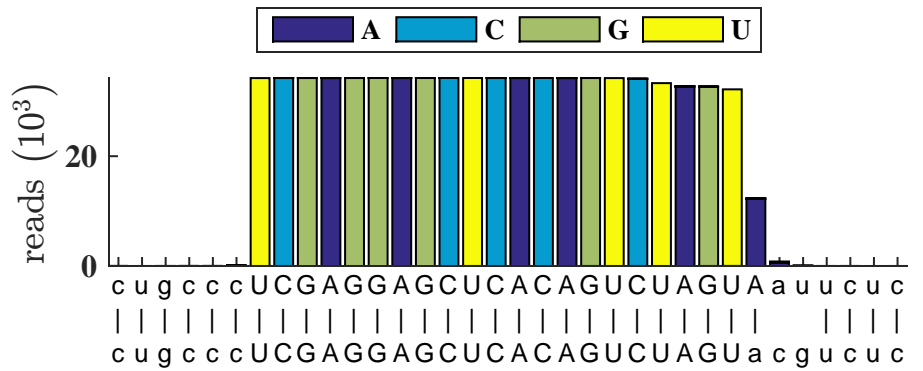

○ Paired    ○ Unpaired    ○ Mature sequence

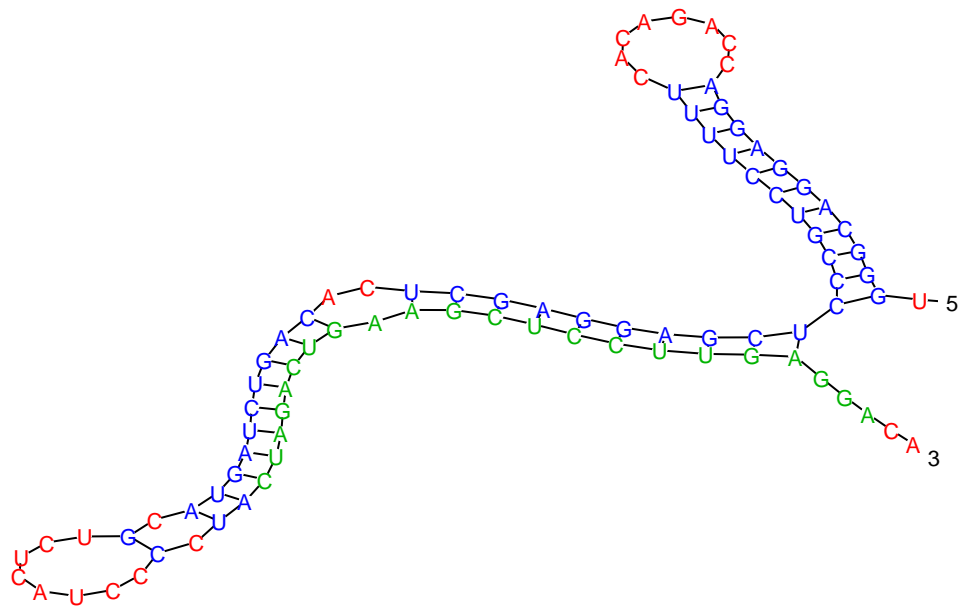

miRNA: bta-miR-151-3p  
 Stem loop (UMD3.1): chr14:4030295-4030385  
 Mature (UMD3.1): chr14:4030362-4030383  
 Mature seq len: 22  
 Total raw counts (9 samples): 76056  
 Average raw counts: 8451  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -48.30

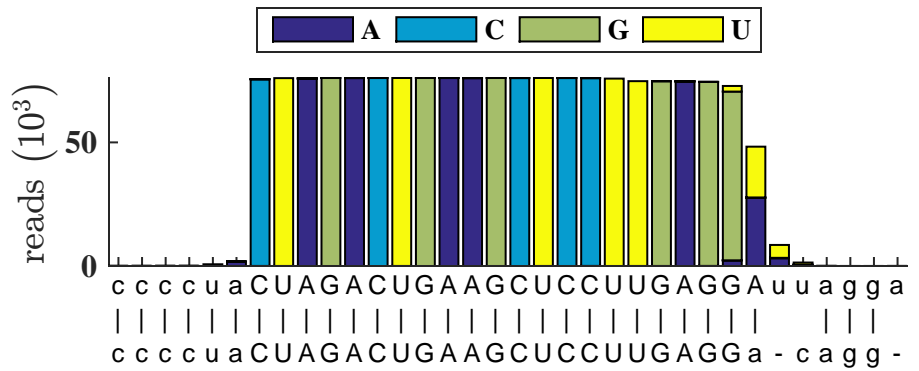

reads ( $10^3$ )○ Paired    ○ Unpaired    ○ Mature sequence

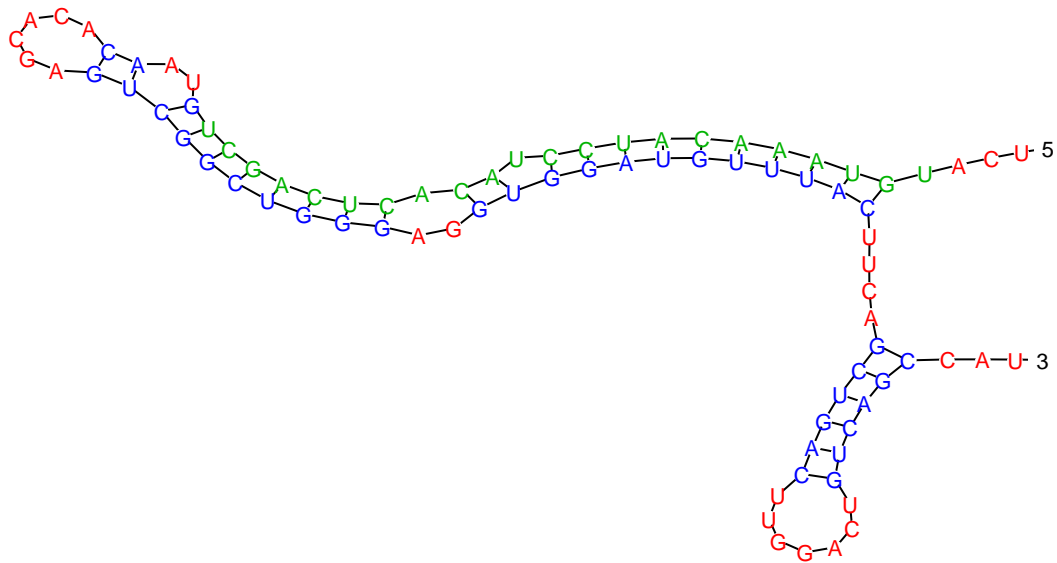

miRNA: bta-miR-30b-5p  
 Stem loop (UMD3.1): chr14:8084734-8084819  
 Mature (UMD3.1): chr14:8084737-8084758  
 Mature seq len: 22  
 Total raw counts (9 samples): 8510  
 Average raw counts: 946  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -36.00

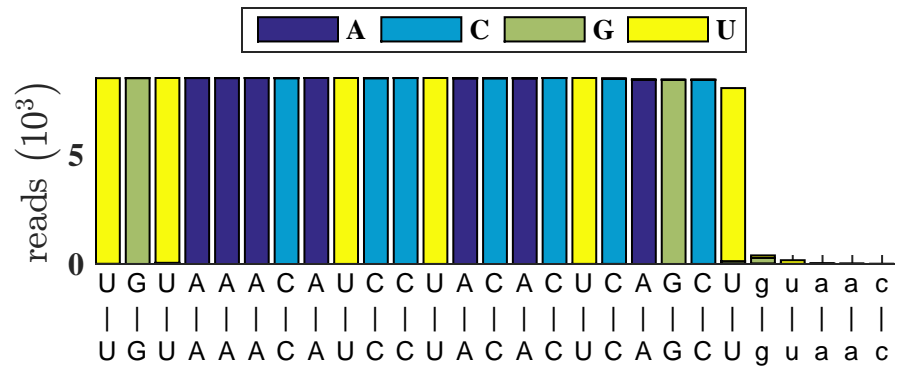

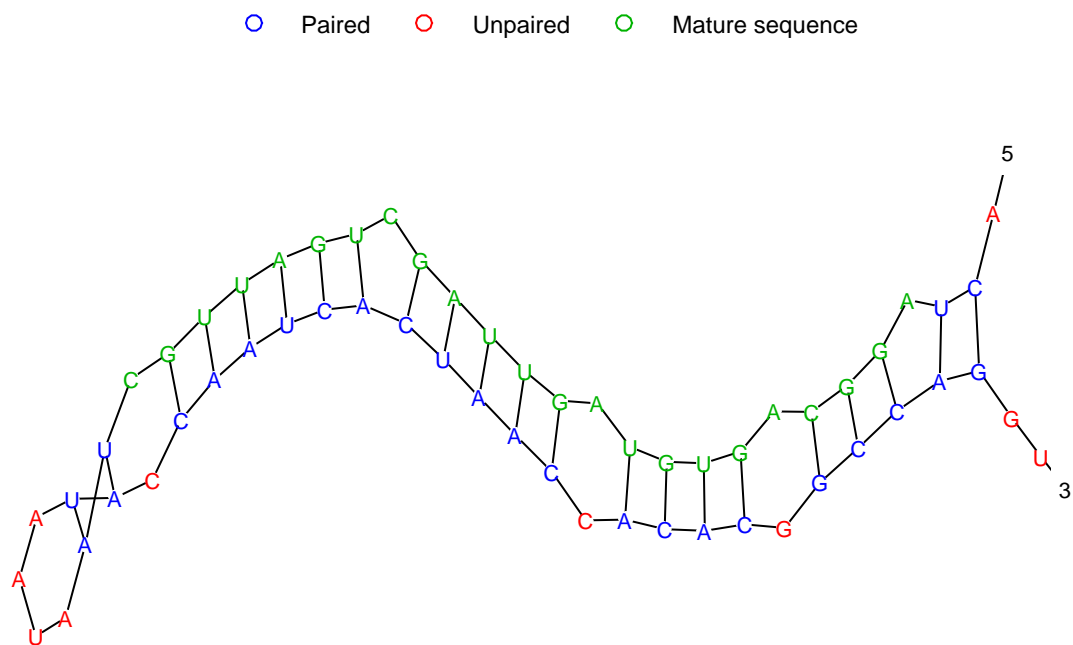

miRNA: bta-miR-34c  
 Stem loop (UMD3.1): chr15:22135435-22135493  
 Mature (UMD3.1): chr15:22135438-22135460  
 Mature seq len: 23  
 Total raw counts (9 samples): 6393  
 Average raw counts: 711  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -21.80

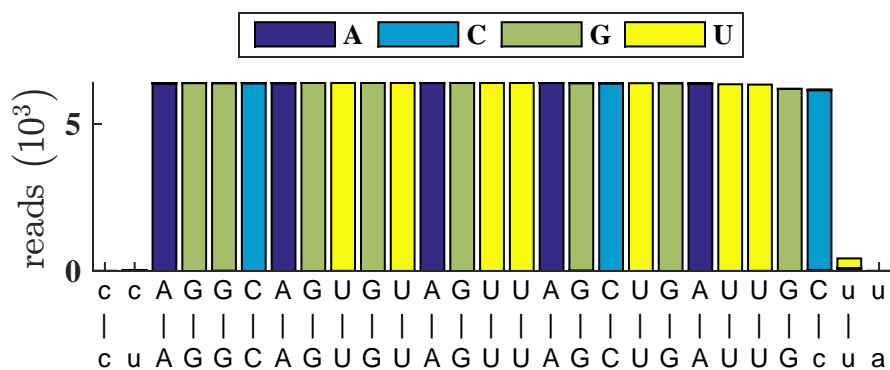

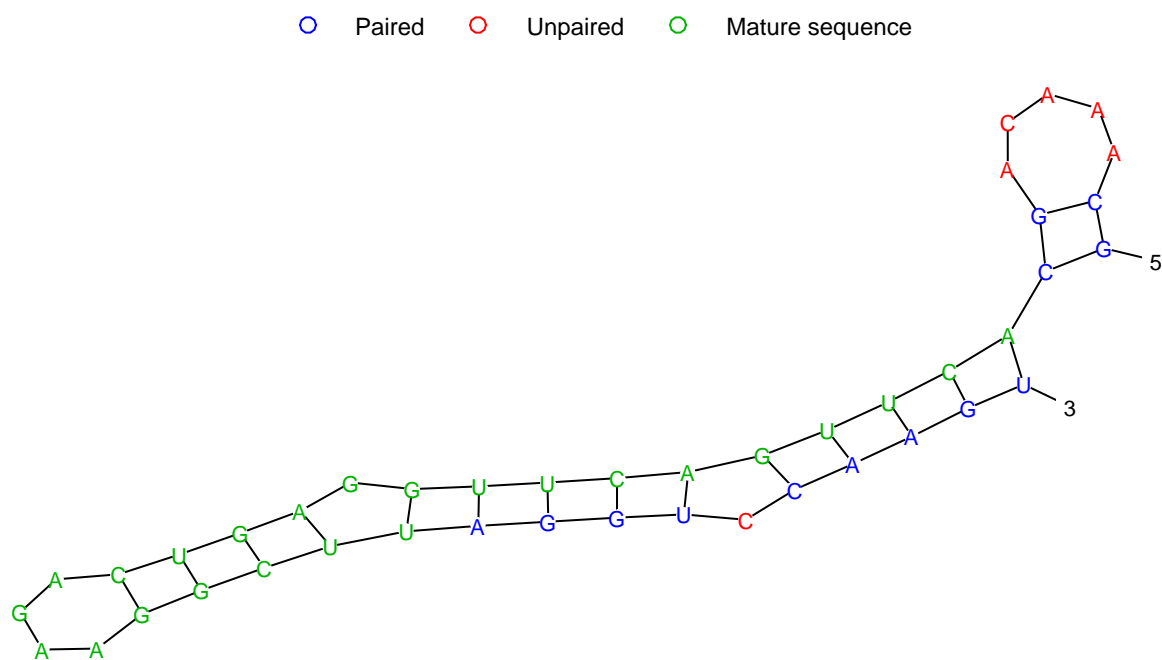

miRNA: bta-miR-378b

Stem loop (UMD3.1): chr15:30727354-30727396

Mature (UMD3.1): chr15:30727363-30727386

Mature seq len: 24

Total raw counts (9 samples): 481

Average raw counts: 54

Strand: Forward

Orientation: 3p

Minimum free energy: -12.00

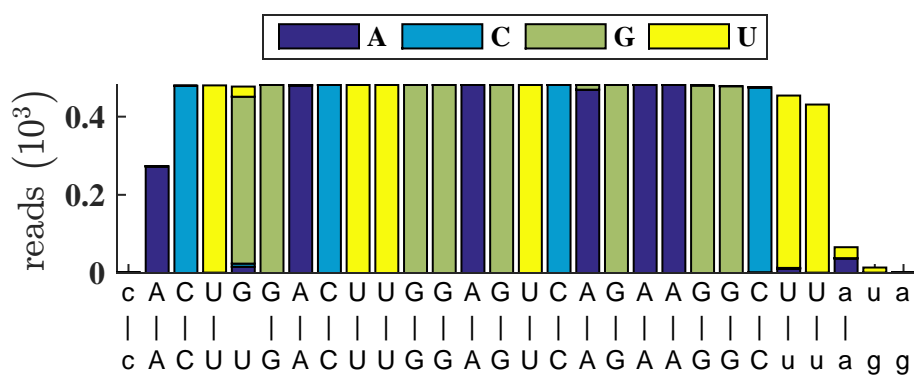

○ Paired    ○ Unpaired    ○ Mature sequence

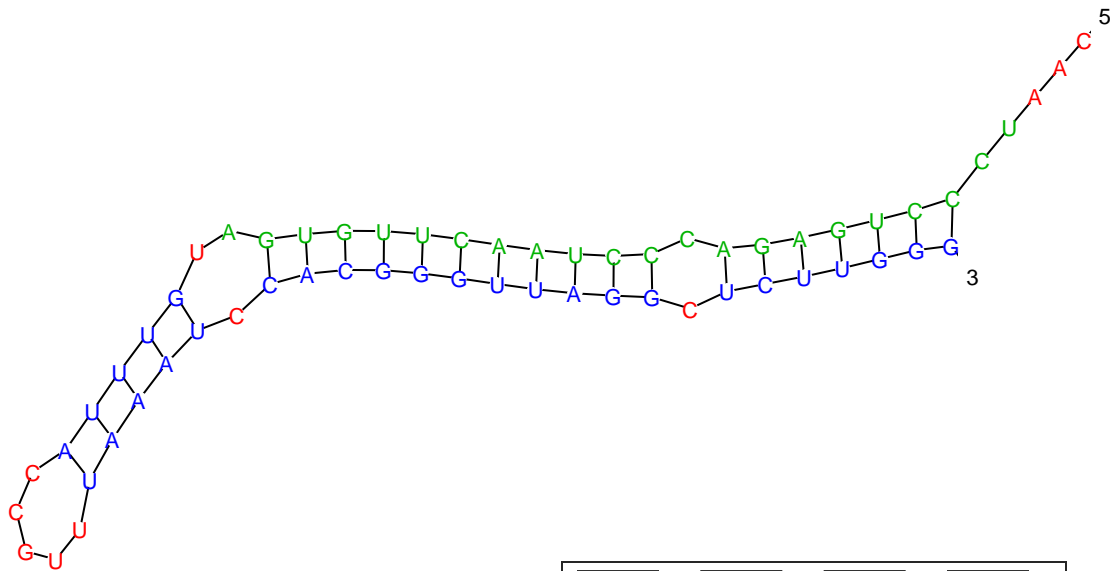

miRNA: bta-miR-125b  
 Stem loop (UMD3.1): chr15:33298831-33298891  
 Mature (UMD3.1): chr15:33298867-33298888  
 Mature seq len: 22  
 Total raw counts (9 samples): 5041  
 Average raw counts: 561  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -24.10

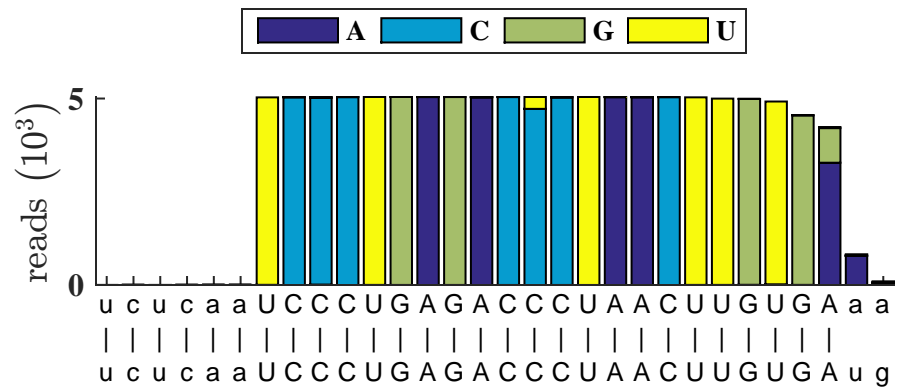

○ Paired ○ Unpaired ○ Mature sequence

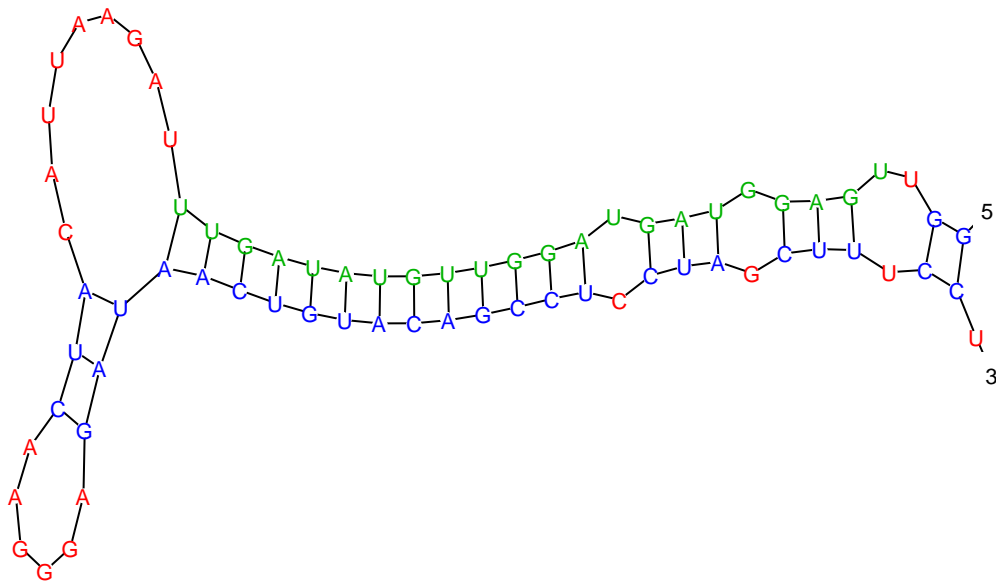

miRNA: bta-let-7a-5p  
 Stem loop (UMD3.1): chr15:33347569-33347639  
 Mature (UMD3.1): chr15:33347615-33347636  
 Mature seq len: 22  
 Total raw counts (9 samples): 76739  
 Average raw counts: 8527  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -24.80

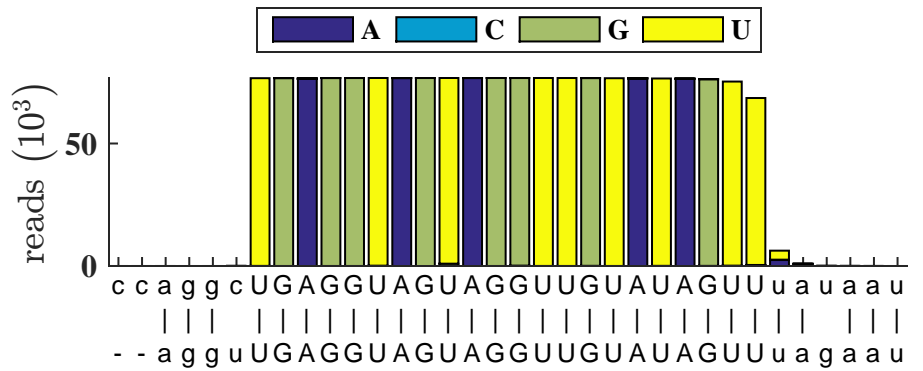

○ Paired    ○ Unpaired    ○ Mature sequence

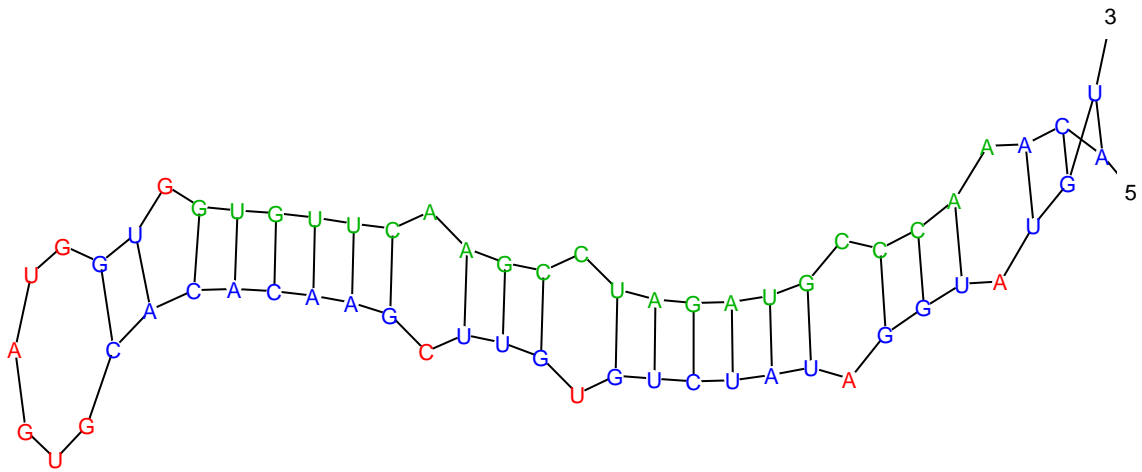

miRNA: bta-miR-100  
 Stem loop (UMD3.1): chr15:33353401-33353461  
 Mature (UMD3.1): chr15:33353437-33353458  
 Mature seq len: 22  
 Total raw counts (9 samples): 2478  
 Average raw counts: 276  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -21.80

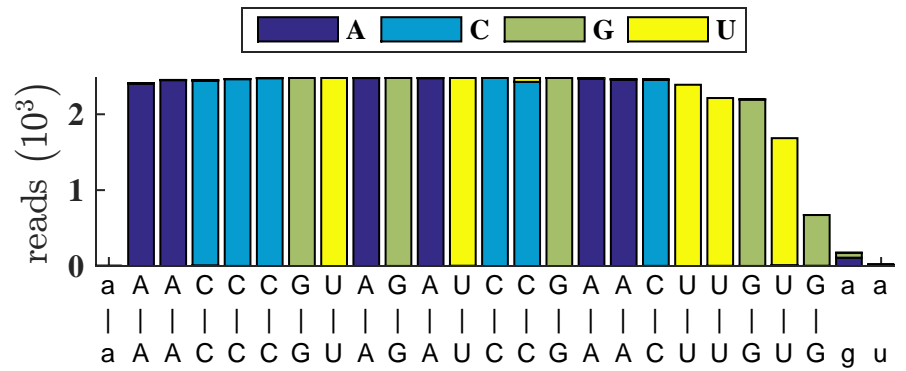

○ Paired    ○ Unpaired    ○ Mature sequence

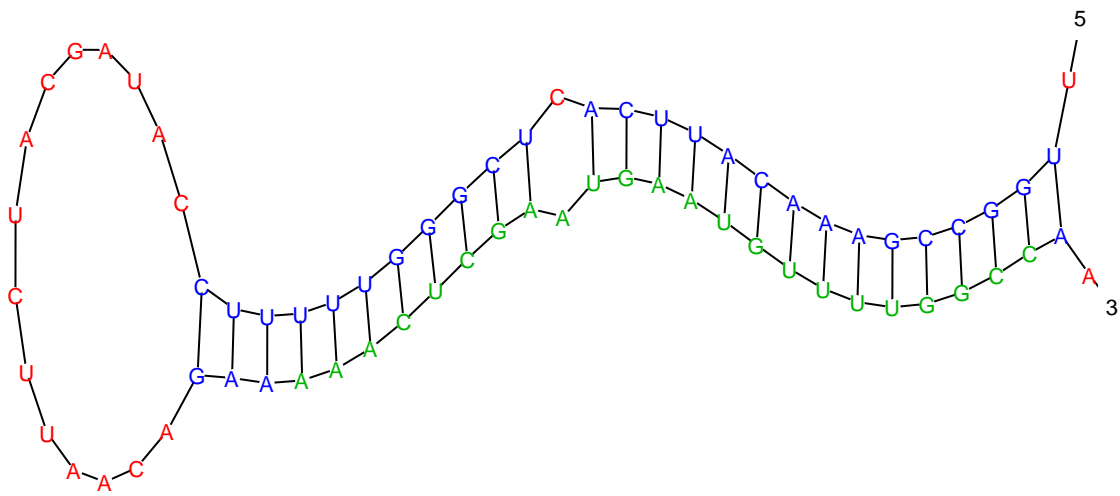

miRNA: bta-miR-2284t-3p  
 Stem loop (UMD3.1): chr15:39162246-39162316  
 Mature (UMD3.1): chr15:39162248-39162270  
 Mature seq len: 23  
 Total raw counts (9 samples): 537  
 Average raw counts: 60  
 Strand: Reverse  
 Orientation: 3p  
 Minimum free energy: -36.70

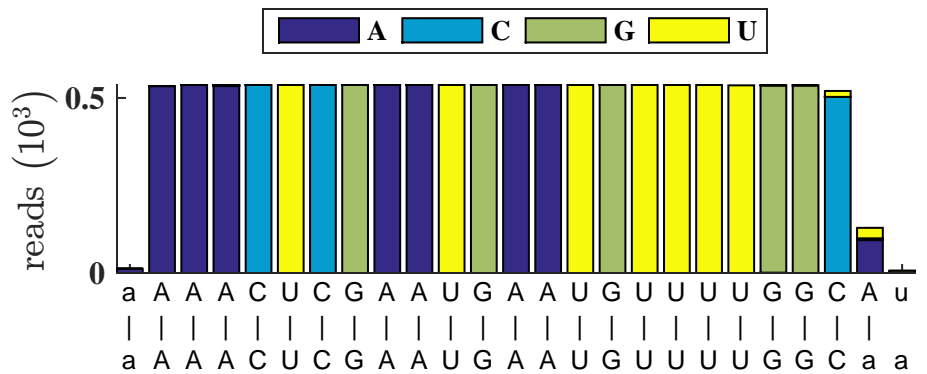

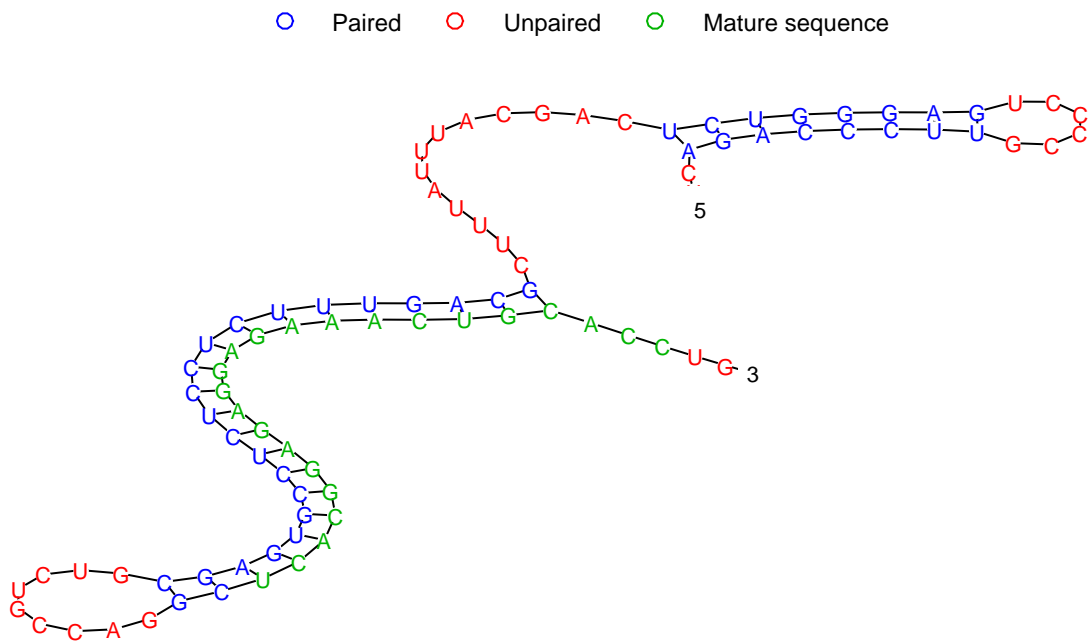

miRNA: bta-miR-6518  
 Stem loop (UMD3.1): chr15:42911482-42911576  
 Mature (UMD3.1): chr15:42911552-42911574  
 Mature seq len: 23  
 Total raw counts (9 samples): 2041  
 Average raw counts: 227  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -57.90

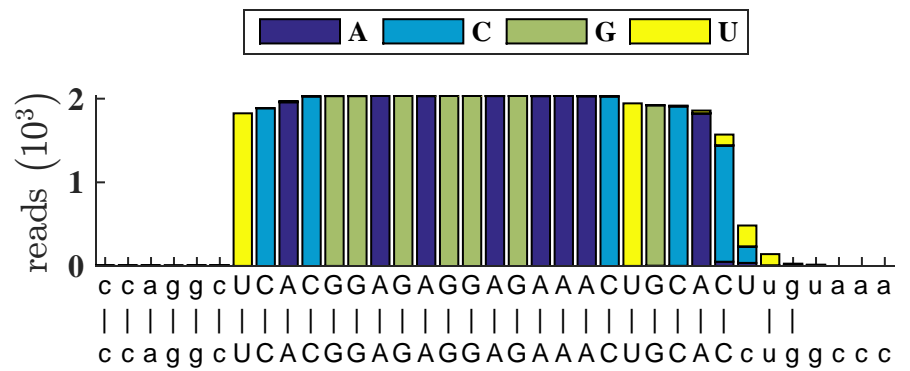

○ Paired    ○ Unpaired    ○ Mature sequence

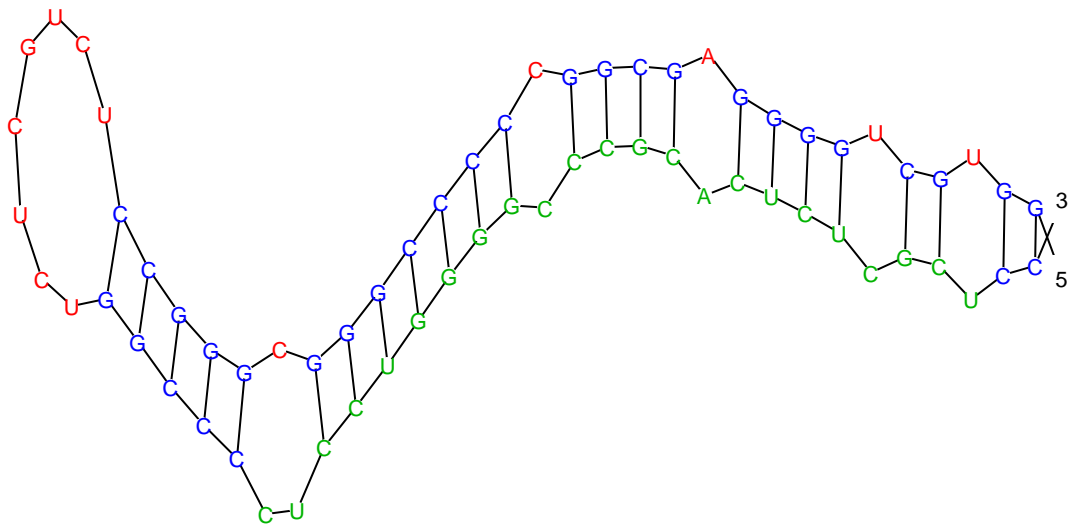

miRNA: bta-miR-1343-3p  
 Stem loop (UMD3.1): chr15:66264854-66264920  
 Mature (UMD3.1): chr15:66264896-66264918  
 Mature seq len: 23  
 Total raw counts (9 samples): 1265  
 Average raw counts: 141  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -43.30

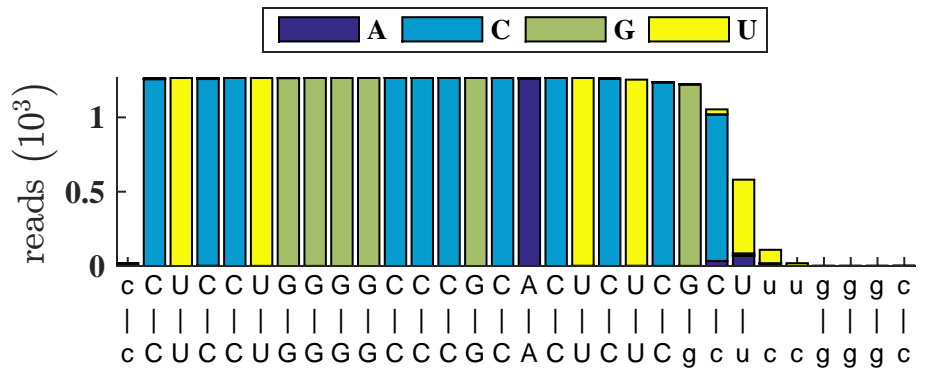

○ Paired    ○ Unpaired    ○ Mature sequence

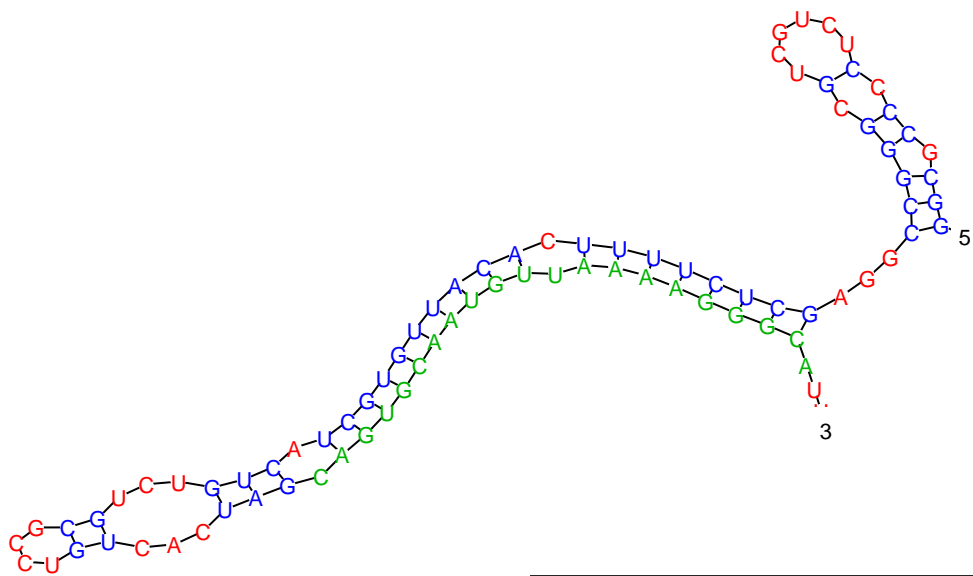

miRNA: bta-miR-130a  
 Stem loop (UMD3.1): chr15:82197701-82197787  
 Mature (UMD3.1): chr15:82197765-82197785  
 Mature seq len: 21  
 Total raw counts (9 samples): 58124  
 Average raw counts: 6459  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -30.90

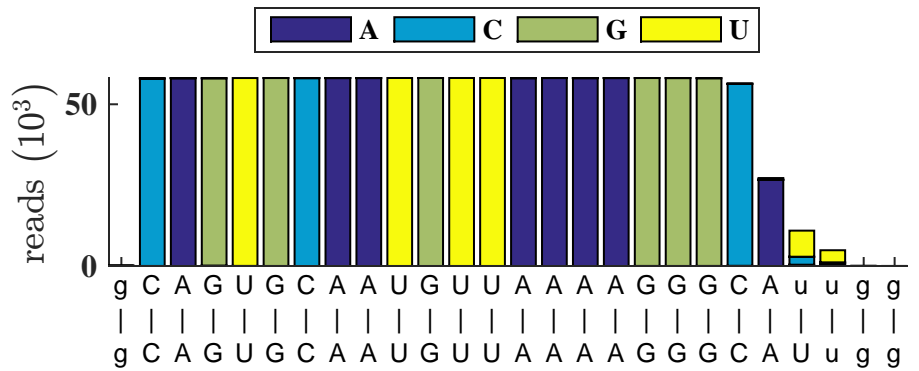

○ Paired    ○ Unpaired    ○ Mature sequence

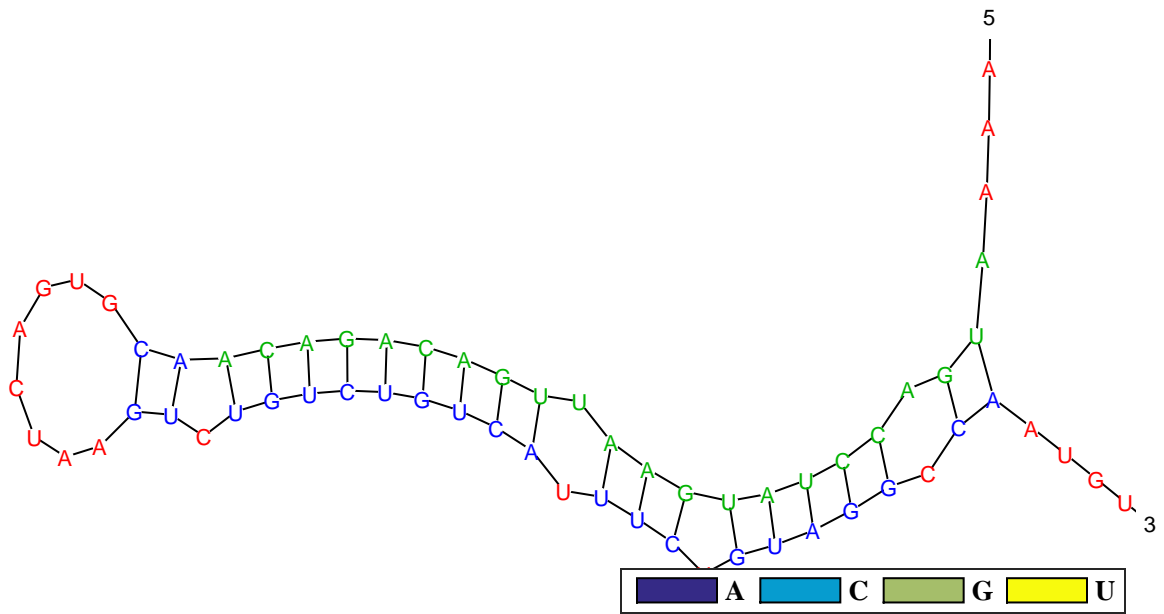

miRNA: bta-miR-215  
 Stem loop (UMD3.1): chr16:24305744-24305807  
 Mature (UMD3.1): chr16:24305783-24305804  
 Mature seq len: 22  
 Total raw counts (9 samples): 5053  
 Average raw counts: 562  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -23.40

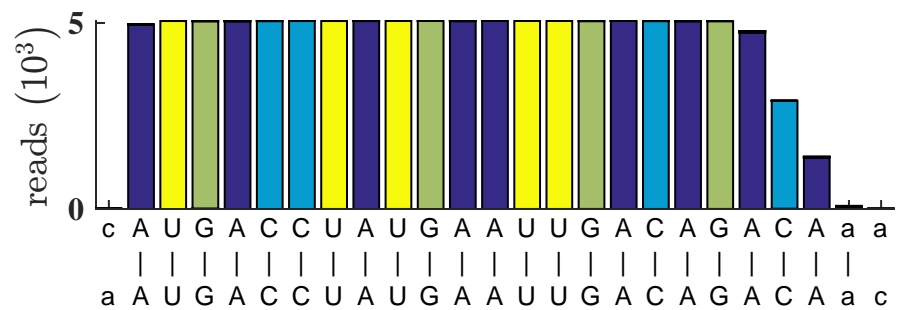

○ Paired    ○ Unpaired    ○ Mature sequence

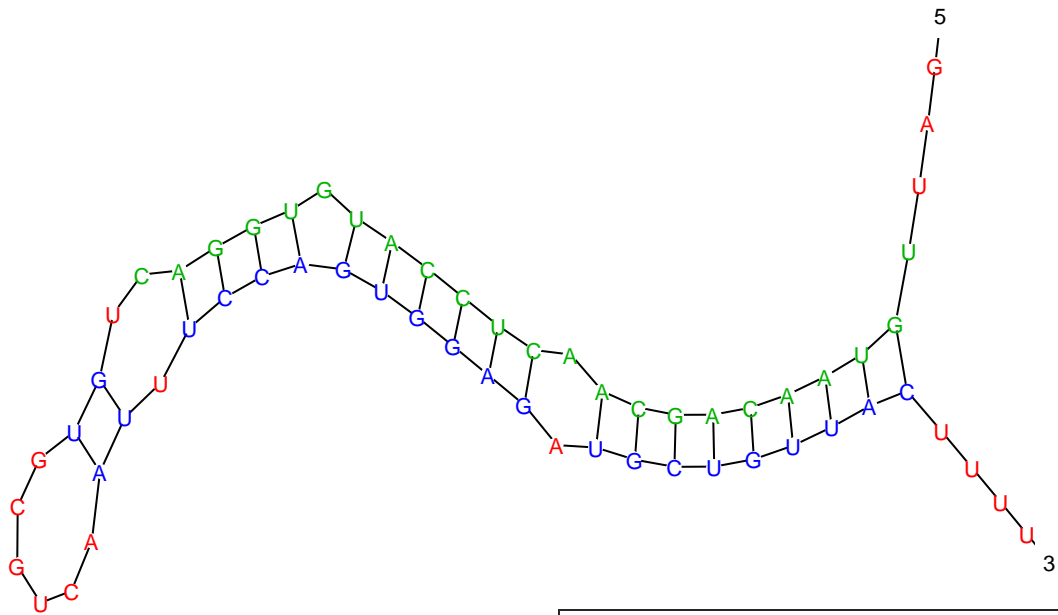

miRNA: bta-miR-194  
 Stem loop (UMD3.1): chr16:24306042-24306103  
 Mature (UMD3.1): chr16:24306078-24306100  
 Mature seq len: 23  
 Total raw counts (9 samples): 575  
 Average raw counts: 64  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -26.70

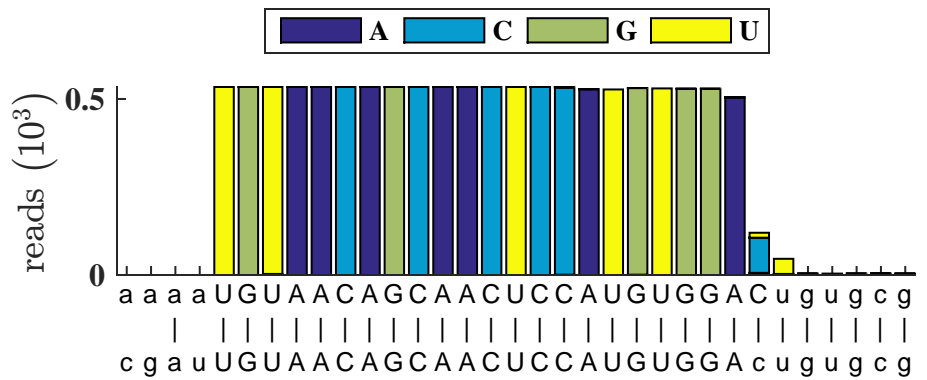

○ Paired    ○ Unpaired    ○ Mature sequence

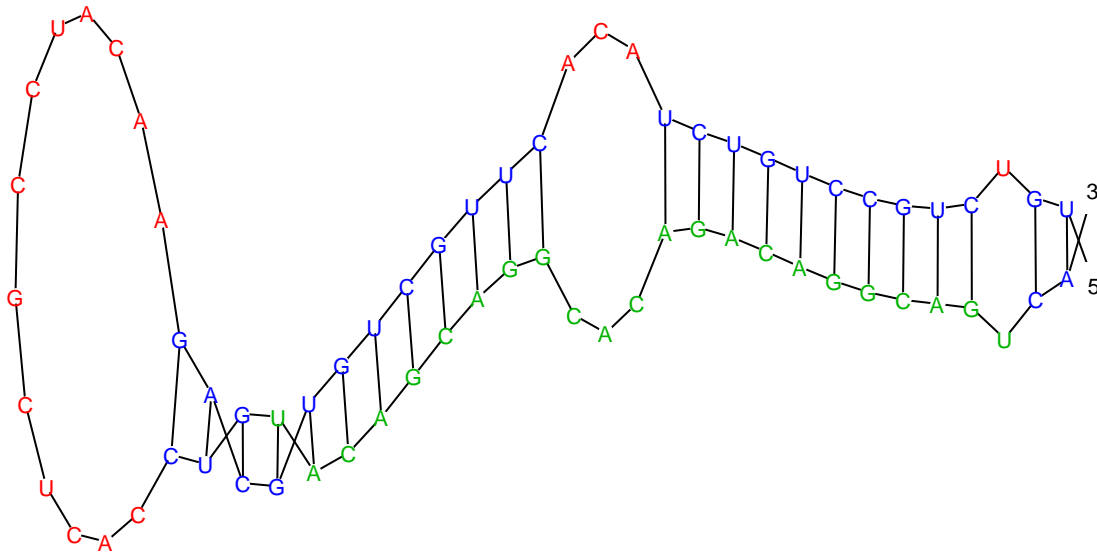

miRNA: bta-miR-214  
 Stem loop (UMD3.1): chr16:40485823-40485891  
 Mature (UMD3.1): chr16:40485825-40485847  
 Mature seq len: 23  
 Total raw counts (9 samples): 657  
 Average raw counts: 73  
 Strand: Reverse  
 Orientation: 3p  
 Minimum free energy: -38.30

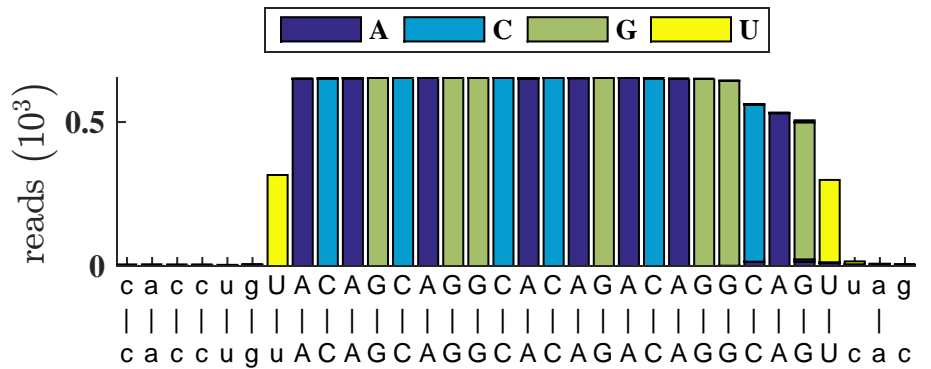

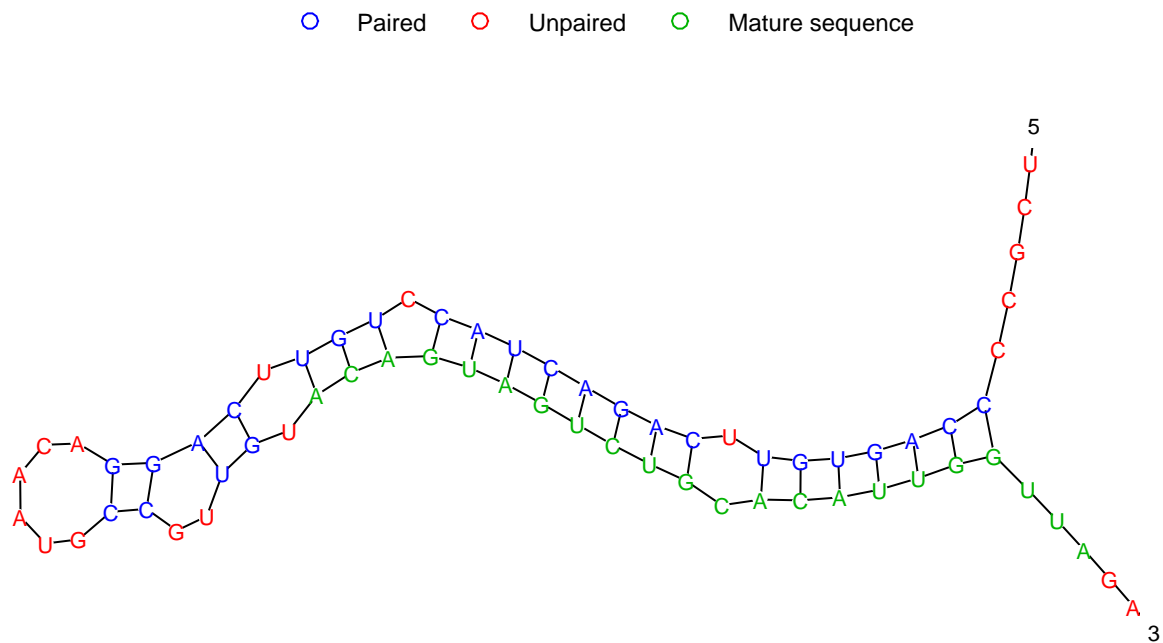

miRNA: bta-miR-199a-3p  
 Stem loop (UMD3.1): chr16:40491613-40491679  
 Mature (UMD3.1): chr16:40491615-40491636  
 Mature seq len: 22  
 Total raw counts (9 samples): 6261  
 Average raw counts: 696  
 Strand: Reverse  
 Orientation: 3p  
 Minimum free energy: -25.30

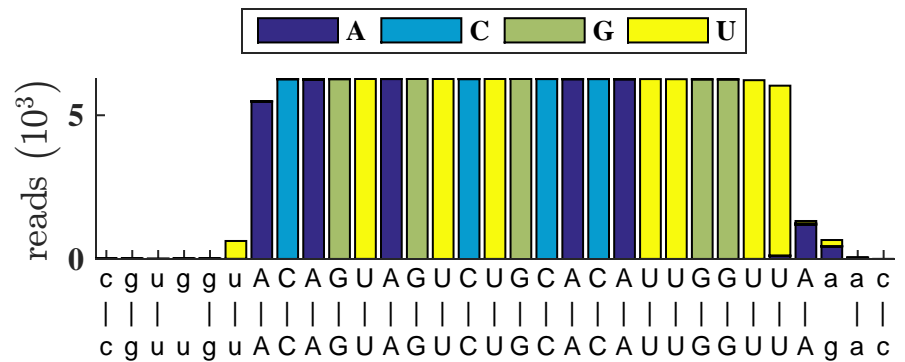

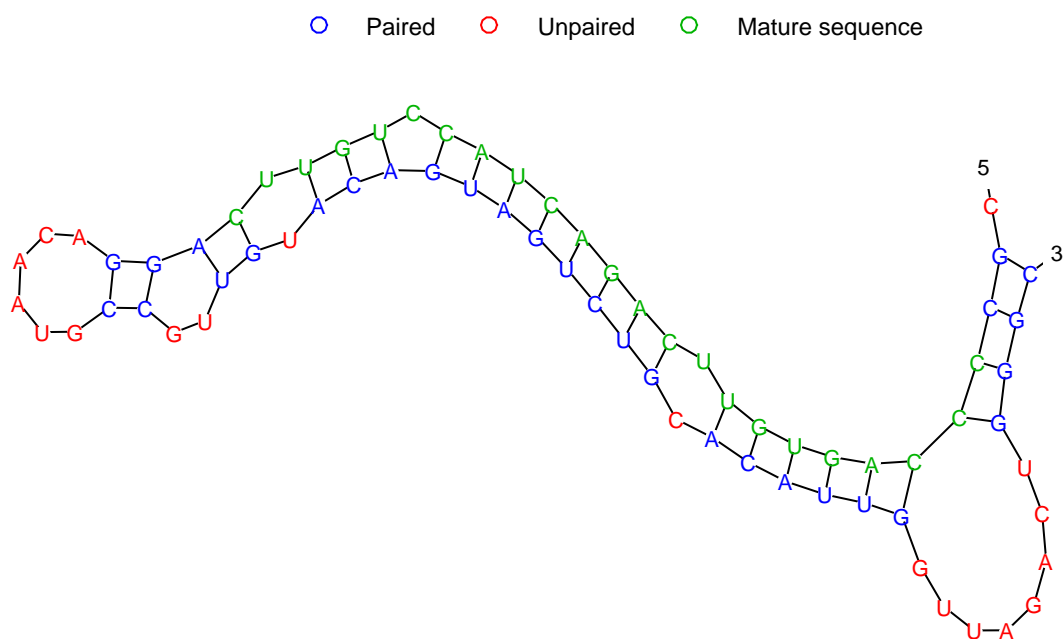

miRNA: bta-miR-199a-5p

Stem loop (UMD3.1): chr16:40491607-40491678

Mature (UMD3.1): chr16:40491653-40491675

Mature seq len: 23

Total raw counts (9 samples): 747

Average raw counts: 83

Strand: Reverse

Orientation: 5p

Minimum free energy: -26.60

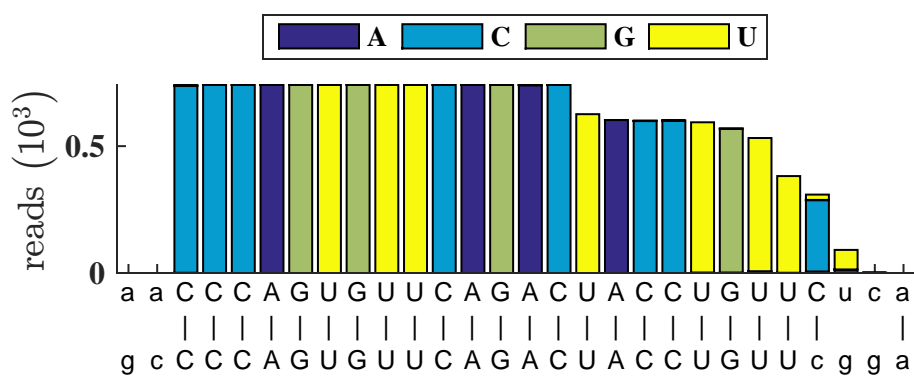

○ Paired    ○ Unpaired    ○ Mature sequence

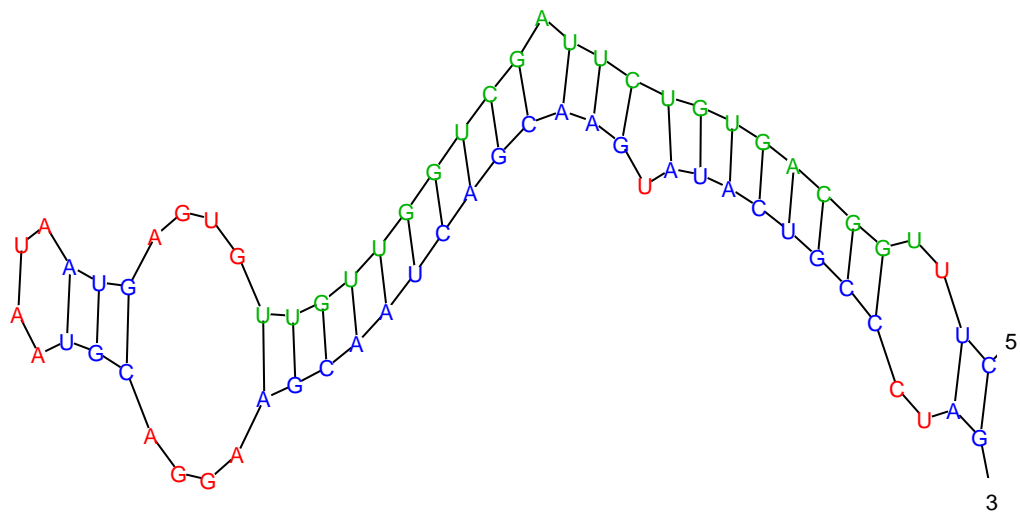

miRNA: bta-miR-34a  
 Stem loop (UMD3.1): chr16:45197408-45197477  
 Mature (UMD3.1): chr16:45197411-45197433  
 Mature seq len: 23  
 Total raw counts (9 samples): 530  
 Average raw counts: 59  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -29.10

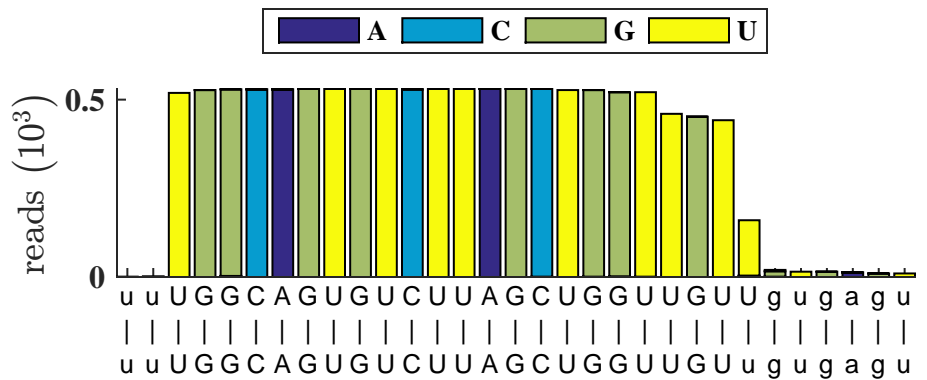

○ Paired    ○ Unpaired    ○ Mature sequence

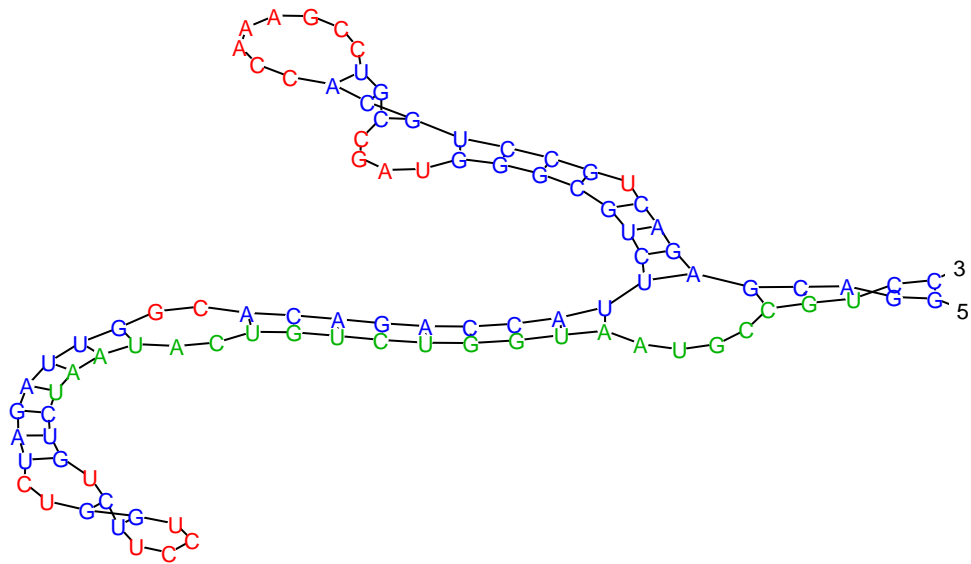

miRNA: bta-miR-429  
 Stem loop (UMD3.1): chr16:52520098-52520193  
 Mature (UMD3.1): chr16:52520100-52520121  
 Mature seq len: 22  
 Total raw counts (9 samples): 1159  
 Average raw counts: 129  
 Strand: Reverse  
 Orientation: 3p  
 Minimum free energy: -34.50

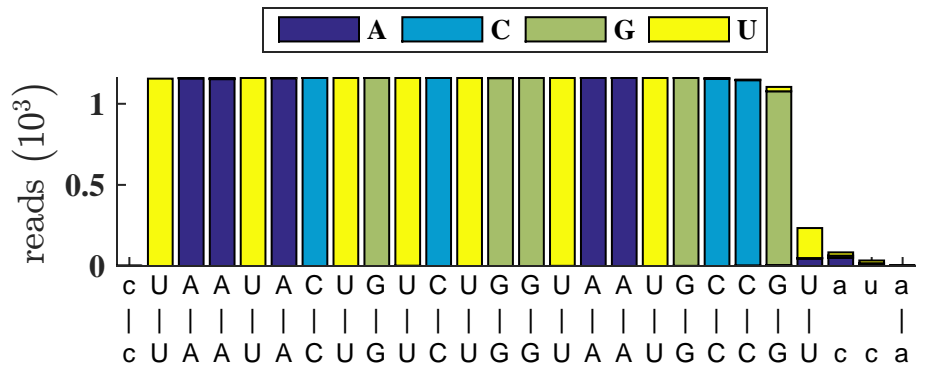

○ Paired    ○ Unpaired    ○ Mature sequence

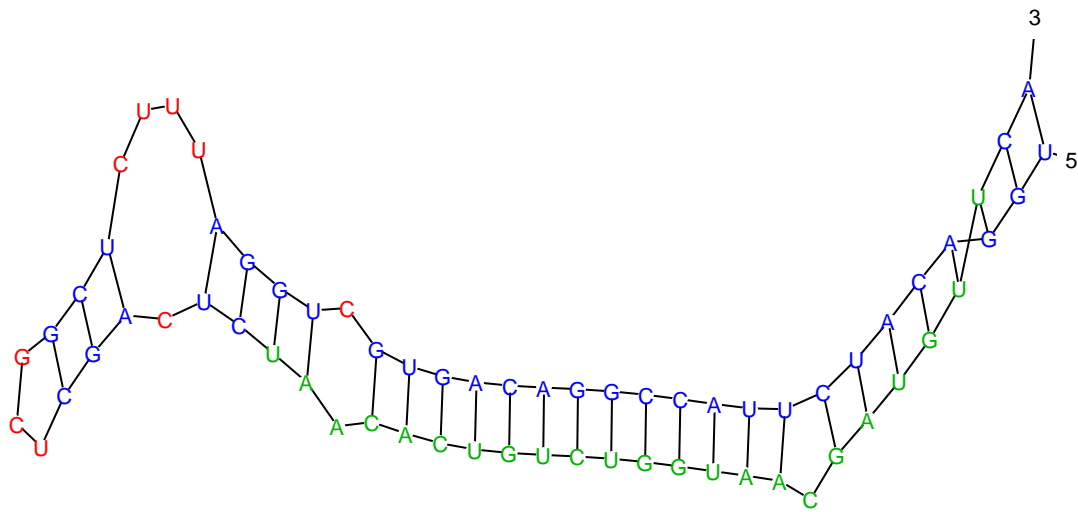

miRNA: bta-miR-200a  
 Stem loop (UMD3.1): chr16:52521334-52521400  
 Mature (UMD3.1): chr16:52521336-52521358  
 Mature seq len: 23  
 Total raw counts (9 samples): 852  
 Average raw counts: 95  
 Strand: Reverse  
 Orientation: 3p  
 Minimum free energy: -33.30

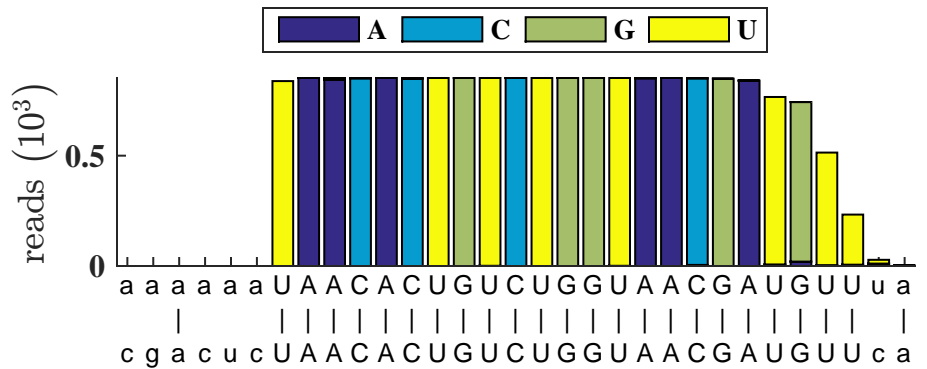

○ Paired    ○ Unpaired    ○ Mature sequence

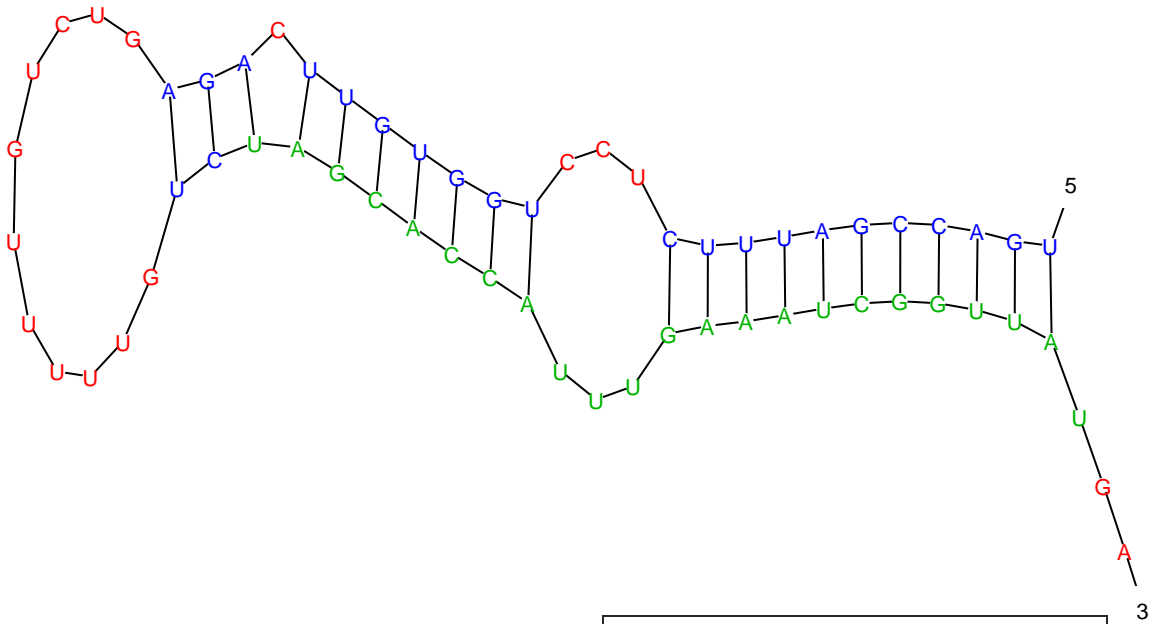

miRNA: bta-miR-29c  
 Stem loop (UMD3.1): chr16:77478608-77478670  
 Mature (UMD3.1): chr16:77478646-77478668  
 Mature seq len: 23  
 Total raw counts (9 samples): 2833  
 Average raw counts: 315  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -25.20

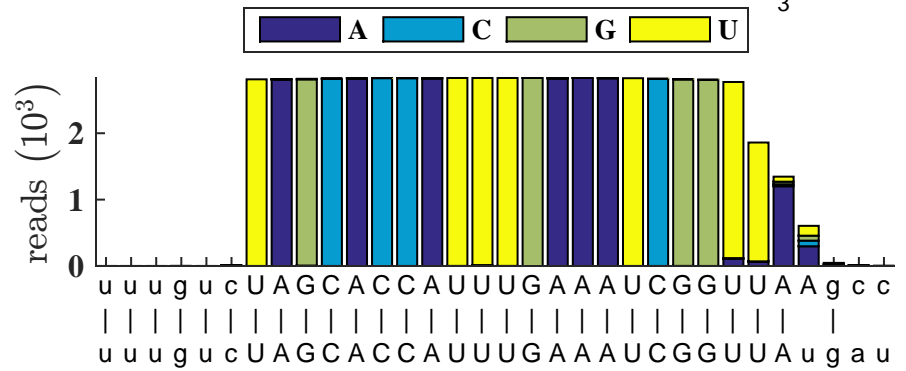

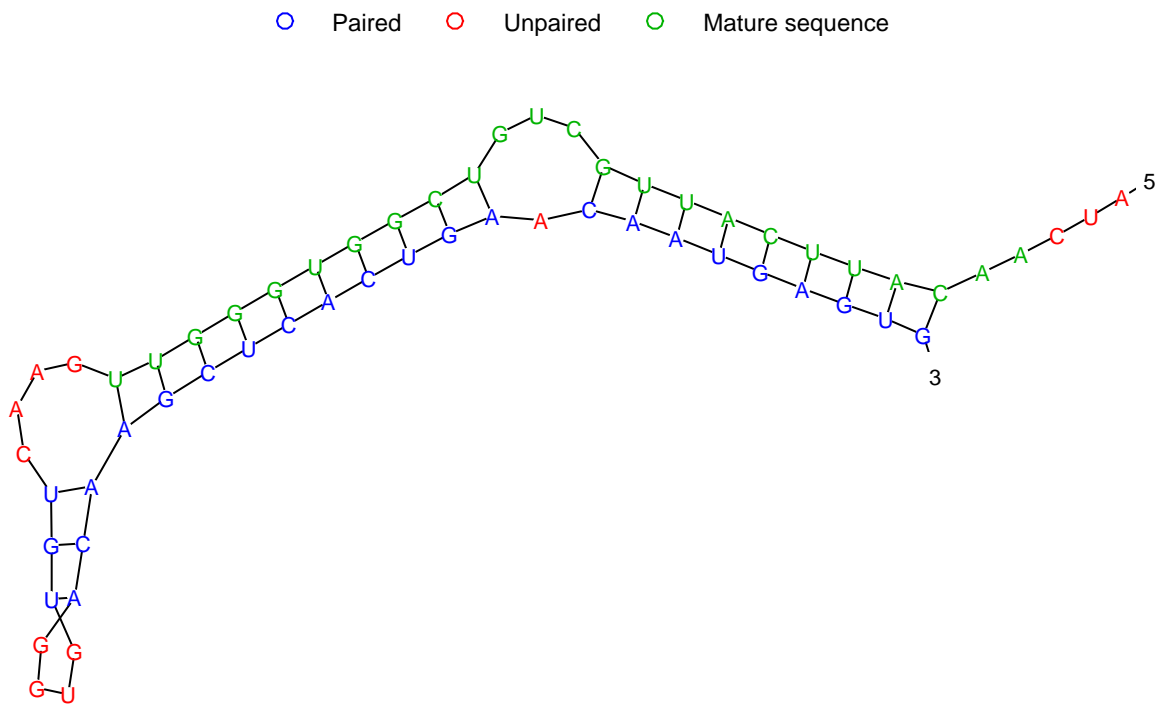

miRNA: bta-miR-181b  
 Stem loop (UMD3.1): chr16:79685777-79685837  
 Mature (UMD3.1): chr16:79685811-79685834  
 Mature seq len: 24  
 Total raw counts (9 samples): 5958  
 Average raw counts: 662  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -22.70

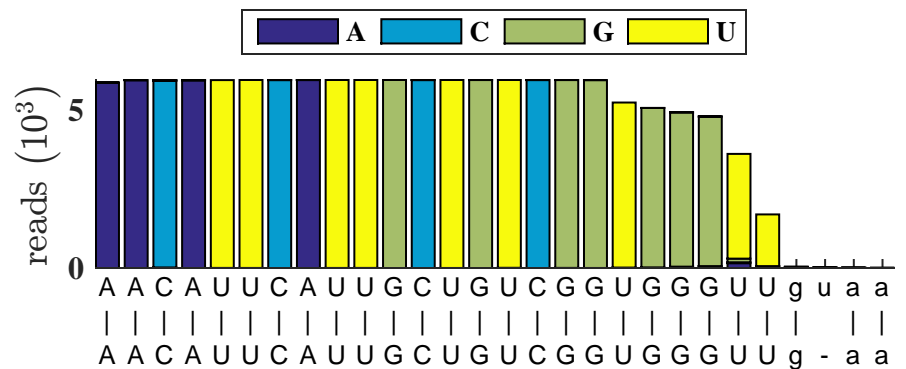

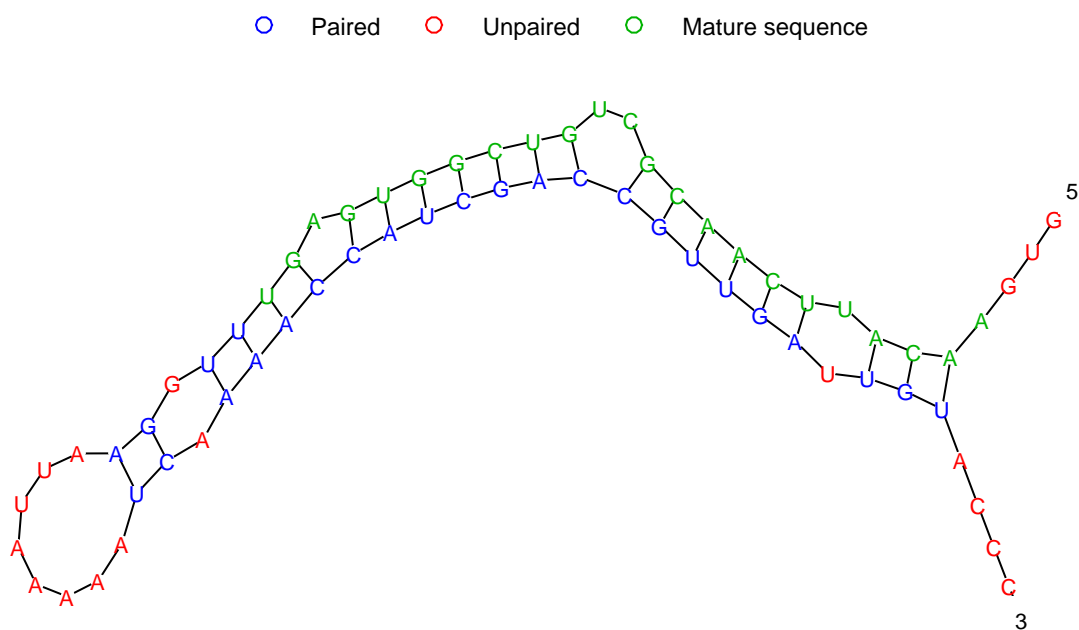

miRNA: bta-miR-181a  
 Stem loop (UMD3.1): chr16:79685955-79686021  
 Mature (UMD3.1): chr16:79685996-79686018  
 Mature seq len: 23  
 Total raw counts (9 samples): 40493  
 Average raw counts: 4500  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -22.30

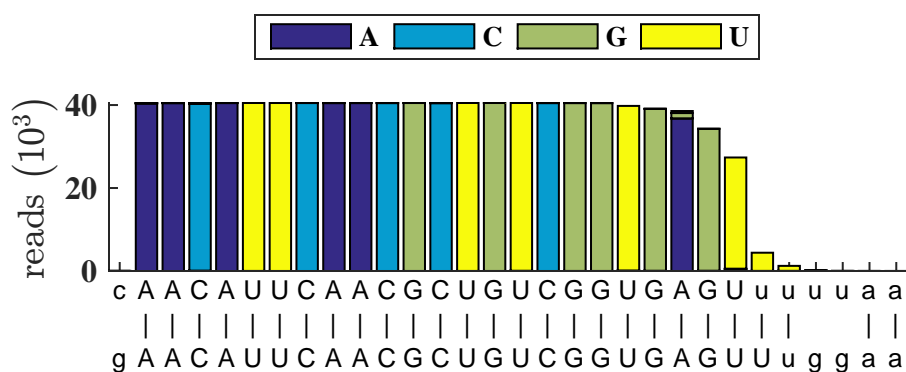

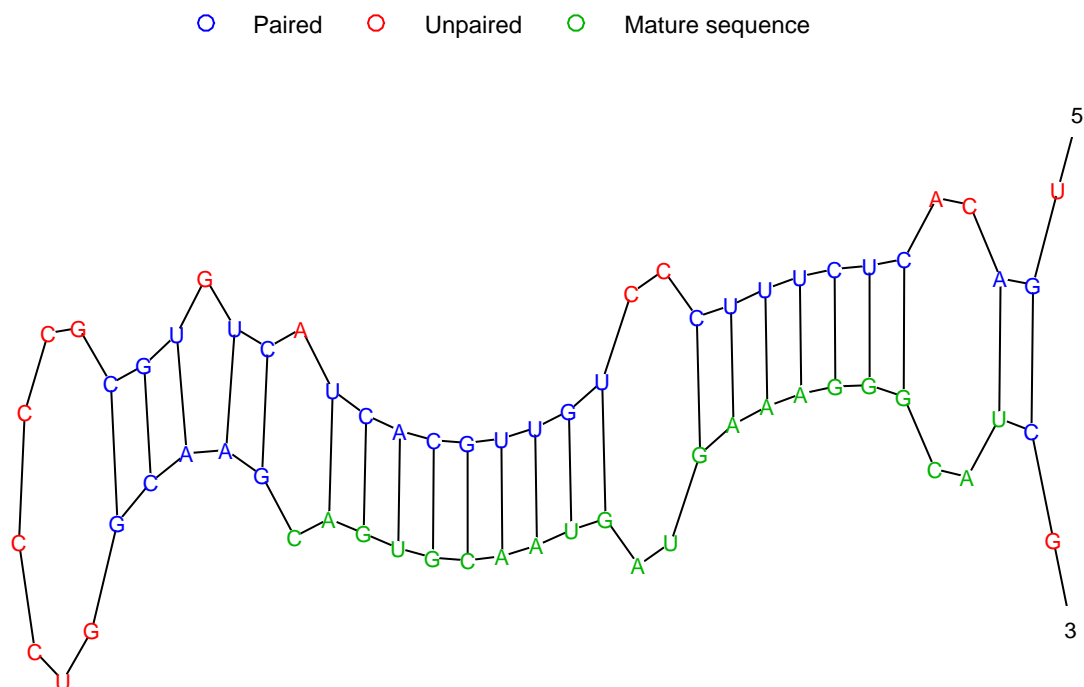

miRNA: bta-miR-130b  
 Stem loop (UMD3.1): chr17:74100547-74100612  
 Mature (UMD3.1): chr17:74100549-74100570  
 Mature seq len: 22  
 Total raw counts (9 samples): 2183  
 Average raw counts: 243  
 Strand: Reverse  
 Orientation: 3p  
 Minimum free energy: -23.60

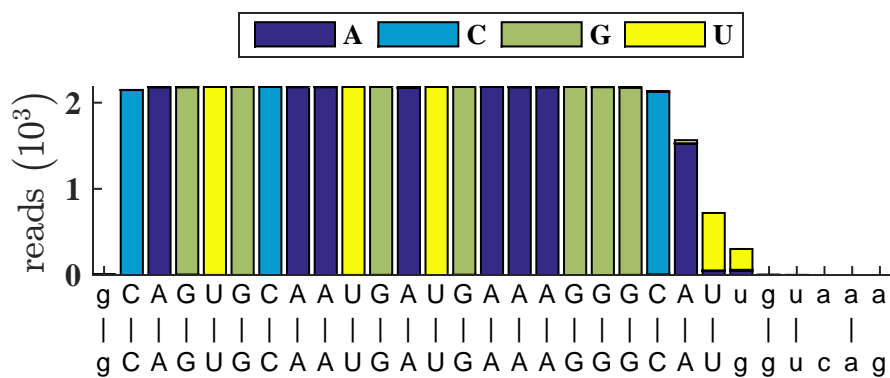

○ Paired    ○ Unpaired    ○ Mature sequence

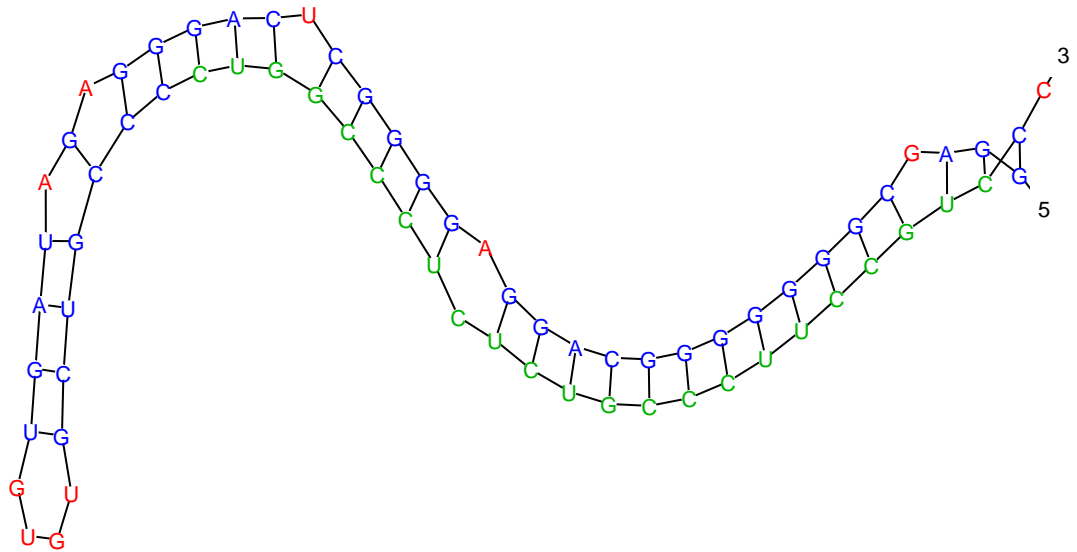

miRNA: bta-miR-328  
 Stem loop (UMD3.1): chr18:34957617-34957687  
 Mature (UMD3.1): chr18:34957619-34957641  
 Mature seq len: 23  
 Total raw counts (9 samples): 955  
 Average raw counts: 107  
 Strand: Reverse  
 Orientation: 3p  
 Minimum free energy: -49.40

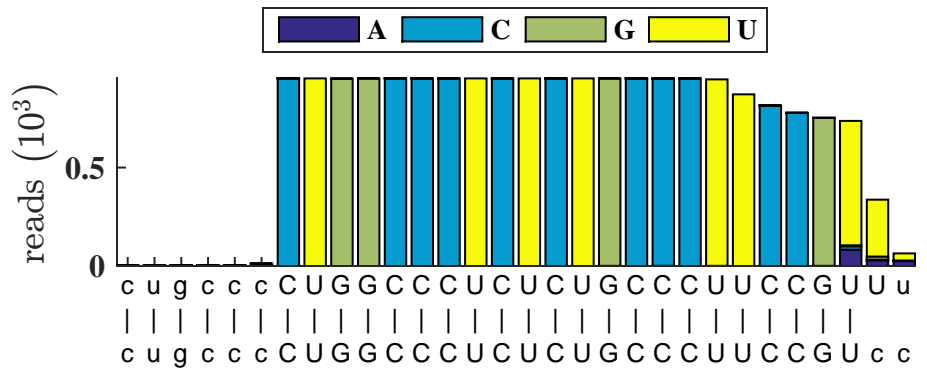

○ Paired    ○ Unpaired    ○ Mature sequence

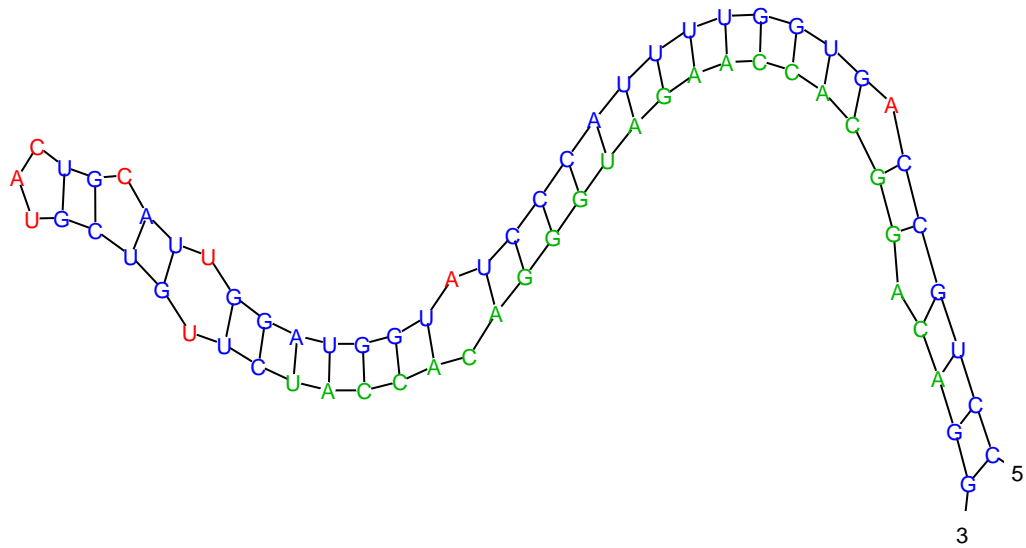

miRNA: bta-miR-140  
 Stem loop (UMD3.1): chr18:37088148-37088217  
 Mature (UMD3.1): chr18:37088192-37088215  
 Mature seq len: 24  
 Total raw counts (9 samples): 42829  
 Average raw counts: 4759  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -39.10

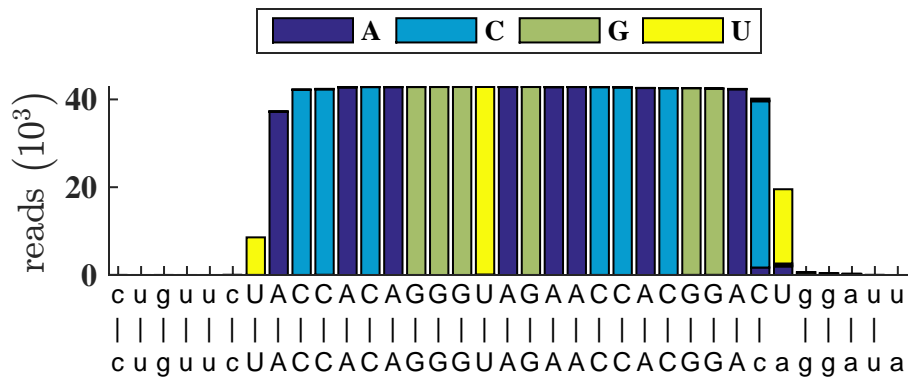

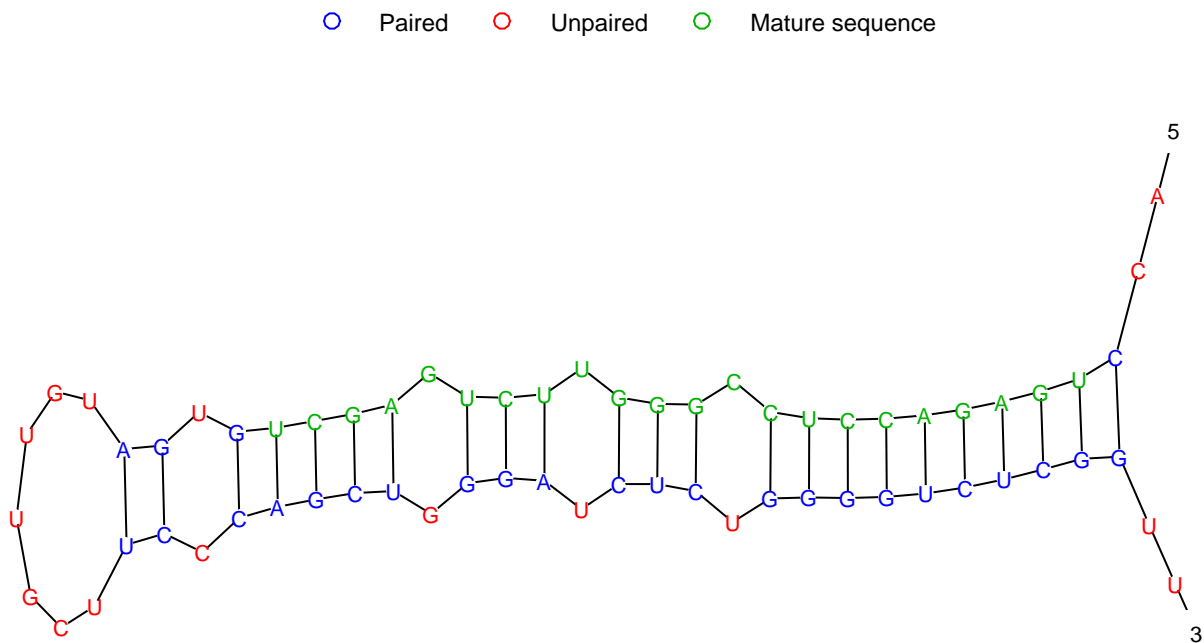

miRNA: bta-miR-769  
 Stem loop (UMD3.1): chr18:53945903-53945967  
 Mature (UMD3.1): chr18:53945906-53945927  
 Mature seq len: 22  
 Total raw counts (9 samples): 7460  
 Average raw counts: 829  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -34.70

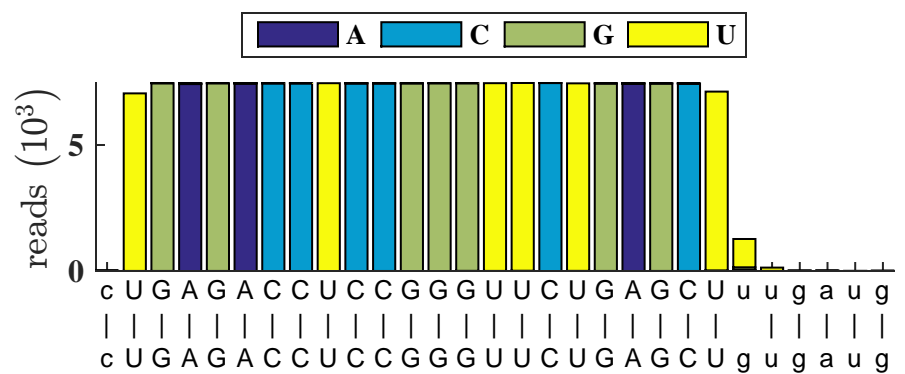

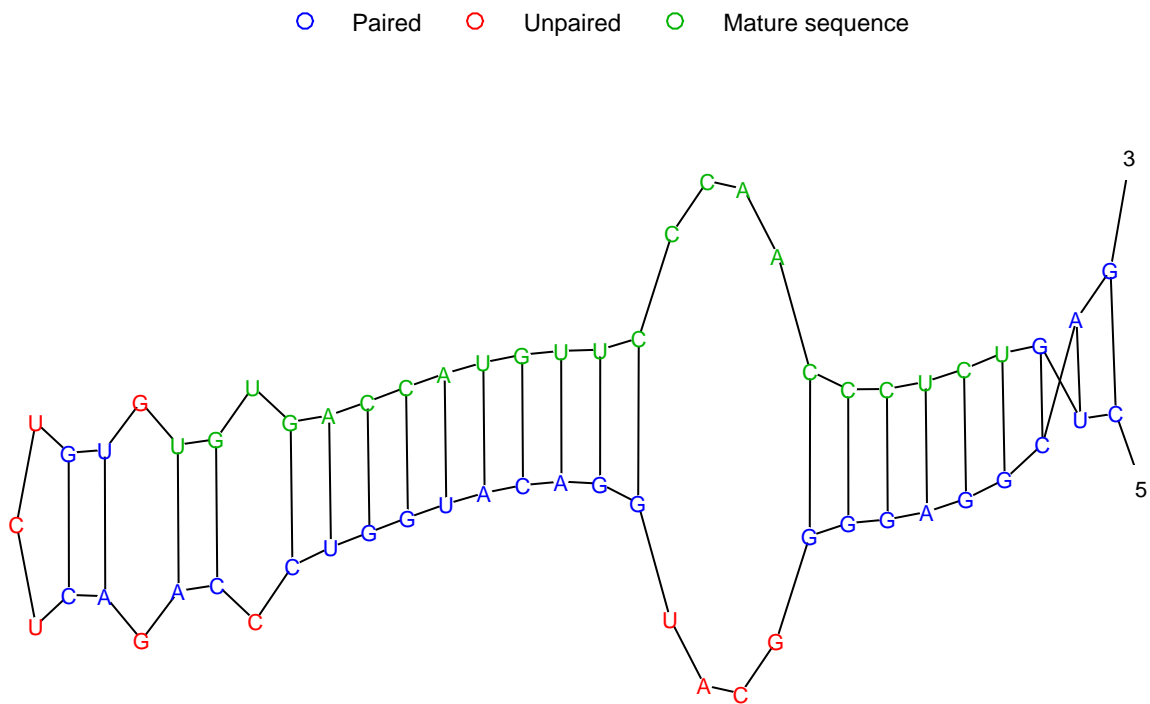

miRNA: bta-miR-150  
 Stem loop (UMD3.1): chr18:56407865-56407925  
 Mature (UMD3.1): chr18:56407900-56407922  
 Mature seq len: 23  
 Total raw counts (9 samples): 673  
 Average raw counts: 75  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -34.80

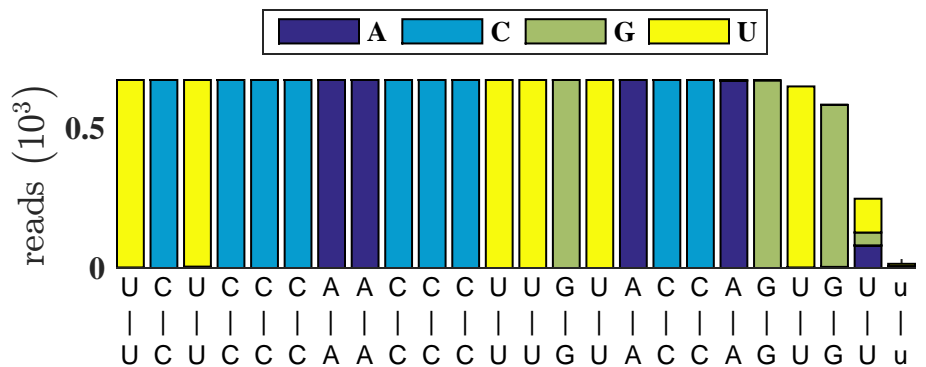

○ Paired    ○ Unpaired    ○ Mature sequence

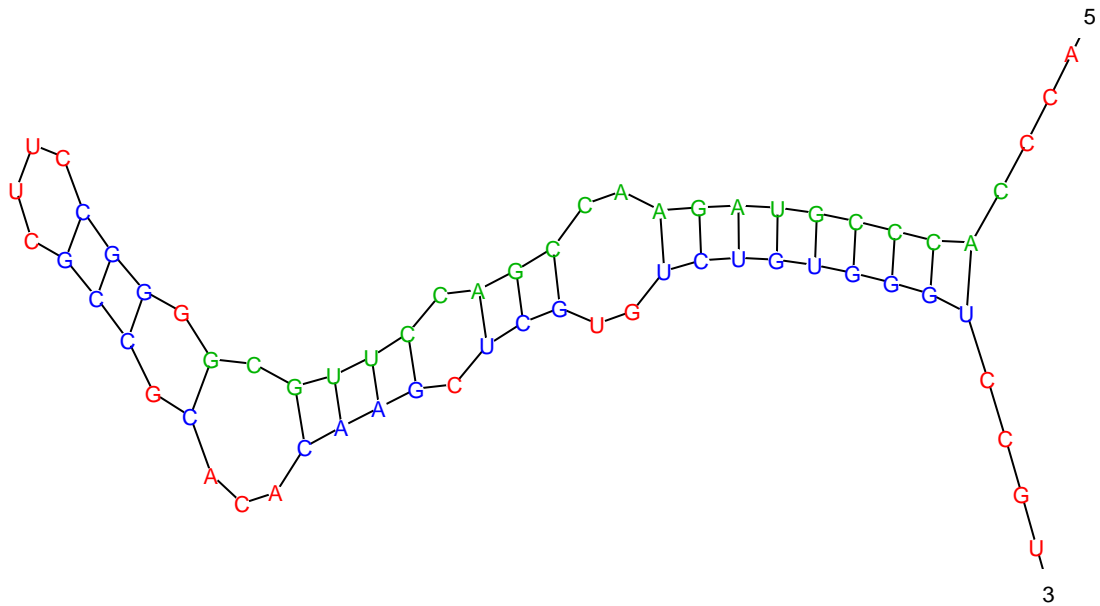

miRNA: bta-miR-99b  
 Stem loop (UMD3.1): chr18:58014871-58014934  
 Mature (UMD3.1): chr18:58014874-58014895  
 Mature seq len: 22  
 Total raw counts (9 samples): 74998  
 Average raw counts: 8334  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -23.40

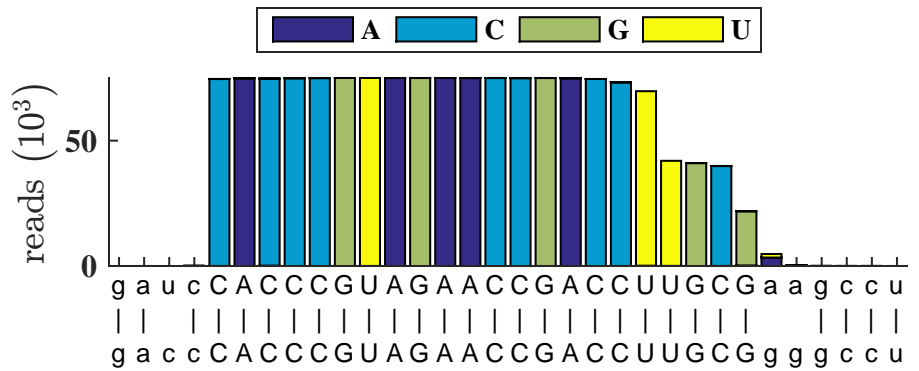

○ Paired    ○ Unpaired    ○ Mature sequence

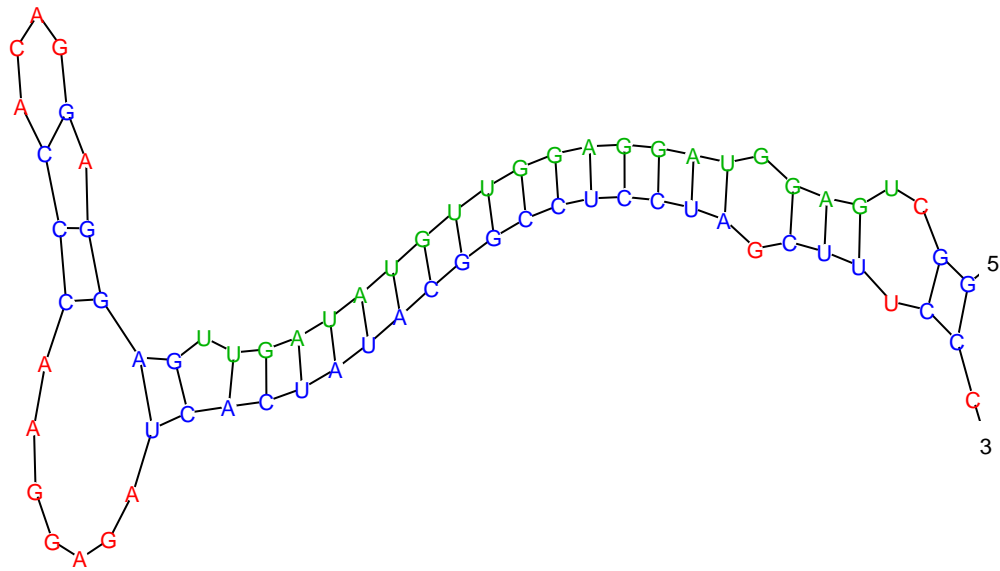

miRNA: bta-let-7e  
 Stem loop (UMD3.1): chr18:58015040-58015110  
 Mature (UMD3.1): chr18:58015043-58015064  
 Mature seq len: 22  
 Total raw counts (9 samples): 43765  
 Average raw counts: 4863  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -31.10

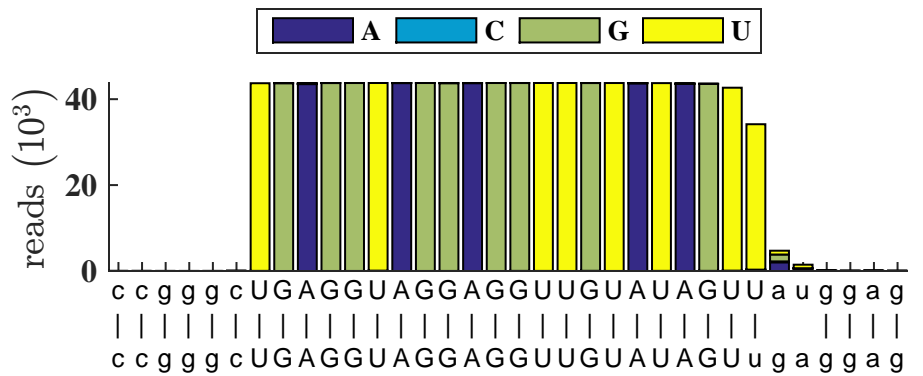

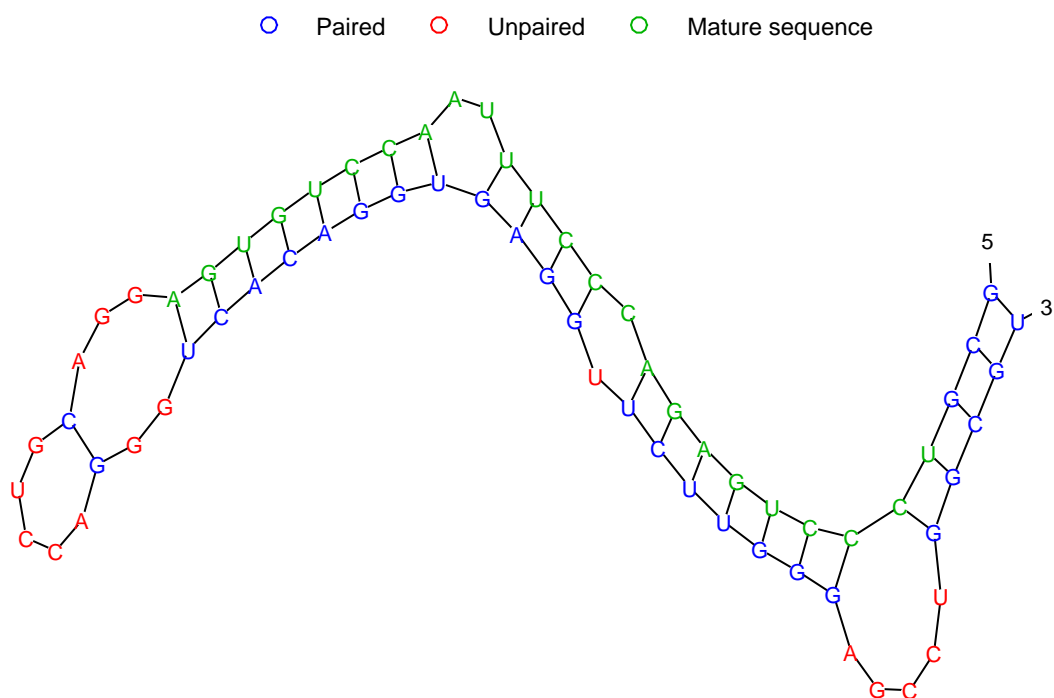

miRNA: bta-miR-125a  
 Stem loop (UMD3.1): chr18:58015546-58015614  
 Mature (UMD3.1): chr18:58015549-58015572  
 Mature seq len: 24  
 Total raw counts (9 samples): 58910  
 Average raw counts: 6546  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -28.60

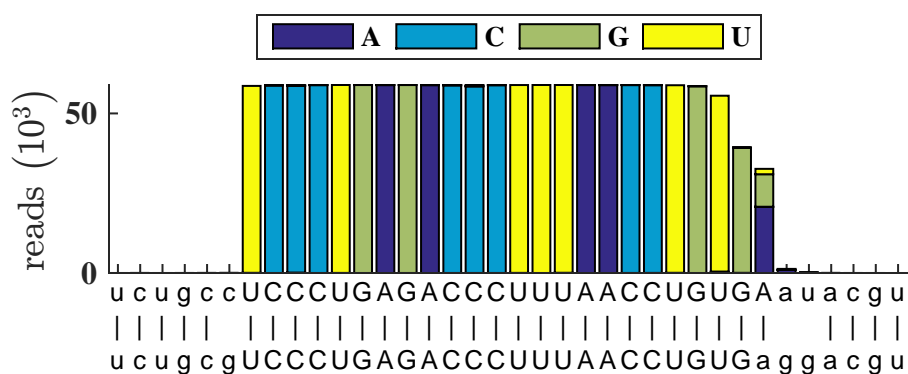

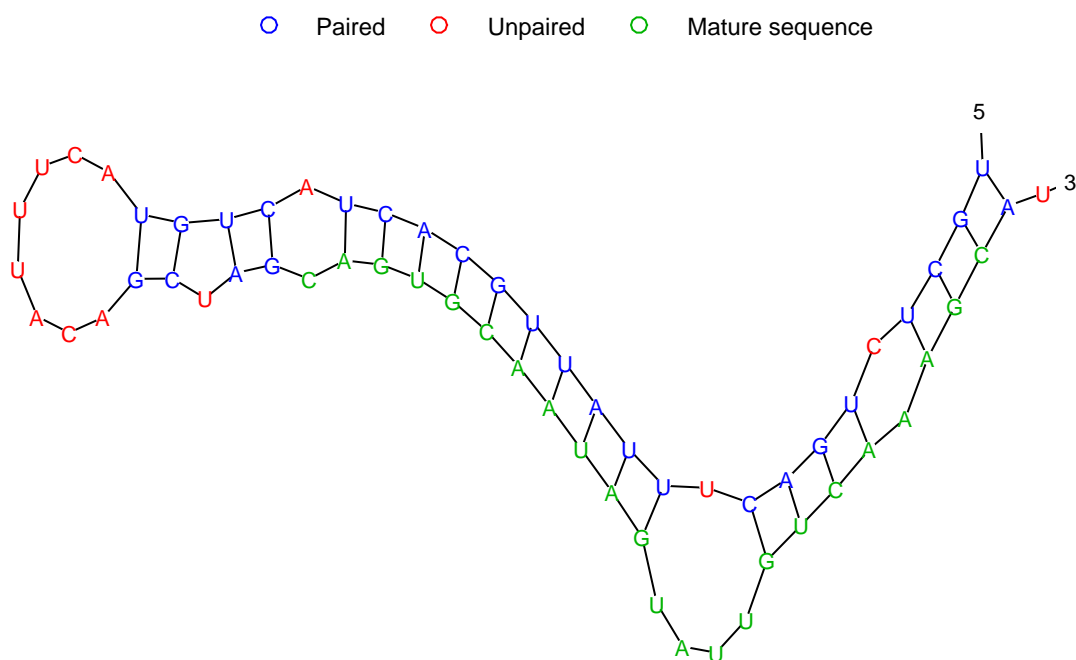

miRNA: bta-miR-301a  
 Stem loop (UMD3.1): chr19:10349516-10349578  
 Mature (UMD3.1): chr19:10349518-10349540  
 Mature seq len: 23  
 Total raw counts (9 samples): 9196  
 Average raw counts: 1022  
 Strand: Reverse  
 Orientation: 3p  
 Minimum free energy: -20.50

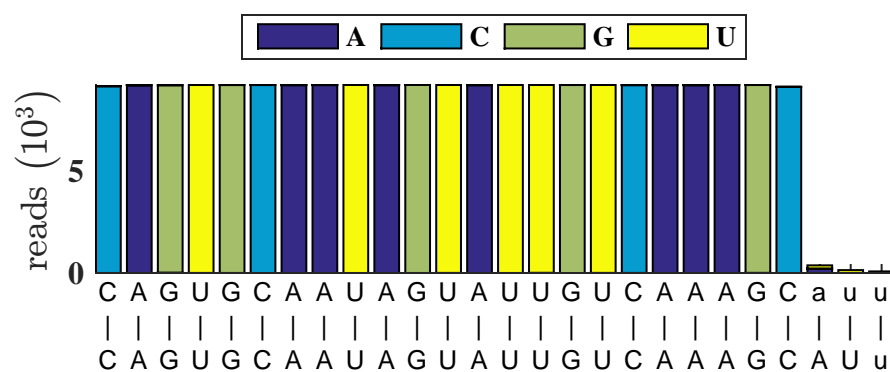

○ Paired    ○ Unpaired    ○ Mature sequence

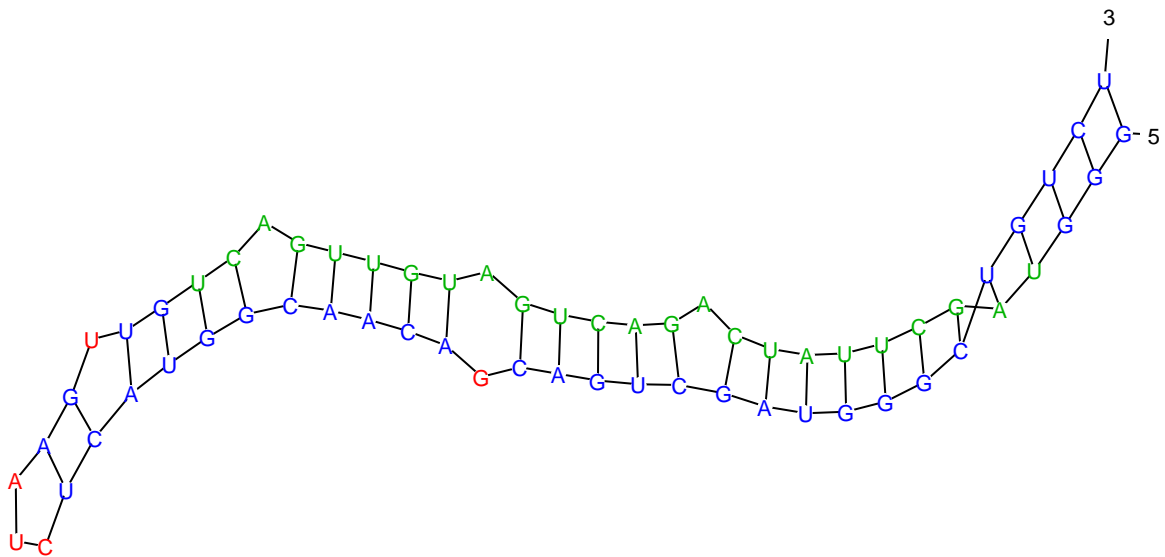

miRNA: bta-miR-21-5p

Stem loop (UMD3.1): chr19:11033076-11033139

Mature (UMD3.1): chr19:11033079-11033102

Mature seq len: 24

Total raw counts (9 samples): 170322

Average raw counts: 18925

Strand: Forward

Orientation: 5p

Minimum free energy: -26.50

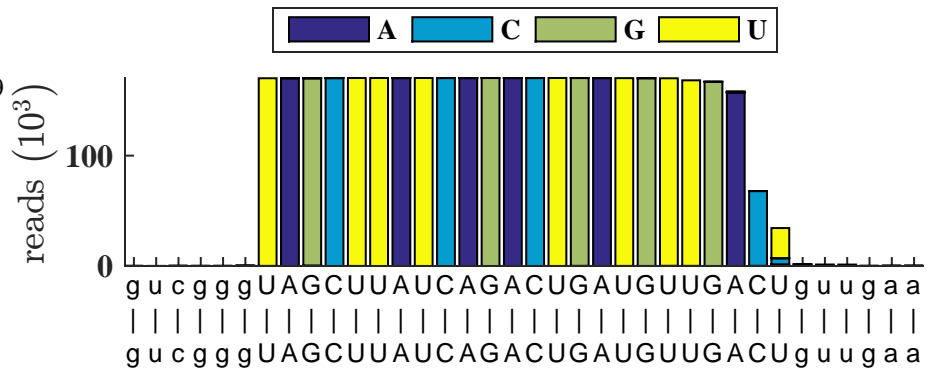

○ Paired    ○ Unpaired    ○ Mature sequence

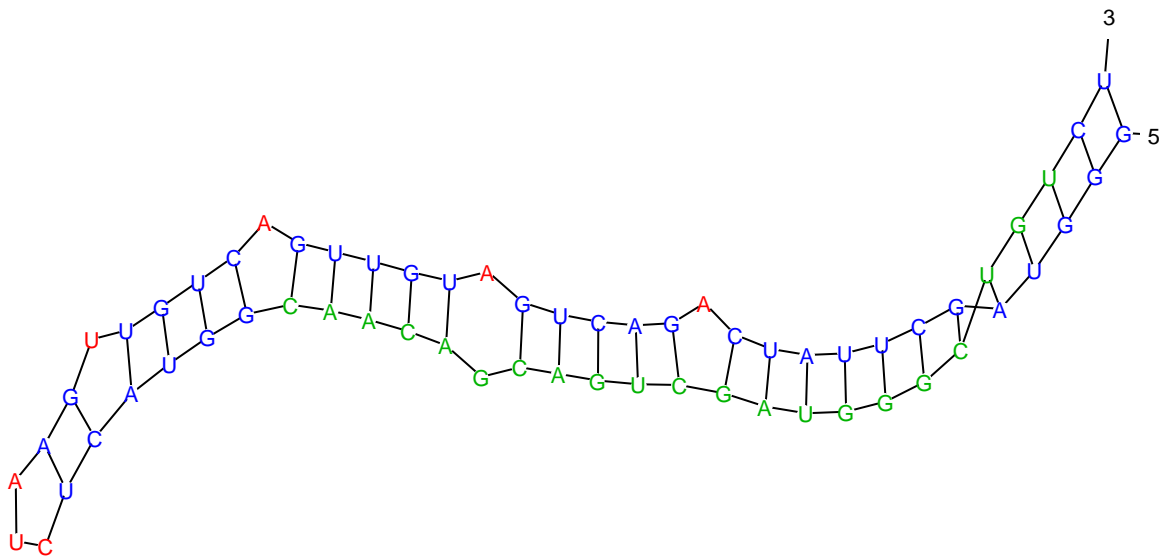

miRNA: bta-miR-21-3p  
 Stem loop (UMD3.1): chr19:11033076-11033139  
 Mature (UMD3.1): chr19:11033117-11033137  
 Mature seq len: 21  
 Total raw counts (9 samples): 4413  
 Average raw counts: 491  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -26.50

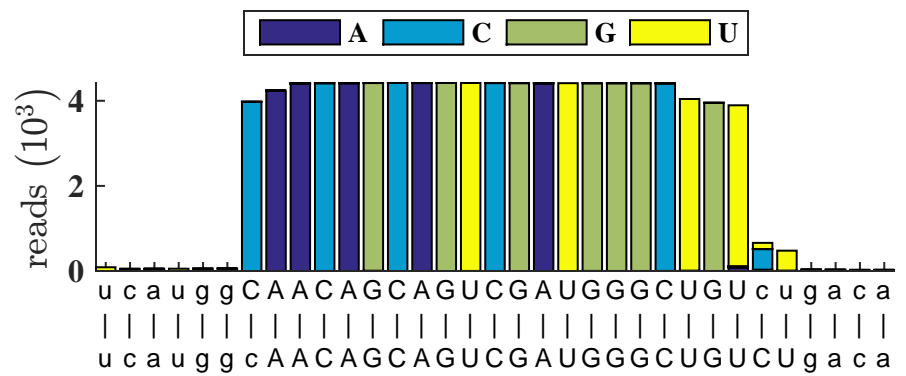

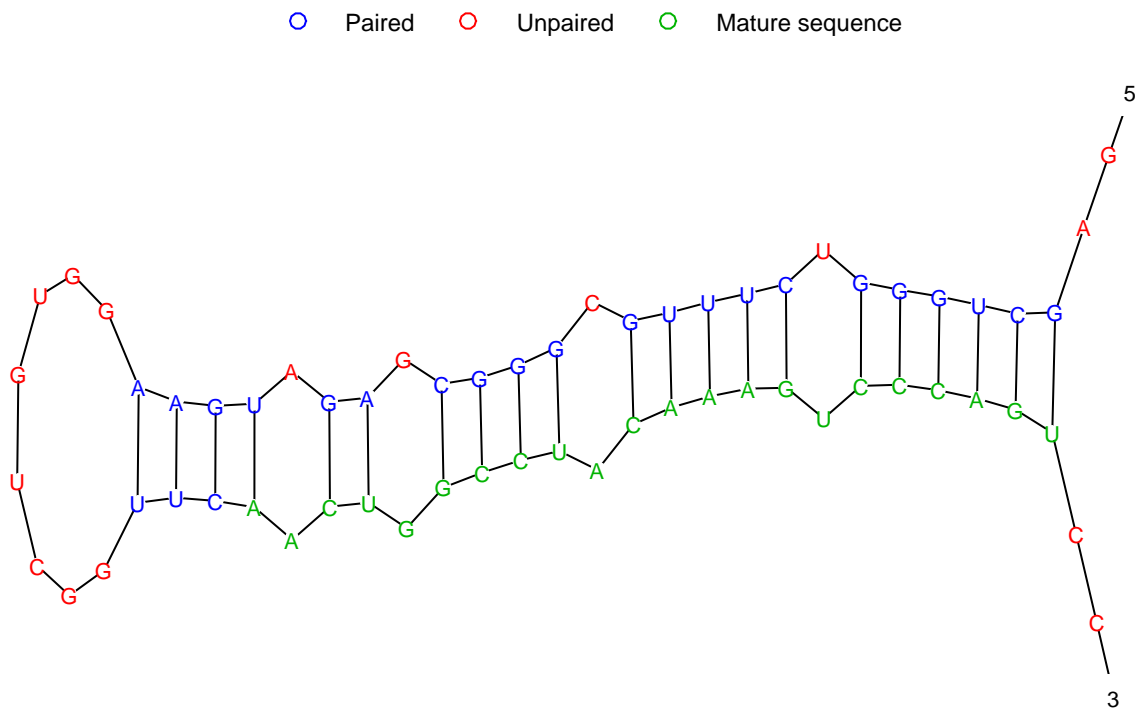

miRNA: bta-miR-193a-3p  
 Stem loop (UMD3.1): chr19:18824230-18824291  
 Mature (UMD3.1): chr19:18824232-18824253  
 Mature seq len: 22  
 Total raw counts (9 samples): 406  
 Average raw counts: 46  
 Strand: Reverse  
 Orientation: 3p  
 Minimum free energy: -31.00

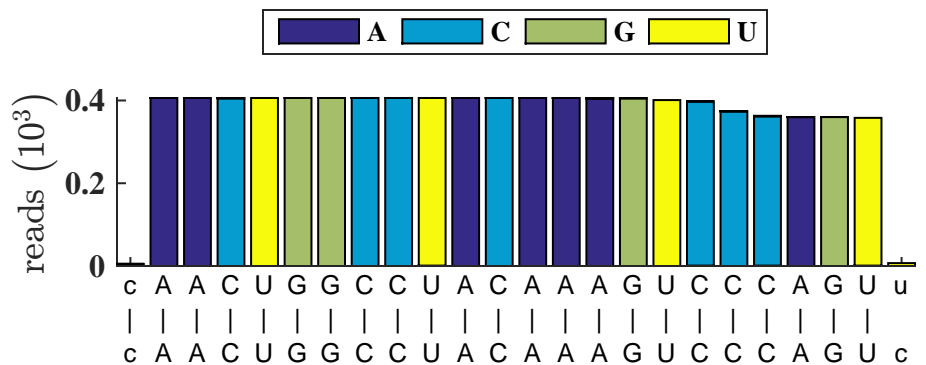

○ Paired    ○ Unpaired    ○ Mature sequence

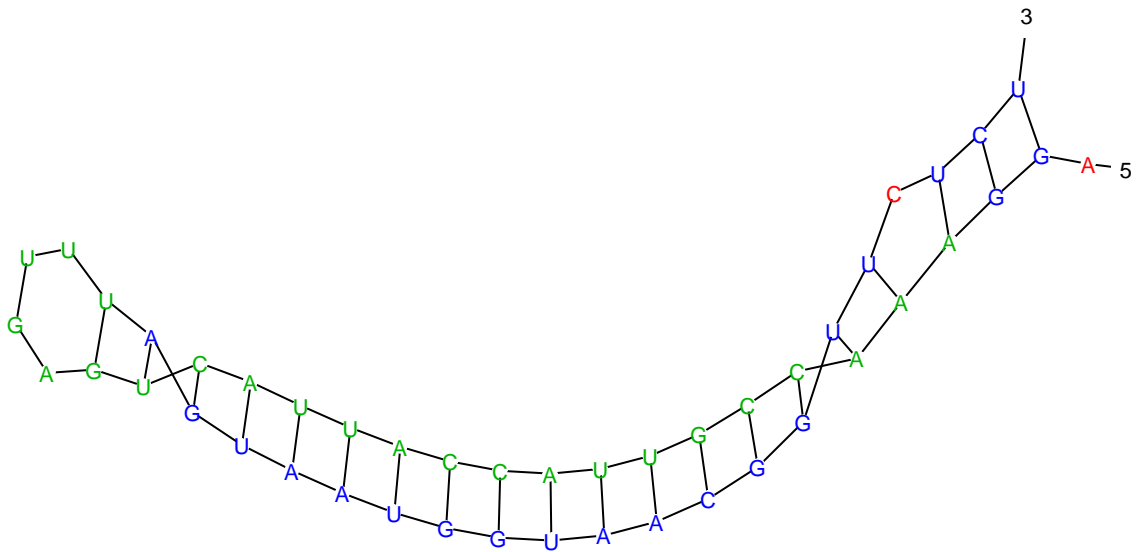

miRNA: bta-miR-451  
 Stem loop (UMD3.1): chr19:20796873-20796918  
 Mature (UMD3.1): chr19:20796893-20796915  
 Mature seq len: 23  
 Total raw counts (9 samples): 1182  
 Average raw counts: 132  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -25.70

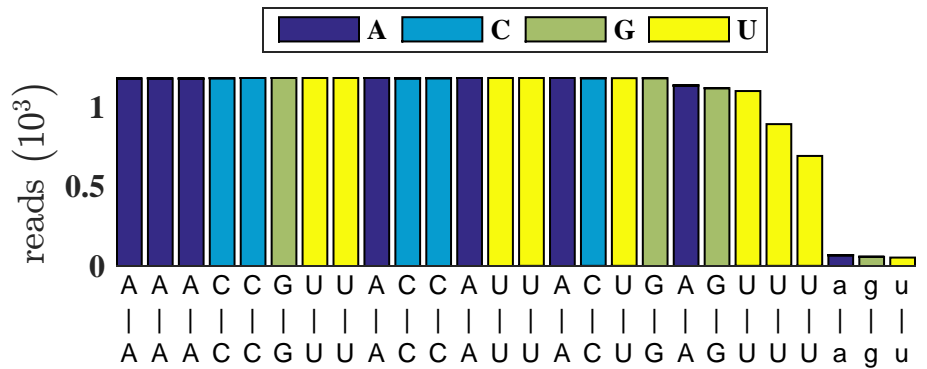

○ Paired    ○ Unpaired    ○ Mature sequence

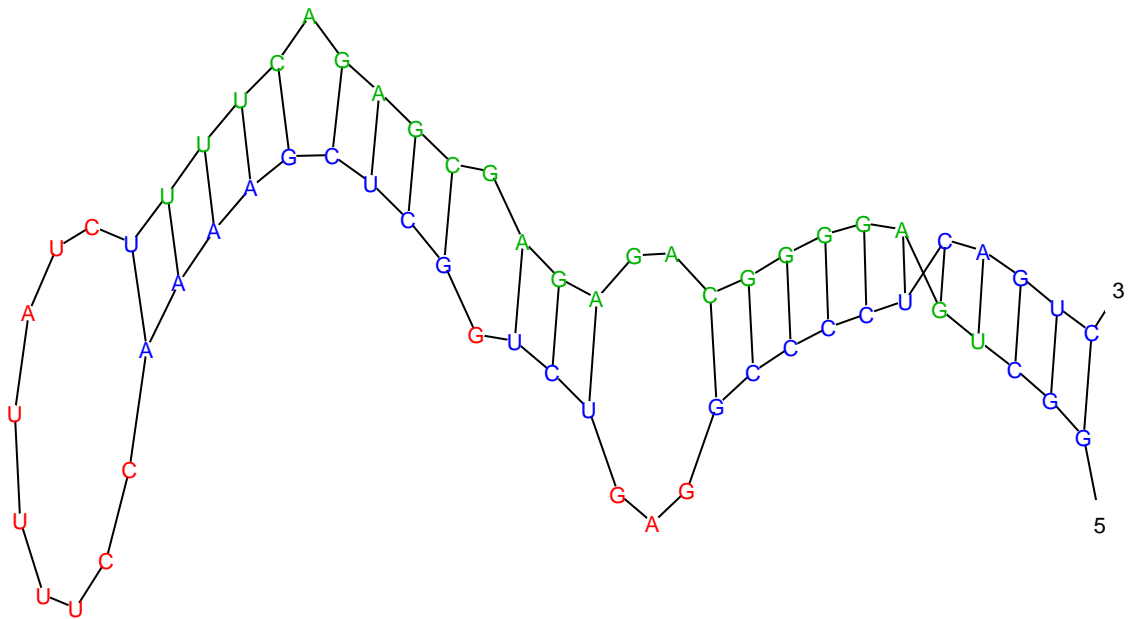

miRNA: bta-miR-423-5p  
 Stem loop (UMD3.1): chr19:21799497-21799559  
 Mature (UMD3.1): chr19:21799500-21799522  
 Mature seq len: 23  
 Total raw counts (9 samples): 558528  
 Average raw counts: 62059  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -34.80

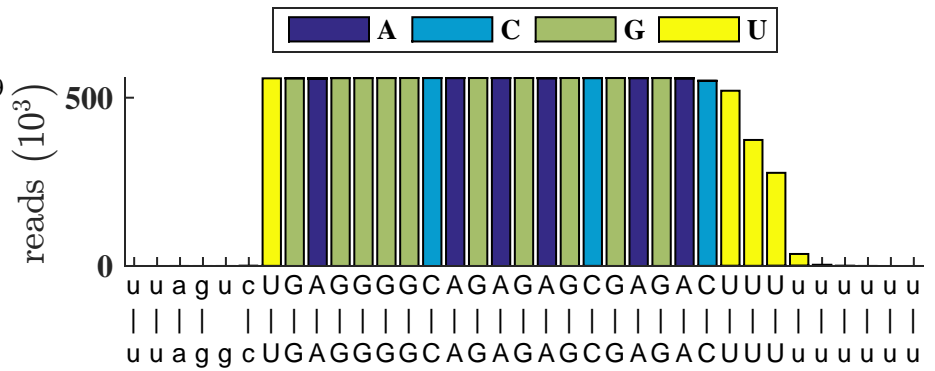

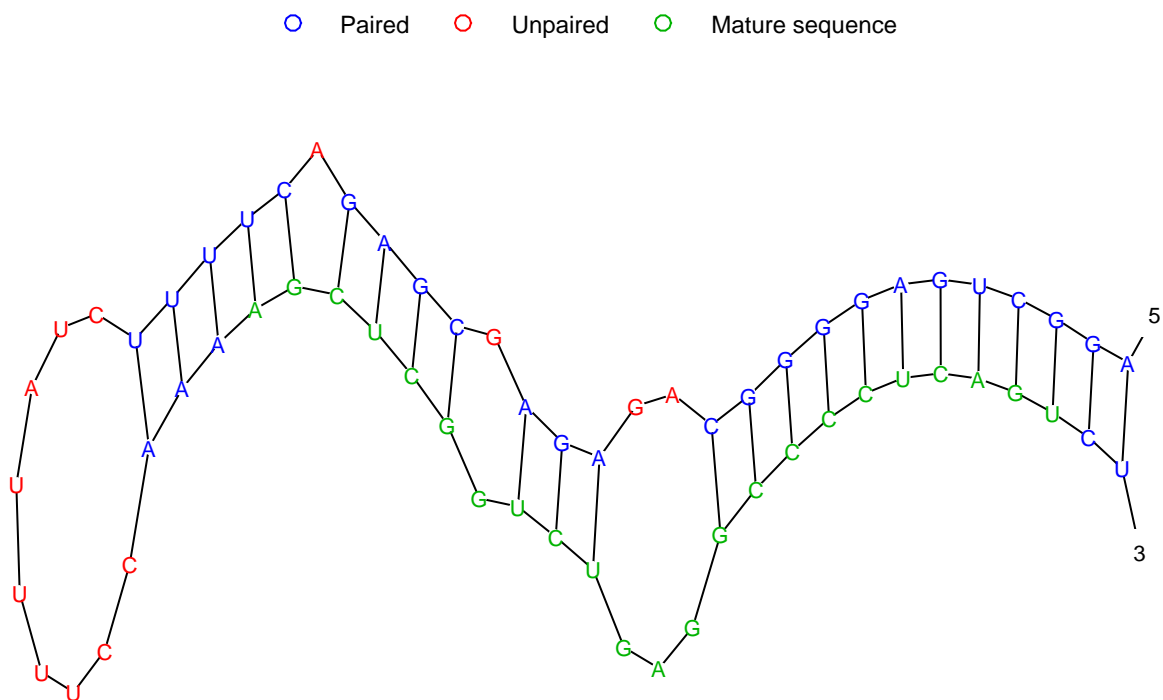

miRNA: bta-miR-423-3p  
 Stem loop (UMD3.1): chr19:21799496-21799560  
 Mature (UMD3.1): chr19:21799536-21799558  
 Mature seq len: 23  
 Total raw counts (9 samples): 153051  
 Average raw counts: 17006  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -36.40

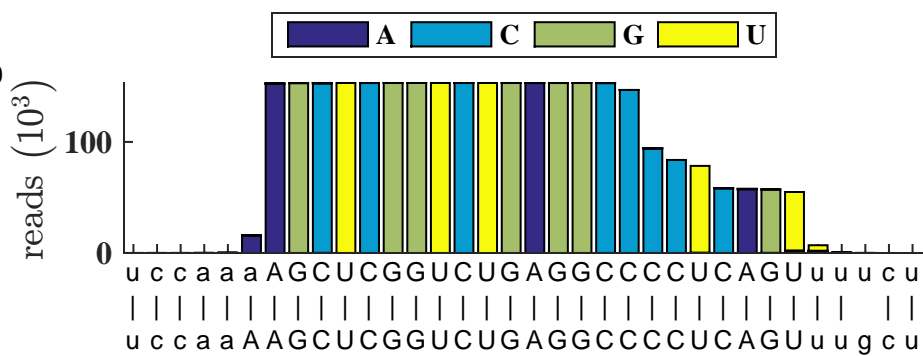

○ Paired    ○ Unpaired    ○ Mature sequence

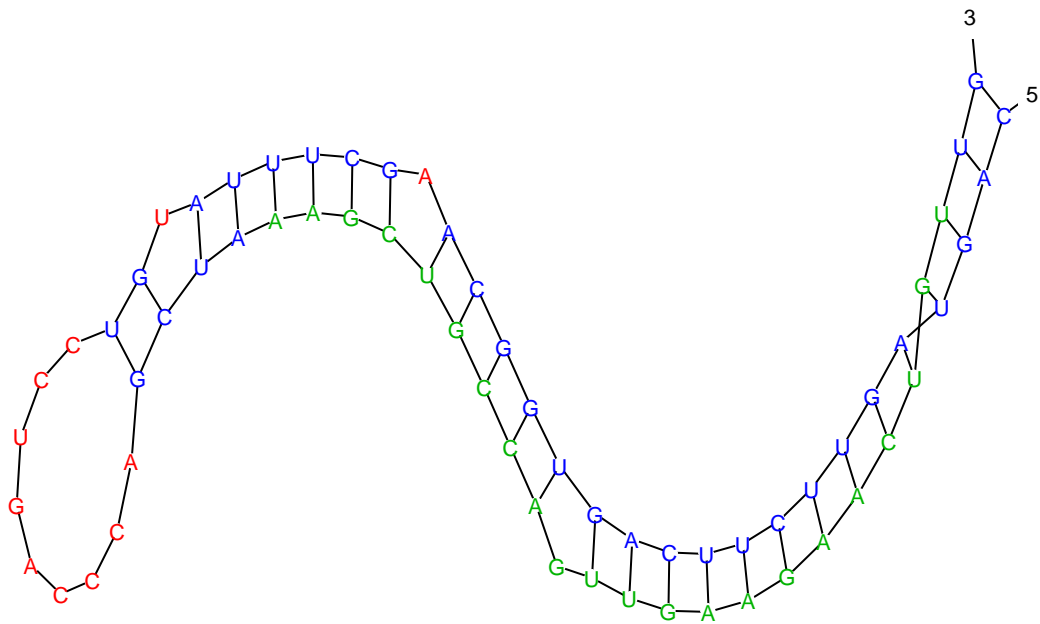

miRNA: bta-miR-22-3p  
 Stem loop (UMD3.1): chr19:23382444-23382509  
 Mature (UMD3.1): chr19:23382446-23382467  
 Mature seq len: 22  
 Total raw counts (9 samples): 718534  
 Average raw counts: 79838  
 Strand: Reverse  
 Orientation: 3p  
 Minimum free energy: -28.10

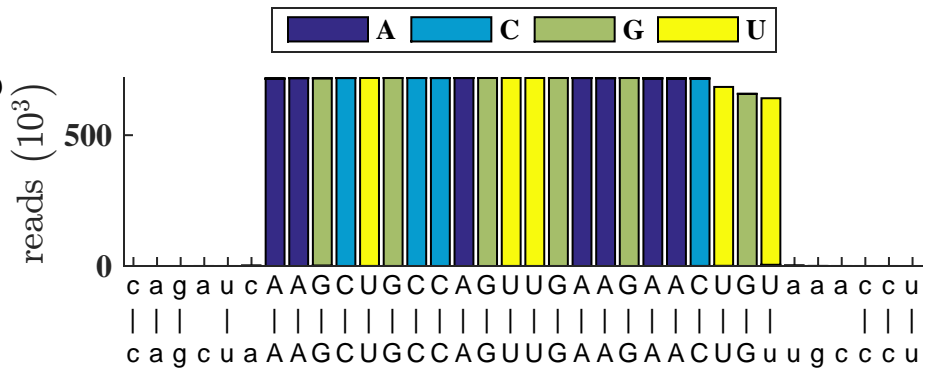

○ Paired    ○ Unpaired    ○ Mature sequence

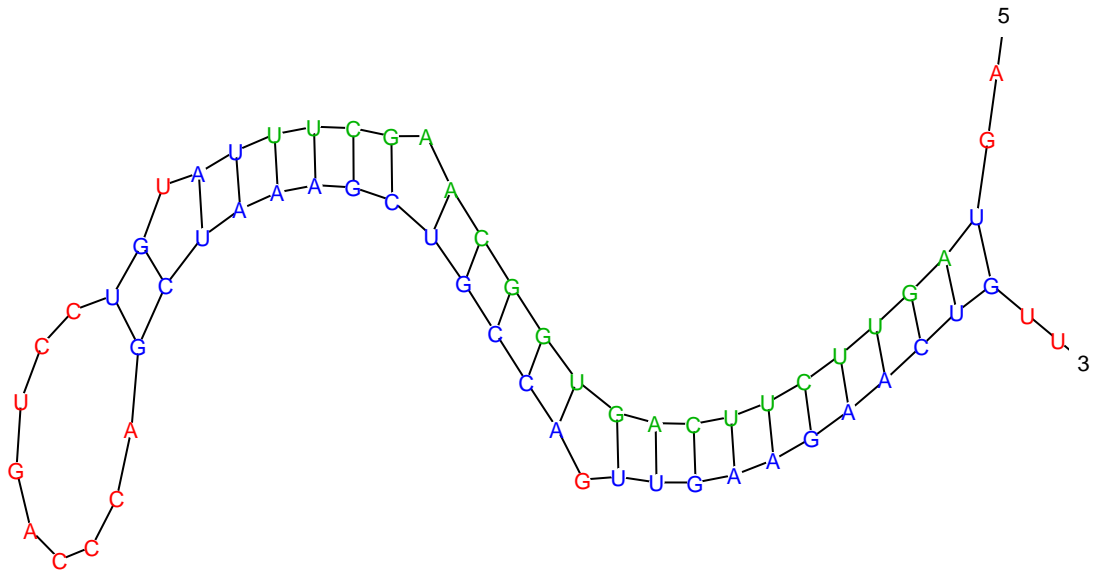

miRNA: bta-miR-22-5p  
 Stem loop (UMD3.1): chr19:23382445-23382508  
 Mature (UMD3.1): chr19:23382486-23382505  
 Mature seq len: 20  
 Total raw counts (9 samples): 394  
 Average raw counts: 44  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -26.80

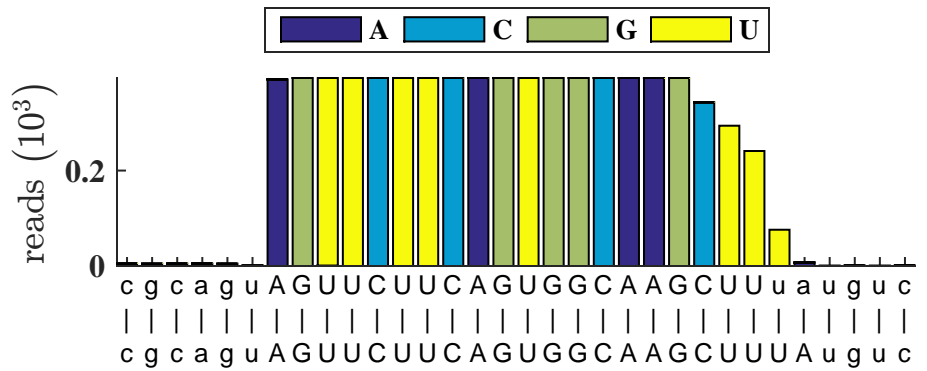

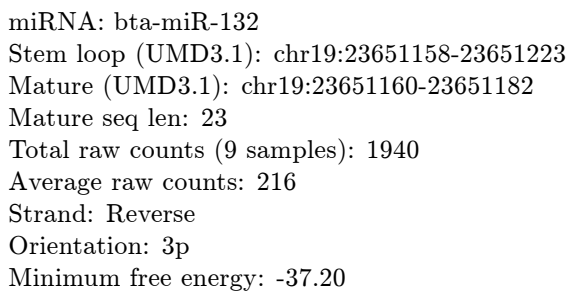○ Paired ○ Unpaired ○ Mature sequence

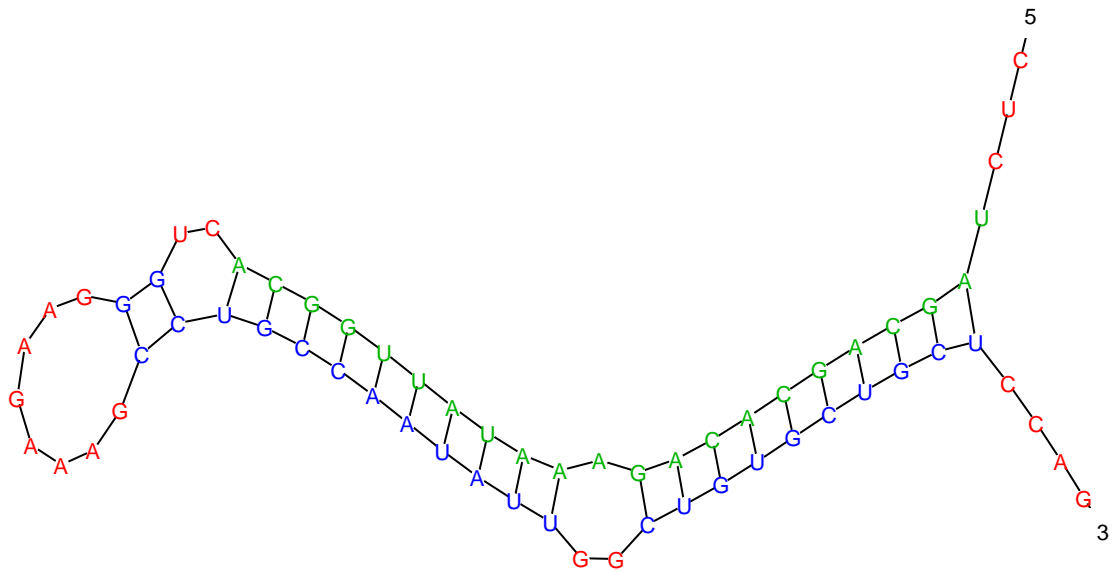

miRNA: bta-miR-195  
 Stem loop (UMD3.1): chr19:27441354-27441418  
 Mature (UMD3.1): chr19:27441394-27441415  
 Mature seq len: 22  
 Total raw counts (9 samples): 16273  
 Average raw counts: 1809  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -32.60

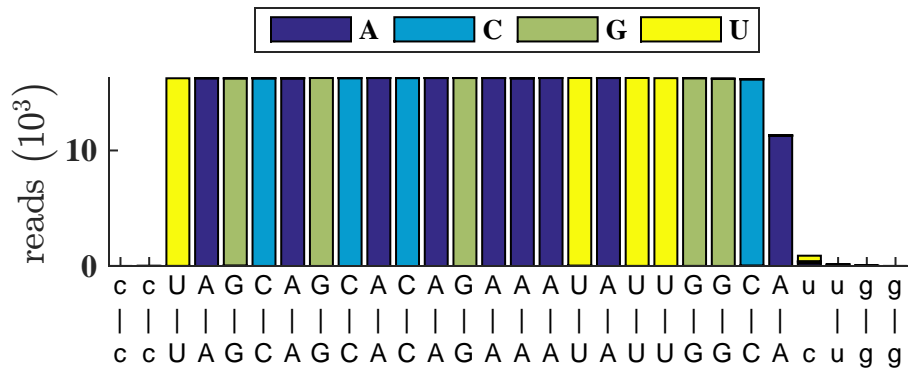

○ Paired    ○ Unpaired    ○ Mature sequence

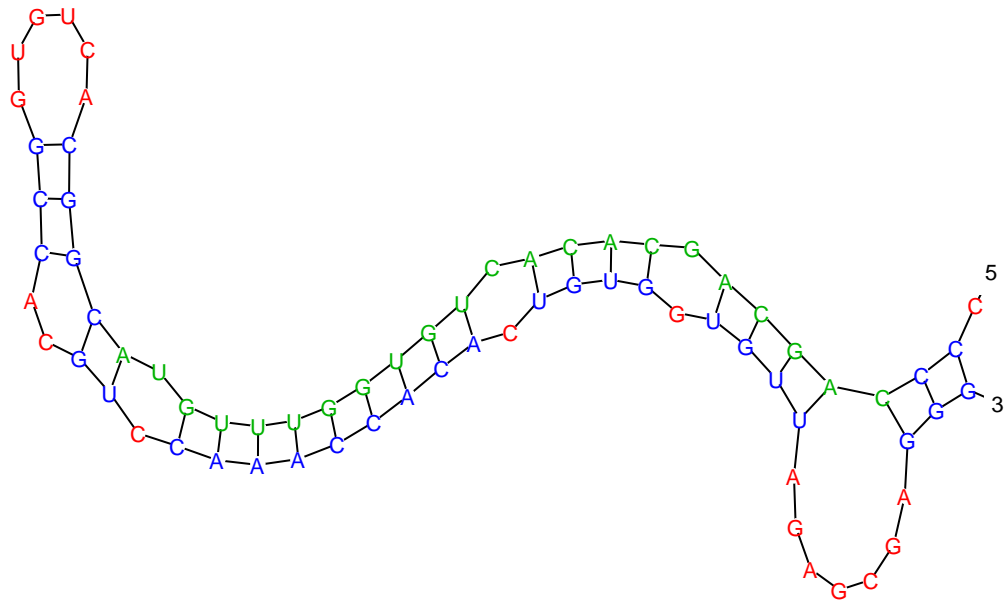

miRNA: bta-miR-497  
 Stem loop (UMD3.1): chr19:27441672-27441743  
 Mature (UMD3.1): chr19:27441719-27441740  
 Mature seq len: 22  
 Total raw counts (9 samples): 25839  
 Average raw counts: 2871  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -29.60

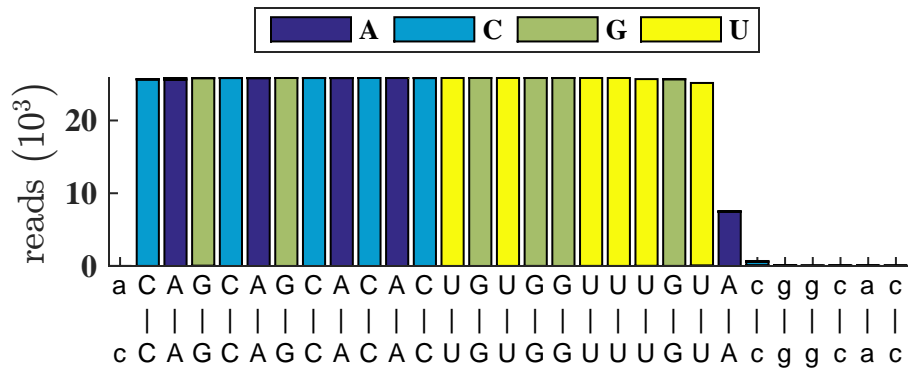

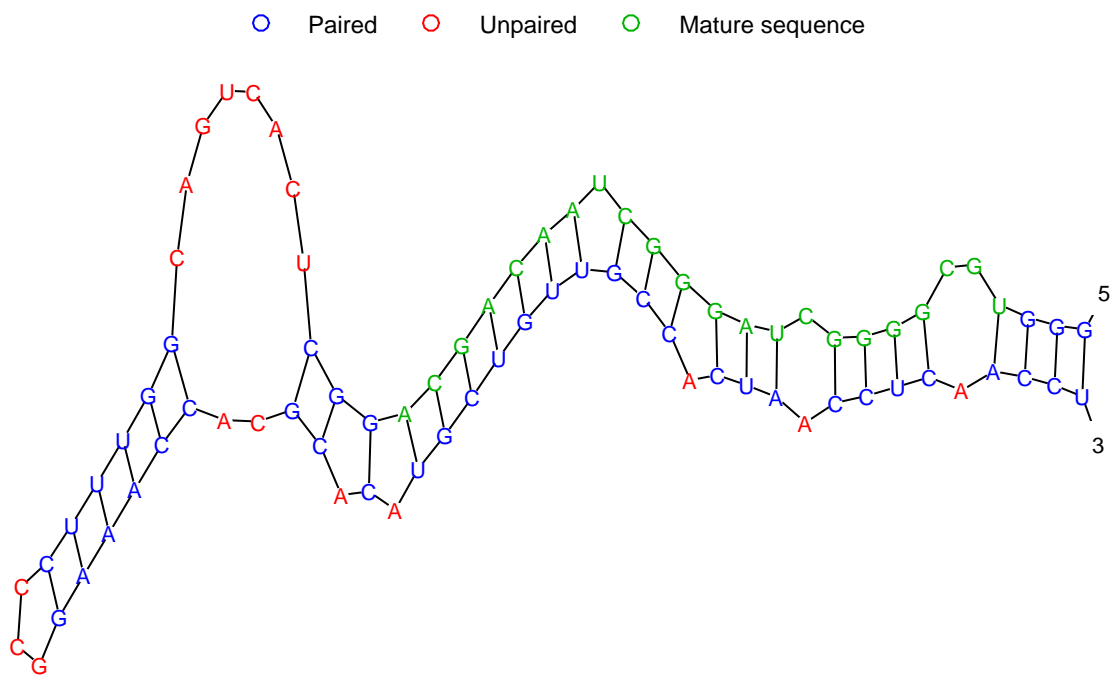

miRNA: bta-miR-744

Stem loop (UMD3.1): chr19:31333521-31333602

Mature (UMD3.1): chr19:31333524-31333545

Mature seq len: 22

Total raw counts (9 samples): 3820

Average raw counts: 425

Strand: Forward

Orientation: 5p

Minimum free energy: -31.60

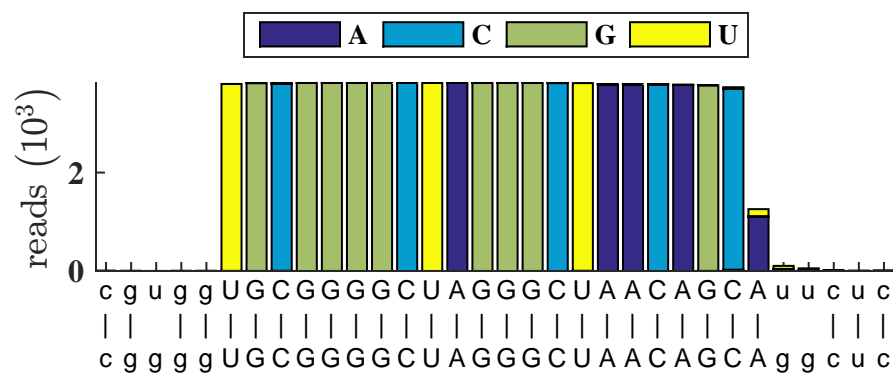

Minimum free energy: -21.70

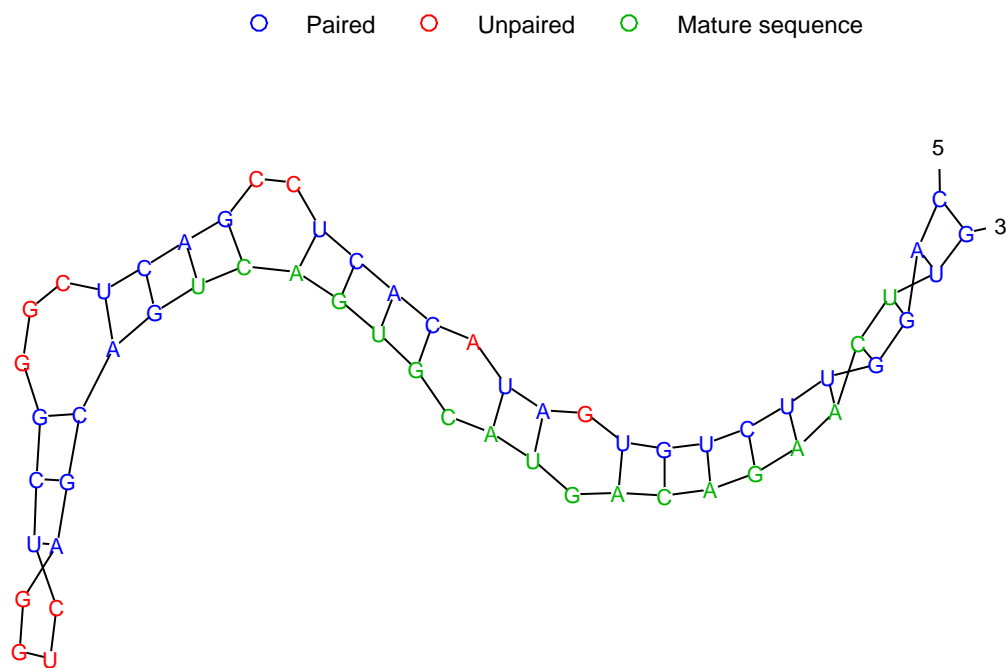

miRNA: bta-miR-152  
 Stem loop (UMD3.1): chr19:39081178-39081236  
 Mature (UMD3.1): chr19:39081217-39081234  
 Mature seq len: 18  
 Total raw counts (9 samples): 9153  
 Average raw counts: 1017  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -23.50

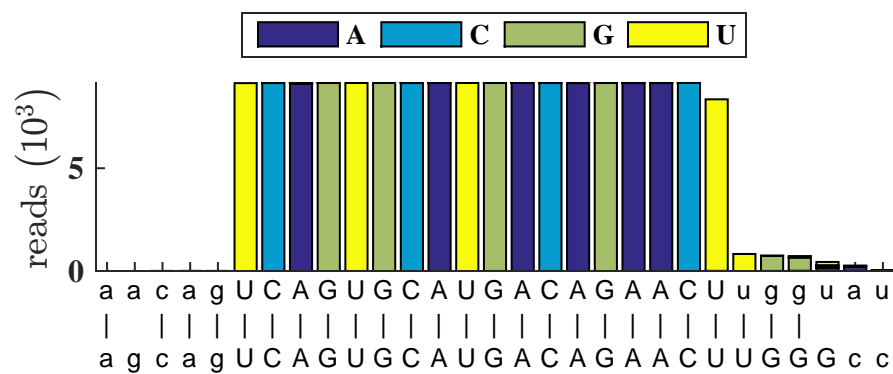

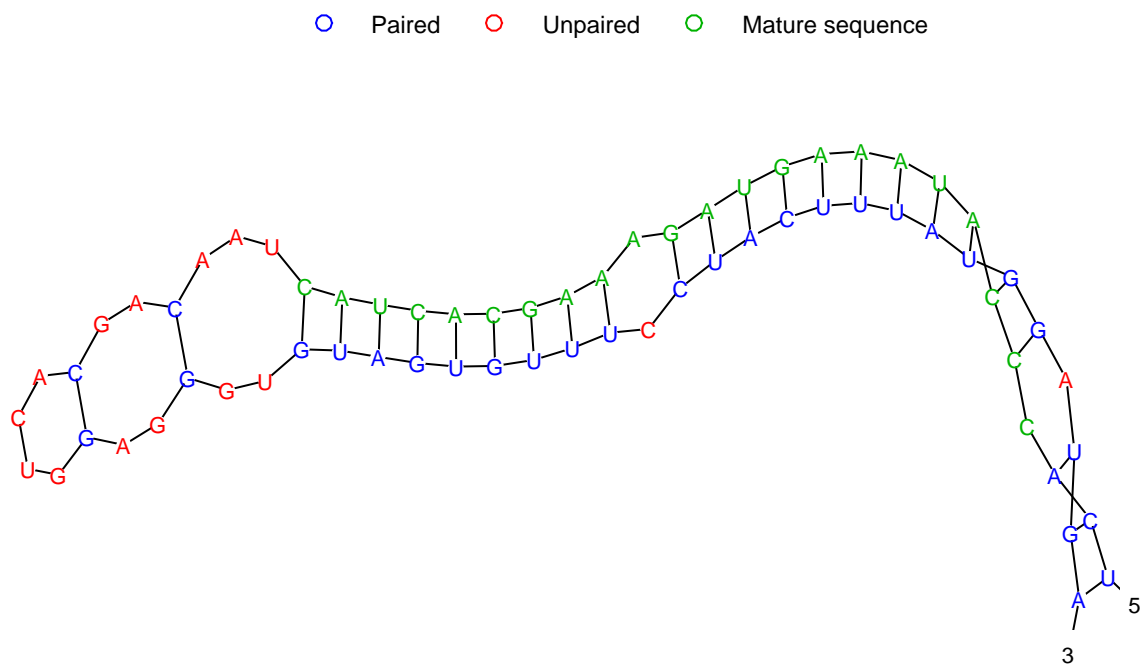

miRNA: bta-miR-142-5p  
 Stem loop (UMD3.1): chr19:9527315-9527381  
 Mature (UMD3.1): chr19:9527357-9527378  
 Mature seq len: 22  
 Total raw counts (9 samples): 3164  
 Average raw counts: 352  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -28.20

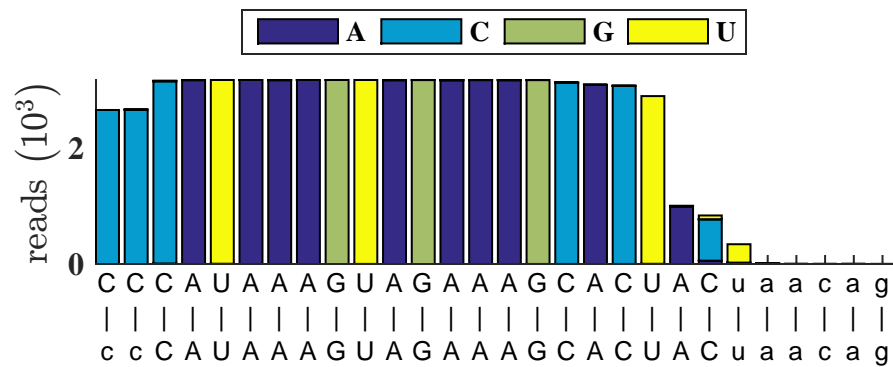

○ Paired    ○ Unpaired    ○ Mature sequence

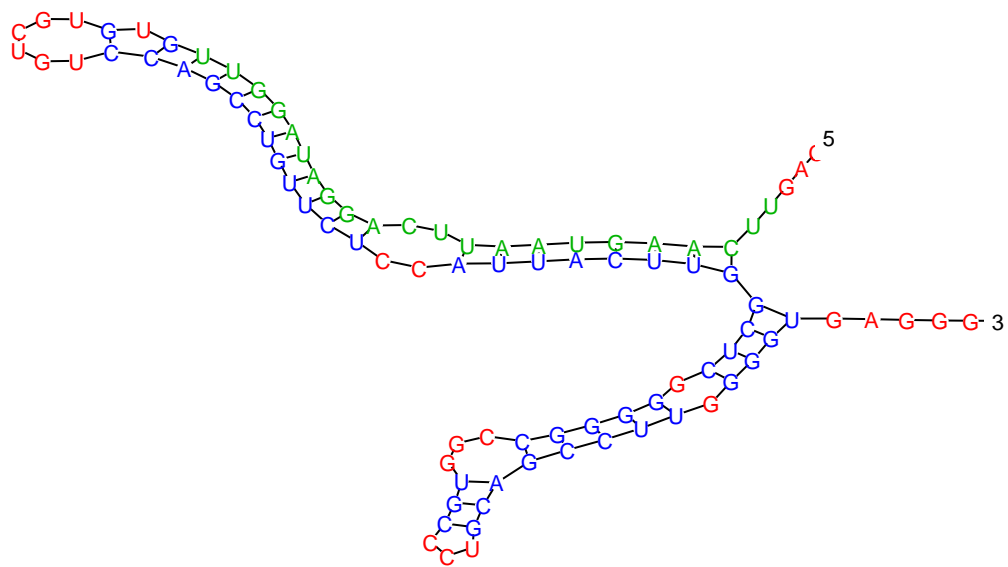

miRNA: bta-miR-26b  
 Stem loop (UMD3.1): chr2:107133405-107133497  
 Mature (UMD3.1): chr2:107133408-107133429  
 Mature seq len: 22  
 Total raw counts (9 samples): 43170  
 Average raw counts: 4797  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -36.40

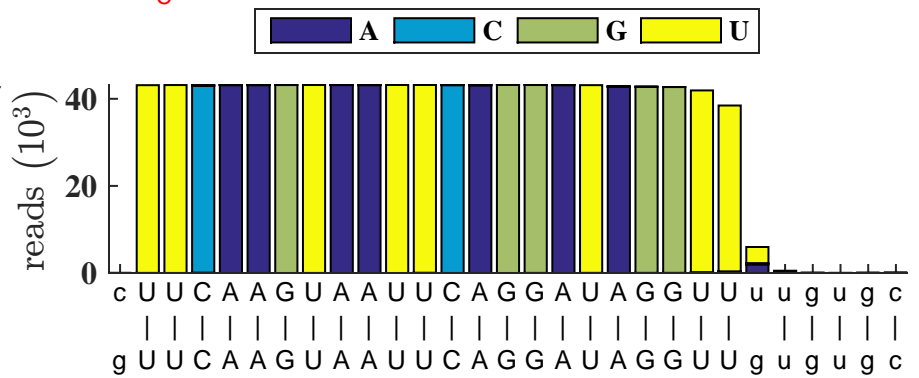

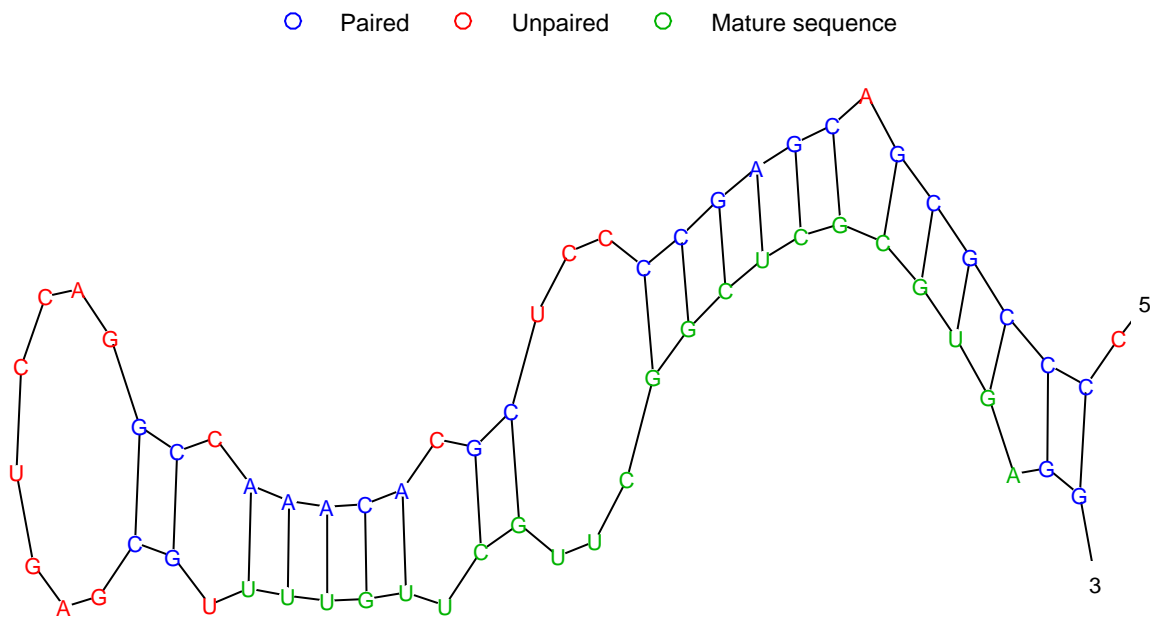

miRNA: bta-miR-375  
 Stem loop (UMD3.1): chr2:107667522-107667584  
 Mature (UMD3.1): chr2:107667524-107667545  
 Mature seq len: 22  
 Total raw counts (9 samples): 2470  
 Average raw counts: 275  
 Strand: Reverse  
 Orientation: 3p  
 Minimum free energy: -26.40

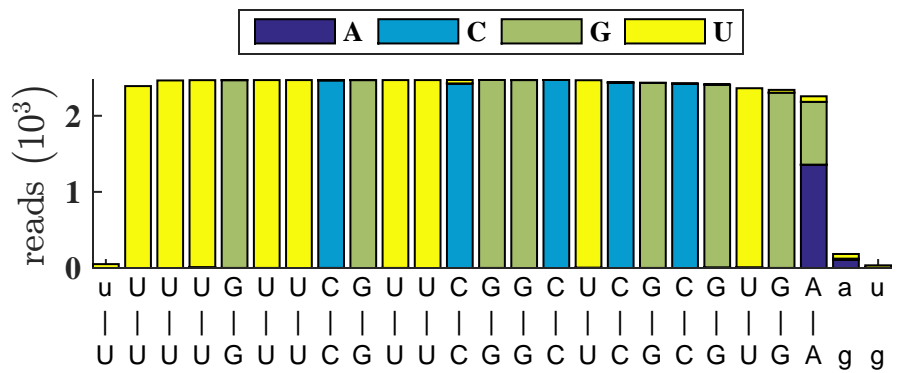

○ Paired    ○ Unpaired    ○ Mature sequence

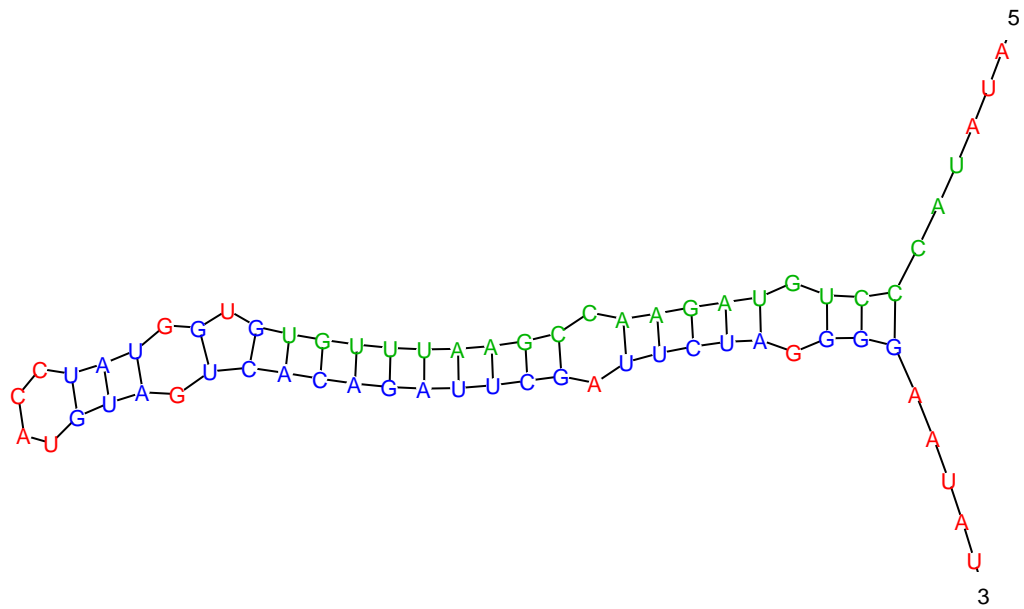

miRNA: bta-miR-10b  
 Stem loop (UMD3.1): chr2:20797623-20797688  
 Mature (UMD3.1): chr2:20797664-20797685  
 Mature seq len: 22  
 Total raw counts (9 samples): 967617  
 Average raw counts: 107513  
 Strand: Reverse  
 Orientation: 5p  
 Minimum free energy: -23.70

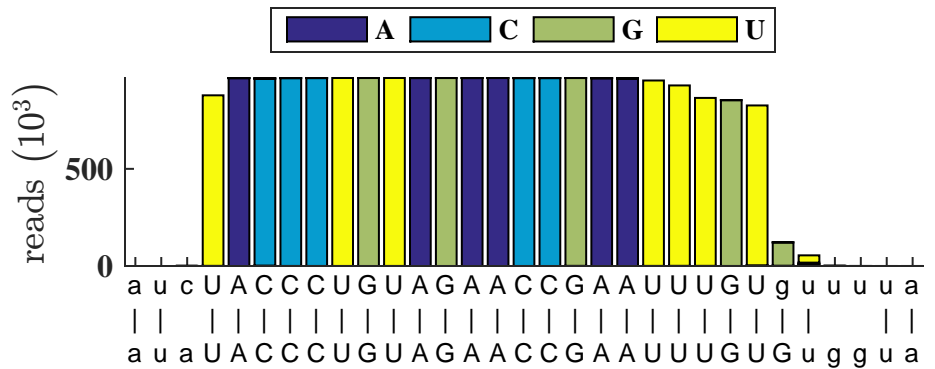

○ Paired    ○ Unpaired    ○ Mature sequence

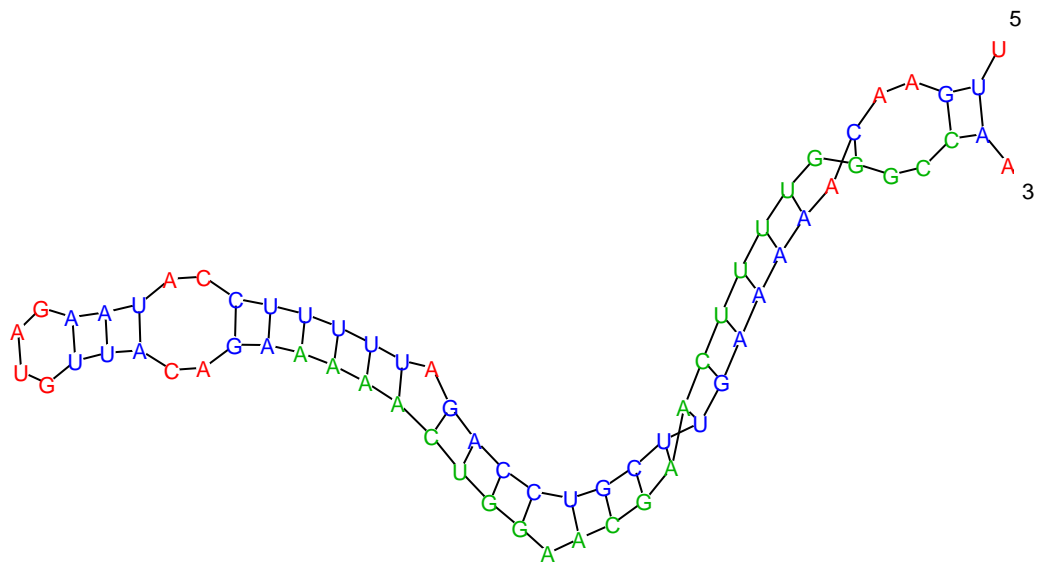

miRNA: bta-miR-2285aa

Stem loop (UMD3.1): chr2:5205388-5205457

Mature (UMD3.1): chr2:5205432-5205455

Mature seq len: 24

Total raw counts (9 samples): 499

Average raw counts: 56

Strand: Forward

Orientation: 3p

Minimum free energy: -23.60

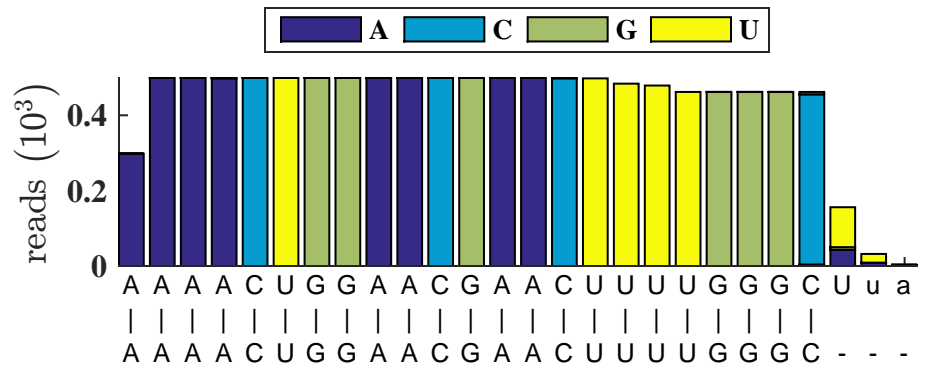

○ Paired    ○ Unpaired    ○ Mature sequence

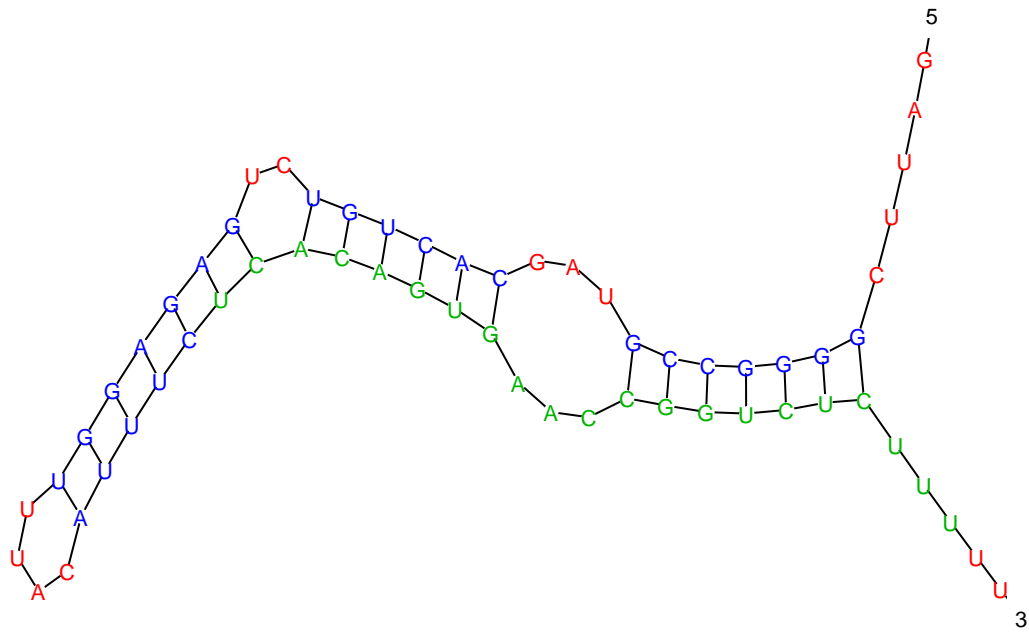

miRNA: bta-miR-128  
 Stem loop (UMD3.1): chr2:62007762-62007823  
 Mature (UMD3.1): chr2:62007764-62007784  
 Mature seq len: 21  
 Total raw counts (9 samples): 8793  
 Average raw counts: 977  
 Strand: Reverse  
 Orientation: 3p  
 Minimum free energy: -24.80

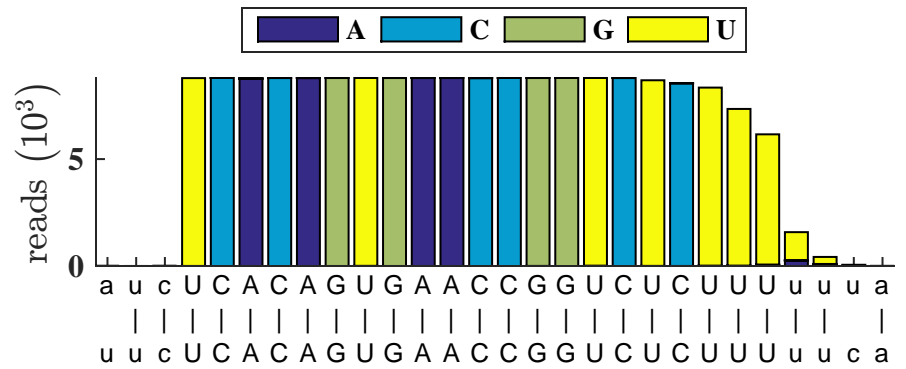

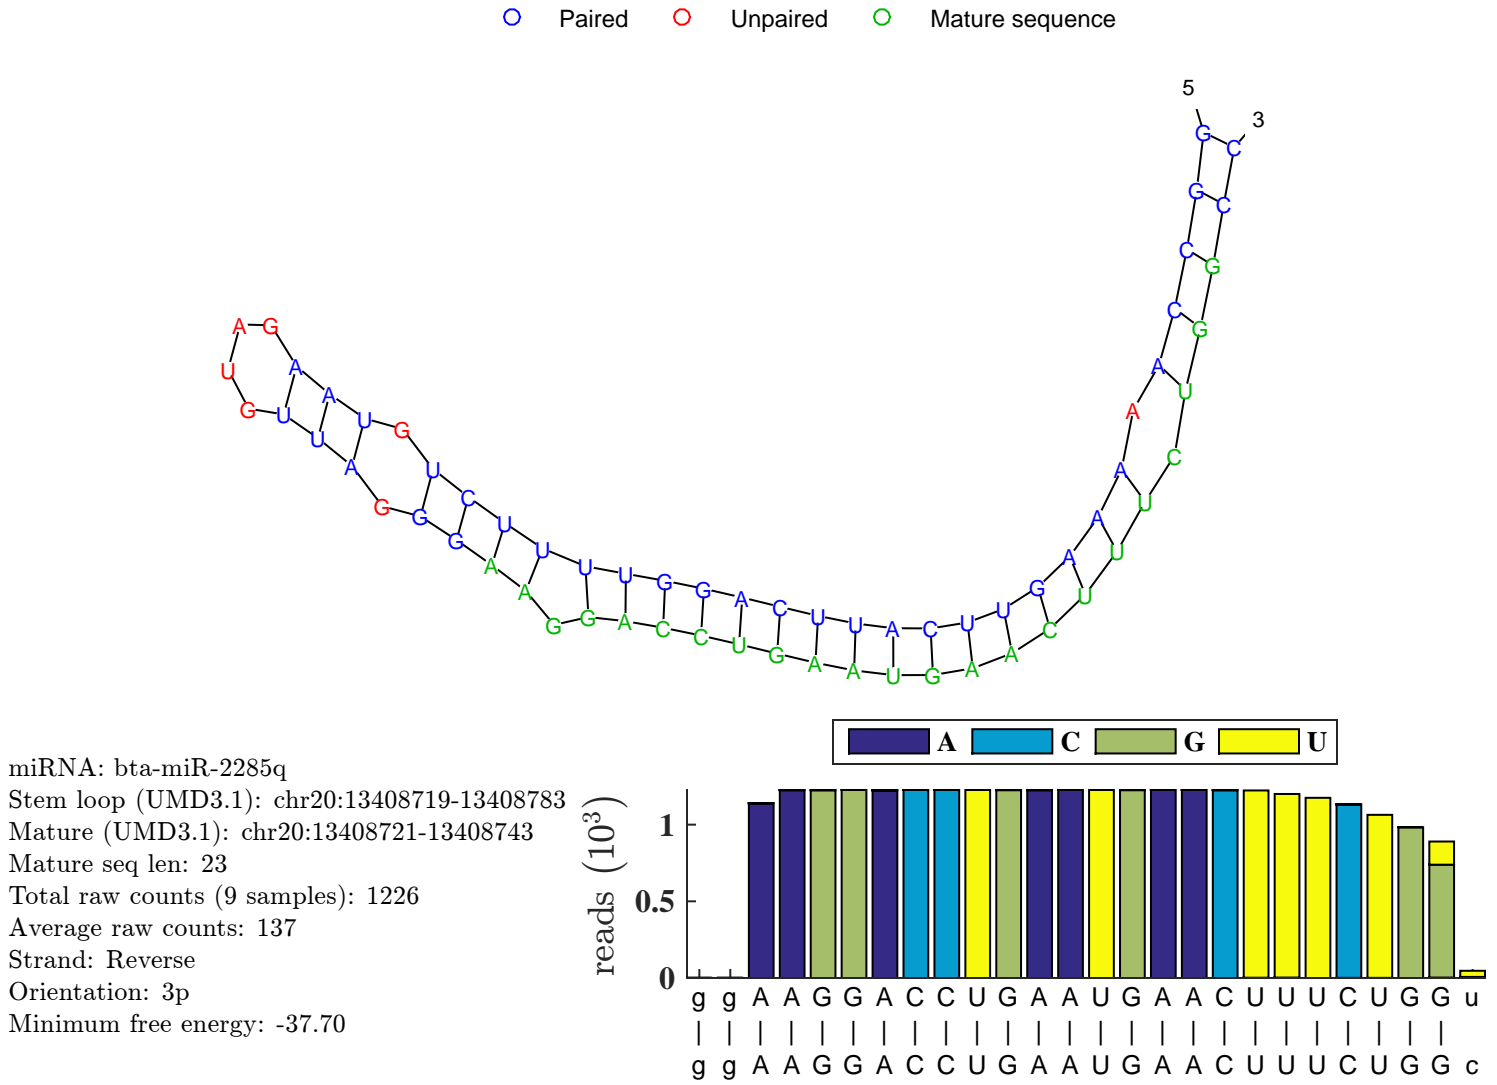

○ Paired    ○ Unpaired    ○ Mature sequence

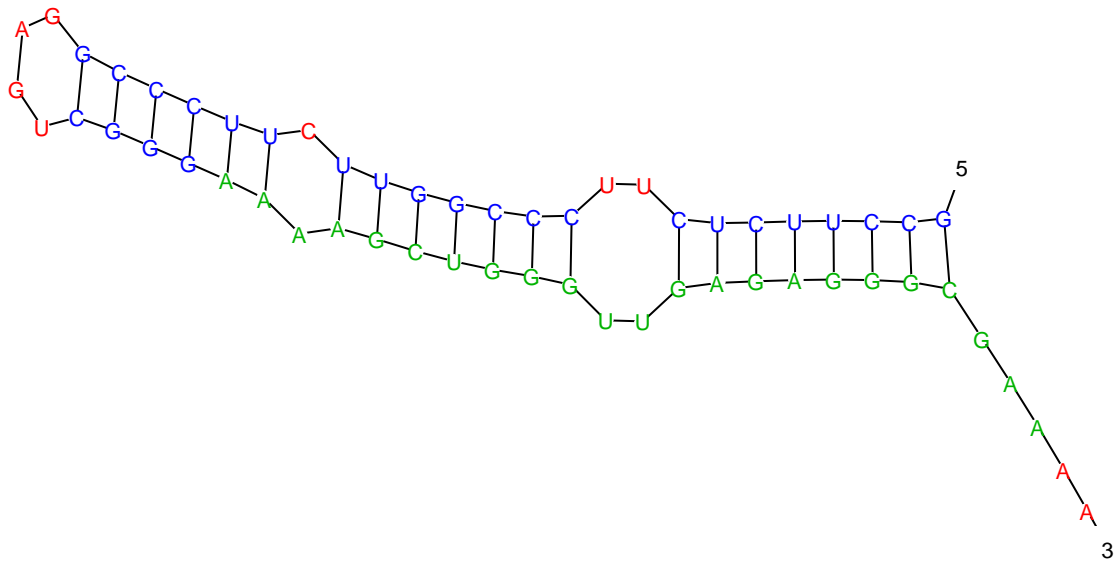

miRNA: bta-miR-320a  
 Stem loop (UMD3.1): chr20:15213939-15213995  
 Mature (UMD3.1): chr20:15213971-15213993  
 Mature seq len: 23  
 Total raw counts (9 samples): 59289  
 Average raw counts: 6588  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -38.10

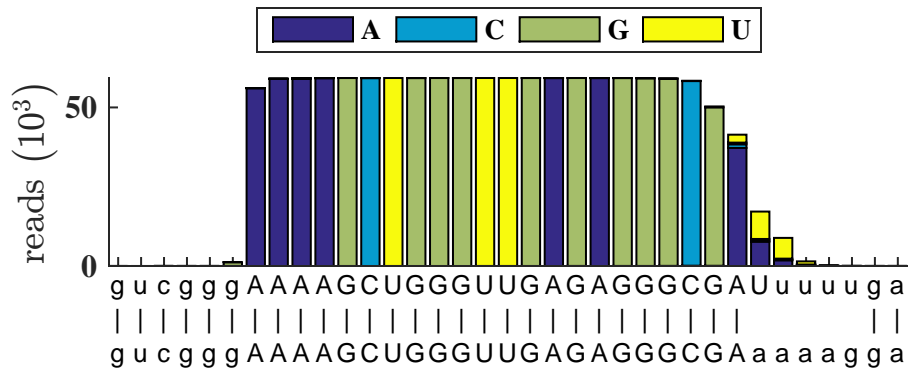

○ Paired    ○ Unpaired    ○ Mature sequence

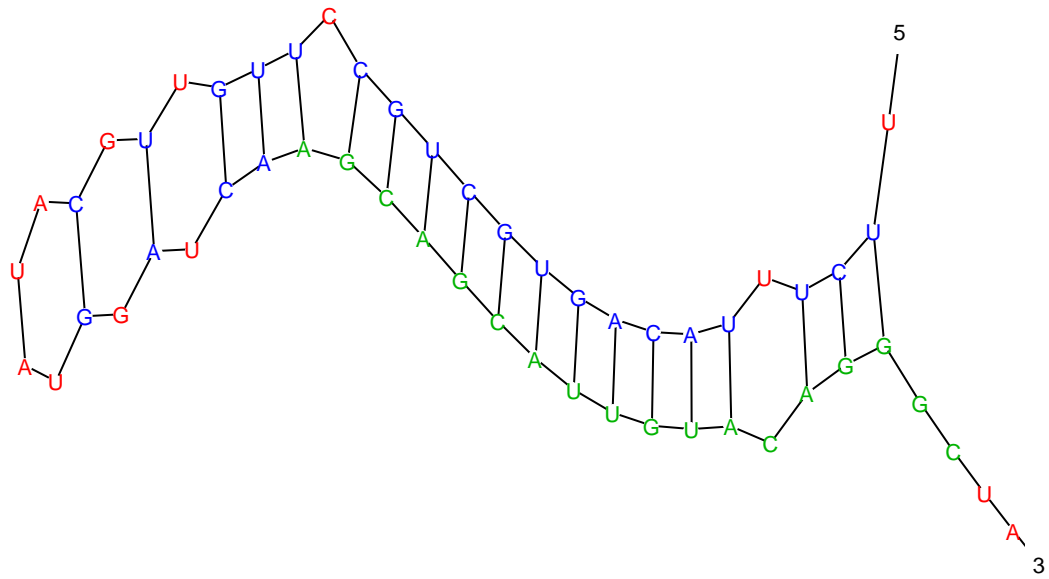

miRNA: bta-miR-103  
 Stem loop (UMD3.1): chr20:189864-189917  
 Mature (UMD3.1): chr20:189866-189883  
 Mature seq len: 18  
 Total raw counts (9 samples): 78511  
 Average raw counts: 8724  
 Strand: Reverse  
 Orientation: 3p  
 Minimum free energy: -20.70

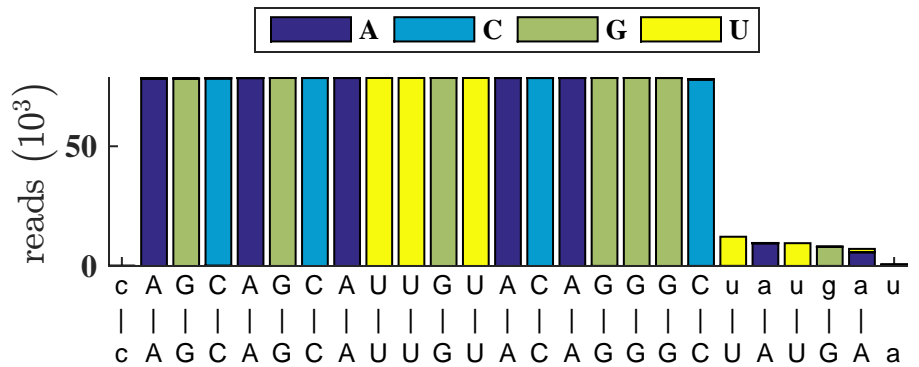

○ Paired    ○ Unpaired    ○ Mature sequence

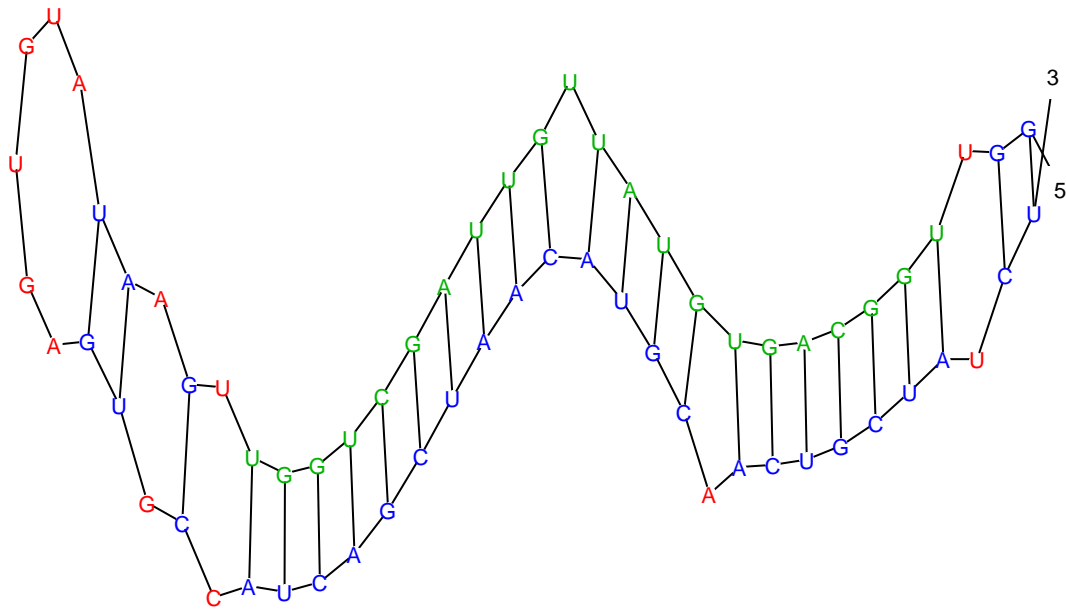

miRNA: bta-miR-449a  
 Stem loop (UMD3.1): chr20:23967402-23967467  
 Mature (UMD3.1): chr20:23967405-23967426  
 Mature seq len: 22  
 Total raw counts (9 samples): 1053  
 Average raw counts: 117  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -26.00

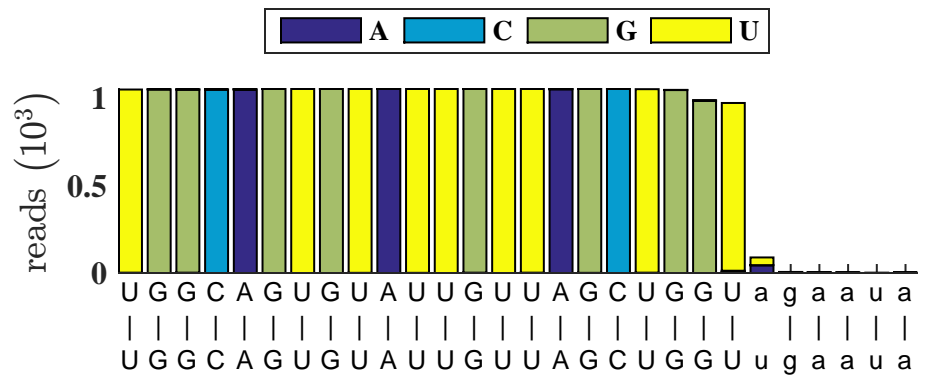

○ Paired    ○ Unpaired    ○ Mature sequence

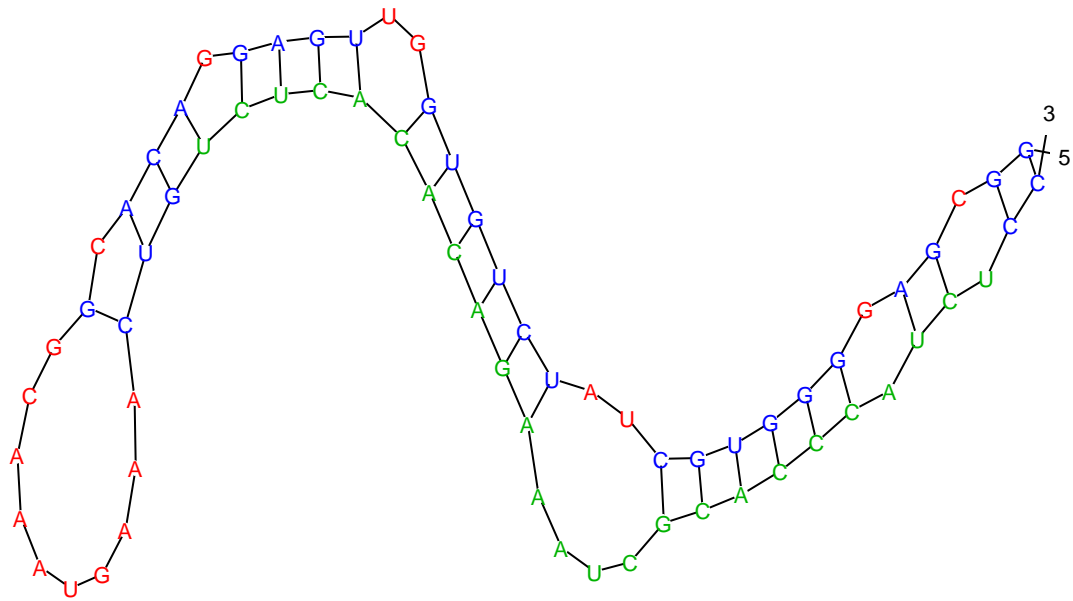

miRNA: bta-miR-342  
 Stem loop (UMD3.1): chr21:66706863-66706934  
 Mature (UMD3.1): chr21:66706908-66706932  
 Mature seq len: 25  
 Total raw counts (9 samples): 6547  
 Average raw counts: 728  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -26.30

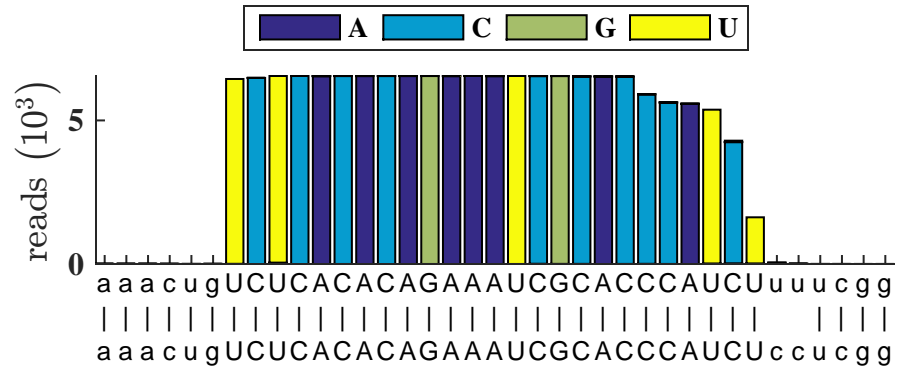

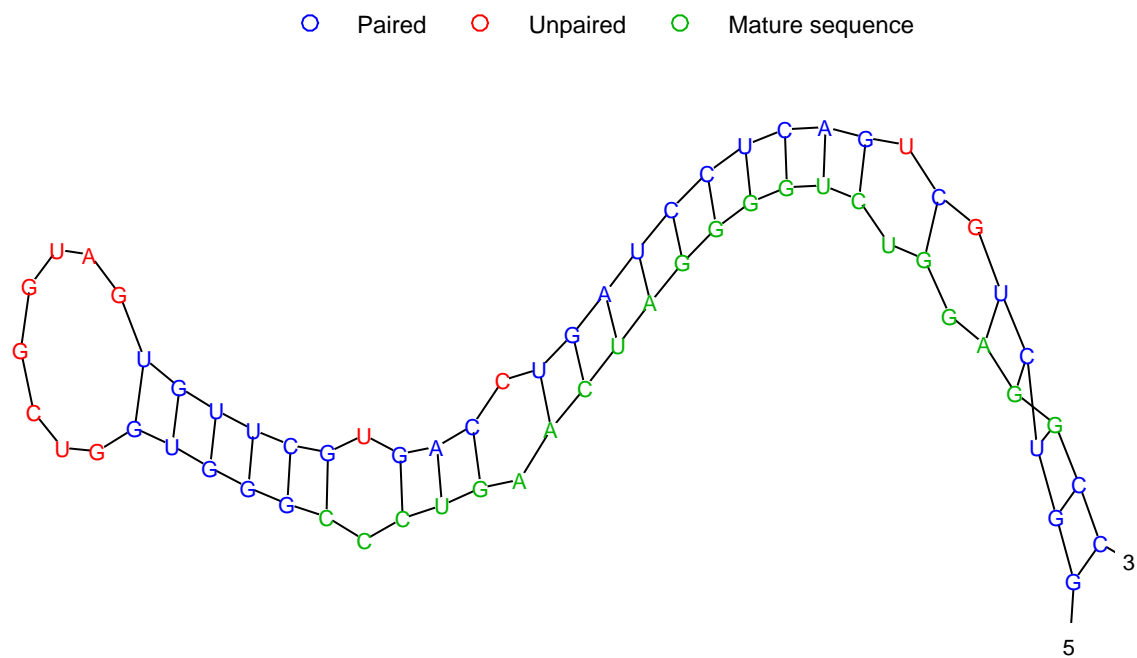

miRNA: bta-miR-345-3p

Stem loop (UMD3.1): chr21:66867097-66867162

Mature (UMD3.1): chr21:66867139-66867160

Mature seq len: 22

Total raw counts (9 samples): 1357

Average raw counts: 151

Strand: Forward

Orientation: 3p

Minimum free energy: -32.00

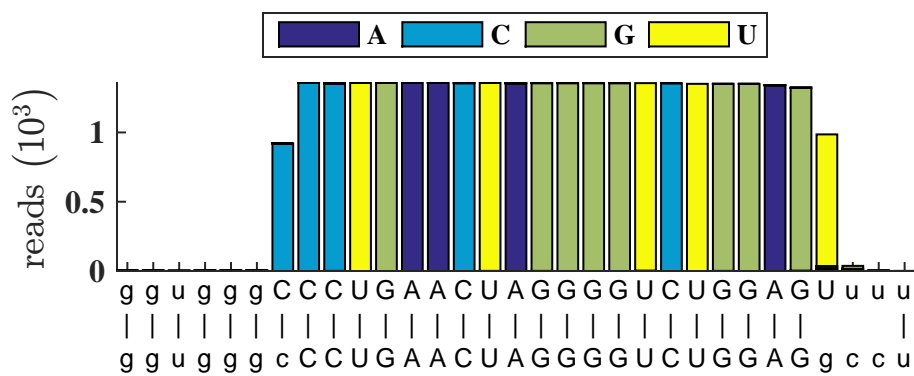

○ Paired    ○ Unpaired    ○ Mature sequence

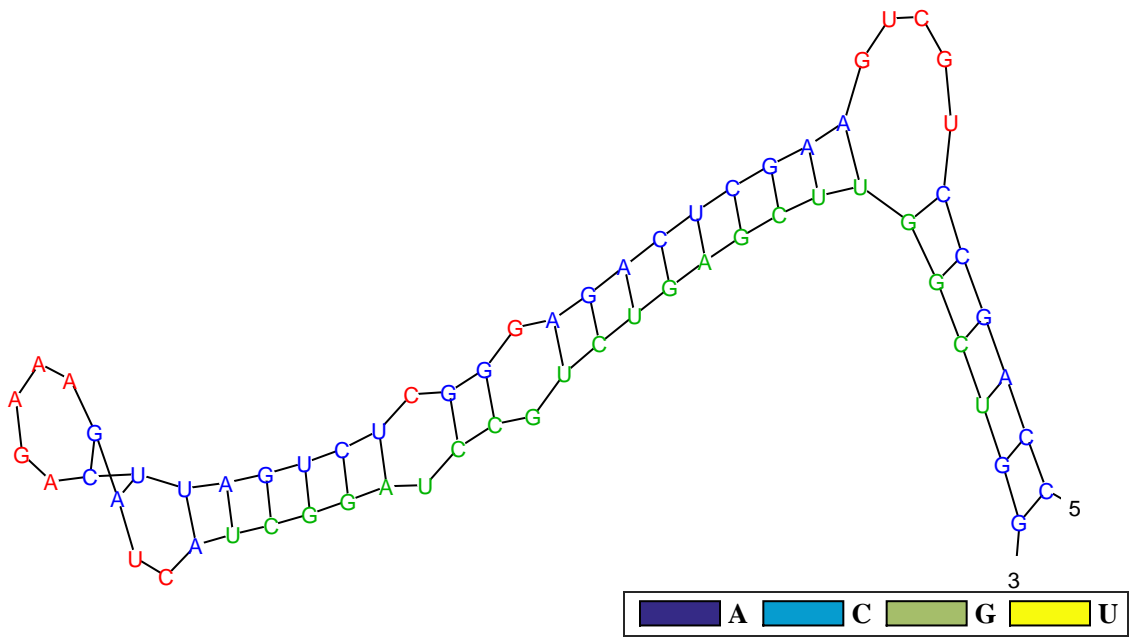

miRNA: bta-miR-127  
 Stem loop (UMD3.1): chr21:67429756-67429821  
 Mature (UMD3.1): chr21:67429798-67429819  
 Mature seq len: 22  
 Total raw counts (9 samples): 5106  
 Average raw counts: 568  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -34.50

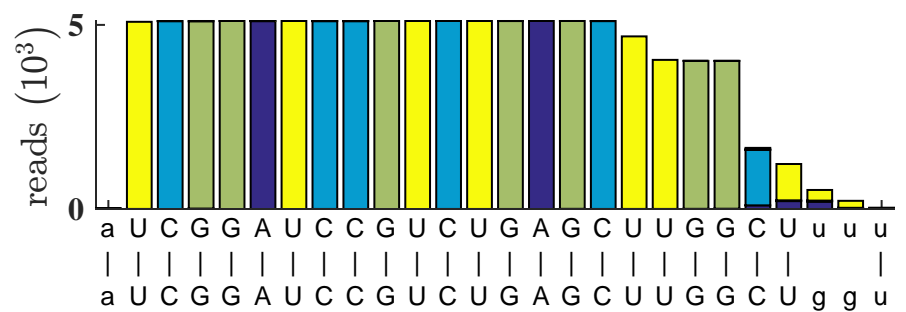

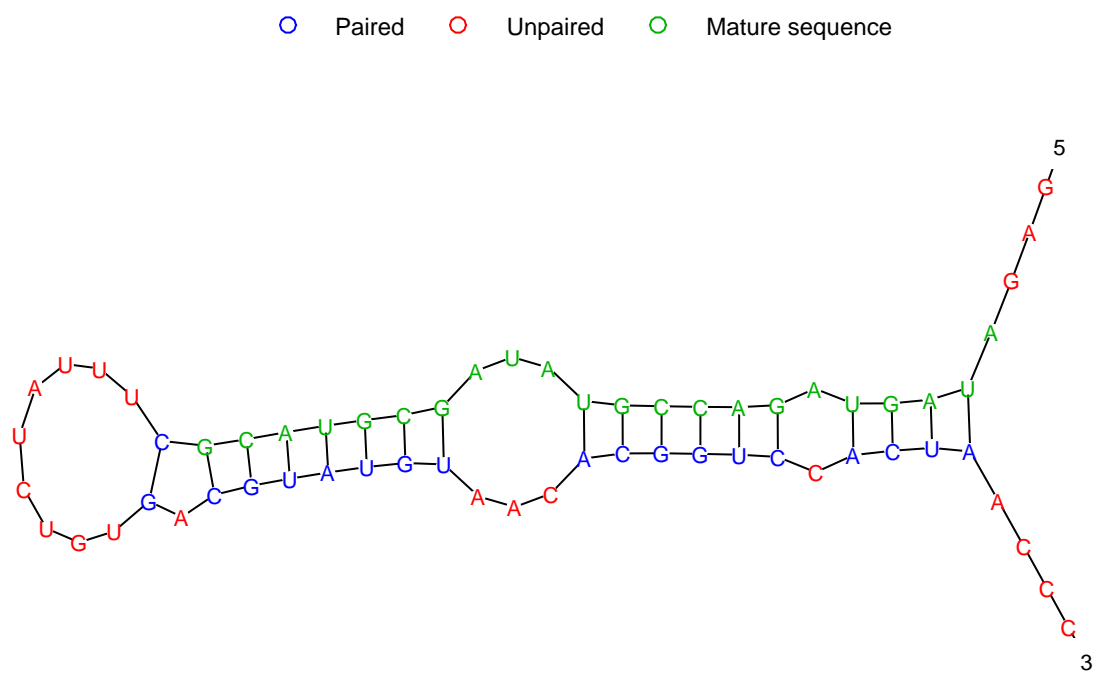

miRNA: bta-miR-411a  
 Stem loop (UMD3.1): chr21:67563109-67563170  
 Mature (UMD3.1): chr21:67563112-67563133  
 Mature seq len: 22  
 Total raw counts (9 samples): 615  
 Average raw counts: 69  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -20.30

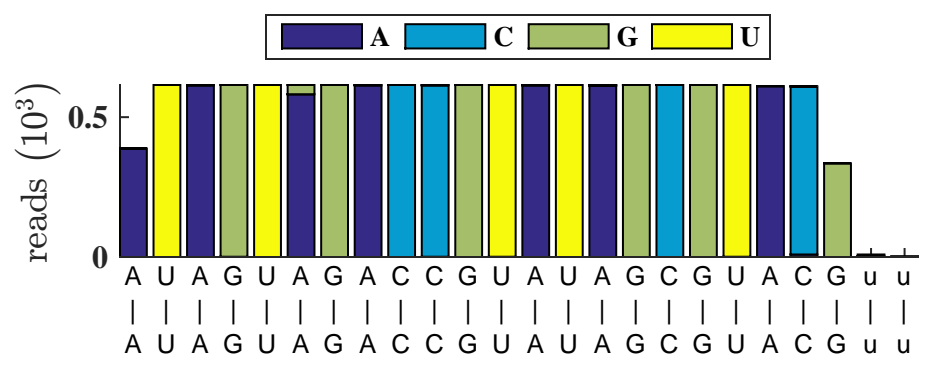

○ Paired    ○ Unpaired    ○ Mature sequence

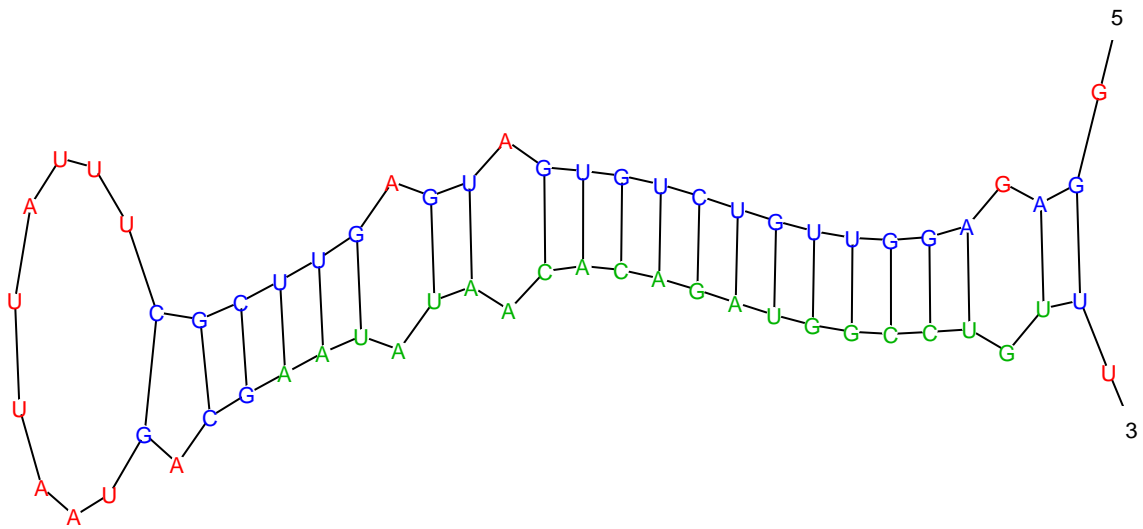

miRNA: bta-miR-410  
 Stem loop (UMD3.1): chr21:67603875-67603936  
 Mature (UMD3.1): chr21:67603914-67603934  
 Mature seq len: 21  
 Total raw counts (9 samples): 363  
 Average raw counts: 41  
 Strand: Forward  
 Orientation: 3p  
 Minimum free energy: -22.90

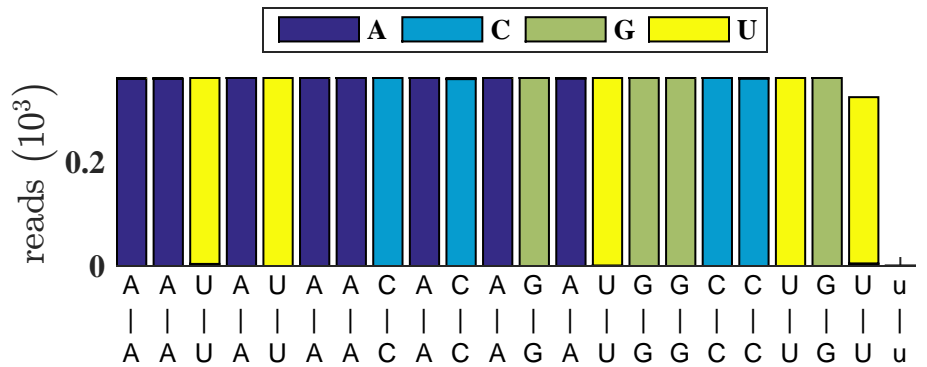

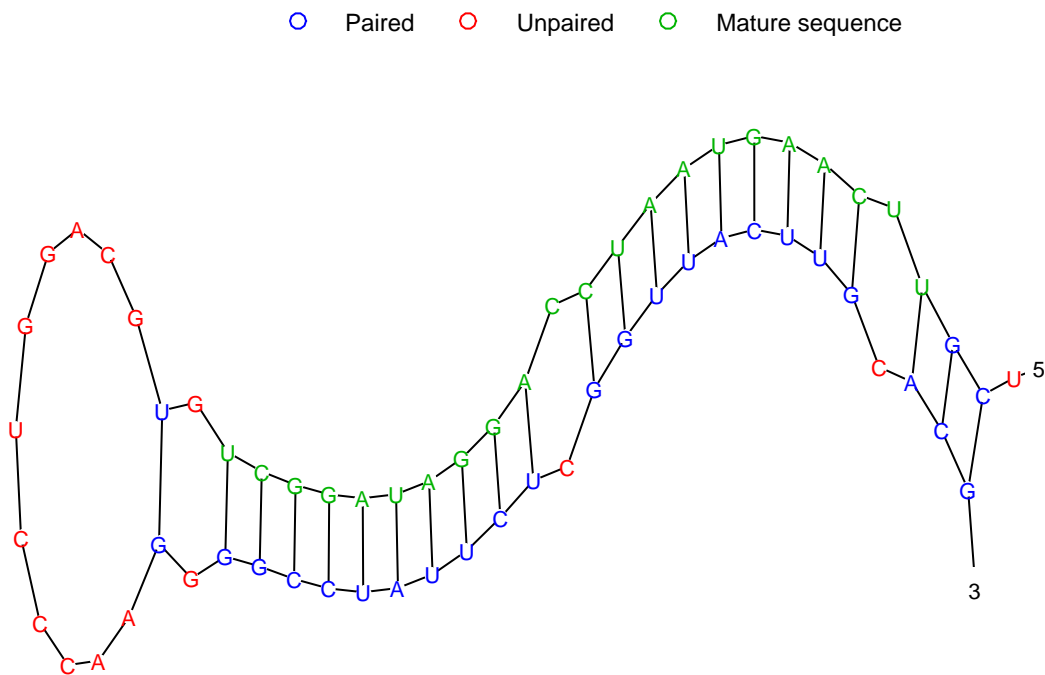

miRNA: bta-miR-26a  
 Stem loop (UMD3.1): chr22:11457912-11457975  
 Mature (UMD3.1): chr22:11457915-11457936  
 Mature seq len: 22  
 Total raw counts (9 samples): 203155  
 Average raw counts: 22573  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -27.90

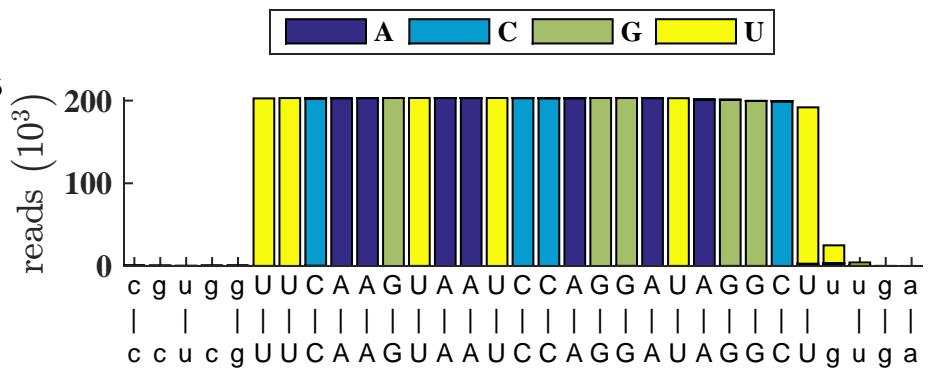

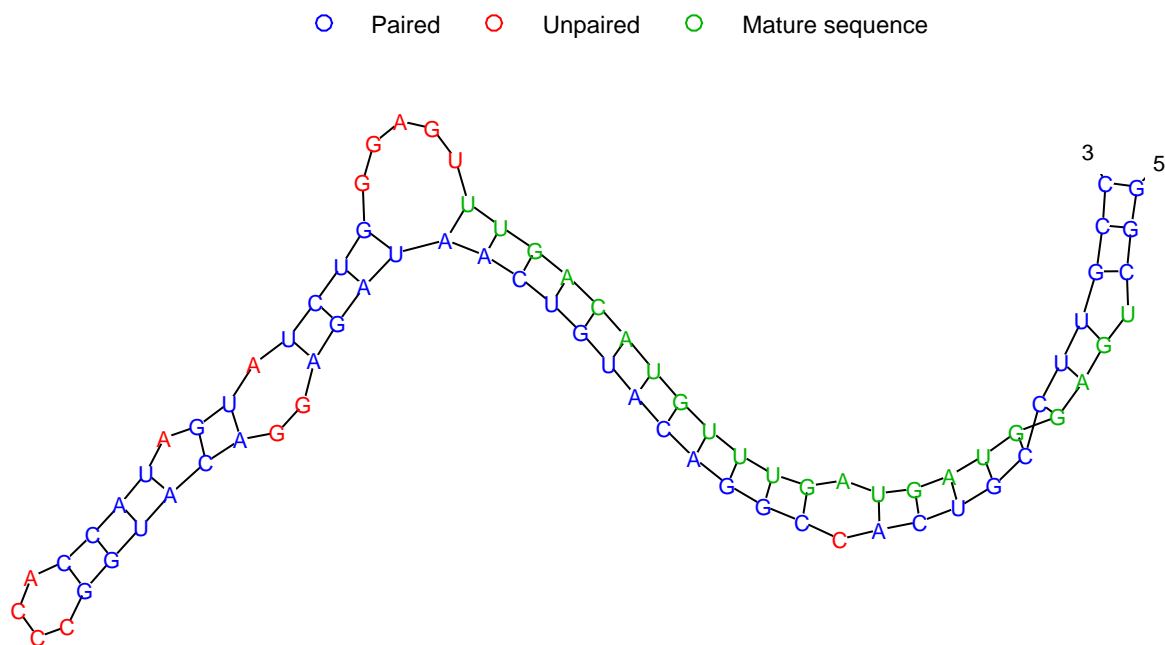

miRNA: bta-let-7g  
 Stem loop (UMD3.1): chr22:49189341-49189422  
 Mature (UMD3.1): chr22:49189344-49189365  
 Mature seq len: 22  
 Total raw counts (9 samples): 79405  
 Average raw counts: 8823  
 Strand: Forward  
 Orientation: 5p  
 Minimum free energy: -37.80

How the deposited data were processed for this re-analysis (not part of the article)

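Small RNA was sequenced from EVs of bovine follicular fluid in 9 samples, 3 from small, 3 from medium and 3 from large follicles, each sample being the RNA of 1 pool. The paper states that fluid of all sizes was gathered in 3 collections, but neither it nor the labels say which samples came from the same collection, so the fits have no term for it and differences between collections remain in the spread within a size. The authors removed adapters, mapped the reads with bwa to UMD3.1, merged the mapped reads to define loci, and deposited raw counts of reads on the effective region of each locus, with no normalization. The counts of the 9 samples were used as deposited. For the 704 loci of Suppl Tables 3 and 4, all 6336 raw counts listed there were identical to the deposited counts. Normalized counts computed here from the deposited counts differed from those of the supplementary tables by a relative difference of at most 4.815e-06.

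Summed counts per sample ranged from 8941598 to 14664460. The smallest share that this depth can show, 3 counts of the total, was from 2.05e-05% to 3.36e-05%, and it covers counting error only. Groups were the follicle sizes given by the labels of the samples. Known and homologous miRNA (249 loci) and predicted miRNA (455 loci) were each normalized and tested as a set, as the normalized counts of the supplementary tables are. In R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, counts were normalized by TMM, a model of the 3 size groups was fitted to the 9 samples, and each pair of sizes and any difference among the 3 sizes was tested with the two-sided quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method within the set and the comparison, and loci with an FDR under 0.05 were called. A locus was taken as changed progressively when it was called in the 3 comparisons and its direction was the same from small to medium and from medium to large follicles. The common dispersion was 0.1645 for known and homologous and 0.04887 for predicted miRNA. All deposited loci kept by filterByExpr (85601 loci) were tested in the same way for large versus small follicles.

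The share of counts on each set was tested for a trend with the size rank by an exact permutation test, two-sided, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Homogeneity of the numbers of calls was tested by chi-square, or by Fisher's exact test on permuted calls where an expected number was under 5. Random lists of loci outside the sets, matched to predicted loci on length and on total count, were drawn 10000 times. Loci were grouped as equal in count when a chi-square test of each locus's 9 counts against the mean of the group gave p above 0.001, and their lengths differed by at most 1 base from that of the group's first locus.

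Alternatives were edgeR's exact test, DESeq2 1.42.0, DESeq2's size factors in the quasi-likelihood test, the total count of the set without TMM, TMM over the 704 loci, the total count of all deposited loci, TMM over all deposited loci, filterByExpr, an FDR under 0.1, a fit of only the 2 groups compared, 1 locus per miRNA name, and leaving out each sample in turn. For the shares, they were loci with a group mean of at least 100, leaving out the 10 highest-count loci outside the set, and loci of 18 to 30 bases. Summing predicted loci of equal count was added after the data were seen.

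Loci are named here by a rule: those that the paper names in its results, discussion or Suppl Fig. 4, and for each set and comparison the 3 loci with the largest rise and the 3 with the largest fall among called loci whose normalized counts do not overlap between the groups. The chromosome 25 loci and the locus with the highest count in the closing section were chosen after their values were seen. The predicted locus at 8 89663122, given as an example of a progressive fall, is also outside the rule. The procedure was tested on simulated data. With a log2 change of 2 set in 50 known and homologous loci, the quasi-likelihood test called 46 of them and 2 others, and with the same change set in 90 predicted loci it called 87 of them and 2 others. Among all deposited loci, with 200 changed, it called 0 of them at a log2 change of 2, where 170 had an unadjusted p under 0.05. At log2 changes of 4 and 6, sizes added after that result was seen, it called 145 and 171 of the 200. Annotation classes, read lengths within a locus and pathway enrichment were not analysed here.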

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

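Of the tests in this part, the comparison by locus length, the test of equal counts on chromosome 25 and the count of calls under other splits of the samples were chosen after the result was seen.

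The paper compares only miRNA loci between follicle sizes. Among the 84897 other deposited loci that could be tested, 4634 were lower and 198 higher in large than in small follicle EVs (quasi-likelihood test, FDR under 0.05, TMM over all deposited loci). Across the 85601 loci tested, miRNA loci included, the normalized counts of the 3 large and 3 small follicle samples did not overlap at 22200 (25.9%), where chance gives 10%, and 5021 loci were called. The direction depends on the scaling. When samples were scaled by the total count of all deposited loci, 55251 loci were called, 50955 of them higher, and the median log2 fold change was 1.81 in place of 0.09. Of the 5021 loci, 4145 were called under both scalings, and 77 of the 5021 had the other sign under this one. Of the 10 splits of the 6 samples, only the real one gave as many calls, the highest of the others giving 0. With 10 splits the share cannot fall under 0.1, so this test alone cannot decide whether a chance split would do the same. Short loci were lower more often: 1237 of 5460 loci of 24 bases or less (22.7%) against 3397 of 79437 longer loci (4.28%), an odds ratio of 6.56 (Fisher's exact test, two-sided). A difference between samples in the lengths of RNA that entered the libraries may therefore account for part of the pattern. A change with follicle size cannot be told apart from it. In the EV RNA itself, the paper reports that the part of miRNA size fell as follicle size rose. A difference in summed counts was not detected (exact permutation trend test, p = 0.667).

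Within the rule for named loci, the largest rises were at 13 55753644 (at least 2.94-fold higher in large follicle EVs), 6 96693148 (at least 2.79-fold) and 27 21459641 (at least 1.72-fold), each with 0 counts in all small follicle samples. Each of these rises kept an FDR under 0.05 in only 4 of the 9 fits that left out a replicate, and with DESeq2 the FDR at 27 21459641 was 1. The largest falls included that of bta-miR-1388-3p (at least 111-fold lower). The others were at 4 112989890 (at least 686-fold lower) and 18 12520638 (at least 86.3-fold lower). Each of the falls passed in 9 of the 9 fits. All bounds in this paragraph are under TMM over all deposited loci and depend on this scaling.

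The locus with the highest count, at 29 834909 to 834924, is 16 bases long and held 5381621 counts over the 9 samples. The paper does not report it. Its log2 fold change in large versus small follicles was -0.84 (standard error 0.57, quasi-likelihood FDR = 0.526), and it was 0.88 when samples were scaled by the total count of all deposited loci. No biological explanation was tested.

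On chromosome 25, 7 loci of 25 bases between 32465610 and 32471145 each held from 716069 to 718554 counts (median 716609) and are not reported by the paper. Their log2 fold changes in large versus small follicles lay between -6.44 and -6.42 (quasi-likelihood test, highest FDR 0.00289), and each small follicle sample had a higher count than each large follicle sample. Scaled by the total count of all deposited loci, the log2 fold changes lay between -4.69 and -4.66. Within a sample, the counts of these loci differed by no more than sampling noise (chi-square per degree of freedom 0.804, p = 0.848). Reads divided at random among identical copies could give such counts, whereas the same reads counted at every copy would give equal ones. They do not give 7 independent measurements, and no biological explanation was tested.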

How the results depend on the processing

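The main settings and the alternatives were set before the data were examined, except for the sums of predicted loci with equal counts, which were chosen after seeing them. The cause was not tested for any change given here. No paired analysis was possible because the labels do not say which samples came from the same of the 3 collections the paper describes, and replicate numbers are not shared between the size groups. The fits therefore leave differences between collections in the spread within a size, which can hide changes such as those between medium and small follicles.

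Both shares of counts kept their direction and an exact permutation trend p under 0.05 under each alternative. With each replicate left out in turn, the difference in share between large and small follicles ranged from -22.1 to -15.7 percentage points for known and homologous miRNA (p from 0.00536 to 0.0125) and from 1.02 to 1.24 for predicted miRNA (p from 0.00179 to 0.00714).

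Numbers of called loci are given for known and homologous miRNA, in the order large versus small, medium versus small and large versus medium, with 105, 0 and 26 under the main settings. Between medium and small follicles, 44 loci had an unadjusted p under 0.05. The numbers were 115, 16 and 52 with edgeR's exact test, 125, 28 and 63 with DESeq2, and 125, 16 and 65 with an FDR under 0.1. With only the 2 groups compared, they were 84, 0 (49 at an unadjusted p under 0.05) and 2. With TMM over the 704 loci, they were 218 (1 higher and 217 lower against 44 higher and 61 lower under the main settings), 101 (all lower) and 43 (all lower against 14 higher and 12 lower). With the total count of all deposited loci, they were 192 (1 higher and 191 lower), 59 (all lower) and 0 (76 at an unadjusted p under 0.05). With TMM over all deposited loci, they were 232 (all lower), 131 (all lower) and 0 (57 at an unadjusted p under 0.05). A difference among the 3 sizes was called at 84 loci, and at 204, 168 and 217 under these 3 scalings. Leaving out each replicate in turn, the calls ranged from 63 to 105, from 0 to 13 and from 0 to 24 in the 3 comparisons, and from 38 to 82 for any difference.

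Under the same 3 scalings, the median log2 fold change of known and homologous miRNA in large versus small follicles was -3.60, -3.06 and -4.73, against -0.18 under the main settings. Between medium and small follicles it was -1.99, -1.80 and -2.85 against -0.17, and in large versus medium follicles -1.59, -1.27 and -1.91. The main settings thus measure change relative to the other loci of the set.

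Of the predicted miRNA loci, 24, 10 and 6 were called in the same order of comparisons, with 10 in large versus medium follicles by edgeR's exact test, 11 by DESeq2, and 16 in medium versus small follicles with an FDR under 0.1. With only the 2 groups compared, 0 were called in large versus medium follicles (34 at an unadjusted p under 0.05). The numbers were 381, 17 and 6 with the total count of the set (353 higher and 28 lower in large versus small follicles against 0 higher and 24 lower; 4 higher and 13 lower in medium versus small). They were 438, 430 and 16 with TMM over the 704 loci (411 higher and 27 lower; 408 higher and 22 lower) and 445, 443 and 23 with the total count of all deposited loci (422 higher and 23 lower; 425 higher and 18 lower; 7 higher and 16 lower in large versus medium). With TMM over all deposited loci, they were 28, 24 and 18. Any difference was called at 24 loci, and at 341, 432 and 442 with the total count of the set, TMM over the 704 loci and the total count of all deposited loci. With these 3 scalings, the median log2 fold change in large versus small follicles was 0.70, 1.34 and 1.85 against 0.01, in medium versus small 0.38, 0.98 and 1.26, and in large versus medium 0.31, 0.34 and 0.58. After summing predicted loci of equal count, 26 (9 higher and 17 lower), 3 (all lower) and 0 of 70 groups, single loci included, were called (11 at an unadjusted p under 0.05 in large versus medium follicles). When each replicate was left out in turn, calls ranged from 10 to 71, from 5 to 21 and from 0 to 55, and from 12 to 69 for any difference. The filterByExpr filter removed none of the loci of either set, so it could not move these results.

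Progressive change of known and homologous miRNA was called at 0 loci, at 9 (6 rising and 3 falling) with edgeR's exact test, 14 (11 rising and 3 falling) with DESeq2, 8 (5 rising and 3 falling) with an FDR under 0.1 and 30 (all falling) with TMM over the 704 loci, and at 0 to 3 with each replicate left out in turn. For predicted miRNA, it was called at 6 loci, at 9 with edgeR's exact test and at 7 with DESeq2 (all falling). It was called at 12 (all falling) with TMM over the 704 loci and at 19 (7 rising and 12 falling) with the total count of all deposited loci. With TMM over all deposited loci, it was called at 15 (all falling). It was called at 0 with only the 2 groups compared or with equal counts summed, and at 0 to 8 with each replicate left out in turn.

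The homogeneity p of 0.0447 was 0.0596 with a chi-square test of the same calls, 0.522 with the calls of edgeR's exact test and 0.510 with an FDR under 0.1. With the total count of all deposited loci it was 1.68e-15, and the share of higher calls was then highest in medium versus small follicles. Over all deposited loci, the number called in large versus small follicles was 5021, 55251 with the total count (50955 higher and 4296 lower, against 198 and 4823), and from 2458 to 7183 with each replicate left out in turn.

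Reversals of named loci are given as log2 fold changes under TMM over the 704 loci, the total count of all deposited loci and TMM over all deposited loci, in this order. These scalings shift all loci of a set together, so the signs that changed follow the shift in the medians given above and are not separate findings. The reversed values had FDRs from 0.102 to 0.956, except those of bta-miR-224, which had 0.00263 to 0.0119. In large versus small follicles they were -0.86, -0.39 and -2.10 for bta-miR-450a at 18179125, -0.93, -0.46 and -2.16 for bta-miR-450a at 18179270, -0.64, -0.20 and -1.90 for bta-miR-424-3p and -3.34, -2.85 and -4.54 for bta-miR-224. For medium versus small follicles, the values were -0.31, -0.17 and -1.11 and -0.33, -0.20 and -1.14 for the bta-miR-450a loci, -0.32, -0.20 and -1.18 for bta-miR-424-3p, -0.40, -0.28 and -1.36 for bta-miR-328 and -0.26, -0.052 and -0.95 for bta-miR-204. For large versus medium follicles, the bta-miR-450a loci had -0.55, -0.22 and -0.99 and -0.60, -0.26 and -1.02. With TMM over the 704 loci, the log2 fold change in large versus small follicles was -0.24 for bta-miR-328 and -0.047 for bta-miR-204, and in large versus medium -0.32 for bta-miR-424-3p. With TMM over all deposited loci, large versus small follicles gave -1.49 for bta-miR-328, -1.11 for bta-miR-204 and -0.69 for bta-miR-92b, whose value in medium versus small was -0.76. Between large and medium follicles, this scaling gave -0.72 for bta-miR-424-3p, -0.13 for bta-miR-328 and -0.16 for bta-miR-204. With each replicate left out in turn, bta-miR-224 ranged from -0.0087 to 0.35.

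The predicted loci of Suppl Fig. 4 rose in large versus small follicles with the total count of the set, TMM over the 704 loci and the total count of all deposited loci, by 0.39, 1.02 and 1.58 at 6 89217312 and 0.41, 1.03 and 1.58 at 19 38252. The FDRs, in the same order, were 0.0767, 0.0118 and 4.44e-08, and 0.00866, 0.000665 and 2.91e-11. The highest-count locus, at 29 834909, had 0.88 with the total count (FDR = 0.0108). For the 56 named results, the alternatives other than leaving out a replicate gave the same direction and side of the threshold 440 times, a weaker result 51 times, a stronger one 34 times and the other direction 50 times, 48 of these under the 3 scalings from outside the set. Leaving out replicates gave the same 389 times, a weaker result 106 times, a stronger one 8 times and the other direction 1 time. Depth limits results at loci with few counts, such as bta-miR-1388-3p and the bta-miR-9 locus, whose falls in large follicles can be given only as bounds.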

Differences from the paper's values

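Of 50 values compared, 18 were counted as differing from the paper's, 14 of them among the 24 numbers of called miRNA in Table 1. Values other than fold changes were counted when they differed by more than 1.5 times. Fold changes were counted only when they differed on the log scale by more than the standard error of the fit. None of the 17 fold changes compared did, but this rule is looser where the standard error is large. For bta-miR-1388-3p only a lower bound of 2.67-fold was available, so its comparison could not have shown a difference. Alternatives set before the data were examined that are not named beside a value left its difference open. The paper made its calls with edgeR's exact methods, not with the quasi-likelihood test. A difference that the exact test removes may therefore come from the change of test.

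In medium versus small follicles, 0 known miRNA were lower (the paper's value is 5) and 0 higher (the paper's value is 7). The number lower was 5 with edgeR's exact test, 6 with DESeq2, 5 with an FDR under 0.1 and 4 without large replicate 12, and the number higher was 6 with the exact test and 5 with an FDR under 0.1. For homologous miRNA in this comparison, 0 were lower (the paper's value is 2) and 0 higher (the paper's value is 1). The number lower was 2 with the exact test, with DESeq2, with an FDR under 0.1 and without large replicate 12, and the number higher was 1 with the exact test and without large replicate 12. Predicted miRNA lower in medium follicles numbered 10 (the paper's value is 21), 15 with DESeq2, 22 with TMM over the 704 loci, 18 with the total count of all deposited loci, 24 with TMM over all deposited loci, 14 with an FDR under 0.1 and 21 without medium replicate 8. Over all miRNA, 10 were lower (the paper's value is 28), 20 with the exact test, 23 with DESeq2, 21 with an FDR under 0.1, 21 without medium replicate 8 and 19 without large replicate 12. All miRNA higher numbered 0 (the paper's value is 8), 7 with the exact test and 9 with an FDR under 0.1.

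In large versus medium follicles, 11 known miRNA were lower (the paper's value is 24). The number was 23 with the exact test, 27 with DESeq2, 16 with DESeq2's size factors, 17 with the total count of the set, 32 with TMM over the 704 loci and 26 with an FDR under 0.1. Homologous miRNA lower numbered 1 (the paper's value is 3), and 3 with the exact test and with DESeq2, and those higher numbered 1 (the paper's value is 2), 2 with the exact test, 3 with DESeq2 and 3 with an FDR under 0.1. For predicted miRNA, 6 were lower (the paper's value is 15), 11 with DESeq2, 16 with TMM over the 704 loci, 16 with the total count of all deposited loci, 18 with TMM over all deposited loci and 10 without large replicate 12. Over all miRNA, 18 were lower (the paper's value is 42), 35 with the exact test, 41 with DESeq2, 54 with TMM over the 704 loci, 38 with an FDR under 0.1 and 61 without large replicate 10.

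In large versus small follicles, 8 homologous miRNA were lower (the paper's value is 5 in Table 1, while its Table 3 lists 6). All 8 are among the loci that the supplementary tables mark as lower in large follicles, so part of this gap lies within the paper. The number was 5 with only the 2 groups compared, 7 with 1 locus per name, and from 4 to 7 without small replicate 2 or 4, medium replicate 5, 6 or 8, or large replicate 10 or 11. For predicted miRNA, 0 were higher (the paper's value is 1), and 1 was with DESeq2's size factors, with an FDR under 0.1 and without small replicate 1.

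Known miRNA changed in all 3 comparisons numbered 0 loci (the paper's value is 8), 9 with the exact test and 8 with an FDR under 0.1. Both of these sets lack miR-204 and hold bta-miR-1343-3p and bta-miR-130a, which the paper does not name as progressive. Names rising progressively numbered 0 (the paper's value is 5), 5 with the exact test and 4 with an FDR under 0.1. Names falling progressively numbered 0 (the paper's value is 2), and 3 with the exact test, with DESeq2 and with an FDR under 0.1. The homogeneity p was 0.0447 (the paper's value is 0.533), 0.0596 with a chi-square test of the same calls, 0.522 with the calls of the exact test and 0.510 with an FDR under 0.1, while the total count of all deposited loci gave 1.68e-15. A chi-square test on the paper's own counts in Table 1 gave 0.404. The paper's value is a Yates' p-value, and no Yates correction was applied to any p here. These values are therefore not like for like, and the difference may come from the statistic.

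The supplementary tables mark 19 known and homologous and 11 predicted loci in large versus small follicles that the main settings did not call, 19 and 15 in medium versus small, and 43 and 11 in large versus medium follicles. In this order of comparisons, of the known and homologous loci, the exact test called 10, 16 and 26, DESeq2 called 16, 18 and 35, and an FDR under 0.1 called 17, 15 and 37. DESeq2's size factors called 8, 0 and 8, the total count of the set 6, 0 and 6, TMM over the 704 loci 6, 9 and 21, the total count of all deposited loci 6, 9 and 0, and TMM over all deposited loci 6, 9 and 0. Of the predicted loci, the exact test called 3, 3 and 4, DESeq2 3, 7 and 5, an FDR under 0.1 called 4, 6 and 1, DESeq2's size factors 1, 1 and 0, and the total count of the set 6, 5 and 1. TMM over the 704 loci called 6, 14 and 7 of them, the total count of all deposited loci 6, 10 and 8, TMM over all deposited loci 4, 12 and 7, and only the 2 groups compared 2, 0 and 0.

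The paper lists miR-204, miR-92b, miR-328, miR-424-3p, miR-450a, miR-19a and miR-335 as changing between each pair of sizes. None of them was called in medium versus small follicles under the main settings. The exact test and DESeq2 called all of them in this comparison, except miR-204, which only DESeq2 called. An FDR under 0.1 called miR-328, miR-424-3p, miR-450a, miR-19a and miR-335, and leaving out large replicate 12 called miR-92b, miR-450a, miR-19a and miR-335. The 3 scalings from outside the set called miR-19a and miR-335. Between large and medium follicles, miR-92b and miR-19a were not called under the main settings but were with the exact test, DESeq2, an FDR under 0.1 and without large replicate 10, and miR-19a also with TMM over the 704 loci. The paper describes the changes between neighbouring sizes as intermediate, and in medium versus small follicles 0 known or homologous loci were called, with 44 at an unadjusted p under 0.05. The paper calls the locus aligned to miR-9 on chromosome 3 strongly expressed, and it held 54 counts over the 9 samples. The paper sets a range of lengths for miRNA loci, and 2 known and 12 predicted loci were shorter than 18 bases.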

Other observations

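The counts of calls under other splits of the samples and the lists of loci matched to predicted miRNA in this part were tests chosen after the result was seen.

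The share of counts on known and homologous miRNA loci fell with follicle size. Summed counts per sample had no detectable trend with size (exact permutation test, two-sided, p = 0.667). By the same exact test, the trend in the share had p = 0.00357 without the 10 highest-count loci outside the set and p = 0.00595 among loci of 18 to 30 bases, so neither the few loci with the highest counts nor loci longer than 30 bases account for all of it. A change of EV content with follicle size may contribute, as a hypothesis. It cannot be told apart from a difference between samples in the lengths of RNA under 30 bases or from RNA of other cells. Neither was tested here for this pattern. The paper reports that the part of EV RNA of miRNA size was largest in small and smallest in large follicles. Lengths thus differed in the RNA before libraries were made. It also reports no detectable large ribosomal RNA, which it takes as an absence of cellular contamination.

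The share of counts on predicted miRNA loci rose with follicle size, and summed counts do not account for it (exact permutation trend test, p = 0.667). Among loci of 25 to 30 bases, predicted miRNA took 3.12% ± 1.15 (SD, n = 3) of the counts in small, 6.15% ± 1.00 (SD, n = 3) in medium and 9.33% ± 1.29 (SD, n = 3) in large follicle EVs (exact permutation trend test, two-sided, p = 0.00119, the smallest this design can give). The typical deposited locus moved in much the same way, however. In the fit of all deposited loci, the median log2 fold change in large versus small follicles was 0.09 for predicted miRNA and 0.09 over all loci, and with the total count of all deposited loci it was 1.85 and 1.81. The summed share of the 424 predicted loci of 25 to 30 bases rose by log2 1.59, and that of random lists matched on length and total count by a median of log2 1.19, with 0% of 10000 lists rising as much. The highest of the lists rose by log2 1.52. Under a rule set before the lists were run, this result would have counted against such loci as the explanation. The rule was set aside after the result was seen, because predicted loci with nearly equal counts may not be separate loci. The lists are therefore left undecided, and the rise cannot be told apart from that of other deposited loci. RNA from other cells was not tested.

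Many predicted miRNA loci had nearly equal counts, and a candidate explanation is that reads were divided among identical copies. Of the 328 loci of 27 bases, 312 were chosen as alike from the small and medium follicle samples alone. Their counts in the large follicle samples varied slightly more than sampling noise (chi-square per degree of freedom 1.12, p = 0.00475). A small excess over sampling noise thus remained. The other 16 loci had 969 per degree of freedom. They had been left out as unlike in the small and medium follicle samples, so this value is no benchmark. The group of 308 loci formed on all 9 samples had 1.02 per degree of freedom, but it was formed by this measure and cannot test it. Copies that are nearly identical were not tested, and no biological explanation was tested.

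RNA from blood cells may raise some miRNA in large follicle EVs. Of a list of miRNA found in blood cells, written before the test, 6 loci had not been looked at before, and their median log2 fold change of 0.24 in large versus small follicles was above that of 81.5% of random lists matched on mean count, short of the 95% set for the test. With the miRNA already looked at, 11 loci had a median of 0.98, above 99.7% of the lists, but loci whose rise prompted the question cannot decide it.

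Other splits of the samples were tested for each number of called loci. For the 105 known and homologous loci in large versus small follicles and the 26 in large versus medium, 1 of the 10 splits of the 6 samples, the real one, gave as many, the highest of the others giving 0 in both. Between medium and small follicles, where 0 were called and 44 had an unadjusted p under 0.05, 10 of the 10 splits gave as many. For predicted miRNA, with 24, 10 and 6 called in large versus small, medium versus small and large versus medium follicles, 1 of 10 splits, the real one, gave as many in each comparison, the highest of the others giving 1, 0 and 0. With 10 splits the share cannot fall under 0.1, so this test alone cannot decide for any of the single comparisons. For any difference among the 3 sizes, 1 of 100 splits gave as many as the 84 known and homologous loci, the highest of the others giving 46, and 1 of 100 gave as many as the 24 predicted loci, the highest of the others giving 20.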
